# NF-κB inducing kinase (NIK) deletion accelerates KRAS-driven pancreatic cancer in association with tumor microenvironment remodeling

**DOI:** 10.1038/s41419-026-08877-w

**Published:** 2026-05-27

**Authors:** Ziwei Du, Ulrike F. G. Büttner, Hannah Lea Wirth, Melanie Gerstenlauer, Uta Manfras, Rikarda Loidl, Doğa Bahçeci, Katja Steiger, Thomas Metzler, Lap Kwan Chan, Miltiadis Tsesmelis, Thomas Wirth

**Keywords:** Pancreatic cancer, Cancer microenvironment, Stress signalling, Mechanisms of disease, Kinases

## Abstract

Pancreatic ductal adenocarcinoma (PDAC) is a highly lethal cancer marked by dense stroma, immune suppression, and therapy resistance. While canonical NF-κB signaling has been extensively studied in PDAC, the non-canonical pathway and its key kinase, NF-κB–inducing kinase (NIK), remain less characterized. Here, we employed genetically engineered mouse models, including Pdx1-Cre; KRAS^G12D^ (KC), Pdx1-Cre; KRAS^G12D^; p53^fl/fl^ (KPC), and their NIK-deficient counterparts (KNiC and KPNiC). To mimic inflammation-driven tumorigenesis observed in human PDAC, we administered cerulein in the KC and KNiC mice to induce pancreatitis and promote lesion progression. We found that NIK deletion accelerated lesion formation, progression to high-grade PanINs and invasive carcinoma in both KC and KPC backgrounds. Despite similar tumor grade and burden at endpoint, KPNiC mice exhibited shortened survival compared to controls, indicating that NIK acts as a tumor-suppressor and limits early-stage tumor progression. Mechanistically, NIK loss was associated with elevated ERK signaling that increased lesion cell proliferation, and also reduced acinar cell death following pancreatitis. In the tumor microenvironment, NIK deletion promoted myofibroblast activation and enrichment of myCAF-associated gene expression, likely through secondary activation of canonical NF-κB and pro-fibrotic signaling pathways such as TGF-β, Wnt, and FGF. Finally, increased IL6–STAT3 signaling and neutrophil infiltration were observed, suggesting broader immunostromal remodeling in the absence of NIK. Consistent with these findings, analysis of TCGA-PAAD data showed that low NIK expression correlates with poor overall survival in human PDAC. These findings reveal a tumor-suppressive role of NIK in pancreatic cancer and underscore the need for caution in targeting NF-κB signaling, as balanced pathway activity appears critical for regulating early tumor progression and microenvironmental interactions in PDAC.

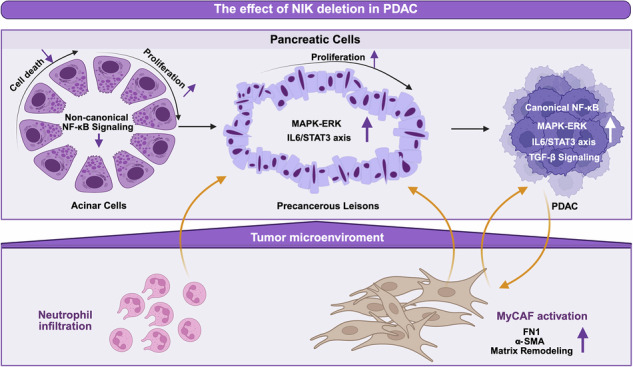

## Introduction

Pancreatic cancer remains one of the most lethal malignancies, with a five-year survival rate below 10%, largely due to its dense desmoplastic stroma, immune evasion mechanisms, and high metastatic potential, all of which contribute to pronounced chemoresistance [1]. Pancreatic ductal adenocarcinoma (PDAC), the predominant histological subtype, is thought to arise from acinar-ductal metaplasia (ADM), progressing sequentially through low-grade and high-grade pancreatic intraepithelial neoplasia (PanIN) before developing into invasive carcinoma [2, 3].

Oncogenic KRAS mutations are a hallmark of PDAC, present in over 95% of human cases. In genetically engineered mouse models, mutant KRAS alone is sufficient to initiate PanIN lesions formation, but additional events, such as TP53 inactivation or chronic pancreatitis, can accelerate their progression to invasive PDAC [4, 5]. Experimentally, cerulein-induced pancreatitis mimics human disease by creating a pro-inflammatory microenvironment that promotes tumorigenesis [6].

While the canonical NF-κB pathway has been extensively studied in PDAC pathogenesis, the non-canonical NF-κB pathway remains poorly understood. The NF-κB family consists of dimeric transcription factors formed by NFKB1/p105, NFKB2/p100, RelA/p65, RelB, and c-Rel [7]. In the non-canonical pathway, the p100:RelB complex remains sequestered in the cytoplasm due to continuous degradation of NF-κB-inducing kinase (NIK) by the TRAF2-TRAF3-cIAP complex. Upon receptor activation, TRAF3 is degraded, leading to NIK stabilization. NIK then phosphorylates and activates IKKα, which in turn mediates p100 processing into p52. The p52:RelB heterodimer translocates to the nucleus, where it regulates gene transcription [8].

In this study, we investigated the role of NIK in pancreatic tumorigenesis using the well-established Pdx1-Cre; KRAS^G12D^ (KC) and Pdx1-Cre; KRAS^G12D^; p53^fl/fl^ (KPC) mouse models [9, 10]. Our findings indicate that NIK deletion accelerates the formation of low-grade PanIN lesions, their progression to higher-grade neoplasias, and the development of PDAC while supporting a pro-myCAF microenvironment.

## Results

### NIK deletion accelerates progression to pancreatic carcinoma

To explore if NIK (encoded by *MAP3K14*) is deregulated in human pancreatic cancer, we analyzed patient survival data from TCGA and GTEx databases. Patients with low *MAP3K14* transcript levels exhibited significantly reduced overall survival compared to those with higher expression (Fig. 1A). This correlation prompted us to investigate its role in PDAC development and progression.

**Fig. 1:**
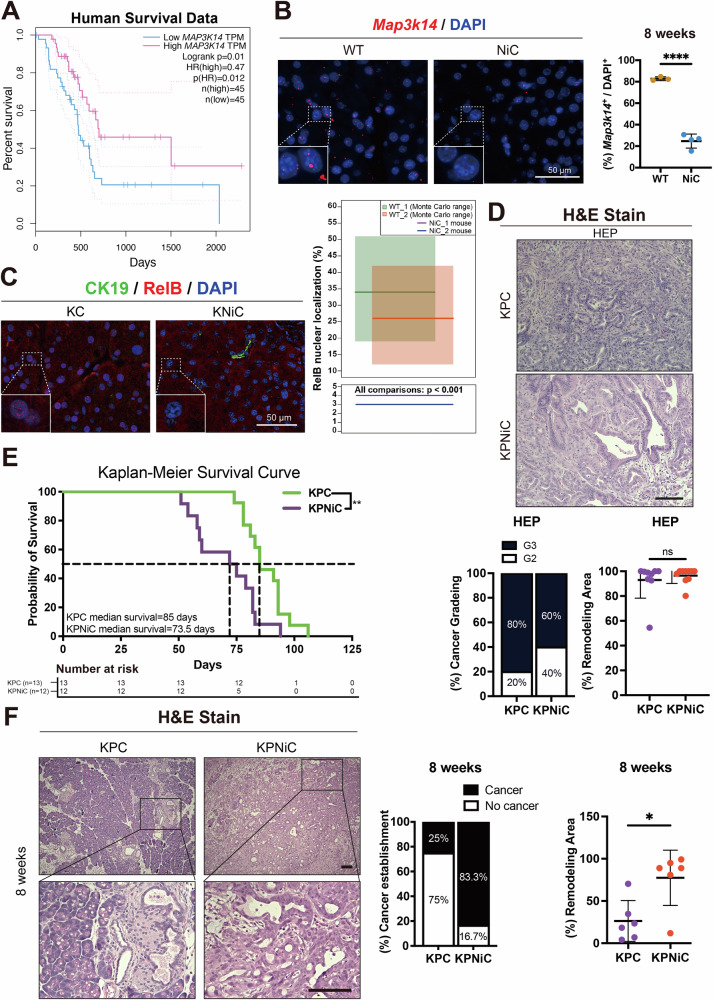
NIK deletion accelerates progression to pancreatic carcinoma. **A** Kaplan–Meier survival analysis of TCGA-PAAD patients with high (pink line) vs. low (blue line) expression of *MAP3K14* (NIK). The graph was generated with GEPIA. *p* = 0.01, log-rank test. **B** Left: RNAscope in situ hybridization of *Map3k14* in WT and NiC mice. Red: *Map3k14*, blue: DAPI. Scale bar: 50 μm. Right: Quantification of *Map3k14*^+^/DAPI⁺ signals (%). *N* ≥ 3 mice/group. *t* = 8 weeks. Unpaired Student’s *t* test. **C** Left: Pancreatic sections were stained for CK19 (green; ductal marker), and RelB (red; non-canonical NF-κB subunit). Scale bar: 100 μm. Right: Quantification of RelB⁺ nuclei with Monte Carlo resampling (1,000 iterations per WT mouse); *N* ≥ 2 mice/group. *t* = 8 weeks. Each KNiC mouse comparison was significant in all four WT–KO pairwise comparisons. **D** Upper: Representative H&E staining of pancreatic tumors in KPC and KPNiC at HEP. Scale bar: 100 μm. Lower left: Cancer grading distribution (G2 vs. G3) in KPC and KPNiC tumors. Lower right: Quantification of remodeling area (%) of KPC and KPNiC pancreata. *N* ≥ 8 mice/group. t = HEP. Unpaired Student’s *t* test. **E** Kaplan–Meier survival analysis comparing overall survival between KPC and KPNiC mice. Median survival was 85 days for KPC and 73.5 days for KPNiC mice. Log-rank test. **F** Left: Representative H&E staining of pancreatic tissue from KPC and KPNiC at 8 weeks. Lower panels show magnified views of boxed areas. Scale bar: 100 μm. Middle: Percentage of mice with established cancer. KPC: 25% cancer (*N* = 8), KPNiC: 83.3% cancer (*N* = 6). Right: Quantification of remodeling area (%) in KPC and KPNiC mice. *N* = 6 mice/group. *t* = 8 weeks. Unpaired Student’s *t* test. Dot plots: Dots represent individual animals. Data are presented as mean ± SD. n.s.: *p* > 0.05; *p < 0.05; **p < 0.01; ****p < 0.0001.

We then utilized pancreas-specific NIK-proficient mice (WT) and NIK-deficient mice carrying the Pdx1-Cre; NIK^fl/fl^ genotype (NiC). Genotyping confirmed efficient *Map3k14* recombination, as evidenced by the absence of the wild-type band (~4 kb) in NiC pancreata (Fig. S1A). RNAscope analysis further showed markedly reduced *Map3k14*^*+*^ signal in NiC pancreata (Fig. 1B). Although NIK is primarily regulated at the post-translational level through constitutive ubiquitination and proteasomal degradation, the reduction in *Map3k14* mRNA in our model reflects deletion of the gene and is therefore expected to result in loss of NIK protein expression [11].

Having confirmed efficient NIK ablation in the pancreas, we next tested whether loss of NIK dampens non-canonical NF-κB signaling in the context of oncogenic KRAS, by examining RelB localization. Nuclear translocation of RelB occurred frequently in NIK-proficient KRAS^G12D^ pancreata, whereas it remained largely cytoplasmic in the absence of NIK, indicating that the pathway was effectively suppressed (Fig. 1C). Consistently, nuclear fractionation of KPC and KPNiC cancer cells followed by Western blot analysis confirmed a significant reduction in nuclear RelB levels in NIK-deficient cells (Fig. S1B).

To assess the functional consequences of NIK loss on tumor progression, we generated KPC (Pdx1-Cre; KRAS^G12D^; p53^fl/fl^) and KPNiC (Pdx1-Cre; KRAS^G12D^; NIK^fl/fl^; p53^fl/fl^) mice, thereby combining oncogenic KRAS activation, p53 loss and NIK deletion (Fig. S1C). Cohorts were analyzed at 8 weeks of age and at the humane endpoint (HEP). Starting our analysis by examining mice at their HEP, pancreas-to-body weight ratios were comparable between groups, indicating that NIK deletion did not substantially affect overall tumor mass (Fig. S1D). Histological evaluation showed that tumors in both KPC and KPNiC mice were predominantly poorly differentiated (G3), with a minority displaying moderate differentiation (G2) (Fig. 1D).

Despite similar tumor burden and histological grade at HEP, Kaplan–Meier survival analysis revealed a significant reduction in survival in KPNiC mice (median 73.5 days for KPNiC vs. 85 days for KPC; Fig. 1E). These in vivo findings align with the human survival data, supporting a role for NIK in modulating PDAC prognosis.

To determine whether the reduced survival observed in KPNiC mice reflected earlier disease onset or increased aggressiveness, we analyzed tumor development at 8 weeks of age, a time point before the HEP.

At this stage, invasive PDAC was detected in 83.3% of KPNiC mice compared to only 25% of KPC mice (Fig. 1F), indicating a markedly accelerated progression in the absence of NIK. Consistently, the pancreas-to-body weight ratio was significantly elevated in KPNiC mice (Fig. S1E), reflecting greater tumor burden at this early time point.

Further histological analysis revealed expanded tumor-associated remodeling areas in KPNiC pancreata, characterized by dense desmoplastic stroma, inflammatory infiltrates (Fig. 1F), and proliferative epithelial cells. Ki67 staining of CK19^+^ ductal cells showed a significantly higher proliferation rate in KPNiC lesions compared to KPC controls (Fig. S1F), indicative of more aggressive neoplastic growth. Sirius Red staining further confirmed enhanced fibrosis in the KPNiC pancreas (Fig. S1G). CD45 immunohistochemistry demonstrated a trend toward increased immune cell infiltration in KPNiC mice at 8 weeks, although the difference did not reach statistical significance (Fig. S1H).

These results suggest that NIK deletion accelerates the transition from precancerous lesions to invasive PDAC, in part through increased cellular proliferation and enhanced stromal remodeling.

### NIK loss fosters a myCAF-enriched microenvironment

To evaluate whether NIK deletion contributes to increased invasiveness or metastatic spread, we examined KPC and KPNiC mice at the HEP for local invasion, distant metastases (liver and lung), and ascites. Although a slightly higher number of metastatic cases was observed in the livers of KPC mice, as well as increased ascites formation and invasion, these differences did not reach statistical significance (Fig. S2A). We hypothesize that since KPC mice exhibited a longer survival, this time window allowed a small increase (non-significant) in the number of metastatic cases. All these results suggest that NIK loss does not promote metastatic dissemination within the observation window of these models.

We next investigated whether NIK deletion altered the tumor microenvironment. Although Sirius Red staining at endpoint did not reveal significant differences in overall collagen deposition, α-smooth muscle actin (α-SMA) staining was significantly elevated in KPNiC tumors (Fig. 2A, B), suggesting increased presence of activated myofibroblastic cancer-associated fibroblasts (myCAFs). This prompted us to further characterize phenotypic differences of fibroblasts.

**Fig. 2:**
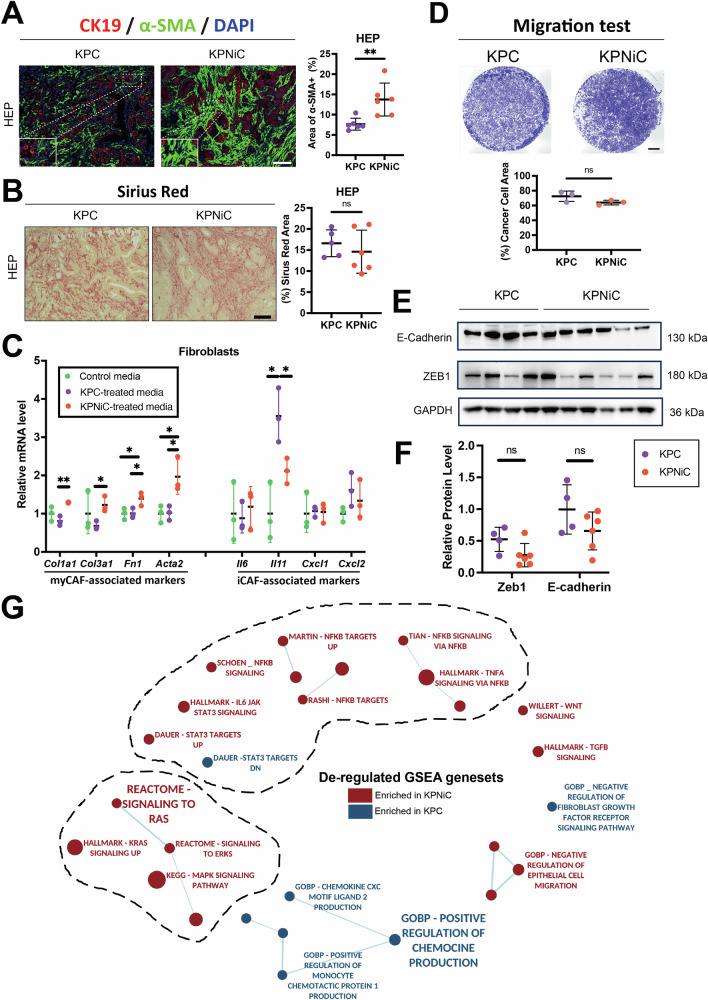
NIK loss fosters a myCAF-enriched microenvironment. **A** Left: Immunofluorescence staining for CK19 (red), α-SMA (green), and DAPI (blue) in KPC and KPNiC pancreata sections. Right: Quantification of α-SMA⁺ area (%). N = 6 mice/group. t = HEP. Unpaired Student’s *t* test. Scale bar: 100 μm. **B** Left: Representative Sirius Red staining for collagen deposition from KPC and KPNiC pancreas. Scale bar: 100 μm. Right: Quantification of Sirius Red⁺ area (%). *N* = 6 mice/group. t=HEP. Unpaired Student’s *t* test. **C** Expression levels of the indicated CAF-related genes in primary fibroblasts exposed to KPC- or KPNiC-derived conditioned media were quantified by qRT-PCR, with transcripts first normalized to the *Rpl13* reference gene and then expressed relative to the control-medium group. *N* = 3 biological replicates. One-way ANOVA with Bonferroni post hoc. **D** Top: Representative images of transwell migration assay using primary cancer cells from KPC and KPNiC mice. Scale bar: 1000 μm. Bottom: Quantification of area covered by migrated cells. *N* ≥ 3 biological replicates. Unpaired Student’s *t* test. **E** Western blot analysis of E-cadherin and ZEB1 in primary tumor cells from KPC and KPNiC mice. GAPDH serves as a loading control. **F** Quantification of Western blot band intensity for E-cadherin and ZEB1, normalized to GAPDH. *N* ≥ 4 biological replicates. Unpaired Student’s *t* test. **G** Enrichment map of GSEA gene sets differentially regulated in isolated KPC vs KPNiC cancer cells. Red: gene sets enriched in KPNiC; blue: gene sets enriched in KPC. Node size reflects gene set size; edge thickness reflects overlap. Dot plots: Dots represent individual animals. Data are presented as mean ± SD. ns: *p* > 0.05, *p < 0.05, **p < 0.01.

Accordingly, we isolated primary tumor cells from KPC and KPNiC tumors, cultured them and used their conditioned media to stimulate pancreatic stellate cells (PSCs) (Fig. S2B). PSCs treated with KPNiC-conditioned media exhibited upregulation of myCAF-associated genes (*Col1a1, Col3a1, Fn1, Acta2*), while expression of inflammatory CAF (iCAF) markers (*Il6, Il11, Cxcl1, Cxcl2*) was not significantly affected (Fig. 2C). These data, together with increased α-SMA staining in vivo, indicate that NIK loss skews the tumor microenvironment toward a myCAF-enriched phenotype.

To determine whether conditioned media derived from KPC or KPNiC tumors affects fibroblast proliferation or induces senescence, we analyzed fibroblast growth kinetics following treatment. Growth curve analysis did not reveal significant differences between KPC- and KPNiC-conditioned media (Fig. S2C). We next assessed the expression of senescence-associated related genes. Although minor variations were observed, no consistent or robust differences were detected (Fig. S2D). Finally, senescence induction was evaluated by SA-β-gal (X-Gal) staining, which showed no significant difference in the frequency of senescent cells between treatment groups (Fig. S2E). Collectively, these results indicate that conditioned media from KPNiC tumors does not significantly alter fibroblast proliferation or induce a senescence phenotype under our experimental conditions.

To assess whether NIK loss intrinsically alters tumor cell behavior, we compared the migratory capacity of KPC- and KPNiC-derived primary tumor cells using transwell assays (Fig. S2B). No significant differences were observed, although KPC cells displayed a trend toward increased migration (Fig. 2D). In addition, Western blot analysis of epithelial–mesenchymal transition (EMT) markers revealed no significant difference in E-cadherin and ZEB1 (Fig. 2E and F). These data suggest that NIK deletion does not enhance the invasiveness of pancreatic cancer cells.

To explore transcriptional changes associated with NIK loss, we performed bulk RNA sequencing on tumor cells isolated from KPC and KPNiC mice. 

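Bulk mRNA sequencing was done on cultured primary tumor cells, with 3 KPC and 3 KPNiC libraries. Both kinds of cells carry oncogenic KRAS and floxed p53 alleles in the pancreatic epithelium, and KPNiC cells also carry floxed alleles of Map3k14, the gene that encodes NIK. The labels do not say whether the libraries of a genotype come from separate tumors, and the library names of a genotype share a common stem with a running number. Each p below therefore measures the spread between these libraries, which may be cultures of the same line, and no more. The authors filtered the reads, aligned them to GRCm39 with HISAT2 and estimated gene-level counts with RSEM. Total counts were 16.6 to 16.9 M per KPC library and 16.2 to 17.2 M per KPNiC library, over 15618 listed genes. Expected counts were rounded to whole numbers, and edgeR's filterByExpr with a minimum count of 10 kept 12071 genes. Levels are given as CPM scaled by TMM. The genotypes were compared by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over these genes, while the paper used DESeq2. The gene lists and the rule for naming genes were fixed before the data were examined.

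KPNiC cells had 1769 genes that were higher and 1652 that were lower than in KPC cells at an adjusted p under 0.05. Of these, 1174 also had an absolute log2 fold change over 1, the size the paper asked for. Map3k14 lies on chromosome 11 of GRCm39 from 103110577 to 103158298. It fell from 7.88 ± 0.586 CPM in KPC cells to 4.23 ± 0.476 CPM in KPNiC cells (SD, n = 3 each), a log2 fold change of -0.90 (SE 0.173, adjusted p = 0.00428). The counts cover the whole gene and exons were not counted apart, so this value does not measure the deletion. Smoc1, which encodes a secreted calcium-binding protein of basement membranes, rose from 0.595 ± 0.153 CPM to 64.5 ± 5.34 CPM. Flt4, which encodes the receptor VEGFR-3, rose from 0.536 ± 0.158 CPM to 25.7 ± 0.665 CPM. Nkx6-3, a homeobox gene of the stomach epithelium, fell from 139 ± 7.05 CPM to 0.0998 ± 0.0355 CPM. Thbs4, which encodes a matricellular thrombospondin, fell from 32.1 ± 8.71 CPM to 0.338 ± 0.334 CPM. Fn1, which encodes fibronectin, rose from 281 ± 42.4 CPM to 974 ± 273 CPM, a log2 fold change of 1.79 (SE 0.186, adjusted p = 0.000145 from edgeR's quasi-likelihood test). Leaving out KPC 1 lowered the number of genes past the threshold to 2046, and leaving out KPC 3 lowered it to 2263.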

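KPNiC cells held more transcript of many genes that NF-κB dimers of the canonical pathway are known to induce. Of 39 tested genes on a list of canonical NF-κB targets, 18 were higher than in KPC cells, 6 were lower and 15 did not pass the test (19 higher and 7 lower when adjusted over the list alone). Tnfaip2, a gene induced by TNF, rose from 68.0 ± 7.62 to 187 ± 18.8 CPM (SD, n = 3 each). Icam1, which encodes a leukocyte adhesion molecule, rose from 22.0 ± 1.81 to 58.6 ± 6.25 CPM. Ccl2, which encodes a chemokine for monocytes, rose from 0.457 ± 0.193 to 14.5 ± 5.09 CPM, and Tnf itself rose from 0.652 ± 0.349 to 15.8 ± 5.85 CPM.

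The log2 fold change of Tnfaip2, on chromosome 12 of GRCm39 from 111408858 to 111421452, was 1.46 (SE 0.109, adjusted p = 1.74e-05 from edgeR's quasi-likelihood test). Icam1 had a log2 fold change of 1.41 (SE 0.114, adjusted p = 2.61e-05). Ccl2, on chromosome 11 from 81926397 to 81928279, had 4.96 (SE 0.470, adjusted p = 2.21e-05), and Tnf, on chromosome 17 from 35418357 to 35420983, had 4.58 (SE 0.458, adjusted p = 4.32e-05). Lif, which encodes a cytokine of the interleukin-6 family, rose from 14.8 ± 1.13 to 37.0 ± 3.12 CPM, and the chemokine gene Cxcl1 rose from 13.4 ± 2.40 to 27.6 ± 6.77 CPM. The subunit genes Rela, of the canonical pathway, and Relb and Nfkb2, of the non-canonical pathway, moved less. Relb had a log2 fold change of 0.56 (adjusted p = 0.0332), and this call ended without KPC 1 (0.114), KPC 3 (0.126), KPNiC 1 (0.0515) or KPNiC 3 (0.0632). The log2 fold change was 0.14 for Rela (adjusted p = 0.241) and -0.12 for Nfkb2 (adjusted p = 0.371), and neither passed the test.

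Of 27 tested genes of canonical NF-κB components, among them receptors and adaptors, 6 were higher and 1 was lower (5 and 1 when adjusted over the list alone). Il1r1, which encodes the interleukin-1 receptor, rose from 5.89 ± 1.51 to 22.7 ± 1.22 CPM, and Tnfrsf1a, which encodes TNF receptor 1, rose from 75.8 ± 2.24 to 108 ± 6.29 CPM. Of 13 components of the non-canonical pathway, 2 were higher and 5 lower, with the same counts when adjusted over the list alone. Tnfrsf11a, which encodes the receptor RANK, fell from 17.1 ± 1.39 to 10.6 ± 0.803 CPM, and Ltbr, which encodes the lymphotoxin-β receptor, rose from 114 ± 9.59 to 155 ± 11.1 CPM.

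The lists were compared with all other tested genes by camera with a preset correlation of 0.01 between genes, adjusted over 35 lists. The canonical target list moved up (adjusted p = 0.000188), with adjusted p = 0.351 with an estimated correlation. Its normalized enrichment score in a preranked GSEA by Signal2Noise was 1.93 (adjusted p = 0.00209). The canonical component list did not pass (adjusted p = 0.115, and 0.0418 without KPNiC 2), nor did the non-canonical component list (adjusted p = 0.394).

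**Figure D1:**
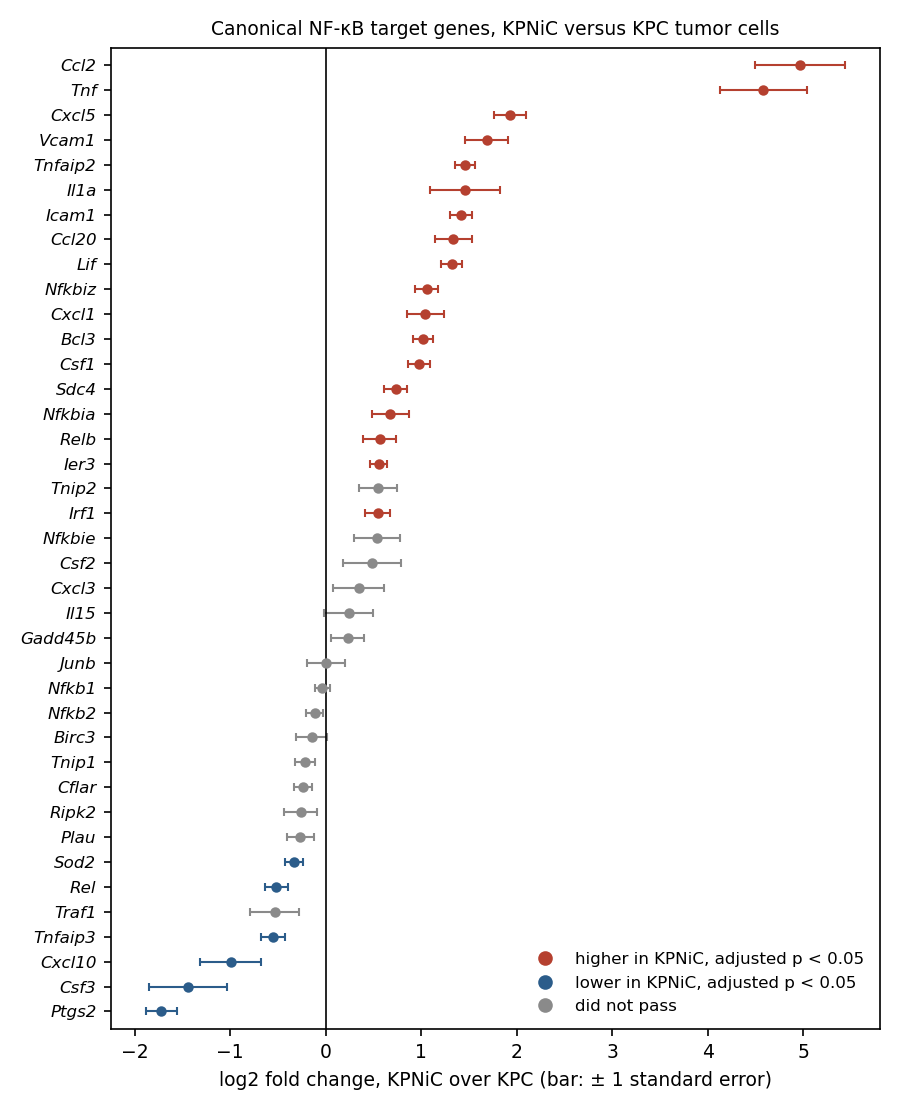
Log2 fold change between KPNiC and KPC cells (horizontal axis) of the 39 tested canonical NF-κB target genes (vertical axis), with bars of 1 standard error from edgeR, 3 libraries per genotype. Red points are the 18 genes higher and blue points the 6 genes lower in KPNiC cells at an adjusted p under 0.05, and grey points are the 15 that did not pass.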

Gene set enrichment analysis (GSEA) revealed a significant upregulation of canonical NF-κB signaling in KPNiC cells (Fig. 2G and S3A). Crosstalk between canonical and non-canonical NF-κB pathways has been reported to be context- and disease-dependent, with evidence supporting both cooperative and competitive interactions [12–14]. Notably, Western blot analysis of nuclear extracts did not show increased nuclear RelA/p65 levels in KPNiC cells (Fig. S3B). This indicates that enhanced canonical target gene expression may occur without a detectable increase in RelA nuclear abundance, potentially reflecting reduced competition with RelB at κB binding sites. Given the established role of canonical NF-κB in promoting inflammation, fibrosis, and disease progression in PDAC, this pathway shift may contribute to the rapid tumor development observed in NIK-deficient mice.

Further analysis of the RNA-seq data revealed enrichment of TGF-β, Wnt, and FGF signaling gene sets in KPNiC cells, which are pathways linked to fibroblast activation and the establishment of a myCAF phenotype (Figs. S3C and S3D). Specifically, TGF-β was shown to drive myCAF differentiation via SMAD signaling in fibroblasts [15], Wnt signaling was shown to contribute to fibroblast reprogramming and suppress iCAF-associated programs [16], and FGF signaling was shown to support fibroblast expansion and extracellular matrix (ECM) production [17], complementing our in vitro data. In addition, enrichment of MAPK and IL6/STAT3 signaling pathways, both associated with tumor progression, was observed, further supporting a pro-tumorigenic signaling landscape in NIK-deficient tumors (Fig. S3E and S3F) [18].

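Of 30 tested genes that respond to TGF-β, 11 were higher in KPNiC than in KPC cells, 3 were lower and 16 did not pass the test (11 higher and 4 lower when adjusted over the list alone). Id2, which encodes an inhibitor of helix-loop-helix transcription factors and also responds to BMP, rose from 66.3 ± 3.49 to 153 ± 11.1 CPM (SD, n = 3 each), and Nox4, an NADPH oxidase gene, rose from 1.61 ± 0.521 to 3.93 ± 0.309 CPM. Inhba, which encodes the activin A subunit, fell from 6.53 ± 1.75 to 2.26 ± 0.422 CPM. Of 12 Wnt target genes, 4 were higher and 1 was lower, with the same counts when adjusted over the list alone, and Id2 stands on this list as well. Sox9, a transcription factor gene of pancreatic progenitors and ducts, rose from 4.79 ± 1.32 to 31.3 ± 7.14 CPM, and Rnf43, which encodes a feedback inhibitor of Wnt receptors, rose from 10.8 ± 0.481 to 21.2 ± 2.49 CPM.

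The log2 fold change of Id2, on chromosome 12 of GRCm39 from 25143798 to 25147282, was 1.21 (SE 0.0875, adjusted p = 1.43e-05 from edgeR's quasi-likelihood test). That of Sox9, on chromosome 11 from 112673009 to 112678586, was 2.71 (SE 0.224, adjusted p = 3.11e-05). Inhba had a log2 fold change of -1.52 (SE 0.263, adjusted p = 0.00221). Genes for ligands and receptors went both ways. Of 17 tested genes of Wnt ligands and receptors, 3 were higher and 4 lower (4 and 4 when adjusted over the list alone), with a median log2 fold change of 0.07 and a mean of -0.24. Wnt7b rose from 1.39 ± 0.199 to 5.87 ± 0.953 CPM, and Wnt7a fell from 64.2 ± 6.11 to 29.3 ± 4.59 CPM. Of 11 FGF ligand and receptor genes, 3 were higher and 1 was lower, also when adjusted over the list alone. Fgf13, which encodes a member of the family that stays inside the cell, rose from 0.435 ± 0.176 to 14.1 ± 5.60 CPM, Fgfr4 rose from 17.6 ± 3.22 to 40.5 ± 4.80 CPM, and Fgf18 fell from 6.33 ± 0.813 to 1.32 ± 0.340 CPM. Of 16 genes of FGF feedback inhibitors, 2 were higher and 3 lower (2 and 4 when adjusted over the list alone), with a median log2 fold change of 0.02 and a mean of -0.22. Among them Spry3 fell from 9.25 ± 1.62 to 2.85 ± 0.128 CPM and Spred3 rose from 13.4 ± 1.23 to 30.4 ± 4.42 CPM.

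In the list test the Wnt targets moved up (adjusted p = 0.0155), with adjusted p = 0.225 with an estimated correlation, and their normalized enrichment score of 1.59 did not pass (adjusted p = 0.135). The call of the list test ended without KPC 1 (0.0588), KPC 2 (0.0581), KPNiC 1 (0.0619) or KPNiC 2 (0.0602). The TGF-β response list did not pass (adjusted p = 0.196), nor did the FGF ligands and receptors (adjusted p = 0.349), the FGF feedback inhibitors (adjusted p = 0.732) or the Wnt ligands and receptors (adjusted p = 0.780). The Reactome sets for the TGF-β receptor complex (67 genes, adjusted p = 0.950), Wnt (176 genes, adjusted p = 0.950) and FGFR (108 genes, adjusted p = 0.608) did not pass either.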

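Of 25 tested genes in the Reactome set Signalling to RAS, 7 were higher in KPNiC than in KPC cells, 1 was lower and 17 did not pass the test, with the same counts when adjusted over the list alone. Mapk11 and Mapk12, which encode the p38β and p38γ kinases, rose from 9.39 ± 0.494 to 32.7 ± 3.06 CPM and from 4.14 ± 0.843 to 13.3 ± 2.24 CPM (SD, n = 3 each). Mapkapk3, which encodes a kinase activated by p38, rose from 5.66 ± 0.459 to 29.8 ± 7.55 CPM, and Shc2, which encodes an adaptor upstream of RAS, rose from 2.23 ± 0.946 to 21.8 ± 6.28 CPM. Of 19 genes of ERK output, which are transcribed when ERK is active, 5 were higher and 4 lower, also when adjusted over the list alone. The ephrin receptor gene Epha4 rose from 26.6 ± 4.57 to 103 ± 7.93 CPM, and Ier3, an immediate early gene, rose from 188 ± 1.73 to 276 ± 27.8 CPM.

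The log2 fold change of Mapk11, on chromosome 15 of GRCm39 from 89026688 to 89033896, was 1.80 (SE 0.120, adjusted p = 7.71e-06 from edgeR's quasi-likelihood test). That of Mapkapk3, on chromosome 9 from 107132124 to 107167076, was 2.39 (SE 0.189, adjusted p = 2.28e-05). Kras itself had a log2 fold change of 0.28 (SE 0.161, adjusted p = 0.223), which did not pass, and passed without KPNiC 3 (0.0119). Of 44 tested genes induced by oncogenic KRAS, 15 were higher and 7 lower (15 and 9 when adjusted over the list alone). Cxcl5, a neutrophil chemokine gene, rose from 47.4 ± 7.33 to 181 ± 39.6 CPM, and Ptgs2, which encodes cyclooxygenase-2, fell from 172 ± 22.3 to 52.2 ± 12.0 CPM.

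Of 29 tested genes of the IL6-STAT3 response, 13 were higher, 4 were lower and 12 did not pass (15 and 5 when adjusted over the list alone). Lifr, which encodes the receptor for LIF, rose from 7.49 ± 1.44 to 28.9 ± 2.17 CPM. Stat1, a transcription factor gene of the interferon response, fell from 29.3 ± 0.975 to 7.34 ± 0.804 CPM, a log2 fold change of -1.99 (SE 0.125, adjusted p = 5.82e-06). Stat3 had a log2 fold change of 0.22 (SE 0.117, adjusted p = 0.181), which did not pass, and passed without KPNiC 2 (0.0180). Il6 was counted in too few reads to be tested.

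In the list test Signalling to RAS moved up (adjusted p = 0.0287), with adjusted p = 0.297 with an estimated correlation, and this call ended without KPC 2 (0.0526). Its normalized enrichment score was 1.92. The IL6-STAT3 response moved up (adjusted p = 0.00922), with adjusted p = 0.593 with an estimated correlation, and its normalized enrichment score of 1.40 did not pass (adjusted p = 0.199). The genes induced by KRAS (adjusted p = 0.196), the ERK output (adjusted p = 0.323) and the Reactome set for interleukin-6 signaling (9 genes, adjusted p = 0.608) did not pass. Signalling to ERKs (34 genes, adjusted p = 0.0683) did not pass either, and passed without KPNiC 3 (0.0324) and by its normalized enrichment score of 1.88 (adjusted p = 0.00341). The paper counts the enrichment of these pathways, which it links to tumor progression, as a further observation on the side of pro-tumorigenic signaling in NIK-deficient tumors.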

Taken together, these transcriptomic changes, alongside the increased α-SMA staining and the upregulation of myCAF-associated genes in PSCs, strongly support the emergence of a pro-myCAF tumor microenvironment in the absence of NIK. These findings indicate that NIK loss reshapes tumor-stroma interactions not by altering tumor cell invasiveness, but by promoting paracrine signaling programs that activate and polarize cancer-associated fibroblasts toward a fibrotic, myCAF-enriched state.

### NIK deletion accelerates lesion formation and progression in the KC model

KPNiC mice exhibited a median survival of approximately 10 weeks, which limited the opportunity to analyze intermediate stages of tumorigenesis. To facilitate a more gradual and controlled evaluation of lesion development, we utilized NiC, Pdx1-Cre; KRAS^G12D^ (KC), and Pdx1-Cre; KRAS^G12D^; NIK^fl/fl^ (KNiC) mice as complementary models. In contrast to p53-deficient models, KC mice retain functional p53, resulting in slower progression toward high-grade lesions and invasive PDAC.

To mimic inflammatory conditions associated with human pancreatic disease, 6-week-old mice received intraperitoneal injections of cerulein or saline (control), and pancreata were collected at 8 weeks of age (Fig. S4A). In saline-treated cohorts, WT and NiC mice exhibited histologically normal pancreata (Fig. 3A). In contrast, both KC and KNiC mice developed low-grade lesions, with KNiC pancreata displaying a significantly higher lesion burden relative to KC controls. This was accompanied by a modest, though non-significant, increase in the pancreas-to-body weight ratio in KNiC mice (Fig. S4B). These results suggest that NIK deletion enhances early neoplastic transformation in the presence of oncogenic KRAS.

**Fig. 3:**
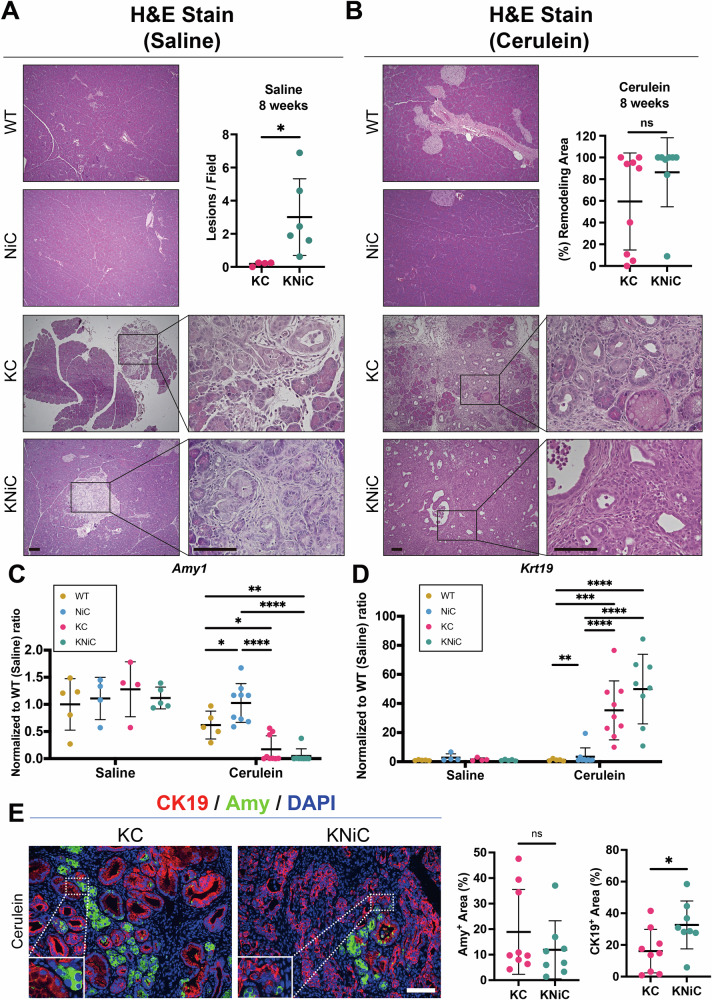
NIK deletion accelerates lesion formation and progression in the KC model. **A** Representative H&E staining of pancreatic tissue from saline-injected WT, NiC, KC, and KNiC mice. Bottom panels show magnified views of boxed regions. Upper Right: Quantification of low-grade PanIN lesions per field. *N* ≥ 4 mice/group. *t* = 8 weeks. Welch’s t test. **B** Representative H&E staining of pancreatic sections from cerulein-injected WT, NiC, KC, and KNiC mice. Bottom panels show magnified views. Upper Right: Quantification of remodeling area (%). *N* ≥ 6 mice/group. *t* = 8 weeks, Mann–Whitney U test. **C** Quantification of ***Amy*** mRNA expression level by qRT-PCR in pancreata from saline- and cerulein-injected mice. Expression was first normalized to the *Rpl13* reference gene and then expressed relative to the WT-saline control. *N* ≥ 4 mice/group. *t* = 8 weeks. Two-way ANOVA with Tukey’s post hoc. **D** Quantification of ***Krt19*** mRNA expression level by qRT-PCR in the same samples as (**C**). Expression was first normalized to the *Rpl13* reference gene and then expressed relative to the WT-saline control. *N* ≥ 4 mice/group. *t* = 8 weeks. Two-way ANOVA with Tukey’s post hoc. **E** Left: Immunofluorescence staining for Amylase and CK19 on pancreata from 8-week-old cerulein-injected KC and KNiC mice. Scale bar: 100 μm. Right: Quantification of the Amy^+^ and CK19^+^ area. *N* ≥ 8 mice/group. *t* = 8 weeks, unpaired Student’s *t* test. Dot plots: Dots represent individual animals. Data are presented as mean ± SD. Scale bars: 100 μm. ns: *p* > 0.05, *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001.

Histological analysis of cerulein-treated mice revealed a similar trend. WT and NiC pancreata remained largely intact, whereas both KC and KNiC mice exhibited extensive tissue remodeling (59.45% for KC vs 86.37% for KNiC, Fig. 3B). Nevertheless, overall remodeling burden did not differ significantly between cohorts, and endocrine function, as primarily indicated by blood glucose levels, remained unchanged (Fig. S4C).

Notably, histopathological grading revealed a shift in lesion severity. KC pancreata were enriched for low-grade PanINs, while KNiC pancreata exhibited a higher proportion of high-grade lesions. Furthermore, invasive carcinoma was identified in 44% of KC mice, compared to 75% in KNiC mice (Fig. S4D). Taken together, these findings indicate that NIK deletion is associated with accelerated lesion formation and a higher prevalence of advanced lesions. While this is consistent with enhanced progression toward malignancy, we cannot exclude that the higher prevalence of advanced lesions is secondary to earlier lesion initiation and accelerated PDAC development. In this scenario, earlier cancer establishment could promote a pro-inflammatory microenvironment, for example through increased cytokine secretion, which may further drive lesion progression.

In support of potential translational relevance, NIK protein expression was analyzed in a human PDAC tissue microarray (*n* = 20) and correlated with overall survival. Higher NIK expression was associated with a trend toward improved survival. While the association did not reach statistical significance, the directionality is consistent with our experimental findings and supports validation in larger independent cohorts (Fig. S4E).

Molecular analyses supported these histological findings. In cerulein-treated mice, KNiC pancreata exhibited elevated expression of *Krt19* (CK19), a ductal marker associated with neoplastic transformation (Fig. 3C). Expression of *Amy*, a marker of acinar differentiation, was reduced following cerulein treatment in both KC and KNiC mice, without a significant difference between the two groups (Fig. 3D). Immunofluorescence staining confirmed these findings at the protein level, demonstrating significantly increased CK19⁺ areas in KNiC pancreata, while Amylase⁺ areas were comparably reduced in both groups (Fig. 3E). This transcriptional shift is consistent with enhanced ductal reprogramming in the absence of NIK. In line with increased tumor burden, KNiC mice also exhibited a significantly elevated pancreas-to-body weight ratio following cerulein treatment (Fig. S4B).

### NIK deletion enhances proliferation and modulates acinar cell survival in the pancreas

The non-canonical NF-κB pathway has been implicated in promoting proliferation across various cell types [19–22]. To determine whether NIK deletion affects proliferative capacity in the pancreas, we analyzed saline-injected WT and NiC pancreata using Ki67 and α-amylase co-staining. Notably, NiC mice exhibited a significant increase in Ki67-positive acinar cells, indicating enhanced proliferation in the absence of NIK (Fig. 4A).

**Fig. 4:**
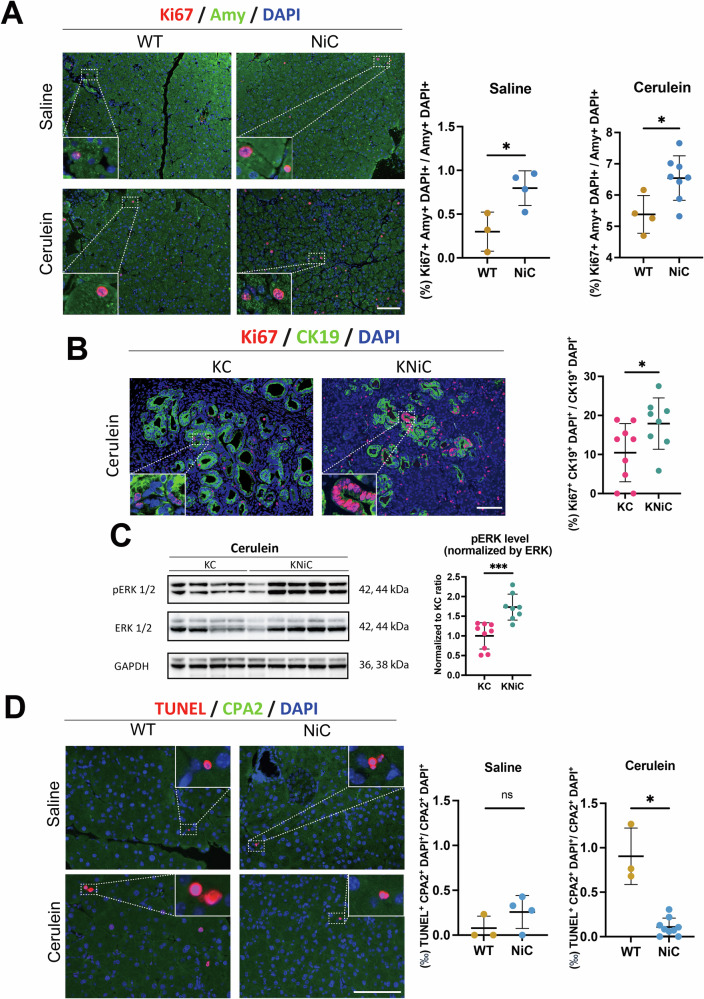
NIK deletion enhances proliferation and modulates acinar cell survival in the pancreas. **A** Left: Representative Ki67 (red) and Amy (green) staining in WT and NiC mice under saline or cerulein conditions. Right: Quantification of the proportion of Ki67⁺ cells among total amylase (Amy)⁺ cells in saline or cerulein groups. *N* ≥ 3 mice/group. *t* = 8 weeks. **B** Left: Immunofluorescence staining of pancreatic sections from cerulein-injected KC and KNiC mice for Ki67 (red), CK19 (green), and DAPI (blue). Right: Quantification of Ki67⁺/CK19⁺/DAPI⁺ cells as a percentage of total CK19⁺/DAPI⁺ cells. *N* ≥ 8 mice/group. *t* = 8 weeks. **C** Left: Western blot analysis of phosphorylated ERK1/2 (pERK1/2) and total ERK1/2 in pancreata from cerulein-injected KC and KNiC mice. GAPDH serves as a loading control. Right: Quantification of pERK normalized to total ERK. *N* ≥ 8 mice/group. *t* = 8 weeks. **D** Left: Representative images of TUNEL (red) and CPA2 (green) co-staining in WT and NiC mice under saline or cerulein treatment. Right: Quantification of the proportion (‰) of TUNEL⁺ cells among total CPA2⁺ acinar cells in saline and cerulein groups. *N* ≥ 3 mice/group. *t* = 8 weeks. Dot plots: Each dot represents an individual animal. Data are presented as mean ± SD. Scale bar: 100 μm. *p < 0.05, ***p < 0.001, unpaired Student’s *t* test.

This proliferative phenotype was sustained following cerulein-induced pancreatitis, likely reflecting a persistent effect of NIK loss and regenerative signals induced by injury (Fig. 4A). Within cerulein-injected KC and KNiC mice, proliferation was specifically elevated within CK19^+^ ductal cells upon NIK deletion (Fig. 4B). This pattern aligns with the histological observations of more advanced PanIN lesions in KNiC mice, given that high-grade PanINs are known to exhibit elevated proliferation relative to low-grade lesions.

Given the central role of the MAPK signaling cascade in PDAC progression and cell proliferation [23], we next evaluated pathway activation by assessing ERK phosphorylation. WB analysis revealed increased levels of phosphorylated ERK in KNiC pancreata compared to KC controls, indicating enhanced MAPK pathway activation in the context of NIK loss and oncogenic KRAS (Fig. 4C).

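Whole pancreata of 8-week-old mice injected with saline at 6 weeks of age gave 3 WT, 3 NiC, 3 KC and 4 KNiC libraries. NiC mice carry the Map3k14 deletion in the pancreatic epithelium without oncogenic KRAS, KC mice carry oncogenic KRAS, and KNiC mice carry both. Counts were made and tested as for the tumor cells, over 15938 listed genes. Total counts per library were 20.1 to 20.9 M in WT, 20.0 to 20.4 M in NiC, 20.3 to 20.7 M in KC and 20.0 to 20.6 M in KNiC. Digestive enzyme genes of the acinar cells took 85.9% ± 1.14 of the counts in KC (SD, n = 3) and 86.7% ± 0.640 in KNiC (SD, n = 4), so all other genes share the rest of the depth.

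Between KNiC and KC pancreata, 11561 genes were tested, of which 13 were higher and 8 lower in KNiC at an adjusted p under 0.05 from edgeR's quasi-likelihood test. DESeq2 called 48 genes, and 1099 genes had an unadjusted p under 0.05. The number called was 8 without KC 2, 9 without KC 3, 11 without KNiC 4 and 52 without KNiC 1. Mt2, a metallothionein gene, rose from 60.8 ± 18.9 CPM in KC to 154 ± 34.3 CPM in KNiC, a log2 fold change of 1.33 (SE 0.196, adjusted p = 0.0199), and this call ended without KC 2 (0.0750). Itih4, which encodes an acute-phase protein, fell from 37.4 ± 8.17 to 16.5 ± 1.48 CPM, a log2 fold change of -1.18 (SE 0.130, adjusted p = 0.00153). Without oncogenic KRAS Itih4 was also lower, in NiC than in WT pancreata (log2 fold change -1.98, adjusted p = 0.00370). Tdh, which encodes threonine dehydrogenase, fell from 8.98 ± 2.09 to 2.49 ± 0.492 CPM, a log2 fold change of -1.85 (SE 0.186, adjusted p = 0.000798). Among the genes named by the rule, Dbp fell most (log2 fold change -3.33, SE 0.482, adjusted p = 0.00747). Arntl rose most (2.01, SE 0.342, adjusted p = 0.0233). Both are genes of the circadian clock, and the time of day at collection is not given. Map3k14 was at 1.63 ± 0.424 CPM in KC and 1.00 ± 0.353 CPM in KNiC, a log2 fold change of -0.69 (SE 0.289, adjusted p = 0.441), and as a count of the whole gene in a mixed tissue it does not measure the deletion.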

To further examine pathway regulation due to NIK loss and oncogenic KRAS, we isolated pancreata from saline-injected KC and KNiC mice and performed bulk RNA-seq. 

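No single gene of the non-canonical NF-κB pathway differed between KNiC and KC pancreata at an adjusted p under 0.05, and 9 of 11 tested genes that the pathway induces had a negative log2 fold change. Of 16 tested components of the pathway none was higher or lower, also when adjusted over the list alone. Ltb, which encodes lymphotoxin β, was at 4.24 ± 2.12 CPM in KC (SD, n = 3) and 2.44 ± 0.562 CPM in KNiC (SD, n = 4). Of 11 tested target genes none passed over all genes, and 1 was lower when adjusted over the list alone. This was Fcer2a, which encodes the B-cell receptor CD23, at 2.94 ± 0.592 CPM in KC and 1.57 ± 0.428 CPM in KNiC. In the target list 2 genes had a positive log2 fold change and the median was -0.36.

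Ltb had a log2 fold change of -0.79 (SE 0.272, adjusted p = 0.330 from edgeR's quasi-likelihood test). Fcer2a lies on chromosome 8 of GRCm39 from 3731737 to 3744183 and had a log2 fold change of -0.91 (SE 0.226, adjusted p = 0.137, and 0.0126 adjusted over the list alone). The homeostatic chemokine genes Ccl21a and Ccl22, which the pathway induces in lymphoid stroma and dendritic cells, had -0.78 (adjusted p = 0.397) and -0.81 (adjusted p = 0.396). Birc2, which encodes the ubiquitin ligase cIAP1 that leads to NIK degradation, had -0.30 (adjusted p = 0.530). The genes of the pathway's transcription factors, Relb with -0.17 (adjusted p = 0.811) and Nfkb2 with 0.02 (adjusted p = 0.968), did not pass. None of 31 tested genes of the 26S proteasome, which processes p100, was called over all genes or over the list alone.

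The target list moved down in the list test (adjusted p = 7.34e-05), with adjusted p = 0.346 with an estimated correlation, and its normalized enrichment score was -1.999 (adjusted p = 0.00102). The component list (adjusted p = 0.511), the proteasome list (adjusted p = 0.295) and the Reactome set for Dectin-1 mediated non-canonical NF-κB signaling (54 genes, adjusted p = 0.177) did not pass, and the last passed without KNiC 4 (0.0491) and with the replicate block (0.0444). The 2 non-canonical sets of the paper were not available here. B-cell markers moved with the target list, and Fcer2a stands on both. Of 15 tested B-cell and plasma-cell genes none was called over all genes and 12 were lower when adjusted over the list alone (list test, adjusted p = 1.25e-17, and adjusted p = 0.134 with an estimated correlation). The target list was also lower in KC than in WT pancreata, which both keep NIK (normalized enrichment score -1.78, adjusted p = 0.0143).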

GSEA revealed depletion of gene sets associated with non-canonical NF-κB pathway in NIK-deficient tissue, fitting our mouse model and hypothesis (Fig. S5A). 

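Of 34 tested genes induced by oncogenic KRAS, 1 was higher in KNiC than in KC pancreata and none was lower, and 3 were higher when adjusted over the list alone. The gene called over all genes was Spp1, which encodes osteopontin, and it rose from 35.1 ± 3.06 CPM in KC (SD, n = 3) to 53.9 ± 7.30 CPM in KNiC (SD, n = 4). Emp1, which encodes an epithelial membrane protein, was at 5.33 ± 0.775 CPM in KC and 9.48 ± 1.85 CPM in KNiC. Epha2, which encodes an ephrin receptor, was at 0.449 ± 0.0321 and 0.960 ± 0.253 CPM. Trib1, which encodes a pseudokinase, was at 5.06 ± 0.855 and 3.47 ± 0.651 CPM. Of 14 tested genes of ERK output none passed over all genes, and Epha2 was higher when adjusted over the list alone.

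Spp1 lies on chromosome 5 of GRCm39 from 104582165 to 104589235 and had a log2 fold change of 0.62 (SE 0.113, adjusted p = 0.0488 from edgeR's quasi-likelihood test). Its call ended without KC 1 (0.116), KC 2 (0.119), KC 3 (0.116), KNiC 2 (0.0687), KNiC 3 (0.0651) or KNiC 4 (0.106). Emp1, on chromosome 6 from 135339543 to 135360171, had 0.83 (SE 0.155, adjusted p = 0.0510), and passed without KNiC 1 (0.0274). Epha2 had 1.09 (SE 0.323, adjusted p = 0.224) and Trib1 had -0.53 (SE 0.166, adjusted p = 0.270). Kras was at 3.23 ± 0.267 CPM in KC and 3.57 ± 0.416 CPM in KNiC, a log2 fold change of 0.14 (SE 0.141, adjusted p = 0.808).

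The list induced by KRAS had a normalized enrichment score of 1.59 (adjusted p = 0.0351), and this call ended without KC 1 (0.0558), KC 2 (0.244), KNiC 2 (0.168), KNiC 3 (0.201) or KNiC 4 (0.0519). In the list test it did not pass (adjusted p = 0.146, and adjusted p = 0.734 with an estimated correlation), and passed without KC 3 (0.0142) or KNiC 1 (0.00431). The ERK output had a normalized enrichment score of 1.57 (adjusted p = 0.0670) and a list test of adjusted p = 0.0679, and the latter passed without KNiC 1 (0.0143) or KNiC 3 (0.0429). Signalling to RAS (24 genes, adjusted p = 0.968) and Signalling to ERKs (33 genes, adjusted p = 0.605) did not pass, and none of their genes was called over all genes or over the list alone. Duct and PanIN genes (normalized enrichment score 2.73) and fibroblast genes (2.64) rose between the same libraries, and Spp1 stands on the duct list as well. Which cells hold the transcripts induced by KRAS was not tested.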

Importantly, we observed significant enrichment of the KRAS-MAPK signaling gene set in KNiC samples (NES = 1.593, FDR = 0.0123; Fig. S5B), further supporting our WB results about augmented MAPK signaling following NIK deletion.

Since cerulein-induced pancreatitis is associated with widespread acinar cell death, we assessed whether NIK influences acinar cell survival. TUNEL staining showed extensive acinar (CPA2⁺) cell loss in cerulein-treated WT pancreata, whereas NiC mice displayed fewer TUNEL-positive acinar cells (Fig. 4D). In contrast, no significant differences in TUNEL-positive cells were observed between cerulein-treated KC and KNiC mice (Fig. S5C).

Cleaved caspase-3 staining revealed only rare positive cells and did not differ between WT/NiC or KC/KNiC groups (Fig. S5D and S5E). The lower frequency of cleaved caspase-3⁺ cells compared to TUNEL positivity is consistent with the transient nature of caspase-dependent apoptosis and the broader detection of DNA fragmentation by TUNEL. Together, these findings indicate that NIK deletion confers partial protection from injury-induced cell death in the non-neoplastic setting, an effect that is not evident in oncogenic KRAS-driven pancreata.

To assess whether NIK deletion influences oncogene-induced senescence (OIS), we evaluated senescence markers in vivo and in vitro. 

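Cdkn1a, which encodes the cell-cycle inhibitor p21, rose from 2.75 ± 0.932 CPM in KC (SD, n = 3) to 6.43 ± 0.662 CPM in KNiC pancreata (SD, n = 4). It was the only 1 of 14 tested genes of senescence and its secretory phenotype to pass over all genes, and 3 were higher when adjusted over the list alone. Igfbp7, Igfbp4 and Igfbp5, which encode secreted binding proteins of insulin-like growth factors, did not pass over all genes. They were at 17.3 ± 1.08, 17.2 ± 2.41 and 12.0 ± 1.21 CPM in KC and at 21.1 ± 1.41, 22.4 ± 3.18 and 14.8 ± 2.76 CPM in KNiC. Of 18 tested p53 targets, only Cdkn1a was higher and none lower, and Perp, which encodes a membrane protein of desmosomes, was the other gene higher when adjusted over the list alone.

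Cdkn1a lies on chromosome 17 of GRCm39 from 29309936 to 29319701 and had a log2 fold change of 1.23 (SE 0.191, adjusted p = 0.0199 from edgeR's quasi-likelihood test). Every KNiC library was above every KC library, and the call ended without KC 2 (0.0622). Igfbp7 had a log2 fold change of 0.29 (SE 0.0934, adjusted p = 0.306). Trp53 was at 3.85 ± 0.00666 CPM in KC and 3.84 ± 0.496 CPM in KNiC (adjusted p = 1.00).

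In the list test the senescence genes moved up (adjusted p = 0.00537), with adjusted p = 0.134 with an estimated correlation, and the p53 targets did not pass (adjusted p = 0.159). With WT in place of KC, a comparison chosen after the data were seen, the senescence list did not pass (adjusted p = 0.123). Fibroblast markers moved up between the same KNiC and KC libraries (adjusted p = 2.27e-21, and adjusted p = 0.134 with an estimated correlation), and which cells hold the senescence transcripts was not tested. The 3 Reactome senescence sets did not pass. The set for DNA damage and telomere stress had a normalized enrichment score of 1.17 (23 genes, list test adjusted p = 0.844), with a median log2 fold change of -0.01 and a mean of 0.03. The set for the senescence-associated secretory phenotype had 1.00 (38 genes, list test adjusted p = 0.891), and the set for senescence-associated heterochromatin foci had 0.671 (6 genes, list test adjusted p = 0.960). These last 2 scores changed sign without passing, to -0.560 and -0.889 by Signal2Noise on TPM, to -0.826 for the secretory phenotype without KC 1, and to -0.646 and -0.422 for the heterochromatin foci without KNiC 1 and without KNiC 2. Among the genes of the 3 sets Cdkn1a was the only one called.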

X-Gal staining and RNA-seq-based GSEA analysis revealed no significant differences between KC and KNiC pancreata (Fig. S6A, S6B). While qPCR showed minor variations in selected transcripts, these are likely attributable to stromal or inflammatory components (Fig. S6C).

Similarly, analysis of KPC and KPNiC tumor cells under untreated conditions and following etoposide treatment showed comparable senescence induction in both groups (Fig. S6D). qPCR analysis of senescence-associated markers in untreated tumor cells likewise revealed no significant differences between genotypes (Fig. S6E). Collectively, these findings indicate that NIK deletion does not significantly alter senescence in pre-neoplastic or tumor settings.

### NIK deletion enhances stromal remodeling and immune cell infiltration in KRAS-driven PanINs

Our findings so far indicate that NIK deletion, in the context of oncogenic KRAS, accelerates low-grade PanINs formation. Building on our earlier observation of pronounced stromal remodeling in KPNiC cancer, we asked whether a similar response already accompanies these earliest lesions. Accordingly, we performed Azan Trichrome and α-SMA staining on pancreata of saline-injected mice. KNiC mice exhibited more intense collagen deposition and a larger α-SMA-positive area relative to KC controls, suggesting that even early-stage PanIN formation is supported by an enhanced fibrotic response in the absence of NIK (Figs. 5A, B and S7A). 

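Of 24 tested collagen genes, 22 had a positive log2 fold change between KNiC and KC pancreata, none passed the test over all genes, and 12 were higher when adjusted over the list alone. Col1a1 and Col1a2, which encode the chains of type I collagen, were at 22.3 ± 3.99 and 27.8 ± 4.59 CPM in KC (SD, n = 3) and at 40.9 ± 8.80 and 47.8 ± 9.84 CPM in KNiC (SD, n = 4). Of 22 tested genes of collagen processing, 1 was higher and none lower, and 6 were higher when adjusted over the list alone. This was Adamts2, which encodes a procollagen N-proteinase and rose from 1.96 ± 0.295 to 4.22 ± 0.946 CPM. Of 16 genes of collagen degradation none passed over all genes and 2 were higher when adjusted over the list alone, and Mmp2, a gelatinase gene, was at 5.61 ± 0.198 CPM in KC and 8.63 ± 1.12 CPM in KNiC.

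Col1a1, on chromosome 11 of GRCm39 from 94827050 to 94843868, had a log2 fold change of 0.87 (SE 0.163, adjusted p = 0.0539 from edgeR's quasi-likelihood test, and 8.19e-05 from DESeq2). Col1a2, on chromosome 6 from 4504814 to 4541555, had 0.78 (SE 0.155, adjusted p = 0.0667). Both passed without KNiC 1, with adjusted p = 0.00836 and 0.00946. Col3a1 had 0.61 (SE 0.143, adjusted p = 0.117), and the fibronectin gene Fn1 had 0.75 (SE 0.162, adjusted p = 0.0891), and both passed without KNiC 1 (0.0306 and 0.00836). Adamts2 had 1.11 (SE 0.194, adjusted p = 0.0342), and its call ended without KC 1 (0.0795), KC 2 (0.119), KC 3 (0.0592), KNiC 2 (0.0583) or KNiC 4 (0.0874). Mmp2 had 0.62 (SE 0.122, adjusted p = 0.0590), which passed without KNiC 1 (0.0321). Acta2, which encodes α-SMA, had 0.35 (SE 0.110, adjusted p = 0.275), and Vim had 0.05 (SE 0.107, adjusted p = 0.926).

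Of 22 tested fibroblast genes, Fbln2 was higher over all genes and 16 were when adjusted over the list alone, and of 29 genes of ducts and PanIN lesions, Spp1 was higher over all genes and 12 were when adjusted over the list alone. Fbln2, which encodes the matrix protein fibulin-2, rose from 8.24 ± 0.370 to 13.4 ± 2.05 CPM (log2 fold change 0.70, SE 0.120, adjusted p = 0.0342). Its call ended without KC 1 (0.0634), KC 2 (0.121), KC 3 (0.152), KNiC 2 (0.0512) or KNiC 4 (0.0655). Of 21 myCAF genes none was called over all genes, and 7 were higher when adjusted over the list alone.

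In the list test the collagen genes (adjusted p = 4.54e-16), collagen processing (adjusted p = 8.90e-09), fibroblast (adjusted p = 2.27e-21), duct and PanIN (adjusted p = 1.81e-15) and myCAF lists (adjusted p = 1.35e-10) moved up, each with adjusted p = 0.134 with an estimated correlation. The collagen degradation list moved up as well (adjusted p = 0.00107), with adjusted p = 0.154 with an estimated correlation. The pancreata were uneven, since the collagen score was -0.08 in KNiC 1 and 0.24 to 0.42 in the other KNiC libraries, with -0.29 to -0.09 in KC.

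**Figure D2:**
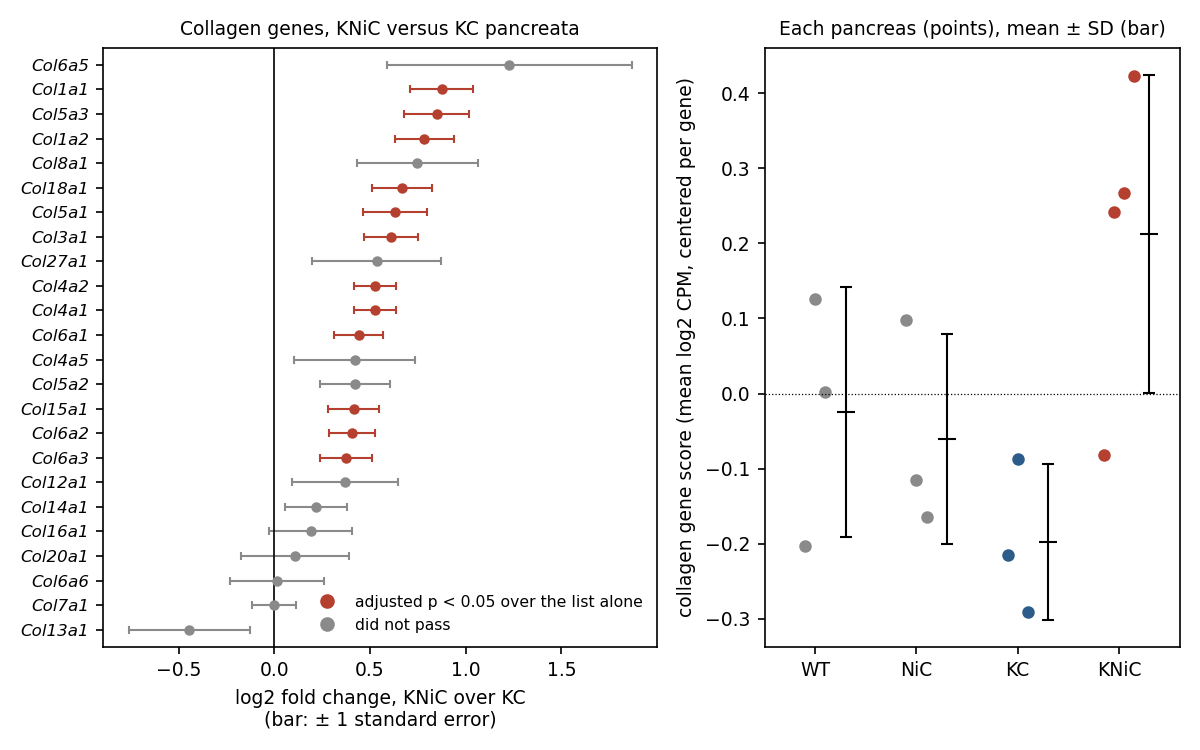
Left, log2 fold change between KNiC (n = 4) and KC (n = 3) pancreata (horizontal axis) of the 24 tested collagen genes (vertical axis), with bars of 1 standard error from edgeR and the 12 genes that passed when adjusted over the list alone in red. Right, collagen gene list score in each WT, NiC, KC and KNiC pancreas (vertical axis, mean log2 level relative to all pancreata), with the mean and SD of each group, in which KNiC 1 sits below the other KNiC libraries.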

GSEA revealed that both collagen synthesis and degradation programs were up-regulated, suggesting that enhanced ECM remodeling activity may contribute to the fibrotic phenotype (Fig. S7B).

**Fig. 5:**
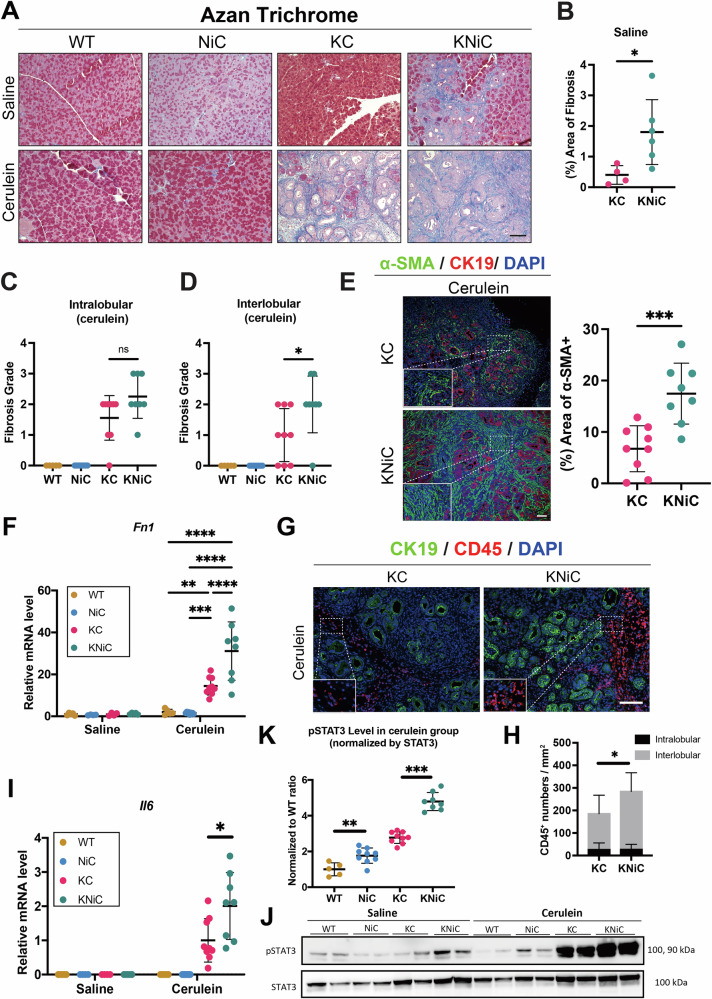
NIK deletion enhances stromal remodeling and immune cell infiltration in KRAS-driven PanINs. **A** Representative Azan Trichrome staining of WT, NiC, KC and KNiC mice treated with saline/cerulein (8 weeks). **B** Azan-positive area (%) in saline KC versus KNiC. *N* ≥ 4 mice/group. *t* = 8 weeks. Fibrosis grade in (**C**) intralobular and (**D**) interlobular regions in cerulein-treated WT, NiC, KC, and KNiC. *N* ≥ 5 mice/group. *t* = 8 weeks. Mann-Whitney U test. **E** Left: IF staining for CK19 (red)/α-SMA (green)/DAPI (blue) of cerulein-treated KC and KNiC. Right: Quantification of α-SMA-positive area (%). *N* ≥ 8 mice/group. *t* = 8 weeks. **F** mRNA expression level of ***Fn1*** in pancreata from WT, NiC, KC, and KNiC mice with saline or cerulein treatment, normalized to WT-saline. *N* ≥ 4 mice/group. *t* = 8 weeks. Two-way ANOVA with Tukey’s post hoc. **G** IF staining for CK19 (green)/CD45 (red)/DAPI (blue) of cerulein-treated KC and KNiC. **H** CD45⁺ immune cell density (cells/mm²) in intralobular and interlobular regions; only the interlobular compartment is elevated in KNiC. *N* ≥ 7 mice/group. *t* = 8 weeks. **I** mRNA expression level of ***Il6*** in pancreata from WT, NiC, KC, and KNiC mice treated with saline or cerulein. Data normalized to cerulein-treated KC group. *N* ≥ 4 mice/group. *t* = 8 weeks. Unpaired Student’s t test (KC cerulein vs KNiC cerulein). **J** Western blot analysis for phosphorylated STAT3 (pSTAT3) and total STAT3 proteins in representative pancreata from WT, NiC, KC, and KNiC saline or cerulein group. **K** Quantification of pSTAT3/STAT3 ratio, presented as ratio relative to WT cerulein group. *N* ≥ 5 mice/group. *t* = 8 weeks. Unpaired Student’s *t* test between groups (WT vs NiC, KC vs KNiC). Dot plots: Each dot represents an individual animal. Data are presented as mean ± SD. Gene expression level was first normalized to the *Rpl13* reference gene. Unpaired Student’s *t* test unless noted. n.s.: *p* > 0.05; *p < 0.05; **p < 0.01; ***p < 0.001; ****p < 0.0001. Scale bar: 100 μm.

To further characterize this effect under conditions of cerulein-induced inflammation, we quantified collagen deposition in cerulein-injected KC and KNiC mice. Fibrosis was stratified into two distinct compartments: interlobular fibrosis (between acinar lobes/lesions areas) and intralobular fibrosis (within acinar lobes/lesion areas). While intralobular fibrosis did not differ significantly between groups, interlobular fibrosis was markedly elevated in KNiC mice, suggesting enhanced activation of pancreatic stromal cells in the interlobular region (Fig. 5A, C, D).

To determine whether this fibrotic expansion was associated with activation of pancreatic stellate cells (PSCs) and CAFs, we assessed transcriptional levels of *Fn1* and protein expression of α-SMA, a marker of myCAFs, as well as Vimentin, a mesenchymal stromal marker (Figs. 5E, F, S7C) [24, 25]. Consistent with our findings in the p53-deficient cohort, NIK deletion led to a significant upregulation of *Fn1*, α-SMA and Vimentin, indicating increased stromal cell activation in the tumor microenvironment.

The spatial expansion of activated PSCs/CAFs can impede immune cell infiltration. Therefore, we next investigated immune cell density. Quantification of CD45^+^ cells revealed a higher total number of infiltrating immune cells in KNiC mice compared to KC controls (Figs. 5G, H and S7D). Spatial analysis of immune cell localization showed a significant increase in CD45^+^ cells in the interlobular region, while the intralobular compartment remained unchanged. These findings suggest that, despite enhanced immune infiltration overall, only a subset of immune cells successfully penetrates the lesion core in KNiC mice.

To explore chemoattracting mechanism driving increased immune infiltration, we examined the IL6–STAT3 signaling axis, which lies downstream of canonical NF-κB and has been associated with immunomodulation in pancreatic cancer [26, 27]. In KNiC pancreata, we observed elevated *Il6* mRNA transcription and increased STAT3 activation compared to KC controls, indicating that NIK deletion indirectly activates the IL6–STAT3 pathway (Fig. 5I, J and K). This observation mirrors the pathway activation seen in the p53-deficient background (Fig. S3F).

Finally, we profiled specific immune cell subtypes to determine whether NIK deletion selectively affects immune composition. Immunohistochemical analysis revealed a significant increase in Ly6G-positive neutrophils in KNiC mice compared to KC controls, while no statistically significant differences were observed in B cells (B220^+^), T cells (CD3^+^), or macrophages (F4/80^+^) (Fig. S7E). These findings suggest that NIK deletion specifically enhances neutrophil infiltration, which may contribute to the remodeling of the tumor microenvironment observed in KNiC mice.

## Discussion

The NF-κB signaling pathway is a key regulator of inflammation, fibrosis, and immune responses in pancreatic cancer [28]. While the canonical pathway, regulated via RelA/p65, has been extensively investigated in PDAC progression, the role of the non-canonical NF-κB pathway remains less well understood. Studies have suggested tumor-promoting functions for this pathway; for example, loss of NFKB2 delayed PanIN development and reduced early tumor formation [29], and pancreas-specific deletion of *Relb* suppressed tumor formation in the KC model [30]. Consistent with a tumor-promoting role in certain contexts, NIK has been shown to drive melanoma growth and invasion, supporting a pro-tumorigenic function of non-canonical NF-κB signaling [31]. However, the role of NIK appears to be highly context- and tissue-dependent. In lung cancer, NIK was reported to have no significant impact on tumor progression [32], indicating cancer-type-specific differences. Finally, a tumor-suppressive role for this pathway has been reported in other malignancies including colorectal cancer and AML, where disruption of NIK–RelB signaling impairs differentiation and accelerates tumorigenesis [33, 34].

In our study, we show that deletion of NIK, a central kinase of the non-canonical NF-κB pathway, accelerates PDAC progression and reduces survival, thereby indicating a tumor-suppressive function for NIK in KRAS-driven pancreatic cancer. This finding challenges the prevailing assumption that NF-κB signaling promotes pancreatic tumorigenesis and identifies NIK as a regulator of early disease progression and tumor–stroma dynamics.

Publicly available patient datasets suggest that *MAP3K14* expression levels may carry prognostic value in PDAC, with lower expression linked to worse outcomes. To explore this in vivo, we deleted *Map3k14* in the pancreas of KPC mice (named KPNiC mice), which resulted in significantly shorter survival despite similar tumor grade and metastasis development compared to KPC. However, given the significantly earlier mortality of KPNiC mice, it remains possible that macro-metastatic spread and ascites were not observed because there was insufficient time for these later-stage phenotypes to manifest. These findings suggest that NIK loss drives early tumor progression without necessarily altering the final histological state at endpoint, a concept supported by the increased tumor burden observed at 8 weeks.

NIK deletion significantly altered the tumor microenvironment. Conditioned media from KPNiC tumor cells induced myofibroblast-associated gene expression in pancreatic stellate cells, and α-SMA staining was elevated in vivo, indicating a shift toward a myCAF-enriched stroma. Although total fibrosis was not markedly different, RNA sequencing of tumor cells revealed activation of canonical NF-κB signaling and enrichment of TGF-β, Wnt, and FGF pathway signatures, all associated with fibroblast activation. In mice lacking NIK, nuclear RelB was markedly reduced, and GSEA confirmed the down-regulation of the non-canonical NF-κB program. With fewer RelB molecules occupying κB sites, RelA:p50 meets less competition, clearing the way for an amplified canonical NF-κB response [12, 35]. Therefore, our data suggest that disruption of non-canonical NF-κB signaling contributes to a fibrotic tumor microenvironment, potentially through activation of canonical NF-κB–associated signaling.

Our results also indicate that NIK deletion affected early neoplastic transformation. In the oncogenic-KRAS p53-proficient model, KNiC mice developed more lesions and progressed faster to high-grade PanINs and invasive cancer, especially following cerulein-induced pancreatitis. These findings indicate that NIK loss accelerates both lesion formation and overall PDAC progression in the context of oncogenic KRAS. Associated molecular changes included elevated ERK activation, increased CK19-positive ductal proliferation, and reduced acinar cell numbers. Ki67 staining further revealed increased proliferative activity in the acinar compartment of KNiC mice compared to KC controls. Prior work has also shown that NIK suppresses epithelial turnover in the liver [20] and hematopoietic stem cell proliferation [21]. Notably, we also observed that NIK loss protected acinar cells from cerulein-induced cell death, suggesting that in the absence of NIK, surviving acinar cells may serve as a larger reservoir for ADM and PanIN initiation. This protective effect was no longer detectable once PanINs had formed, suggesting that it is specific to early-stage injury responses and not maintained during later neoplastic transformation.

NIK deletion also affected the immune landscape and contributed to changes in the tumor microenvironment in KNiC mice. Although overall fibrosis was comparable between genotypes, collagen deposition was significantly elevated in the interlobular regions of KNiC pancreata. These fibrotic areas were also enriched for CD45-positive immune cells, suggesting a spatial coupling of stromal remodeling and immune infiltration. Increased *Il6* transcription and elevated STAT3 activation in KNiC mice point to enhanced activity of the IL6–STAT3 signaling cascade, which is frequently associated with tumor-promoting inflammation and immune exclusion in PDAC [18]. These findings support the idea that NIK deletion promotes enhanced pro-inflammatory signaling via IL6 production.

In summary, our data reveal that NIK plays a tumor-suppressive role in KRAS-driven pancreatic cancer by restraining early lesion formation and modulating the fibrotic and immune microenvironment. In the absence of NIK, canonical NF-κB signaling is upregulated, leading to enhanced IL6–STAT3 activation, neutrophil recruitment, fibroblast polarization, and acinar cell survival, all of which contribute to a tumor-permissive niche. These observations are consistent with evidence that components of the NF-κB pathway, including NEMO [36] and RelA [37], can function in dual roles depending on disease stage and cellular context.

Conclusively, our findings indicate that NIK primarily regulates early tumor initiation and progression rather than late-stage disease behavior, as NIK deletion accelerated lesion formation and reduced survival without significantly affecting invasion or metastasis. These observations position MAP3K14 expression level as a potential prognostic marker in early PDAC and support further validation in larger independent patient cohorts.

## Methods

### Mice

*Pdx1-Cre* mice [38] were crossed with mice carrying a single *LSL-Kras*^*G12D*^ allele [39] and/or floxed *Map3k14* (NIK) alleles [11] to generate the experimental cohorts. Both sexes were used for the study. At 6 weeks, mice received intraperitoneal cerulein (50 μg/kg in 0.9% NaCl, Bachem #4030451, Bubendorf, Switzerland) following the schedule described by Tsesmelis et al. [36]. Control mice received 0.9% NaCl (Fresenius Kabi #PZN06605514, Bad Homburg, Germany) solution. Mice were analyzed at 8 weeks of age.

For the p53-deficient PDAC model, *Pdx1-Cre* transgenic mice were bred with mice harboring one *LSL-Kras*^*G12D*^ allele, *p53-LoxP* alleles [40] and/or floxed *Map3k14* alleles to obtain experimental mice, which were analyzed at 8 weeks or upon reaching humane endpoint (HEP) criteria identical to those described in our previous study [36]. Littermates lacking Cre expression served as wild-type (WT) controls. All mice were C57BL/6 background under standard housing conditions at the animal facility of the University of Ulm.

### Tissue processing and histology

Blood, pancreata, livers and lungs were collected. Organs were snap-frozen or fixed in 4% PFA. Pancreas-to-body weight ratio was recorded. Formalin-fixed paraffin-embedded (FFPE) sections (3 μm) were stained with hematoxylin and eosin (H&E), Azan Trichrome, and Sirius Red using established protocols [36]. For remodeling-area quantification, whole H&E sections were imaged and analyzed. For Azan Trichrome and Sirius Red staining, ≥5 randomly selected non-overlapping fields per sample were analyzed (Supplementary Table S1).

### Histopathological grading of pancreatic lesions

The remodeling area was defined as the region containing inflammation, fibrosis, precancerous and cancerous lesions based on H&E-stained sections. Histopathological evaluation was performed by a board-certified veterinary pathologist and her team (Dr. Katja Steiger and Thomas Metzler, Technical University of Munich). Precancerous lesions were classified, following the grading system of Basturk et al., as low-grade mouse PanIN (mPanIN-1/2) and high-grade mPanIN (mPanIN-3). ADM—duct-like structures composed of cuboidal to low-columnar, non-mucinous epithelial cells that replace acinar clusters—was analysed together with the other low-grade lesions. mPanIN-1 exhibited flat (1A) or papillary (1B) epithelial cells with supranuclear mucin and minimal atypia. mPanIN-2 showed nuclear stratification, crowding, partial loss of polarity, and mild to moderate atypia. mPanIN-3 displayed complex glandular structures with marked atypia, loss of polarity, frequent mitotic figures, and features consistent with carcinoma in situ. Additionally, atypical flat lesions (AFLs)—flat epithelium with pronounced nuclear atypia and fibrotic stroma—were identified as alternative high-risk precursors [41, 42].

For mice with invasive PDAC, tumors were graded based on the Consensus Report on Pathology of Genetically Engineered Mouse Models of Pancreatic Exocrine Cancer [43]: well-differentiated (G1) tumors form well-defined glands lined by cuboidal-to-columnar cells with basally oriented, uniform nuclei, minimal pleomorphism and rare, non-atypical mitoses; moderately differentiated (G2) tumors have a disorganized architecture with less distinct glands, larger irregular nucleoli, greater nuclear pleomorphism and more—occasionally atypical—mitoses; poorly differentiated (G3) tumors show small ill-defined glands, infiltrating single cells or solid sheets with scant mucin, pronounced pleomorphism, large irregular nucleoli and frequent atypical mitoses. All slides were coded and scored blind to genotype and treatment.

### Immunofluorescence (IF) and Immunohistochemistry (IHC)

FFPE sections were deparaffinized, subjected to antigen retrieval in citrate buffer (100 °C, 10 min), and blocked with 5% BSA containing Fc and Fab blockers for 2 h at room temperature. Sections were incubated with primary antibodies overnight at 4 °C. After PBS washes, fluorescent secondary antibodies and DAPI were applied for 1 h at room temperature, followed by mounting. A list of antibodies is presented in Supplementary Table S2. For IHC, antigen retrieval was followed by quenching of endogenous peroxidase activity with 3% hydrogen peroxide. Sections were then blocked, incubated with primary antibodies, followed by biotinylated secondary antibodies and streptavidin. Signal detection was performed using AEC^+^ chromogen. Apoptotic cells were detected using In Situ Cell Death Detection Kit (Roche #11684795910, Basel, Switzerland), and subsequently co-stained for CK19 and CPA2.

### Definition of interlobular and intralobular areas in the pancreas

Intralobular and interlobular stromal regions were manually defined based on histological architecture (Fig. S5C). The intralobular region lies within pancreatic lobules and contains primarily acinar cells, intercalated ducts, and limited stroma, where PanIN lesions are typically located. In contrast, the interlobular region is situated between lobules and comprises broader fibrotic areas with interlobular ducts, blood vessels, and nerve fibers. Intercalated ducts are lined by cuboidal epithelium, while interlobular ducts are lined by columnar epithelium and connect to the main pancreatic duct [36, 44]. Azan Trichrome staining was used to distinguish these regions, and structural features were validated using CK19 (ductal marker) and α-SMA (fibroblast marker).

### RNAscope in situ hybridization

RNAscope™ v2 (ACD Bio # 323110, Newark, USA) was performed on FFPE sections using a probe targeting *Map3k14* mRNA (ACD #1557721-C1). Slides underwent pretreatment, hybridization, amplification, and fluorescent detection following the manufacturer’s protocol. TSA Vivid 570 (1:1500) visualization was followed by DAPI counterstaining.

### Western Blot and qRT-PCR

Protein was extracted from snap-frozen tissue using SDS-based lysis buffer. Lysates were sonicated (40% amplitude; 3 × 7 s on/7 s off), resolved by SDS-PAGE, transferred (wet or semi-dry), and antibody detection was performed using enhanced chemiluminescence (ChemiDoc MP Imaging System, Bio-Rad, Hercules, USA). The list of antibodies used is provided in Supplementary Table S2. Total RNA was extracted from cells or tissues using RNeasy Mini Kit (Qiagen #74104, Düsseldorf, Germany), and cDNA was synthesized using Roche Transcriptor Kit (#5081955001). qRT-PCR was performed with SYBR Green detection on a LightCycler 480 II (Roche #05015278001). Relative expression was calculated according to *Rpl13*. The list of primers is provided in Supplementary Table S3.

### Fibroblast with conditioned media culture and transwell migration assay

Primary pancreatic cancer cells and pancreatic stellate cells (PSCs) were isolated following previously established protocols—cancer cells isolation according to Tsesmelis et al. [36] and PSCs isolation according to Chan et al. [45]. KPC and KPNiC cells were cultured 24 h in 10% FBS DMEM (Gibco #41965062, Grand Island, USA) until approximately 40% confluence, after which the supernatant was collected and passed through a 0.20 µm filter to yield conditioned media (CM). Fibroblasts were seeded at 500 cells/well in 24-well plates and cultured in CM diluted 2 : 3 with fresh 10% FBS DMEM. Every 24 h up to 96 h, wells were methanol-fixed, crystal-violet-stained, imaged, and the cell-covered area was quantified in ImageJ. For gene-expression analysis, fibroblasts were plated at 3 × 10⁵ cells/well in 6-well plates, grown overnight in DMEM, then treated with CM for 24 h before RNA extraction and qRT-PCR (primer sequences Table S3). Migration assays were performed by seeding 1 × 10⁵ KPC or KPNiC cells in 200 µL serum-free DMEM into 8 µm-pore Transwell inserts (Corning, #353097, Arizona, USA) and allowing migration toward 10% FBS DMEM (800 µL) for 24 h; membranes were crystal-violet-stained and the entire insert area imaged for quantification.

### Nuclear and cytoplasmic protein extraction

Primary cancer cells were harvested by trypsinization, washed with PBS, and centrifuged to obtain a dry cell pellet. Cytoplasmic and nuclear proteins were extracted using the NE-PER™ Nuclear and Cytoplasmic Extraction Reagents kit (ThermoFisher, #78835) according to the manufacturer’s instructions.

### X-Gal staining

Cryopreserved tissues, CM-treated fibroblasts, and isolated primary cancer cells were processed for X-Gal staining using the Senescence β-Galactosidase Staining Kit (Cell Signaling Technology, #9860S) according to the manufacturer΄s instructions. For fibroblast experiments, 5 × 10⁴ cells were seeded in 24-well plates and cultured overnight in DMEM. Cells were then treated with CM for 24 h prior to X-Gal staining. For induction of DNA damage in primary cancer cells, 3 × 10⁴ cells were seeded in 24-well plates. After 72 h, cells were treated with etoposide (MERCK, #E1383) at a final concentration of 500 nM for 4 h, following the protocol described by Tsesmelis et al [36].

### RNA sequencing and analysis

Total RNA was extracted from isolated pancreatic cancer cells (KPC, KPNiC, *n* = 3/group) and whole pancreatic tissues (saline-treated KC, KNiC, *n* ≥ 3/group) using the RNeasy Mini Kit. Poly-A, strand-specific libraries were sequenced on a DNBSEQ-G400 (paired-end 150 bp), yielding 23–25 million raw read pairs per sample; 92–96% were retained after filtering (Q20 > 95%, Q30 ≈ 88%). Low-quality reads and adapters were removed with SOAPnuke v2.3. Clean reads were aligned to the mouse reference genome GRCm39 (GCF_000001635.27) using HISAT2 v2.0.4, and gene-level counts were obtained with the RSEM module of the Dr. Tom™ pipeline. Differential expression was assessed in DESeq2 (adjusted *P* ≤ 0.05, |log₂FC | > 1). Gene set enrichment analysis (GSEA) was performed with GSEA software v4.4.0. Enrichment map was built using the CytoSCAPE software. Raw FASTQ files and normalized count matrices have been deposited in GEO under accession GSE301904.

### Human survival analysis from public datasets

Kaplan–Meier survival curves for *MAP3K14* expression in pancreatic adenocarcinoma (PAAD) were generated using GEPIA (http://gepia.cancer-pku.cn/), based on The Cancer Genome Atlas (TCGA) and Genotype-Tissue Expression (GTEx) data [46]. Patients were stratified into high- and low-expression groups based on the quartile cutoff, with the upper 25% classified as the high-expression group and the lower 25% as the low-expression group (cutoff-high = 75%, cutoff-low = 25%). Statistical significance was assessed using the log-rank test.

### Human tissue microarray and survival analysis

A human pancreatic adenocarcinoma tissue microarray (BioCat, #PA601) was stained using anti-NIK antibody and anti-CK7 antibody by IF. NIK protein expression in CK7+ lesions was determined. For consistency of paired analysis, 20 patients with ductal adenocarcinoma and matched cancer-adjacent tissues were included. NIK fluorescence intensity was quantified separately in cancer-adjacent and tumor core regions. The mean fluorescence intensity (MFI) of the cancer-adjacent areas was calculated and used as the cut-off value. Tumor core samples with MFI below this mean were classified as NIK-low, whereas those above were classified as NIK-high. Patients were stratified into high and low NIK groups according to tumor core MFI. Kaplan-Meier survival curves were generated based on lifespan data. Statistical significance was assessed using the log-rank test and the Gehan-Breslow-Wilcoxon test.

### Statistics

For the KC and KNiC cohorts, sample size estimation was based on expected effect sizes derived from preliminary observations and comparable studies. For saline-treated groups, an effect size of 0.83 (α = 0.025, power = 0.8) resulted in a target sample size of *n* = 5 animals per group, whereas an effect size of 0.49 yielded *n* = 12 animals per group for cerulein-treated groups. For the KPC and KPNiC cohorts, using the same α and power parameters, effect sizes of 0.563 and 0.508 resulted in target sample sizes of *n* = 10 animals per group (8-week cohort) and n = 12 animals per group (HEP cohort), respectively. The exact numbers of animals used was determined by genotype availability and the downstream experimental application. Blinding was not applicable during animal allocation, as all animals with the desired genotypes were included after genotyping. However, stratified randomization was applied to maintain comparable sex distribution across experimental groups. No inclusion or exclusion criteria were applied, and no animals were excluded. For comparisons between two groups with equal variance and normally distributed data, the unpaired Student’s t-test was used. When variance was unequal, Welch’s t-test was applied. For non-normally distributed data, the Mann–Whitney U test was used. For comparisons involving more than two groups and one independent variable, one-way ANOVA followed by Bonferroni’s post hoc test was used if variances were homogeneous. If variances were unequal, Welch’s ANOVA was applied. For experiments involving two independent variables, two-way ANOVA followed by Tukey’s post hoc test was used. Categorical data were analyzed using the Chi-square test. For the quantification of nuclear RelB⁺ cells, a Monte Carlo resampling approach was applied to account for field-level variability. For each WT mouse, 1000 random resampling iterations were performed to generate a null distribution of nuclear RelB counts across analyzed fields. Nuclear RelB counts from each NIK-deficient mouse were then compared against the corresponding WT-derived distributions to assess statistical significance. Survival curves were generated using the Kaplan–Meier method and compared using the log-rank test. Data are mean ± SD unless stated. All tests were two-tailed. Statistical significance was defined as follows: ns: *p* > 0.05, *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001.

## Supplementary information

Supplementary Information

uncropped gels and blots

## Data Availability

The RNA-seq data supporting the findings of this study have been deposited in the GEO repository under accession number GSE301904 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE301904). The dataset includes both raw FASTQ files and processed read counts/TPM tables. Data will be made public upon manuscript publication or upon request. All other relevant data are available from the corresponding author upon reasonable request.

# Supplementary material for: NF-κB inducing kinase (NIK) deletion accelerates KRAS-driven pancreatic cancer in association with tumor microenvironment remodeling
**Source:** Cell Death Dis. 2026 May 27;17(1):513. doi: 10.1038/s41419-026-08877-w
**Supplement:** Supplementary file 1 — Supplementary Information

SUPPLEMENTARY INFORMATION

NF-κB inducing kinase (NIK) deletion accelerates KRAS-driven pancreatic cancer in association with tumor microenvironment remodeling

Running title: NF-κB inducing kinase deletion in pancreatic cancer

Ziwei Du ¹, Ulrike F.G. Büttner ¹, Hannah Lea Wirth ¹, Melanie Gerstenlauer ¹, Uta Manfras ¹, Rikarda Loidl ¹, Doğa Bahçeci ¹, Katja Steiger ^{2,3}, Thomas Metzler ^{2,3}, Lap Kwan Chan ⁴, Miltiadis Tsesmelis ^{5 #, *}, Thomas Wirth ^{1, #, *}

Authors share senior authorship

This PDF file includes:

Figures S1 to S7

Tables S1 to S3

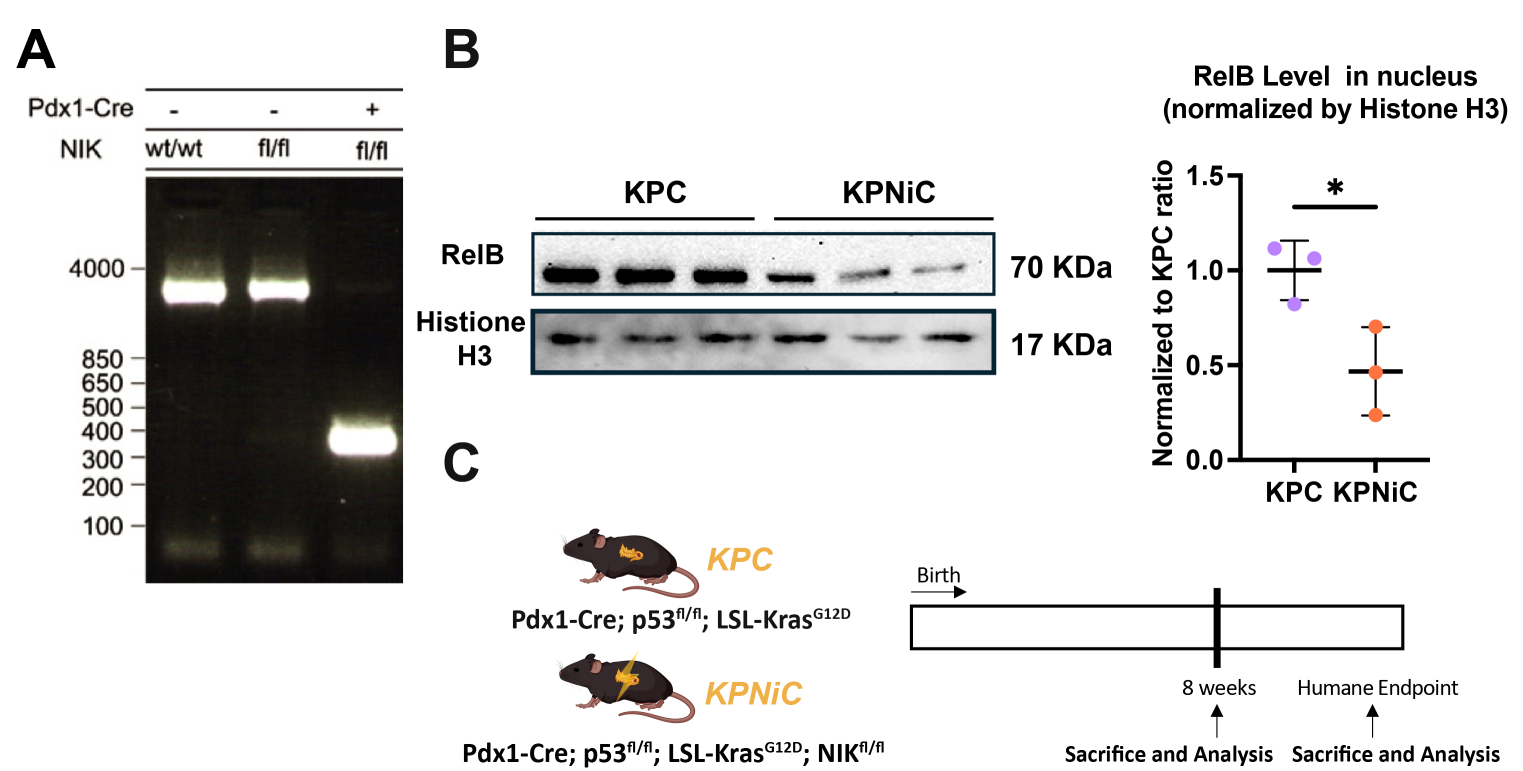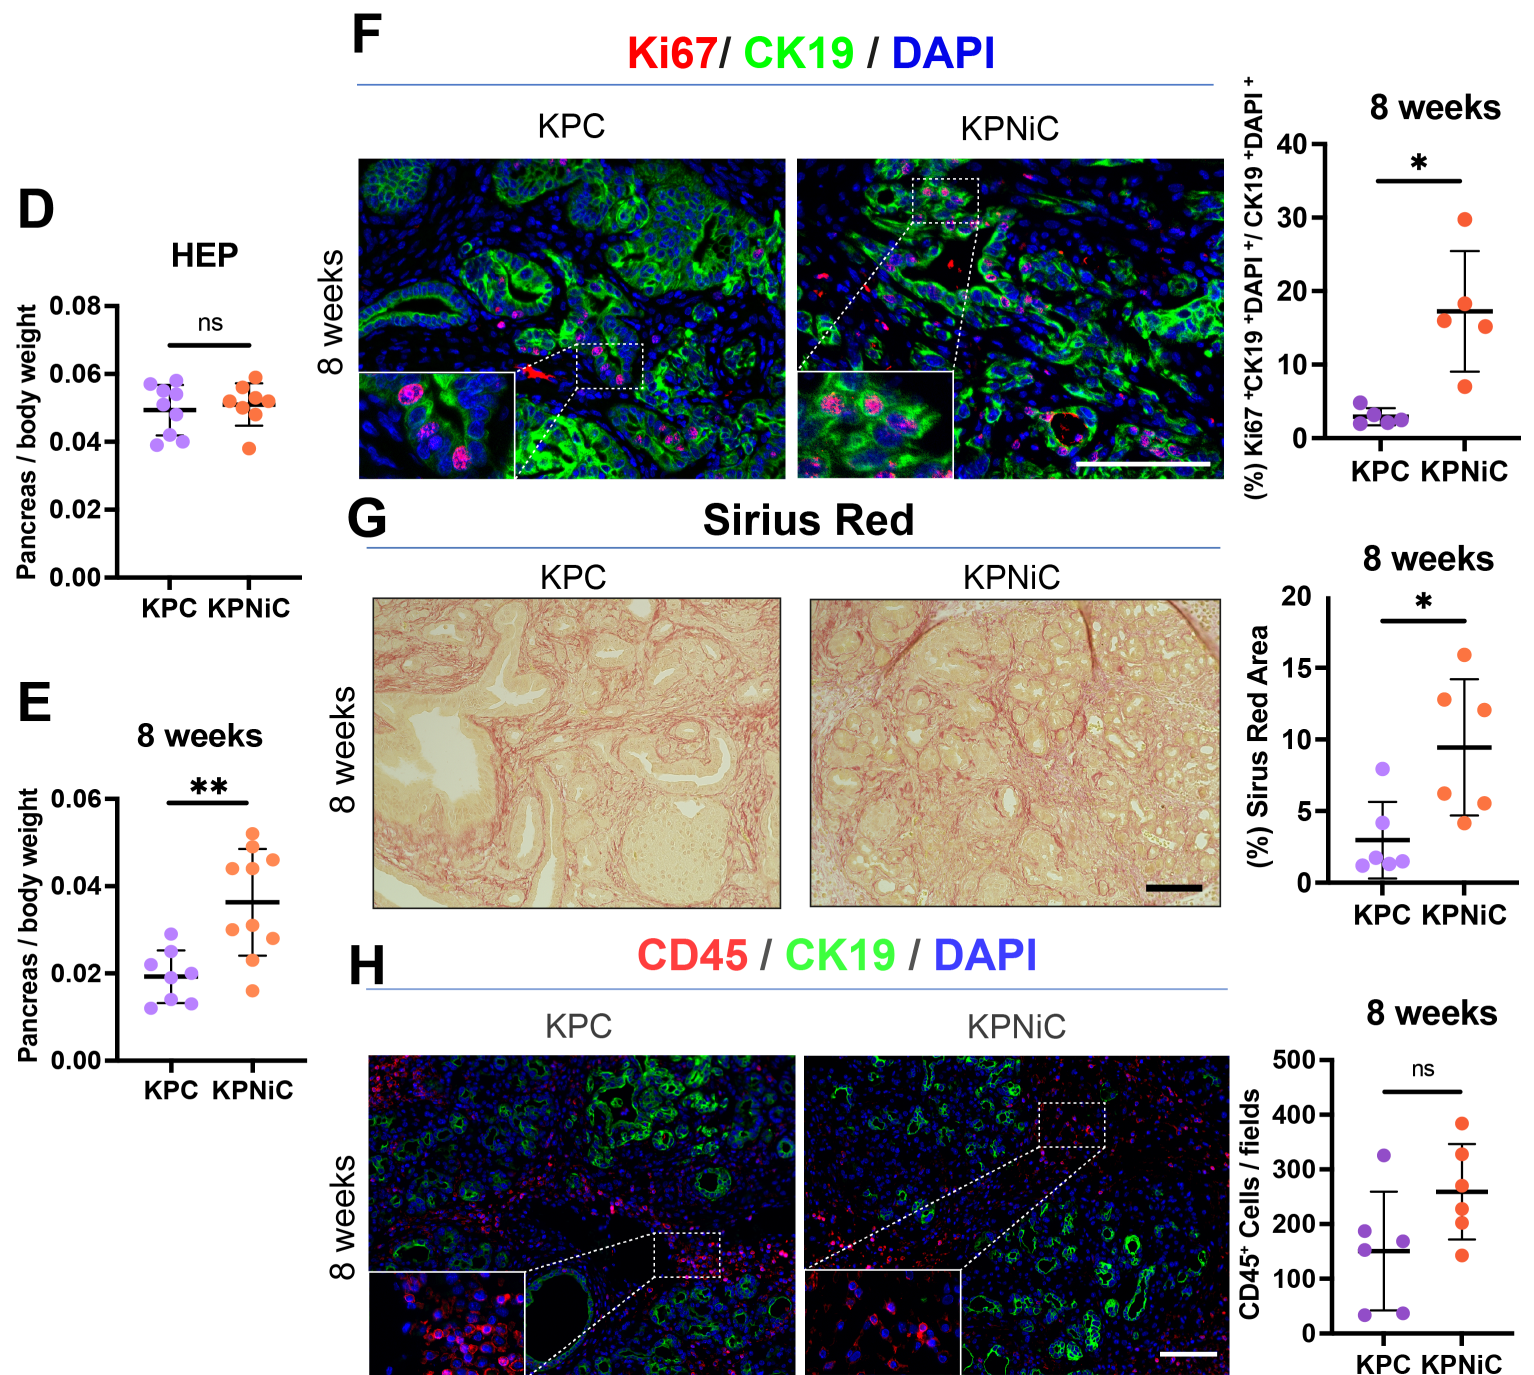

Supplementary Figure S1: NIK ablation effects in the KPC background. **(A)** PCR genotyping showing Cre-mediated recombination of the floxed NIK allele in Pdx1-Cre; NIK^{fl/fl} mice. The 4 kb band corresponds to the unrecombined allele; the 400 bp band indicates successful recombination. **(B) Left:** Western blot of nuclear RelB levels in KPC and KPNC cancer cells. **Right:** Quantification of nuclear RelB in KPC and KPNC cancer cells. N≥3 biological replicates. Unpaired Student's t test. **(C)** Schematic representation of mouse genotypes used: KPC (Pdx1-Cre; p53^{fl/fl}; KRAS^{G12D}), and KPNC (Pdx1-Cre; p53^{fl/fl}; KRAS^{G12D}; NIK^{fl/fl}). Mice were sacrificed at 8 weeks or monitored longitudinally and euthanized upon reaching humane endpoints (HEP) for analysis. **(D)** Quantification of pancreas / body weight in KPC and KPNC mice. N≥8. t=HEP. Unpaired Student's t test. **(E)** Quantification of pancreas / body weight in KPC and KPNC mice. N≥8. t=8 weeks. Unpaired Student's t test. **(F) Left:** Immunofluorescence staining of Ki67 (red), CK19 (green), and DAPI (blue) in pancreata from KPC and KPNC mice. Scale bar: 100 μm. **Right:** Quantification of Ki67⁺/CK19⁺/DAPI⁺ cells as a percentage of total CK19⁺/DAPI⁺ cells. N=5 mice/group. t=8 weeks. Welch's t test. **(G) Left:** Representative Sirius Red staining showing collagen deposition in pancreata sections in KPC and KPNC mice. Scale bar: 100 μm. **Right:** Quantification of Sirius Red⁺ fibrotic area (% of total tissue area). N=6 mice/group. t=8 weeks. Unpaired Student's t test. **(H) Left:** Representative immunofluorescence staining of tumor sections in KPC and KPNC mice at 8 weeks for CK19 (green), CD45 (red), and DAPI (blue). Scale bar: 100 μm. **Right:** Quantification of CD45⁺ immune cells per field in tumors from KPC and KPNC mice. N=6 mice/group. t=8 weeks. Unpaired Student's t test.

Dot plots represent individual mice. Data presented as mean ± SD. ns: p > 0.05, *p < 0.05, **p < 0.01

A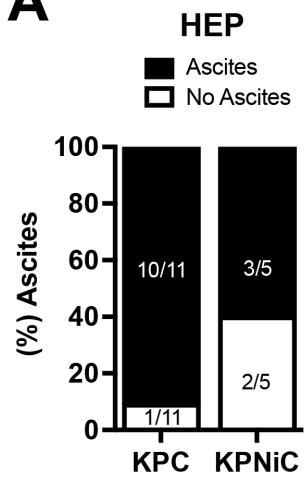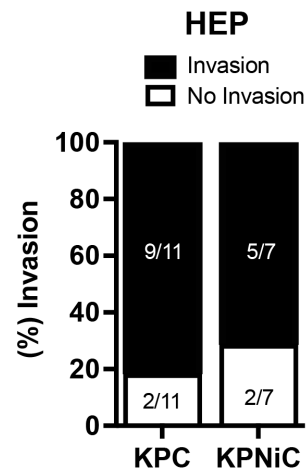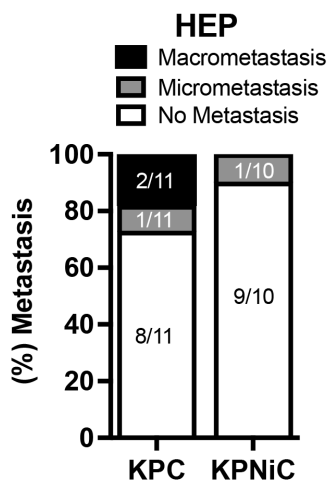**B**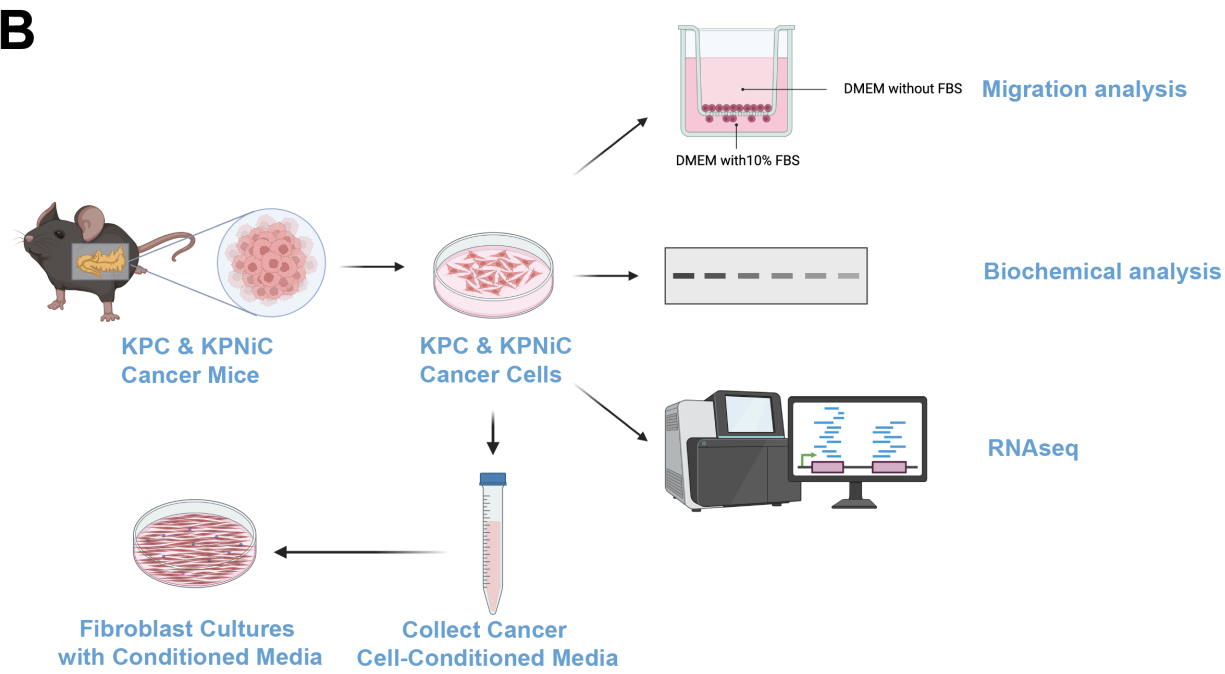**C**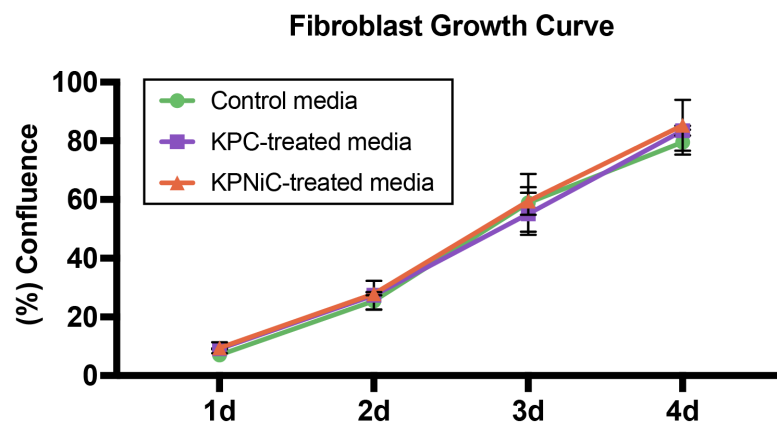**D**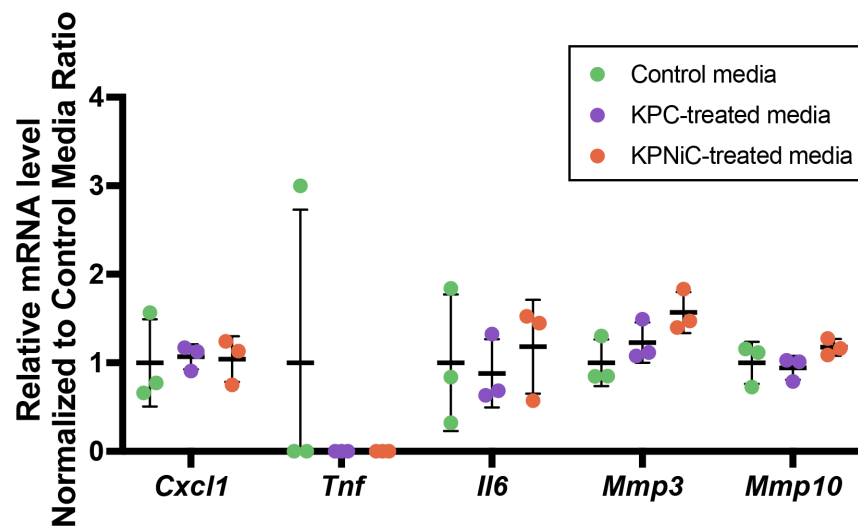**E**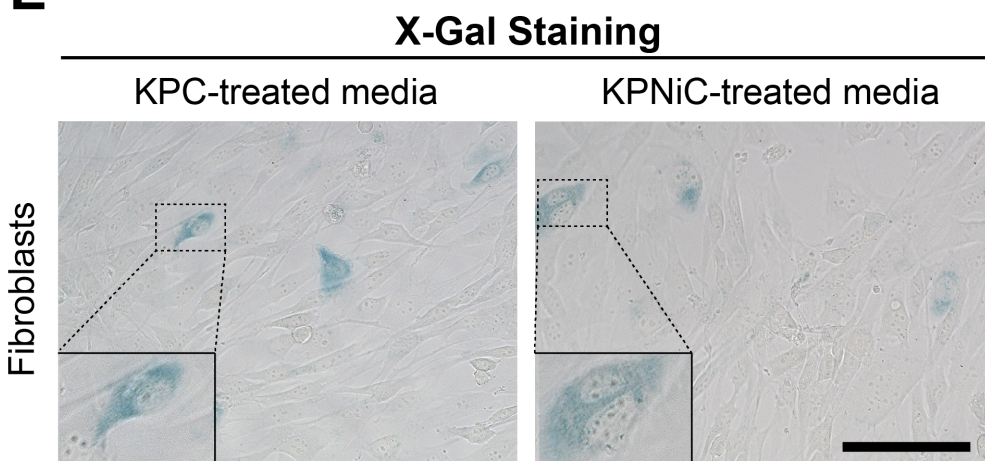**Cancer medium-treated fibroblasts**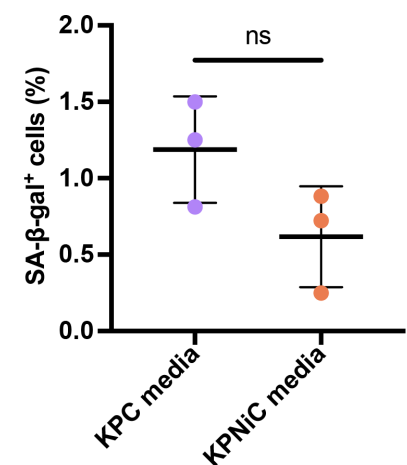

Supplementary Figure S2: Malignant features of KPC/KPNiC mice, cell experiment scheme and fibroblasts senescence. **(A)** Assessment of malignant features at the humane endpoint in KPC and KPNiC mice. **Top:** Quantification of ascites in KPC and KPNiC mice. **Middle:** Quantification of invasive tumor growth into surrounding tissues. **Bottom:** Frequency of distant metastasis, categorized as macrometastasis, micrometastasis, or no metastasis. Data are presented as percentage of animals in each category, with numbers shown as n/total. Chi-square test. No significant difference in ascites, invasion, or distant metastasis was observed between groups. **(B)** Schematic illustration of experimental design: cancer cells were isolated from KPC or KPNiC tumors and cultured to collect cancer cell-conditioned medium (CM). CM was applied to primary fibroblasts for later experiments. Cancer cells were also used for biochemical analysis, migration assay, and RNA sequencing. **(C)** Growth curve of fibroblasts cultured in DMEM, KPC-conditioned medium, or KPNiC-conditioned medium over 4 days. No significant difference in proliferation was observed between groups. $N \geq 3$ biological replicates. One-way ANOVA test. **(D)** mRNA level of senescence-associated markers from fibroblasts treated with DMEM, KPC or KPNiC culture media. $N \geq 3$ biological replicates. One-way ANOVA with Bonferroni post hoc for *Cxcl1*, *Tnf*, *Il6*, *mmp10*. Welch ANOVA test for *Mmp3*. **(E) Left:** X-Gal staining on fibroblasts treated with KPC or KPNiC culture media. **Right:** Quantification of the SA- β -gal⁺ cells. $N \geq 3$ biological replicates. Unpaired student's t test. (Scale bar: 100 μ m).

Dot plots represent individual mice. Data presented as mean $\pm$ SD. ns: $p > 0.05$

A Canonical NF- κ B signaling associated genesets

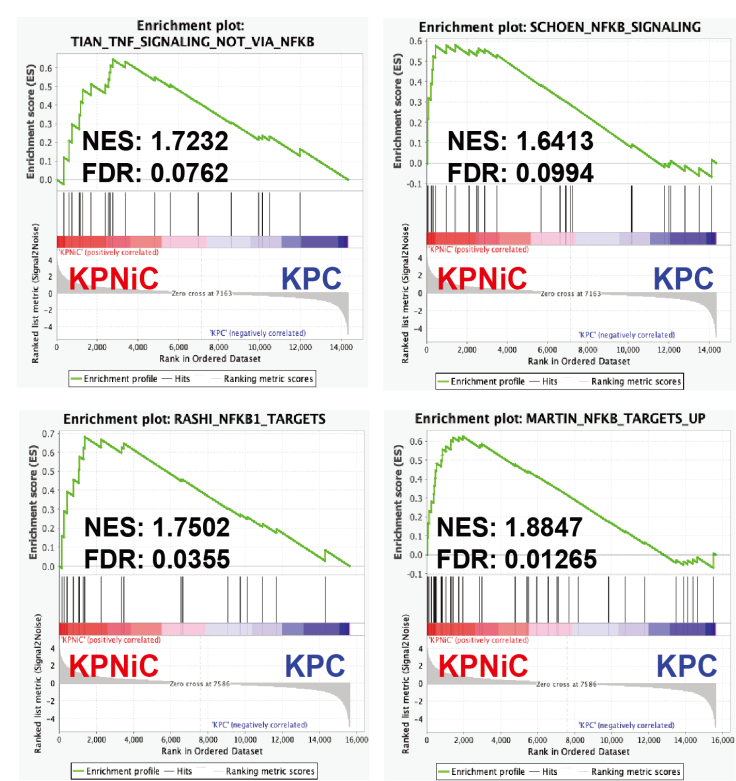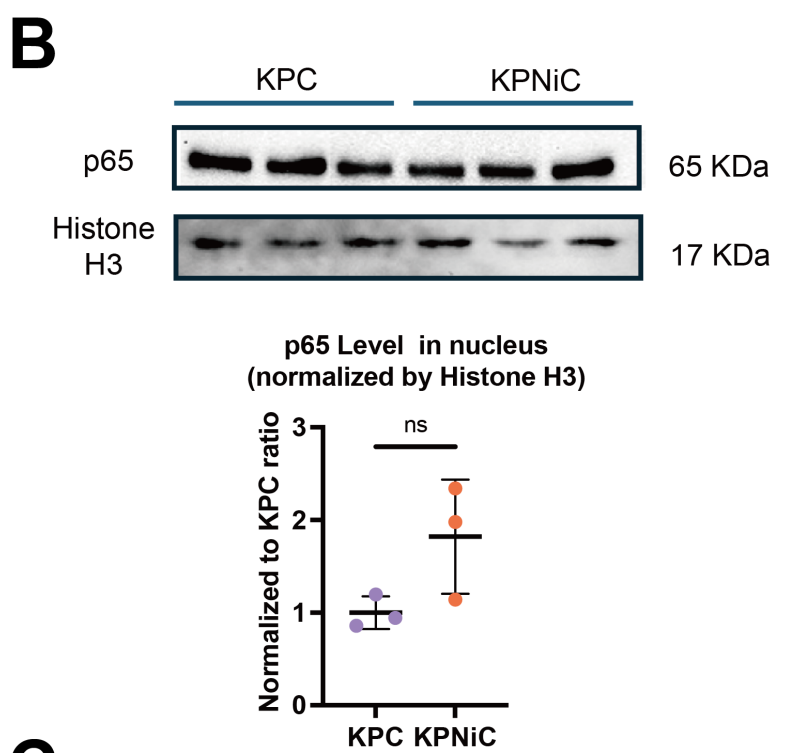

C Fibroblast - associated genesets

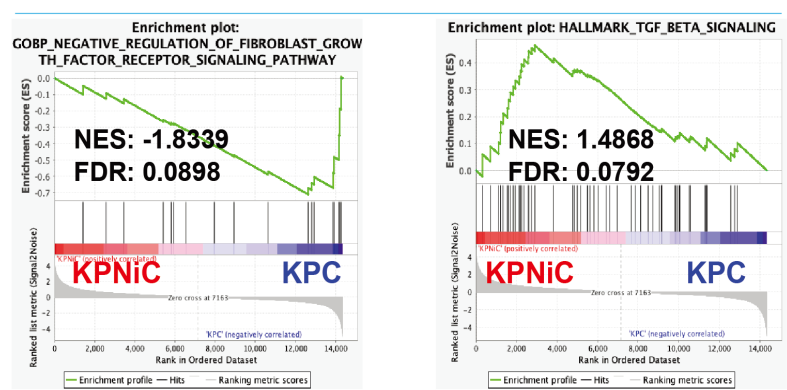

D WNT signaling geneset

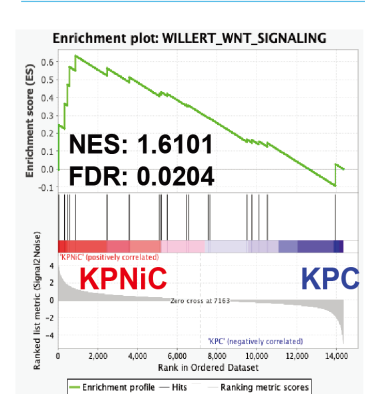

E RAS-MAPK signaling - associated genesets

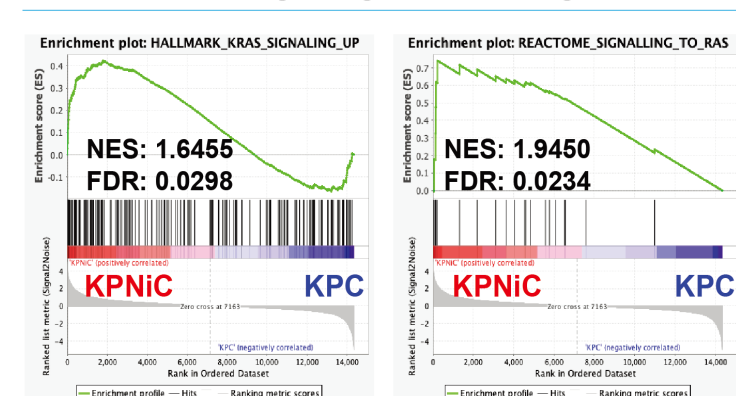

F IL-STAT3 signaling - associated genesets

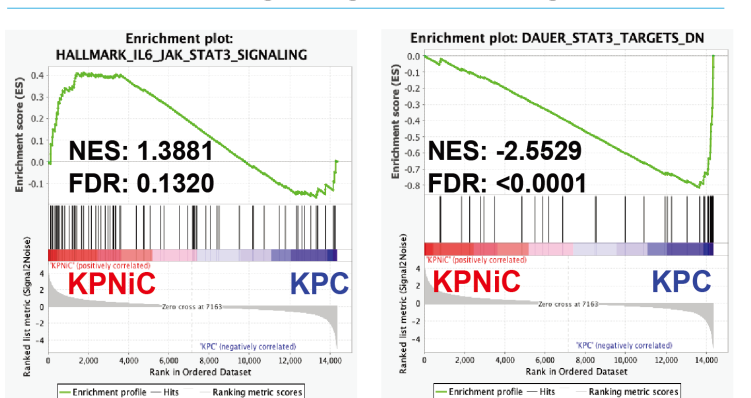

Supplementary Figure S3. Gene Set Enrichment Analysis (GSEA) plots comparing transcriptomic signatures between KPNiC and KPC cancer cells. **(A)** Canonical NF- κ B signaling-associated gene sets: TIAN TNF SIGNALING NOT VIA NFKB; SCHOEN NFKB SIGNALING; HALLMARK TNFA SIGNALING VIA NFKB; RASHI NFKB1 TARGETS; MARTIN NFKB TARGETS UP; HINATA NFKB TARGETS KERATINOCYTE DN. **(B) Top:** Western blot of nuclear RelA levels in KPC and KPNiC cancer cells. **Bottom:** Quantification of nuclear RelA in KPC and KPNiC cancer cells. N=3 biological replicates. Unpaired student's t test. Data presented as mean $\pm$ SD. ns: $p > 0.05$. **(C)** Fibroblast-associated gene sets: GOBP NEGATIVE REGULATION OF FIBROBLAST GROWTH FACTOR RECEPTOR SIGNALING PATHWAY; PLASARI TGFB1 SIGNALING VIA VCAM1 10HR UP; HALLMARK TGF BETA SIGNALING. **(D)** WNT signaling gene set: WILLERT WNT SIGNALING. **(E)** RAS-MAPK signaling-associated gene sets: HALLMARK KRAS SIGNALING UP; REACTOME SIGNALING TO RAS; REACTOME SIGNALING TO ERKS; KEGG MAPK SIGNALING PATHWAY; **(F)** IL-STAT3 signaling-associated gene sets: HALLMARK IL6 JAK STAT3 SIGNALING; DAUER STAT3 TARGETS DN.

NES: Normalized Enrichment Score; FDR: False Discovery Rate. Gene sets enriched in KPNiC cells are indicated in red, and gene sets enriched in KPC cells are indicated in blue.

A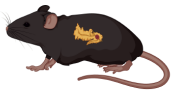

**WT**	----
**NiC**	Pdx1-Cre; NIK ^{fl/fl}
**KC**	Pdx1-Cre; LSL-Kras ^{G12D}
**KNiC**	Pdx1-Cre; LSL-Kras ^{G12D} ; NIK ^{fl/fl}

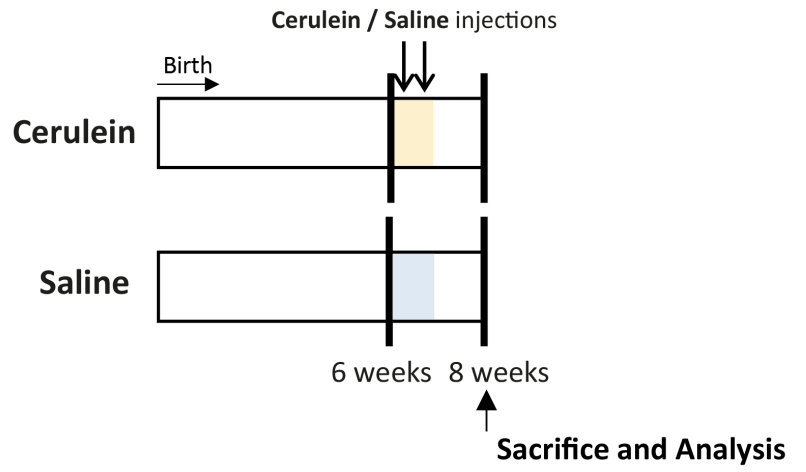**B****8 weeks**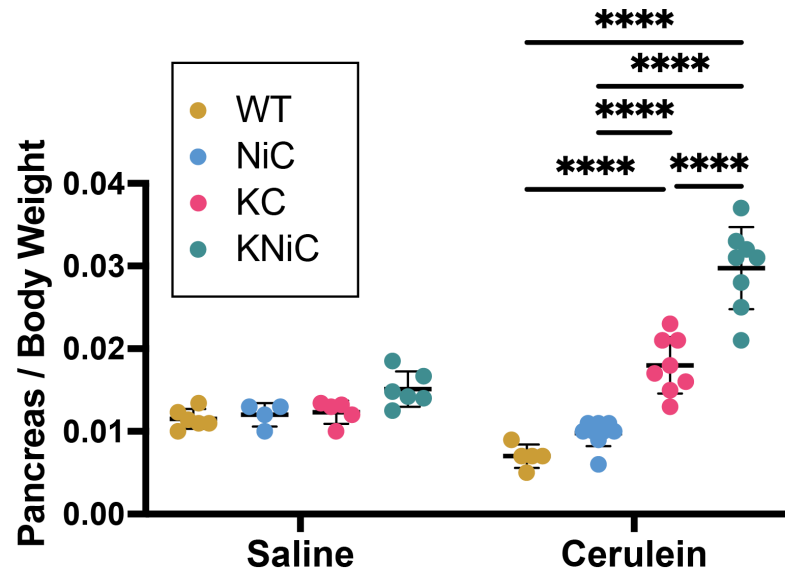**C****8 weeks**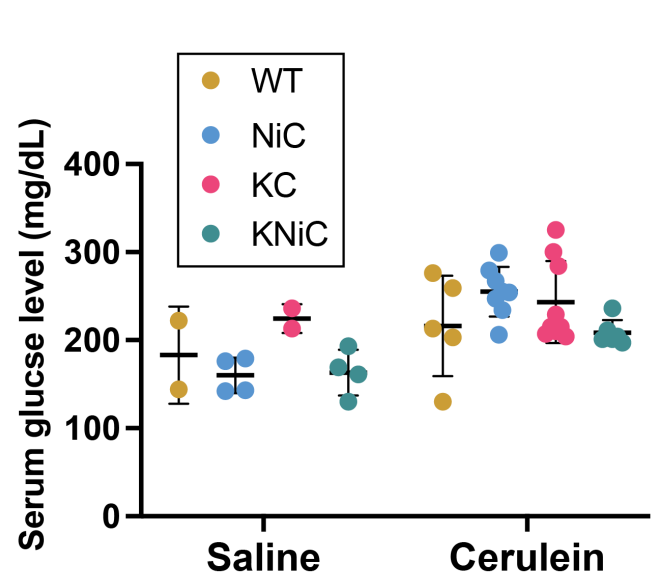**D****8 weeks**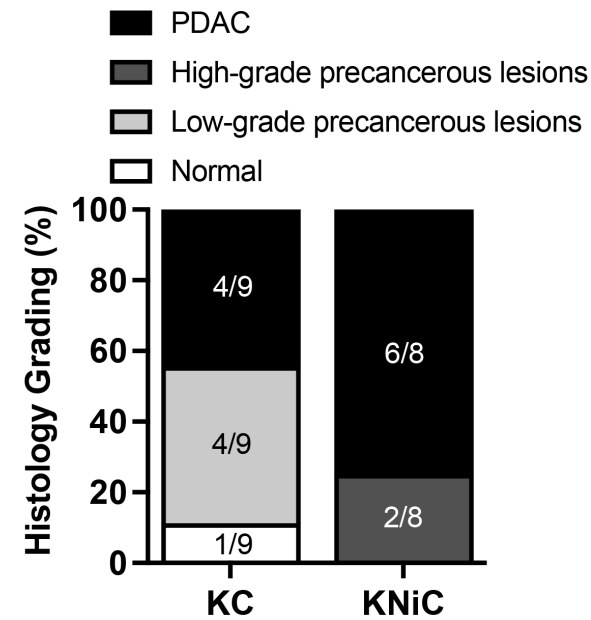**E**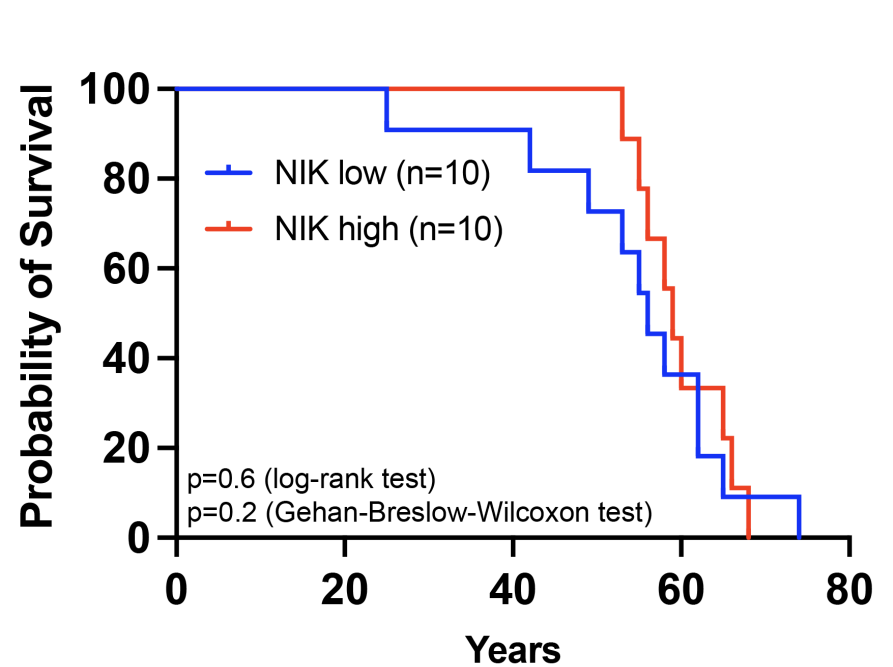

Supplementary Figure S4: Examination of 8-week KC and KNiC mice. **(A)** Schematic of experimental setup: WT, Pdx1-Cre; NIK^{fl/fl} (NiC), Pdx1-Cre; LSL-Kras^{G12D} (KC) and Pdx1-Cre; NIK^{fl/fl}; LSL-Kras^{G12D} (KNiC) mice were injected with cerulein or saline at 6 weeks of age and analyzed 2 weeks later. **(B)** Quantification of pancreas-to-body weight ratio in WT, NiC, KC, and KNiC mice treated with saline or cerulein. N≥4 mice/group. t=8 weeks. Two-way ANOVA with Tukey's post hoc. **(C)** Blood glucose levels (mg/dL) in WT, NiC, KC, and KNiC mice under saline or cerulein treatment. N≥4 mice/group. t=8 weeks. p > 0.05, two-way ANOVA with Tukey's post hoc. **(D)** Histological grading of pancreata from cerulein-treated KC and KNiC mice, classified as normal, low-grade precancerous lesions, high-grade precancerous lesions, or PDAC. N≥8 mice/group. t=8 weeks. **(E)** Kaplan-Meier survival analysis of PDAC patients with high (red line, n = 10) vs. low (blue line, n=10) expression of NIK. Log-rank test and Gehan-Breslow-Wilcoxon test.

Dot plots represent individual mice. Data presented as mean ± SD. ****p < 0.0001

A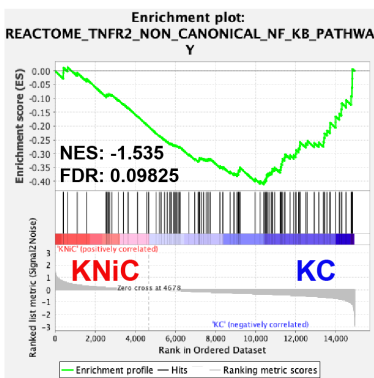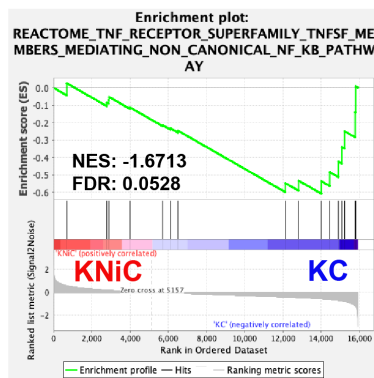**B**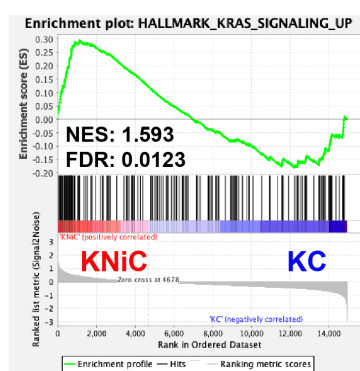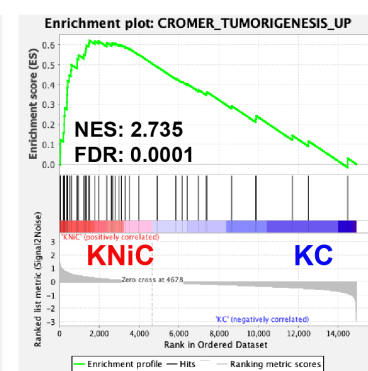**C****TUNEL / CK19 / DAPI**

KC

KNiC

Cerulein

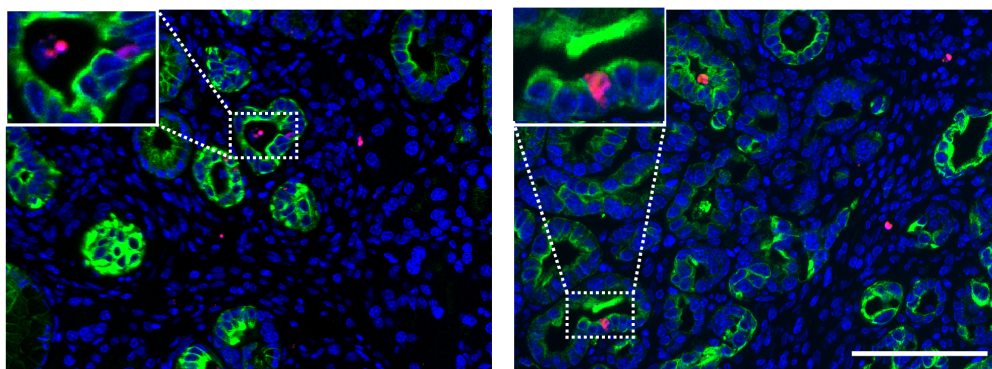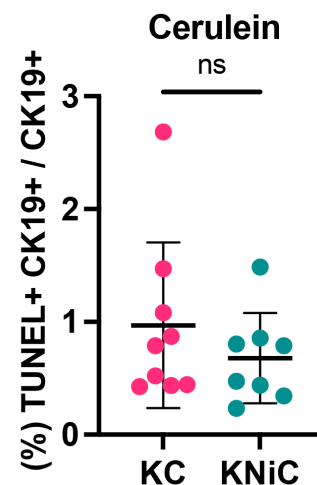**D****Cleaved Caspase 3**

WT

NiC

Cerulein

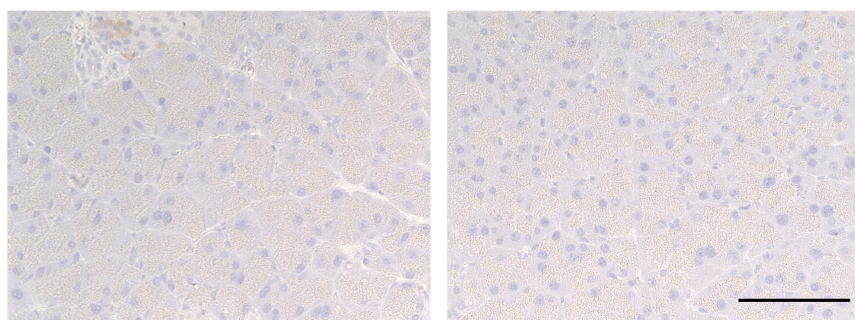**E****Cleaved Caspase 3**

KC

KNiC

Cerulein

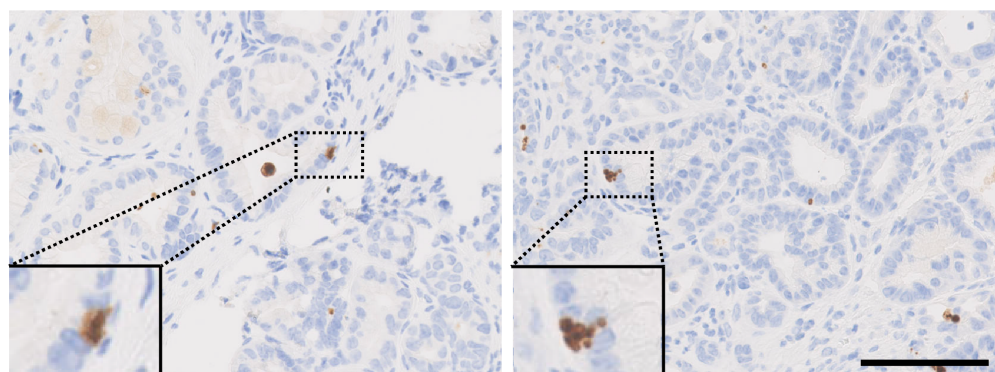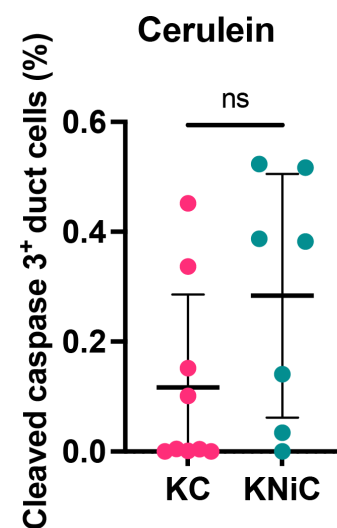

Supplementary Figure S5: The effect of NIK deletion in the survival and cell death of pancreatic cells. **(A)** GSEA enrichment plots for the gene sets REACTOME TNFR2 NON CANONICAL NF KB PATHWAY and REACTOME TNF RECEPTOR SUPERFAMILY TNFSF MEMBERS MEDIATING NON CANONICAL NF KB PATHWAY comparing KNiC with KC pancreata. Gene sets enriched in KNiC are shown in red; those enriched in KC are shown in blue. NES = normalized enrichment score; FDR = false discovery rate. **(B)** GSEA enrichment plots for the gene sets HALLMARK KRAS SIGNALING UP and CROMER TUMORIGENESIS UP comparing KNiC with KC pancreata. **(C) Left:** Representative images of TUNEL (red) and CK19 (green) co-staining in KC and KNiC mice under cerulein treatment. **Right:** Quantification of the proportion (%) of TUNEL⁺ CK19⁺ cells per among CK19⁺ cells. N≥7 mice/group. t=8 weeks. Unpaired Student's t test. **(D)** Representative images of cleaved caspase 3 in WT and NiC mice under cerulein treatment. **(E) Left:** Representative images of cleaved caspase 3 in KC and KNiC mice under cerulein treatment. **Right:** Quantification of the proportion (%) of cleaved caspase 3⁺ apoptotic cells among duct cells. N≥7 mice/group. t=8 weeks. Unpaired Student's t test.

Dot plots represent individual mice. Data presented as mean ± SD. ns: p > 0.05. Scale bar: 100 μm.

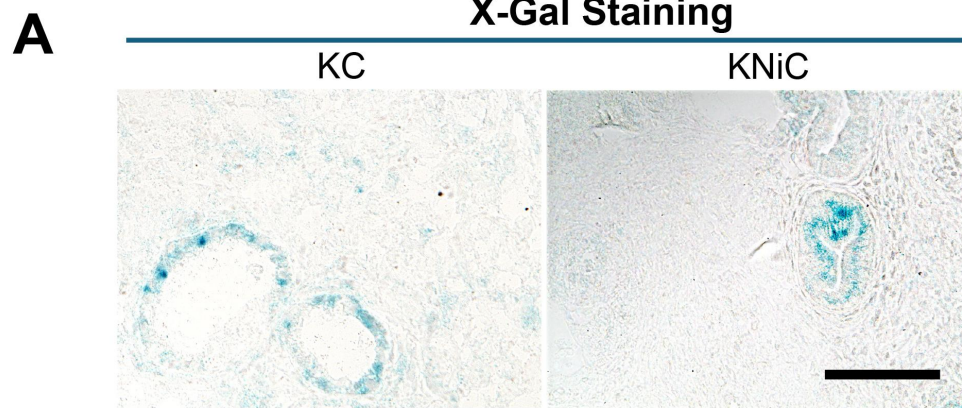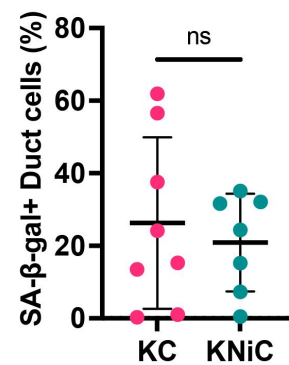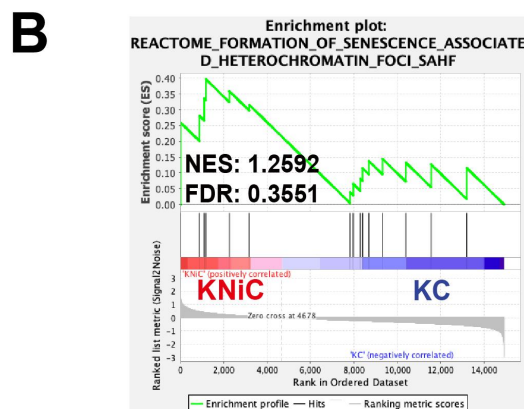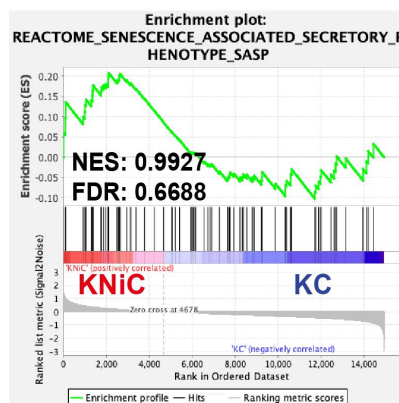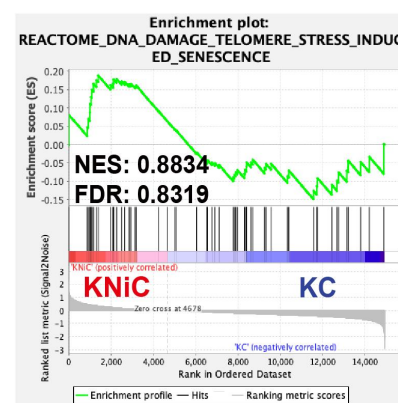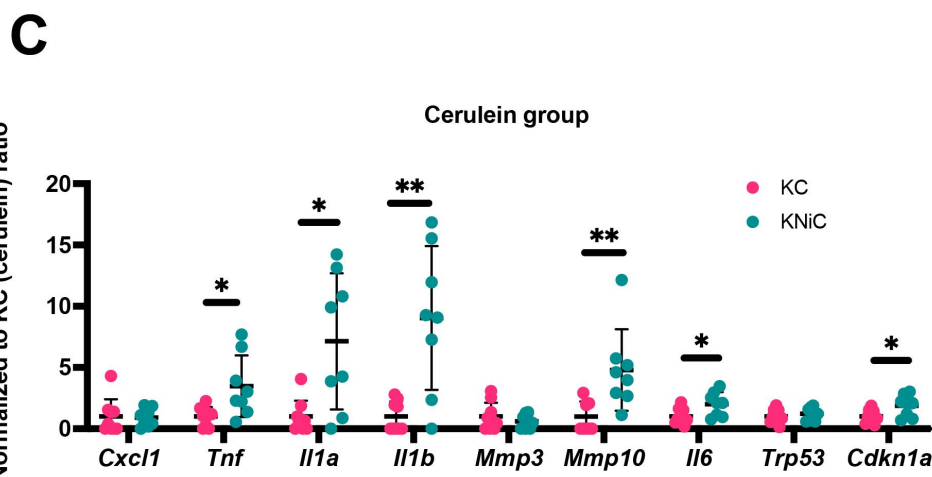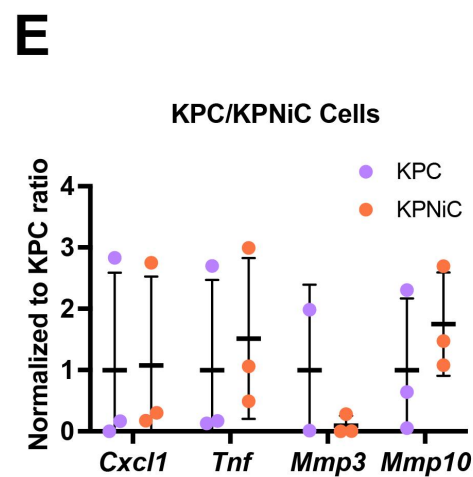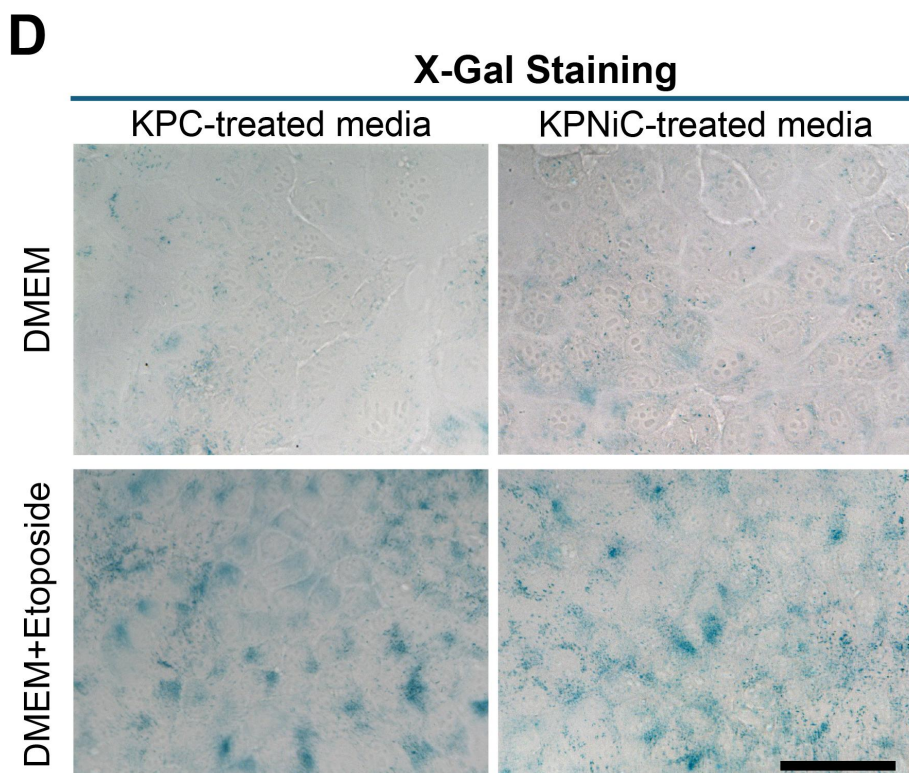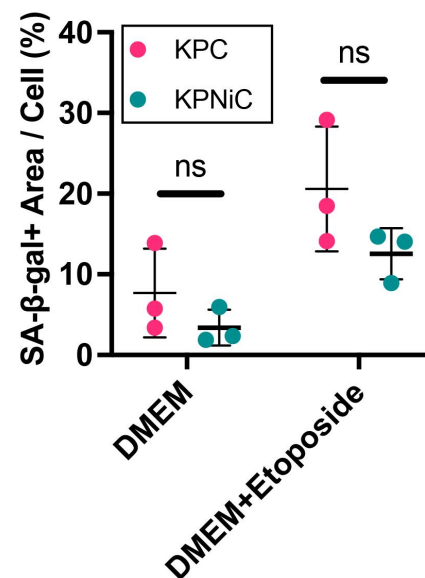

Supplementary Figure S6: The effect of NIK deletion in senescence of pancreatic tumor cells. **(A) Left:** X-Gal staining on pancreata from 8-week-old cerulein-injected KC and KNiC mice. Scale bar: 100 μ m. **Right:** Quantification of X-Gal⁺ duct cells. $N \geq 7$ mice/group. t=8 weeks. Unpaired Student's t test. **(B)** GSEA enrichment plots for the gene sets REACTOME FORMATION OF SENESCENCE ASSOCIATED HETEROCHROMATIN FOCI SAHF, REACTOME SENESCENCE ASSOCIATED SECRETORY PHENOTYPE SASP and REACTOME DNA DAMAGE TELOMERE STRESS INDUCED SENESCENCE comparing KNiC with KC pancreata. Gene sets enriched in KNiC are shown in red; those enriched in KC are shown in blue. NES = normalized enrichment score; FDR = false discovery rate. **(C)** mRNA levels of senescence-associated markers on pancreata from 8-week-old cerulein-injected KC and KNiC mice. $N \geq 7$ mice/group. t=8 weeks. Unpaired Student's t test. **(D) Left:** X-Gal staining on untreated and etoposide-treated KPC and KPNiC cancer cells. Scale bar: 100 μ m. **Right:** Quantification of SA- β -gal⁺ area. N=3 biological replicates/group. Unpaired Student's t test. **(E)** mRNA levels of senescence-associated markers on KPC and KPNiC cancer cells. N=3 biological replicates /group. Unpaired Student's t test.

Dot plots represent individual mice. Data presented as mean $\pm$ SD. ns: $p > 0.05$, * $p < 0.05$, ** $p < 0.01$

A**CK19 / α -SMA / DAPI**

Saline

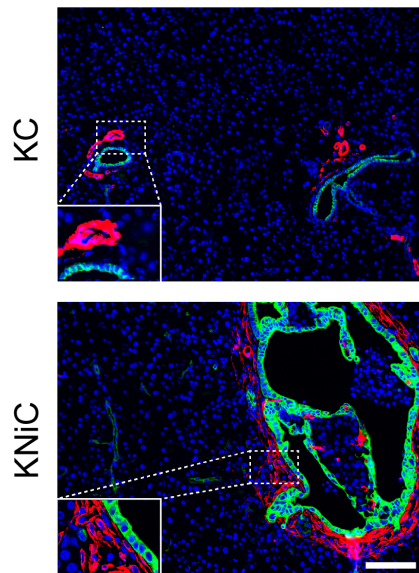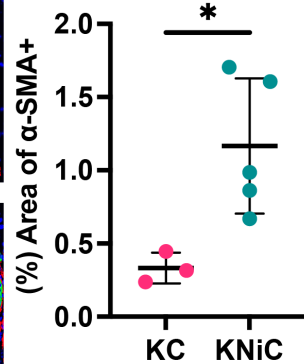**C****Vimentin / CK19 / DAPI**

Cerulein

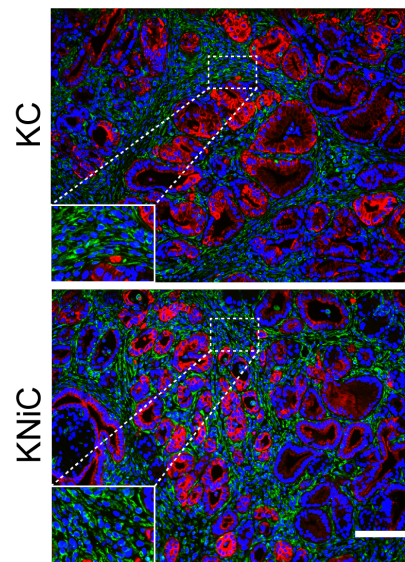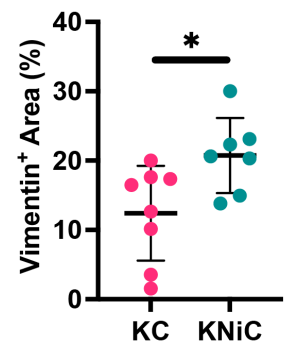**B**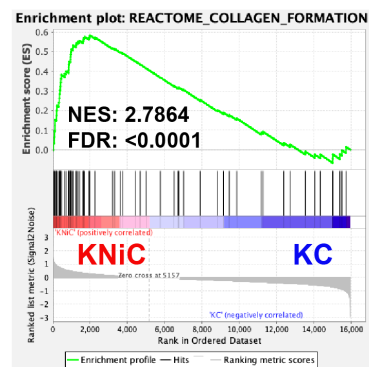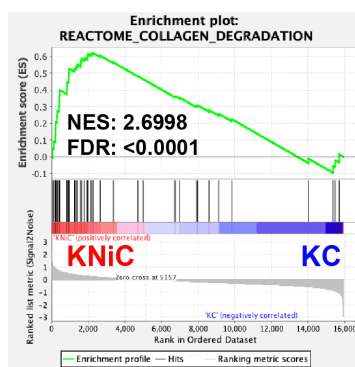**D**

Full Picture

Intralobular Area

Interlobular Area

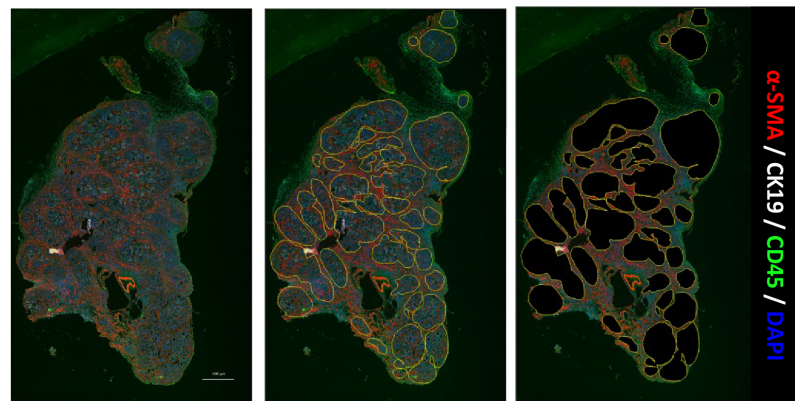**E****CD3**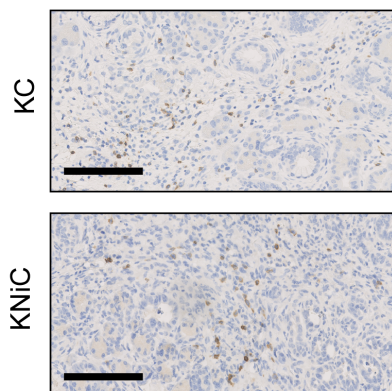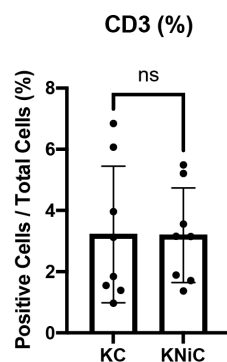**B220**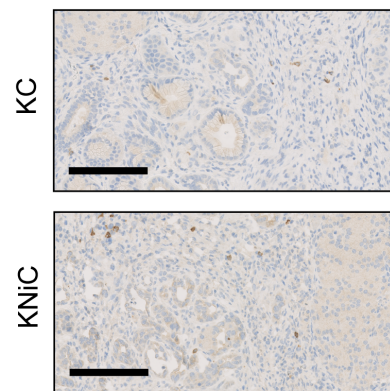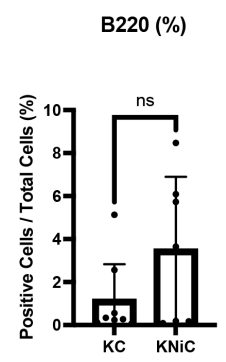**Ly6G**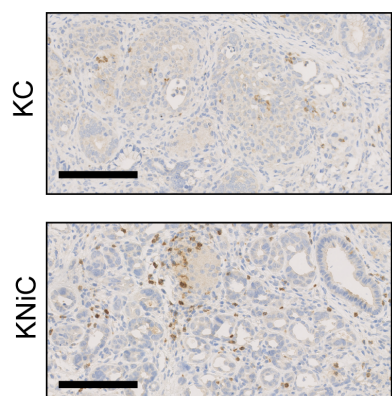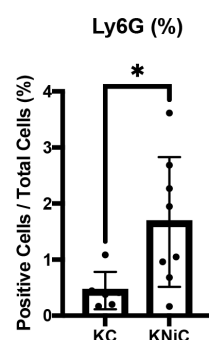**F4/80**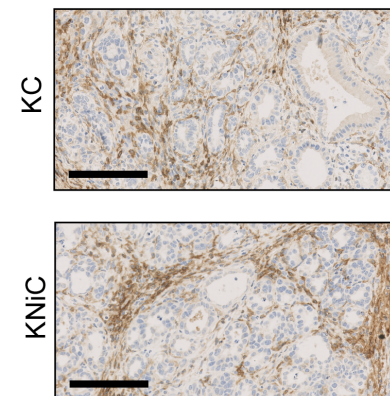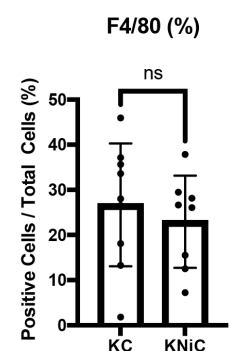

Supplementary Figure S7: (A) Left: Representative immunofluorescence staining of pancreatic sections from saline-treated KC and KNiC mice showing α -SMA (red), ductal marker CK19 (green), and DAPI (blue). t=8 weeks. Scale bar: 100 μ m. **Right:** Quantification of α -SMA positive area (%). $N \geq 3$ mice/group. t=8 weeks. Unpaired Student's t test. **(B)** GSEA enrichment plots for the REACTOME COLLAGEN FORMATION and REACTOME COLLAGEN DEGRADATION gene sets comparing KNiC and KC pancreata at 8 weeks. Gene sets enriched in KNiC are shown in red; those enriched in KC are shown in blue. **(C) Left:** Immunofluorescence staining for Vimentin and CK19 on pancreata from 8-week-old cerulein-injected KC and KNiC mice. Scale bar: 100 μ m. **Right:** Quantification of the Vimentin⁺ area (%). $N \geq 7$ mice/group. t=8 weeks. Unpaired Student's t test. **(D)** Whole-section immunofluorescence template used for region-specific stromal quantification. **Left:** composite image of a pancreas stained for α -SMA (red), CK19 (white), CD45 (green), and DAPI (blue). **Middle:** intralobular region delineated by yellow contours drawn inside CK19-positive lobules. **Right:** mask for interlobular assessment—black regions are the intralobular lobules that have been removed; the remaining coloured tissue constitutes the interlobular stroma to be quantified. Scale bar: 500 μ m. **(E)** Representative immunohistochemistry and quantification of immune cell markers in cerulein-treated KC and KNiC pancreata: CD3⁺ T cells, B220⁺ B cells, Ly6G⁺ neutrophils, F4/80⁺ macrophages. Scale bars: 100 μ m. Right panels: quantification of positive cells / Total cells (%). $N \geq 7$ mice/group. t=8 weeks. Unpaired Student's t test.

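Both Reactome sets count structural collagen genes among their members, so the same genes can raise both. Of 45 tested genes in Collagen formation, Adamts2 was higher in KNiC than in KC pancreata over all genes and 17 were when adjusted over the list alone, and none was lower. Of 34 tested genes in Collagen degradation none passed over all genes, and 15 were higher and none lower when adjusted over the list alone. The fibrillar gene Col5a3, which encodes a chain of type V collagen, was at 2.78 ± 0.602 CPM in KC (SD, n = 3) and 4.99 ± 0.696 CPM in KNiC (SD, n = 4), a log2 fold change of 0.85 (SE 0.168, adjusted p = 0.0594 from edgeR's quasi-likelihood test). Serpinh1, which encodes the collagen chaperone HSP47, was at 13.3 ± 1.91 and 21.3 ± 3.73 CPM, a log2 fold change of 0.68 (SE 0.136, adjusted p = 0.0667). Mmp14, which encodes a membrane-bound collagenase, was at 4.87 ± 0.470 and 7.54 ± 1.35 CPM, a log2 fold change of 0.64 (SE 0.148, adjusted p = 0.108). Without KNiC 1 these 3 genes passed (0.0325, 0.0349 and 0.0314).

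The normalized enrichment score was 2.73 for Collagen formation and 2.56 for Collagen degradation. In the list test both moved up, with adjusted p = 3.03e-19 for formation and 1.94e-17 for degradation, and with adjusted p = 0.142 and 0.143 with an estimated correlation. From the rise of both gene sets, the paper proposes that more active ECM remodeling may contribute to the fibrotic phenotype of KNiC pancreata.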

Dot plots represent individual mice. Data presented as mean $\pm$ SD. ns: $p > 0.05$, * $p < 0.05$,

Supplementary Table S1. Number of captured fields per staining for statistical analysis.

Type of staining	Number of fields
H&E Cancer Grading/Precancerous grading	Whole section
H&E staining for total remodeling area	Whole section
H&E staining for low grade lesions	≥6 random fields
CD45/CK19/DAPI staining	Whole section/≥10 random fields
F4/80 staining	≥8 random fields
CD3 staining	≥8 random fields
Ly6G staining	≥8 random fields
B220 staining	≥8 random fields
α-SMA/CK19/DAPI staining	6 random fields
Azan Trichrome staining	6 random fields
Sirius Red staining	6 random fields
α-amylase/Ki67/DAPI staining	6 random fields
CK19/Ki67/DAPI staining	6 random fields
TUNEL/CPA2 or CK19/DAPI staining	≥6 random fields
DAPI/ <i>Map3k14</i>	≥5 random fields
CK19/Amy/DAPI staining	≥6 random fields
X-Gal staining	6 random fields
Cleaved Caspase 3 staining	6 random fields
Vimentin/CK19/DAPI staining	6 random fields

Supplementary Table S2: List of immunofluorescence (IF), immunohistochemistry (IHC) and Western Blot (WB) antibodies

Antibody (Dilution)	Catalog Number	Application
Ki67 (1:200)	Cell Signaling, #9449S	IF
α-SMA (1:200)	Millipore, #CBL 171	IF
Amylase (1:200)	Sigma, #A8273	IF
CK7 (Ready to use)	DAKO, #GA619	IF
CK19 (1:200)	Millipore, #MABT913	IF
CD45 (1:100)	BD Biosciences, #550539	IF
CPA2 (1:200)	ThermoFisher, #MA5-29691	IF
Vimentin (1:100)	Abcam, #ab92547	IF
NIK (1:100)	Novus biologicals, NBP1-83413	IF
Donkey anti-mouse 488 (1:500)	Invitrogen, #A-21202	IF
Donkey anti-mouse 555 (1:500)	Invitrogen, #A-32773	IF
Donkey anti-mouse 594 (1:500)	Invitrogen, #A-21203	IF
Donkey anti-mouse 647 (1:500)	Invitrogen, #A-31573	IF
Donkey anti-rabbit 488 (1:500)	Invitrogen, #A-21206	IF
Donkey anti-rabbit 594 (1:500)	Invitrogen, #A-21207	IF
Donkey anti-rabbit 647 (1:500)	Invitrogen, #A-32795	IF
Donkey anti-rat 488 (1:500)	Invitrogen, #A-21208	IF
Donkey anti-rat 555 (1:500)	Invitrogen, #A-48270	IF
Donkey anti-rat 647 (1:500)	Invitrogen, #A-48272	IF
Fc block (1:100)	BD Biosciences, #553142	IF
Fab block (1:40)	Jackson ImmunoResearch, #715-007-003	IF
Cleaved Caspase 3 (1:100)	Cell Signaling, #9664S	IHC
B220 (1:4000)	Pharmigen, #553084	IHC
CD3 (1:300)	ThermoFischer, #MA1-90582	IHC
Ly6G (1:600)	Pharmigen, #551459	IHC
F4/80 (1:50)	Biomedicals AG, #T-2006	IHC
pSTAT3 (1:1000)	Cell Signaling, #9145	WB
STAT3 (1:1000)	Cell Signaling, #4904	WB
pERK 1/2 (1:1000)	Cell Signaling, #4370	WB
ERK 2 (1:1000)	Santa Cruz, #154	WB
Zeb1 (1:1000)	Santa Cruz, #25388	WB
E-Cadherin (1:1000)	Cell signaling, #14472	WB

RelB	Cell signaling, #10544	WB / IF
p65	Santa Cruz, #sc-372	WB
Histone H3 (1:5000)	Abcam, #ab1791	WB
GAPDH (1:1000)	Santa Cruz, #25778	WB
Anti-rabbit HRP (1:5000)	Santa Cruz, #2004	WB

Supplementary Table S3: List of primers for qPCR

Gene	Forward primer sequence	Reverse primer sequence
<i>Amy2a1</i>	gga gaa att gat aac tac aat gat gc	acc ctg cta ctc caa tgt caa
<i>Krt19</i>	agt ccc agc tca gca tga a	taa cgg gcc tcc gtc tct
<i>Fn1</i>	gat gcc gat cag aag ttg gg	ggg tgt gca gat ctc ctc gt
<i>Colla1</i>	cat gtt cag ctt tgt gga cct	gca gct gac ttc agg gat gt
<i>Col3a1</i>	tcc cct gga atc tgt gaa tc	tga gtc gaa ttg ggg aga at
<i>Acta2</i>	cac cac tga acc cta agg cc	cac ata cat ggc ggg gac at
<i>Il6</i>	gct acc aaa ctg gat ata atc agg a	cca ggt agc tat ggt act cca gaa
<i>Il11</i>	tct ttg cag ctt cct ggt gt	gga gta gcc gtt cca gtc g
<i>Cxcl1</i>	cag agc ctc taa cca gtt cca	tgg gat cat ggt gct gtg
<i>Cxcl2</i>	agg caa ggc taa ctg acc tg	ttc tct ttg gtt ctt cgg ttg
<i>Emr1</i>	gga gga ctt ctc caa gcc tat t	agg cct ctc aga ctt ctg ctt
<i>Tnf</i>	tgc cta tgt ctc agc ctc ttc	gag gcc attt ggg aac ttc t
<i>Ccl2</i>	cat cca cgt gtt ggc tca	gat cat ctt gct ggt gaa tga gt
<i>Ccl8</i>	ttc ttt gcc tgc tgc tca ta	gca ggt gac tgg agc ctt at
<i>Il1a</i>	ttg gtt aaa tga cct gca aca	gag cgc tca cga aca gtt g
<i>Il1b</i>	agt tga cgg acc cca aaa g	agc tgg atg ctc tca tca gg
<i>Mmp3</i>	tgc agc tct act ttg ttc ttg a	aga gat ttg cgc caa aag tg
<i>Mmp10</i>	tgg att ctg cca ttg aga aag	ggg aaa agt ctc cgt gtt ctc c
<i>Cdkn1a</i>	aac atc tca ggg cgg aaa	tgc gct tgg agt gat aga aa
<i>Trp53</i>	cag tct ggg aca gcc aag tc	cag ctg gca gaa tag ctt att ga
<i>Rpl13</i>	cct gct gct ctc aag gtt gt	ggg act tcc acc cga cct c

# Supplementary material for: NF-κB inducing kinase (NIK) deletion accelerates KRAS-driven pancreatic cancer in association with tumor microenvironment remodeling
**Source:** Cell Death Dis. 2026 May 27;17(1):513. doi: 10.1038/s41419-026-08877-w

Figure S1A

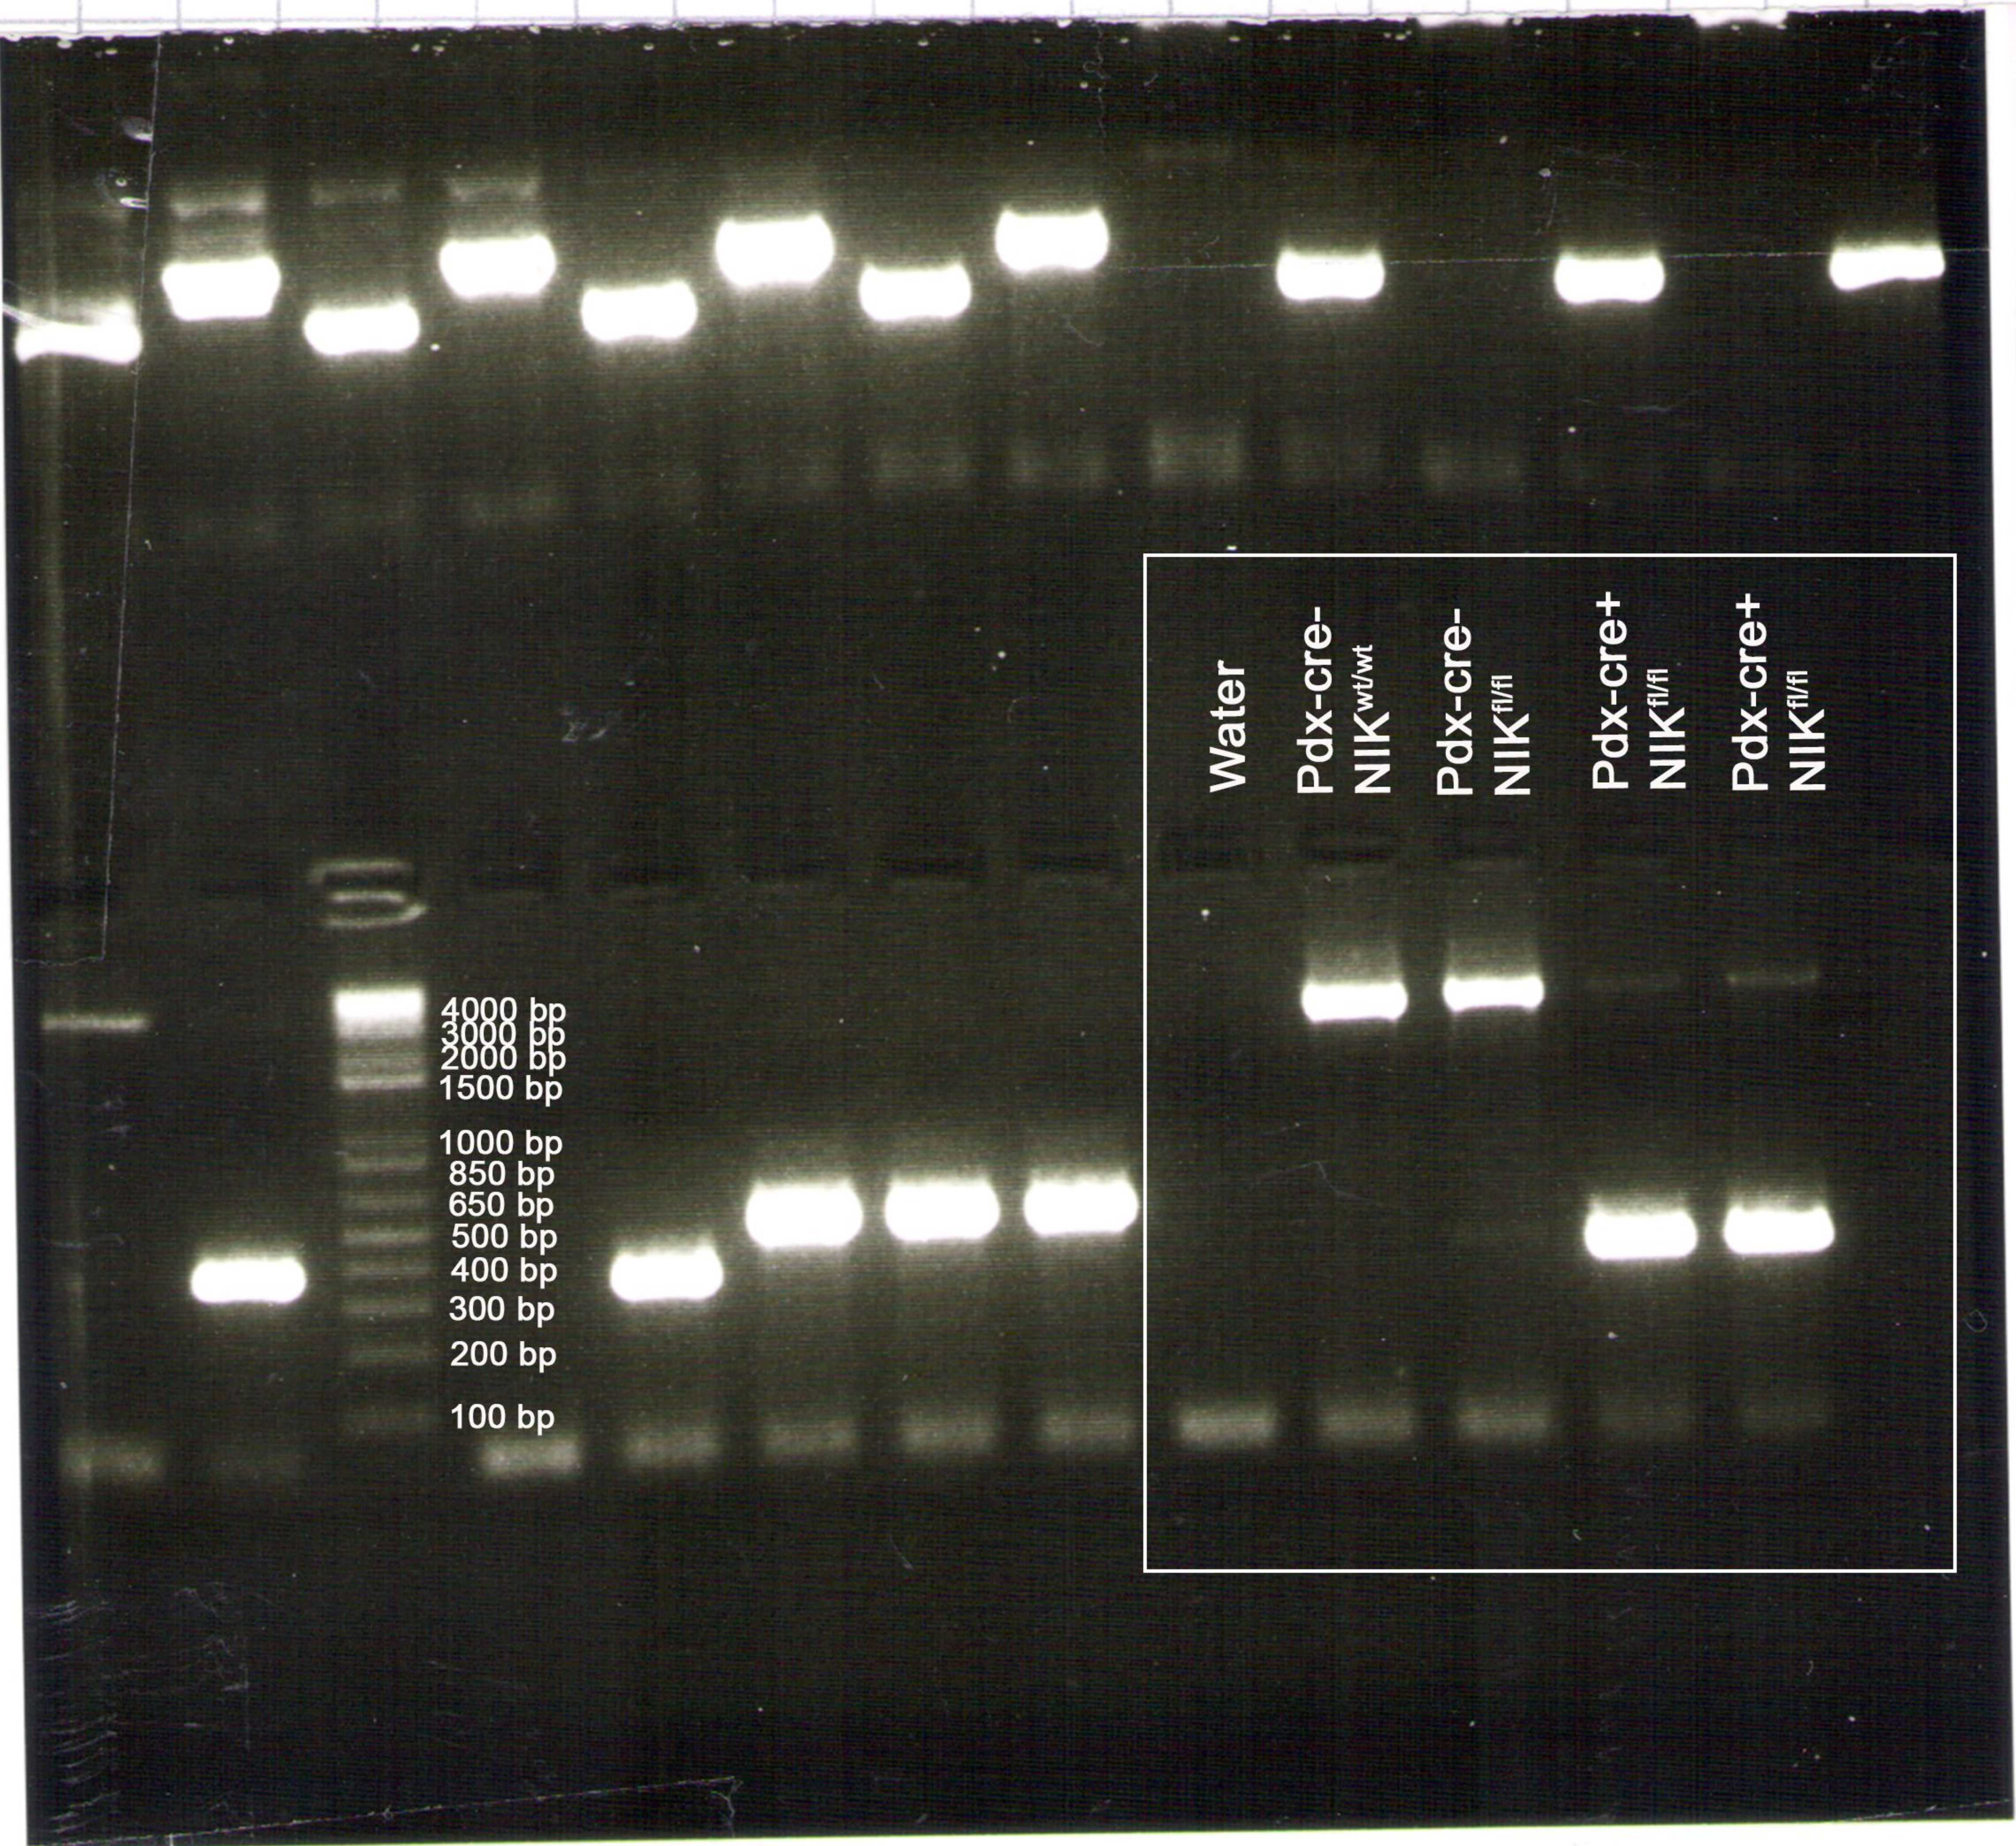

DNA ladder:1 kb Plus DNA-ladder(Invitrogen, #10787018)

Figure 2E

ZEB1

GAPDH

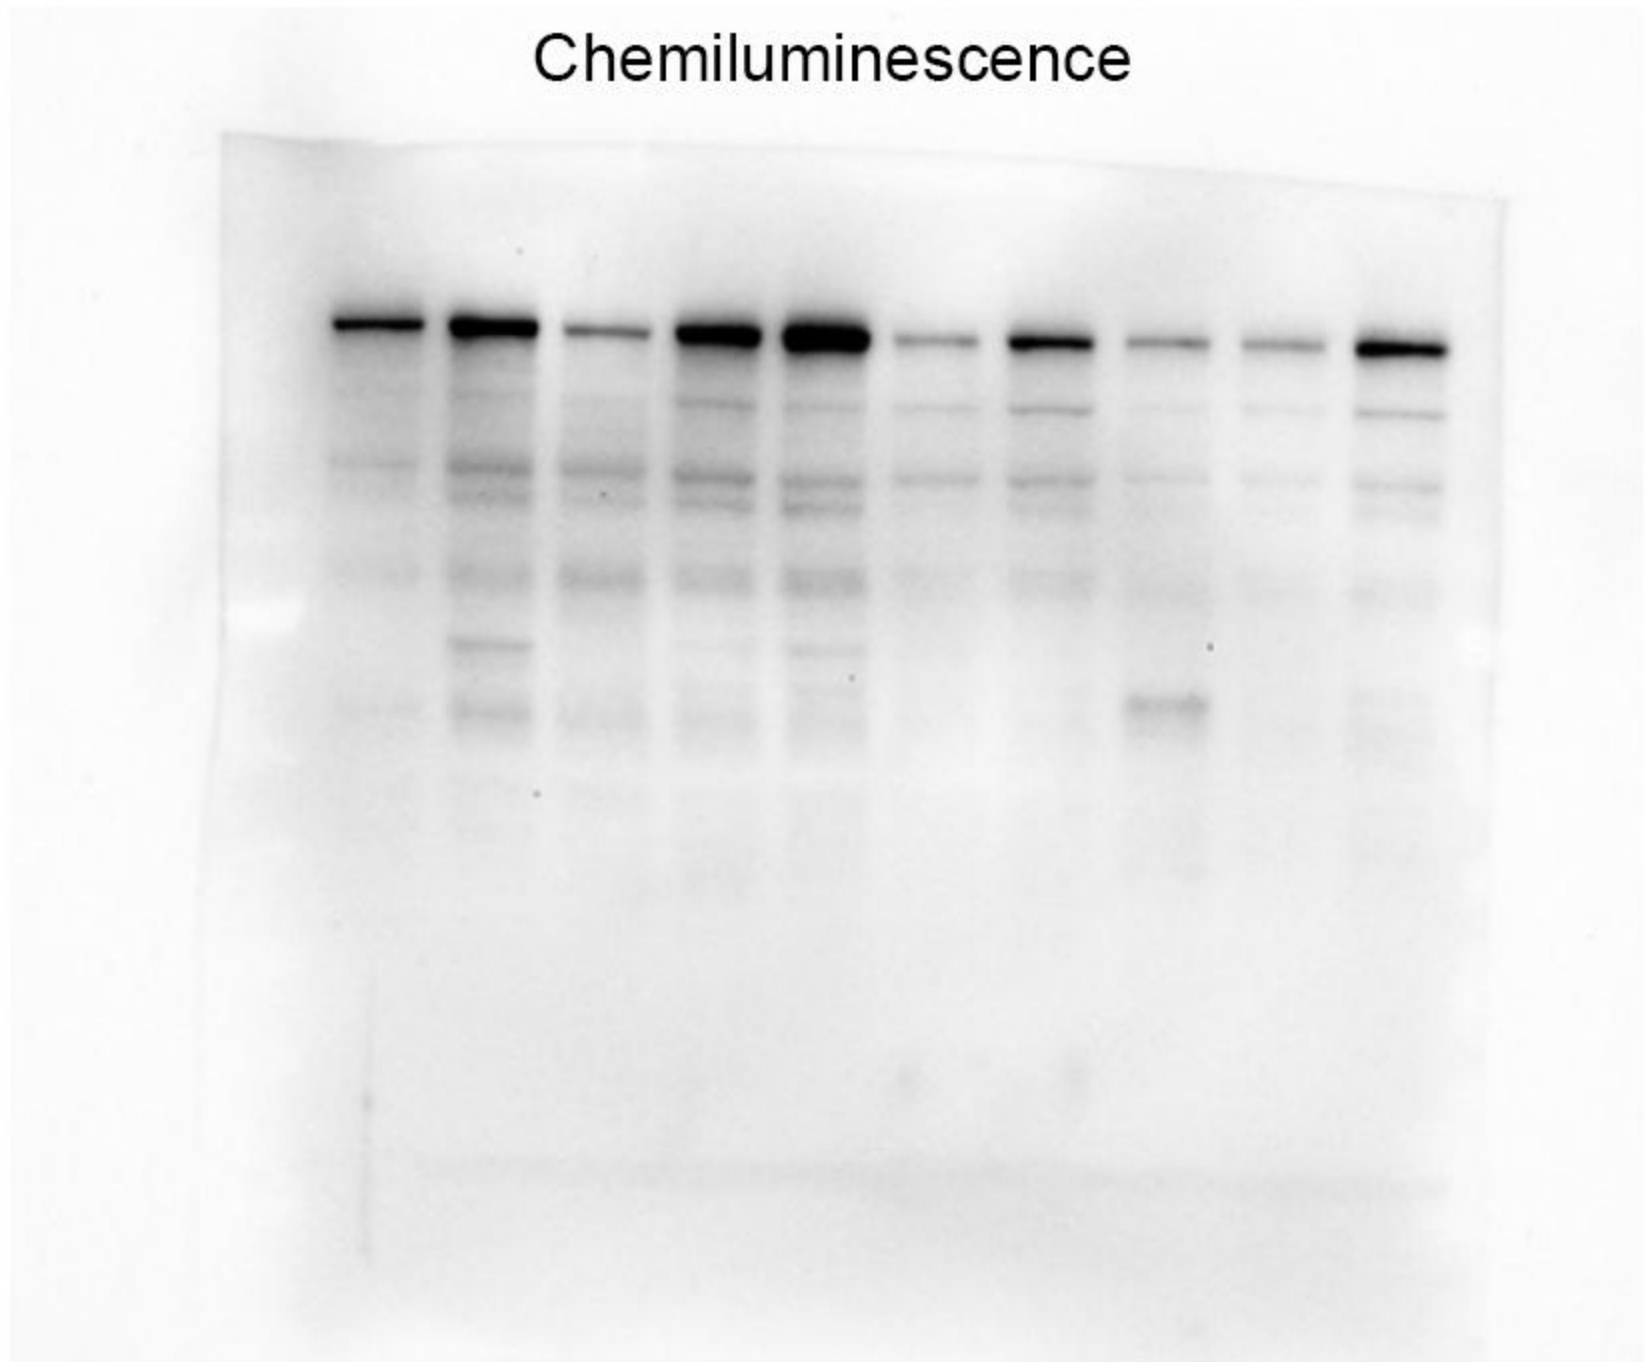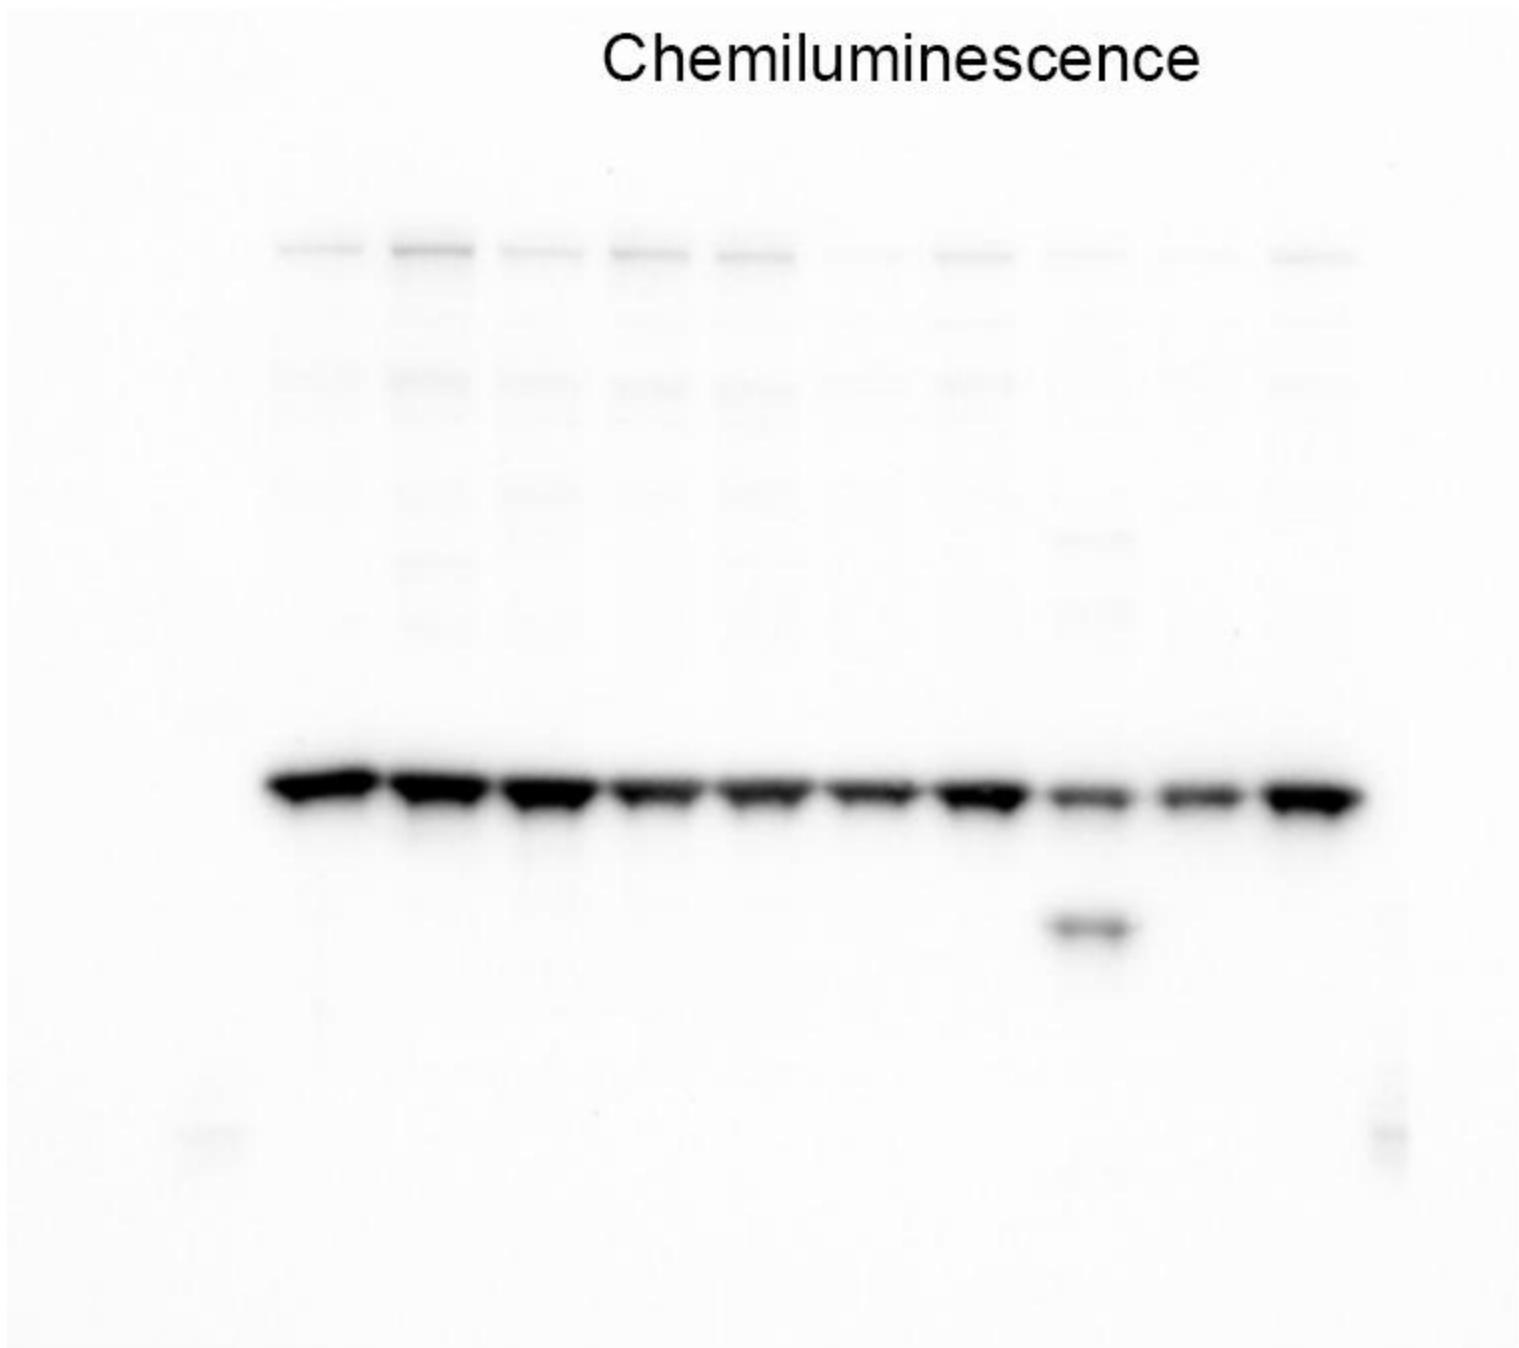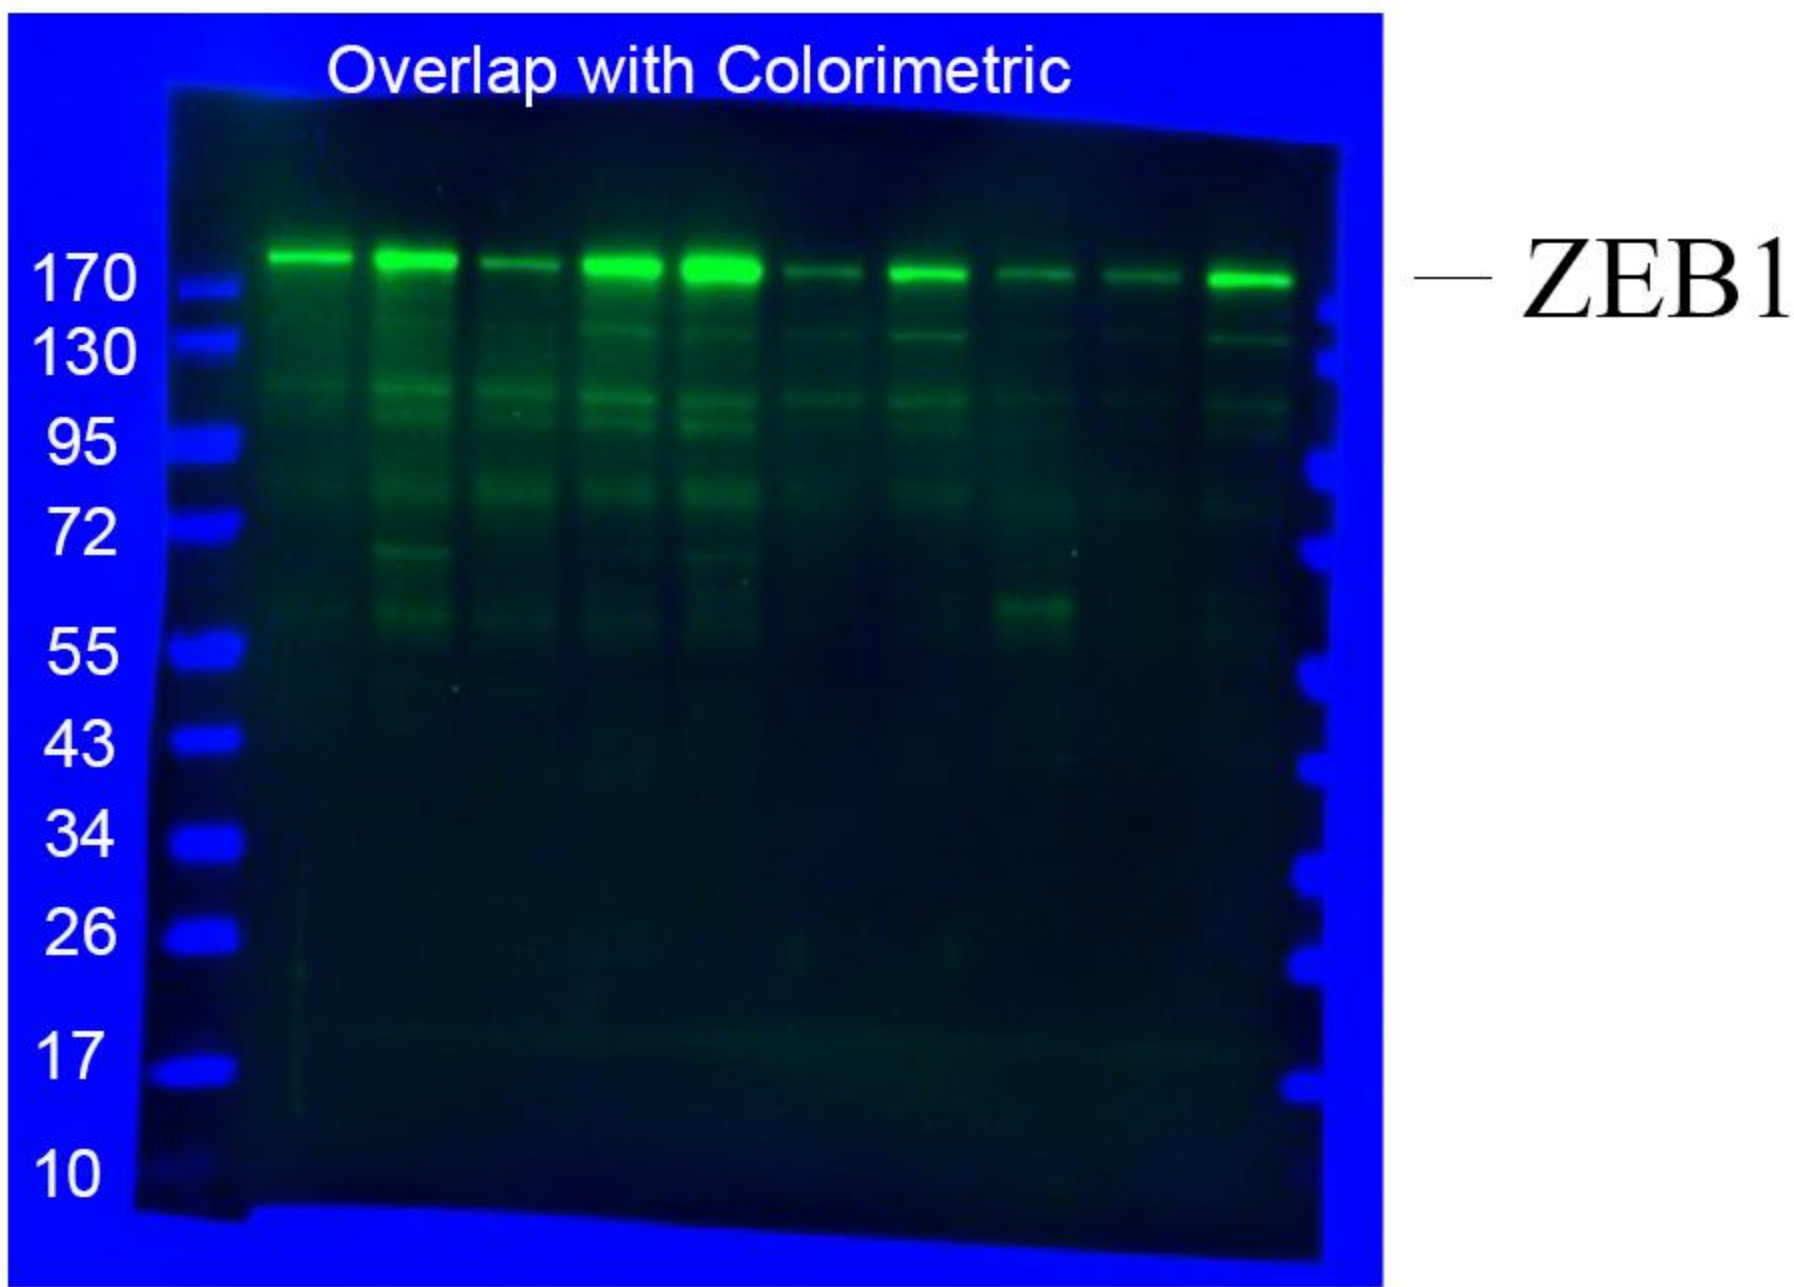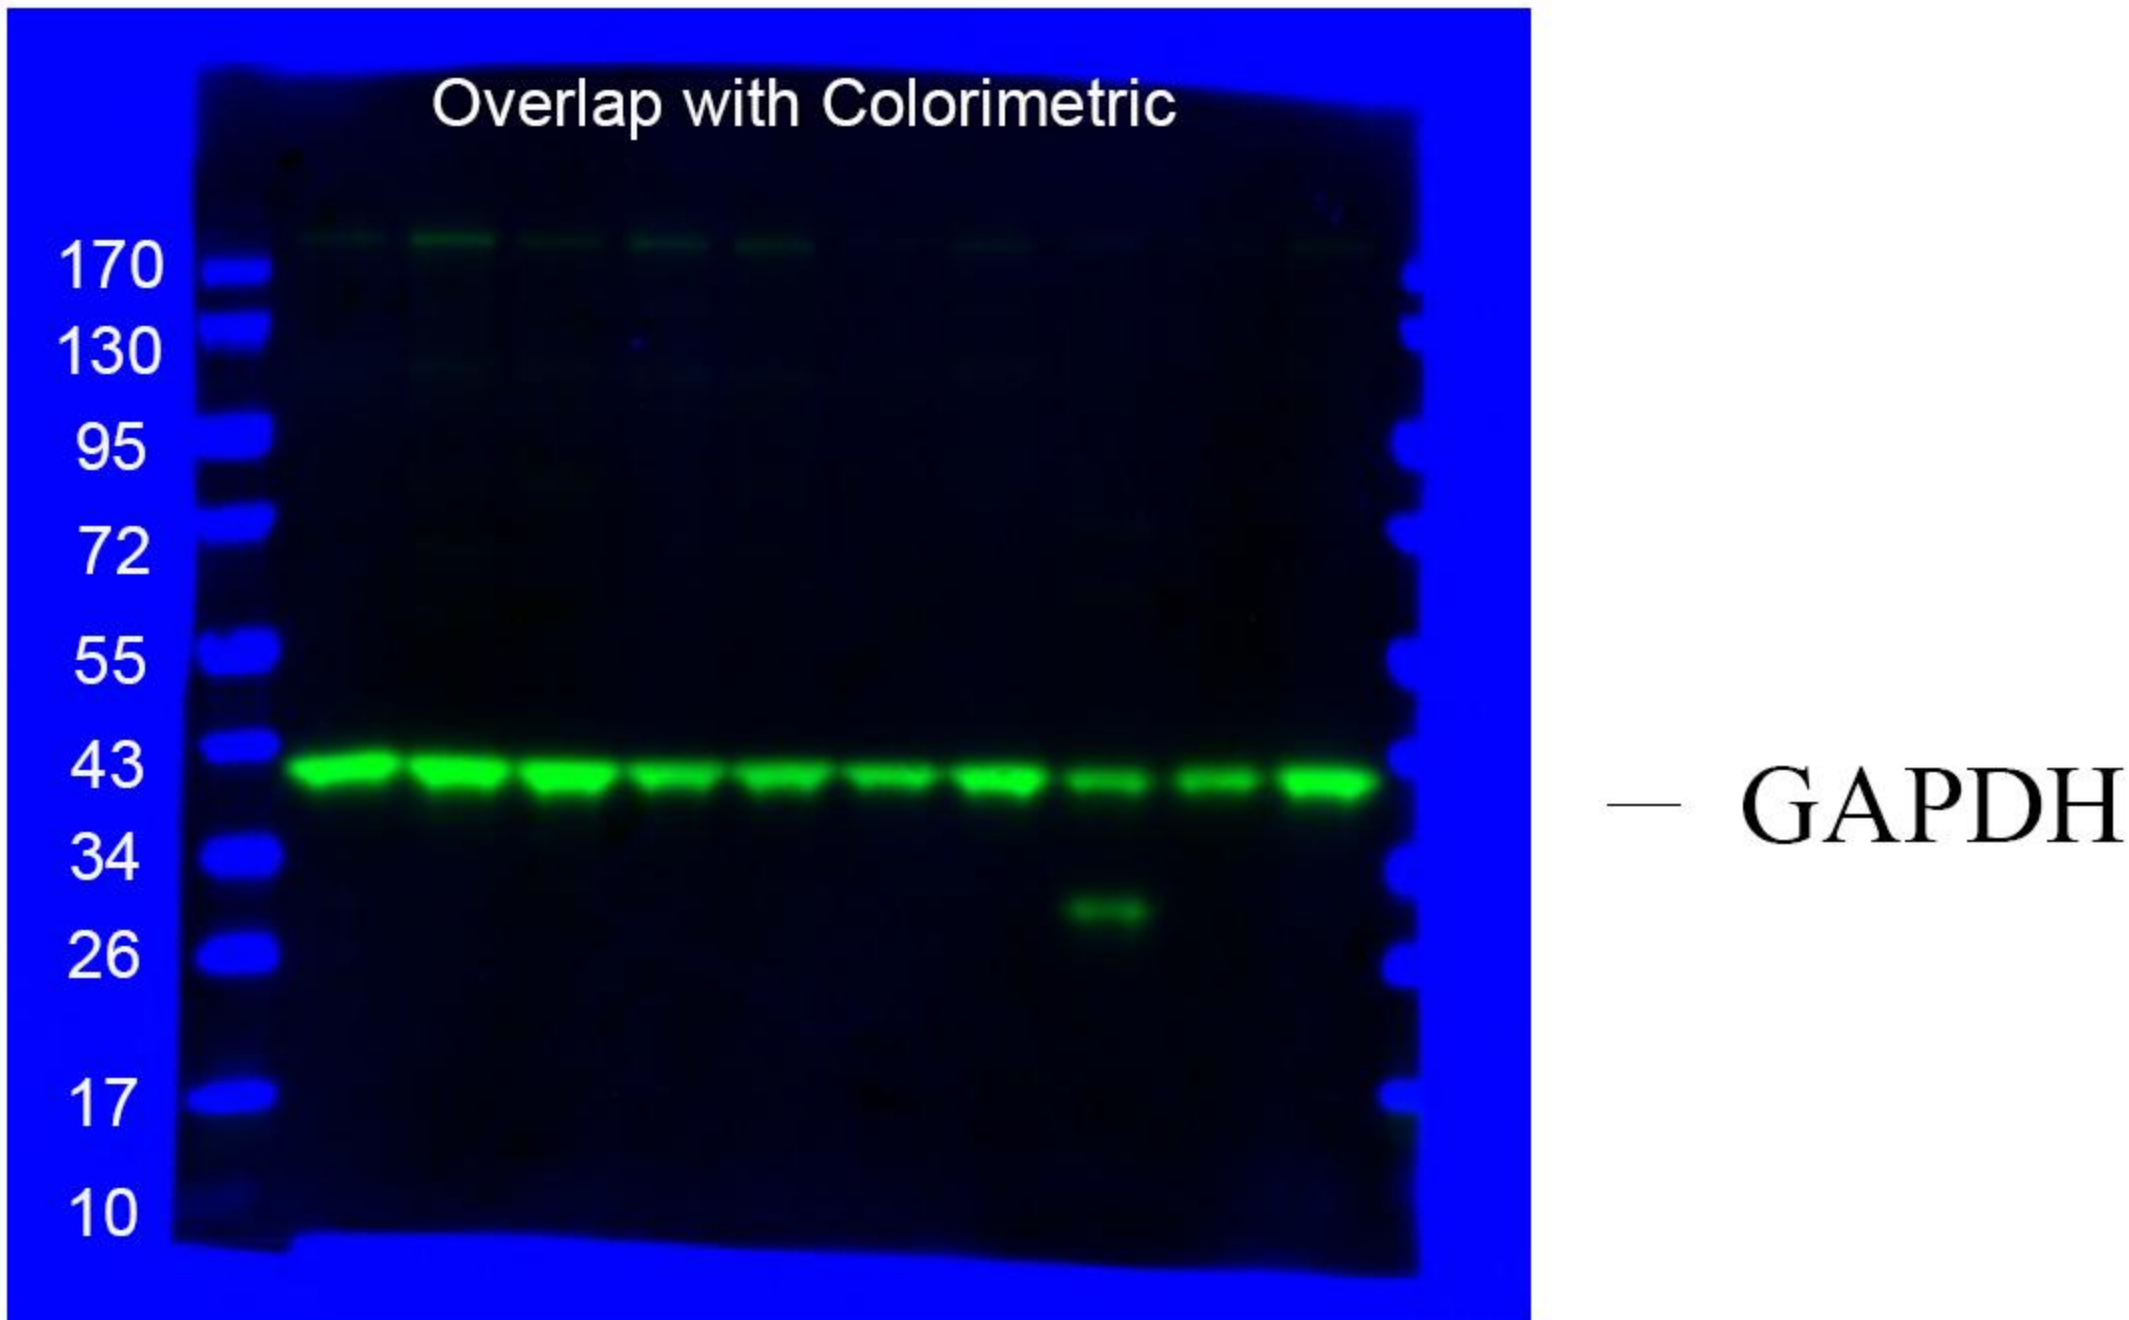

E-Cadherin

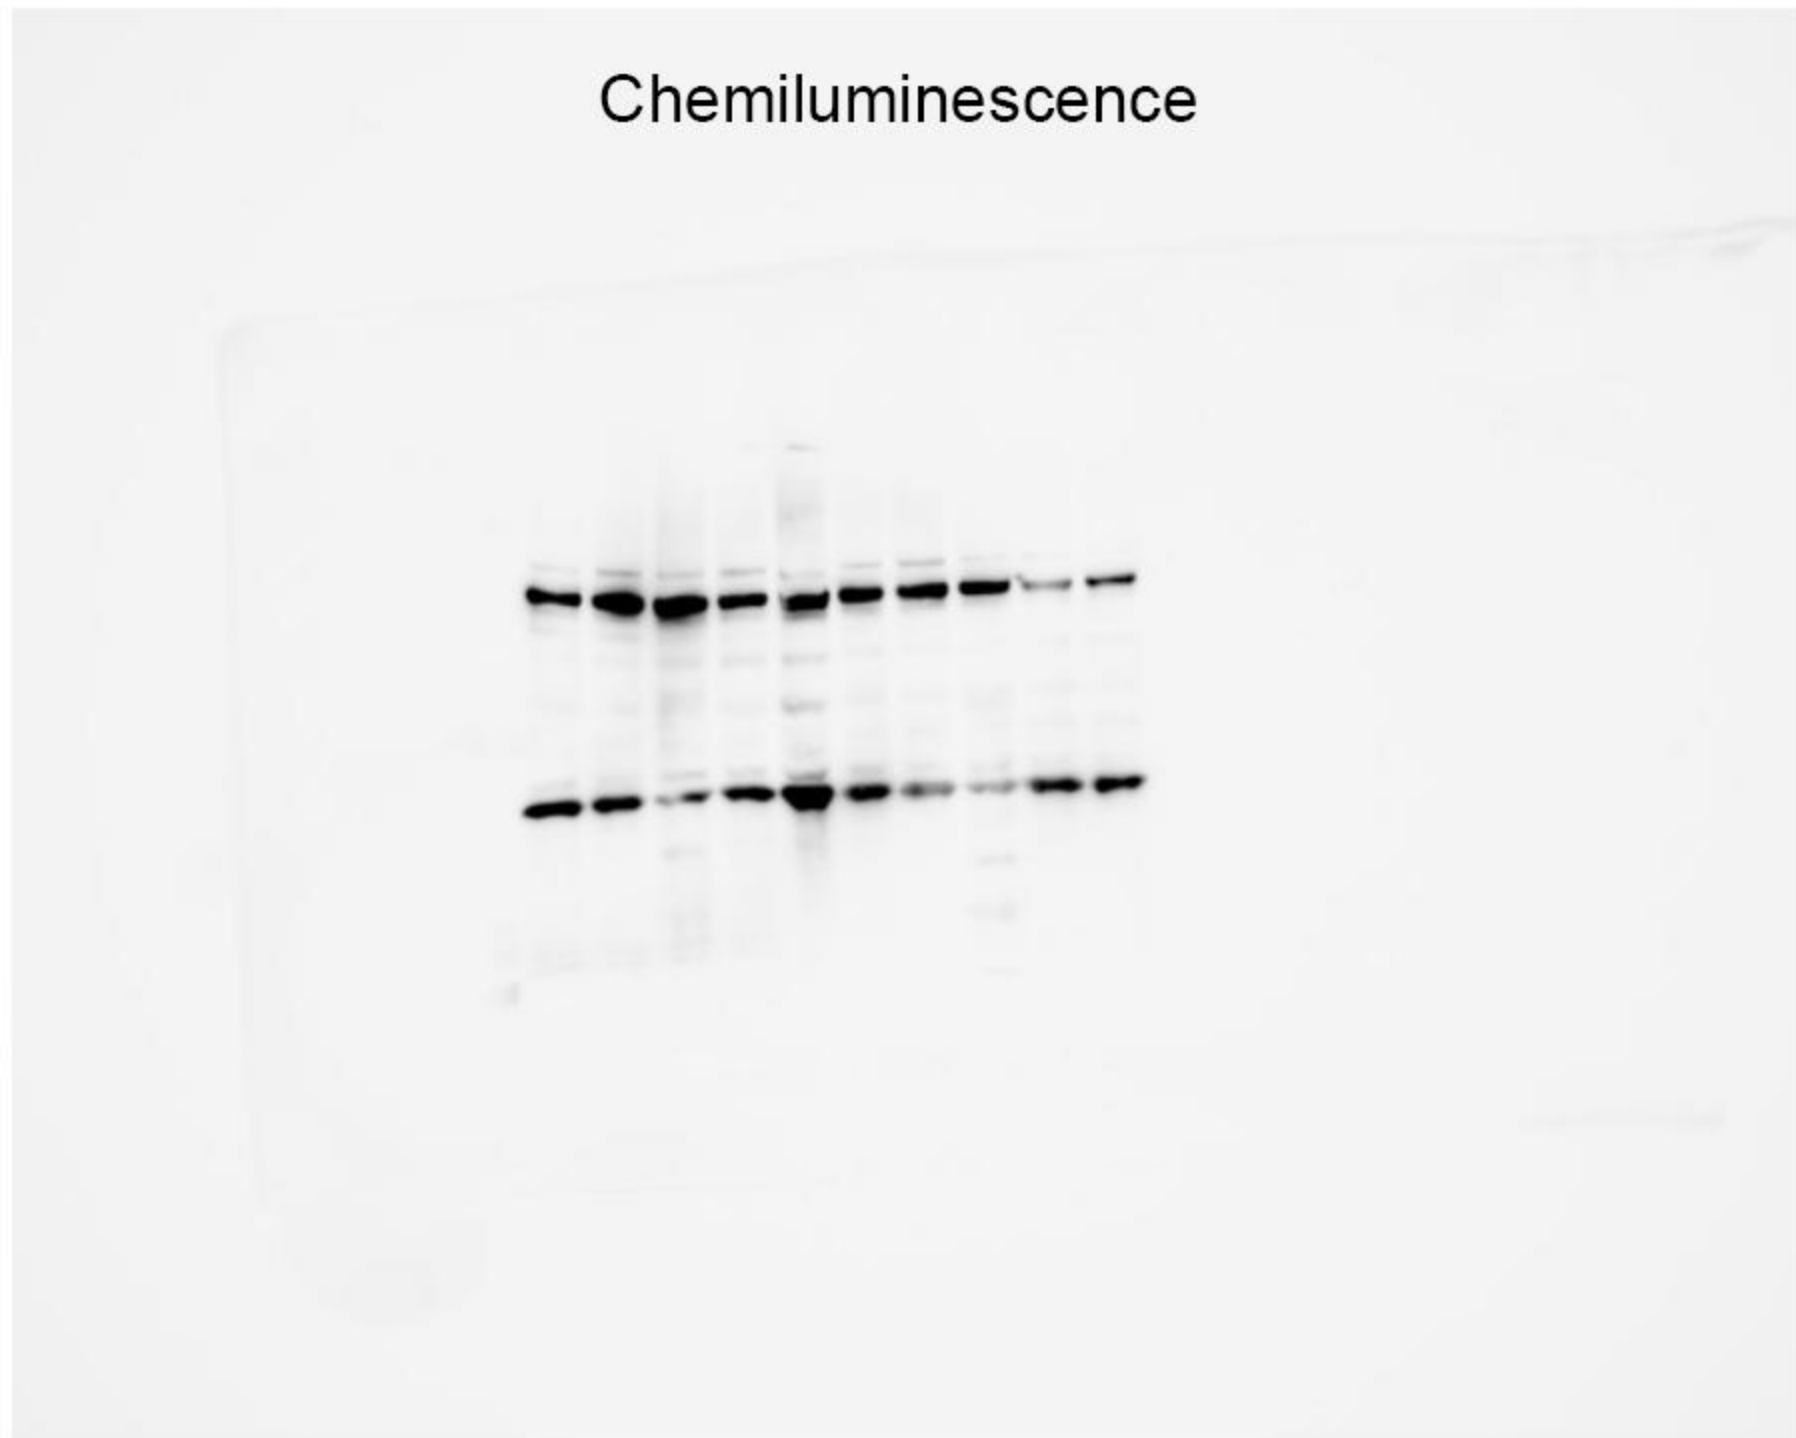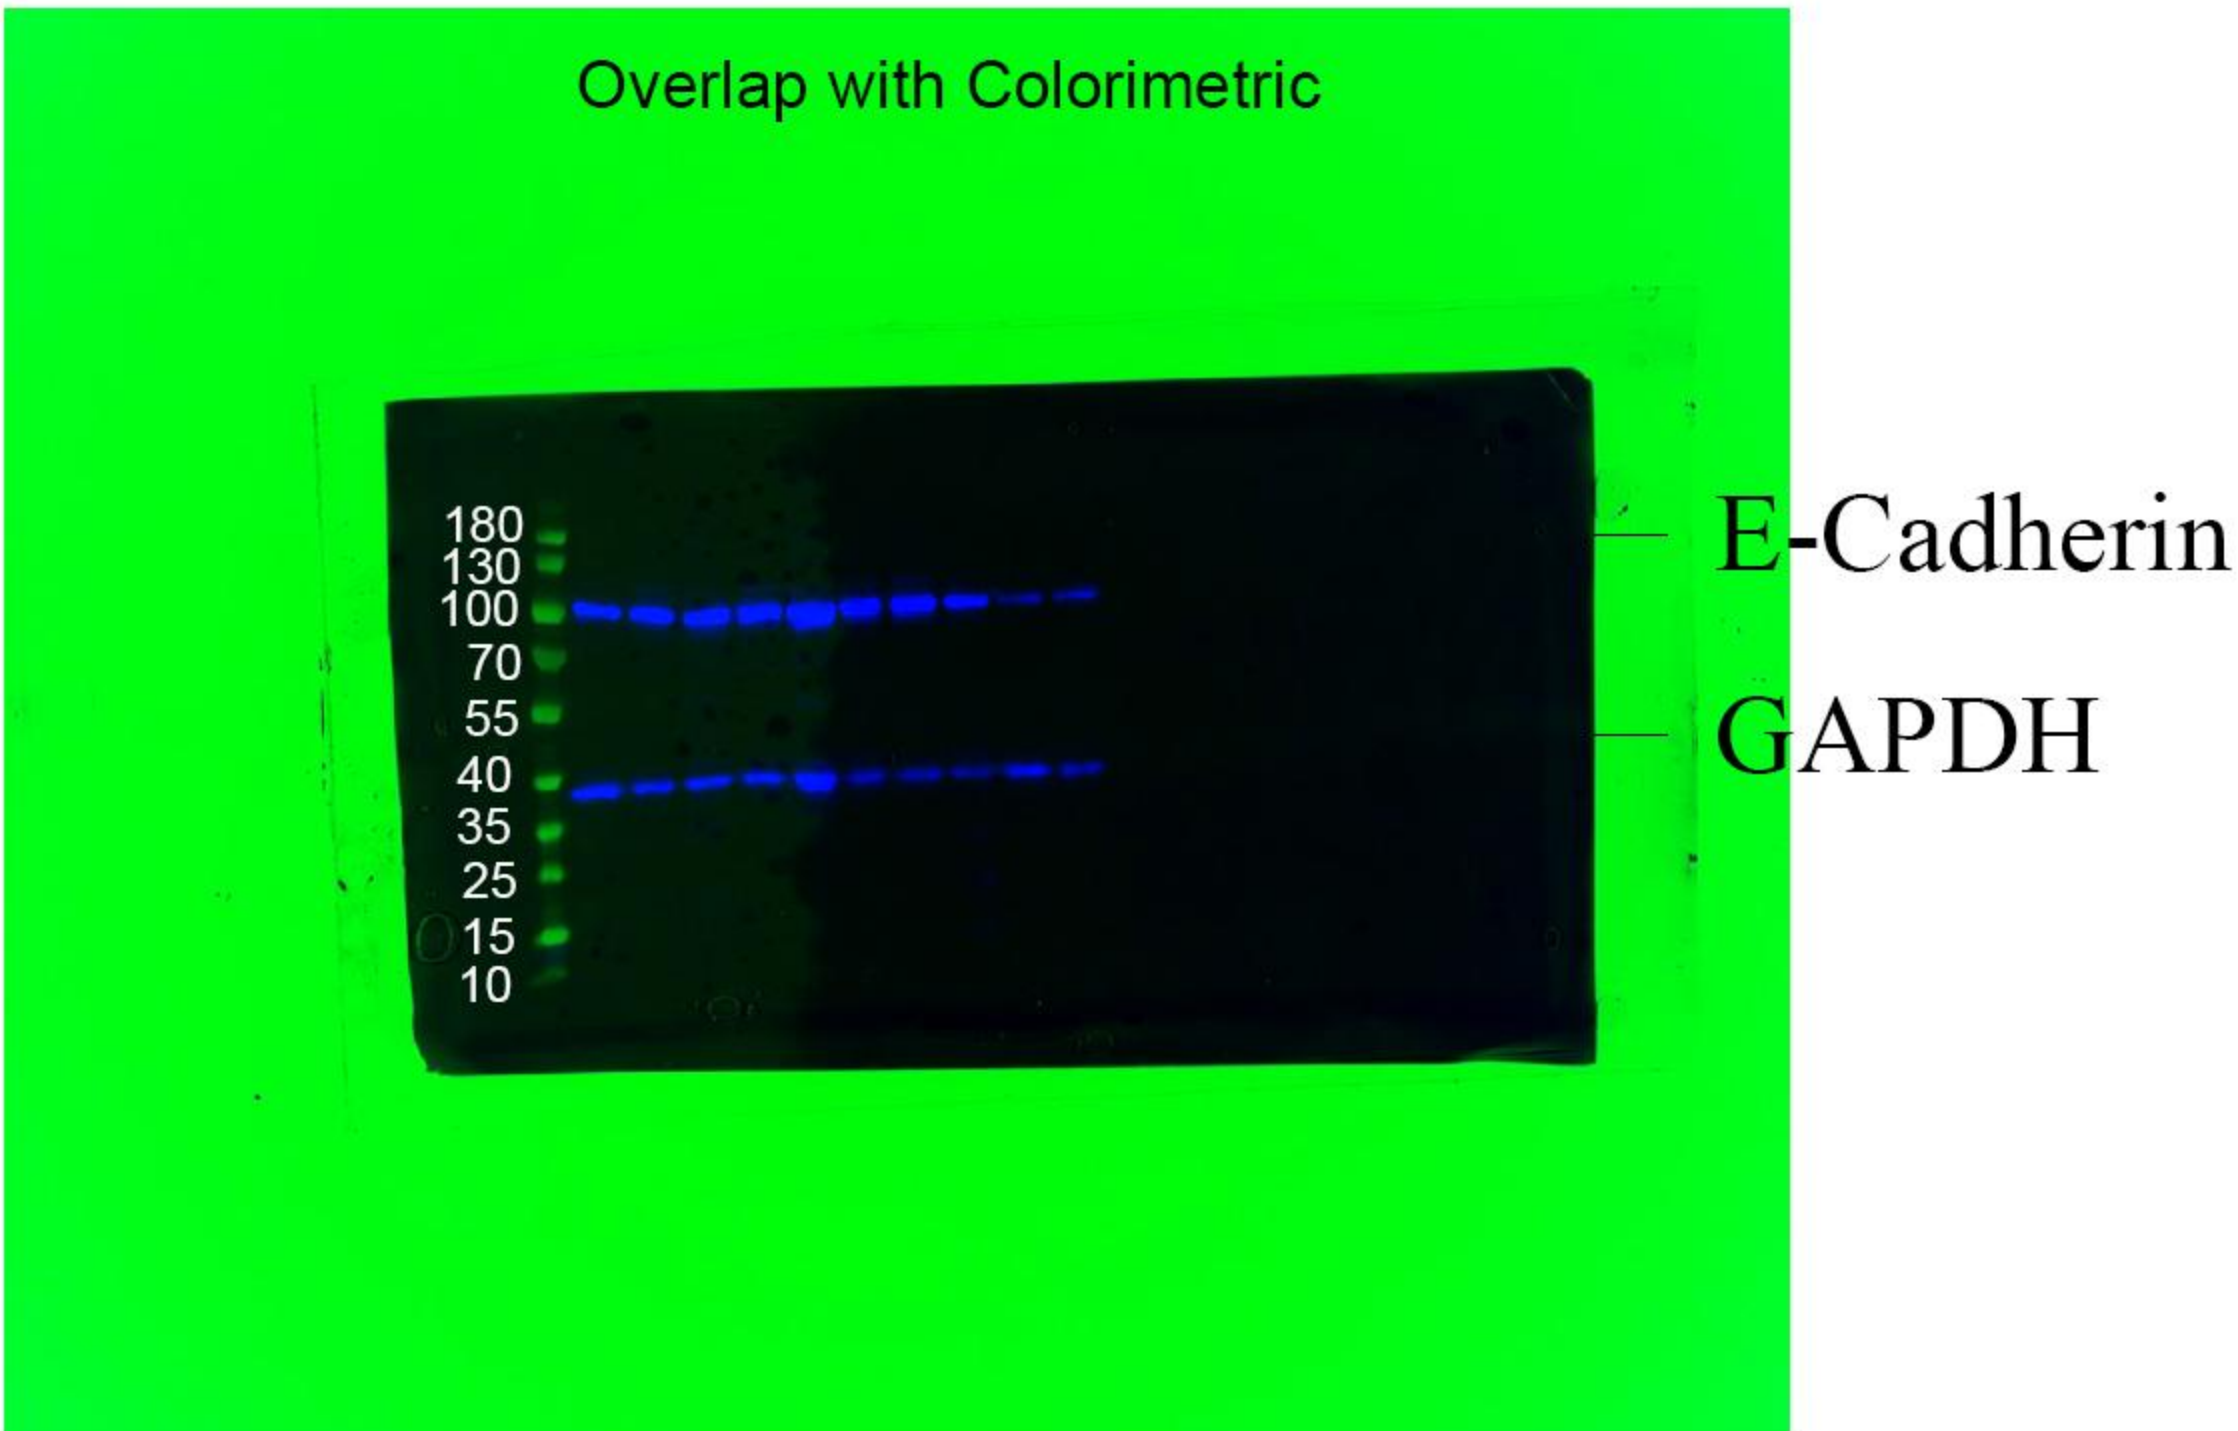

GAPDH for E-cadherin Quantification

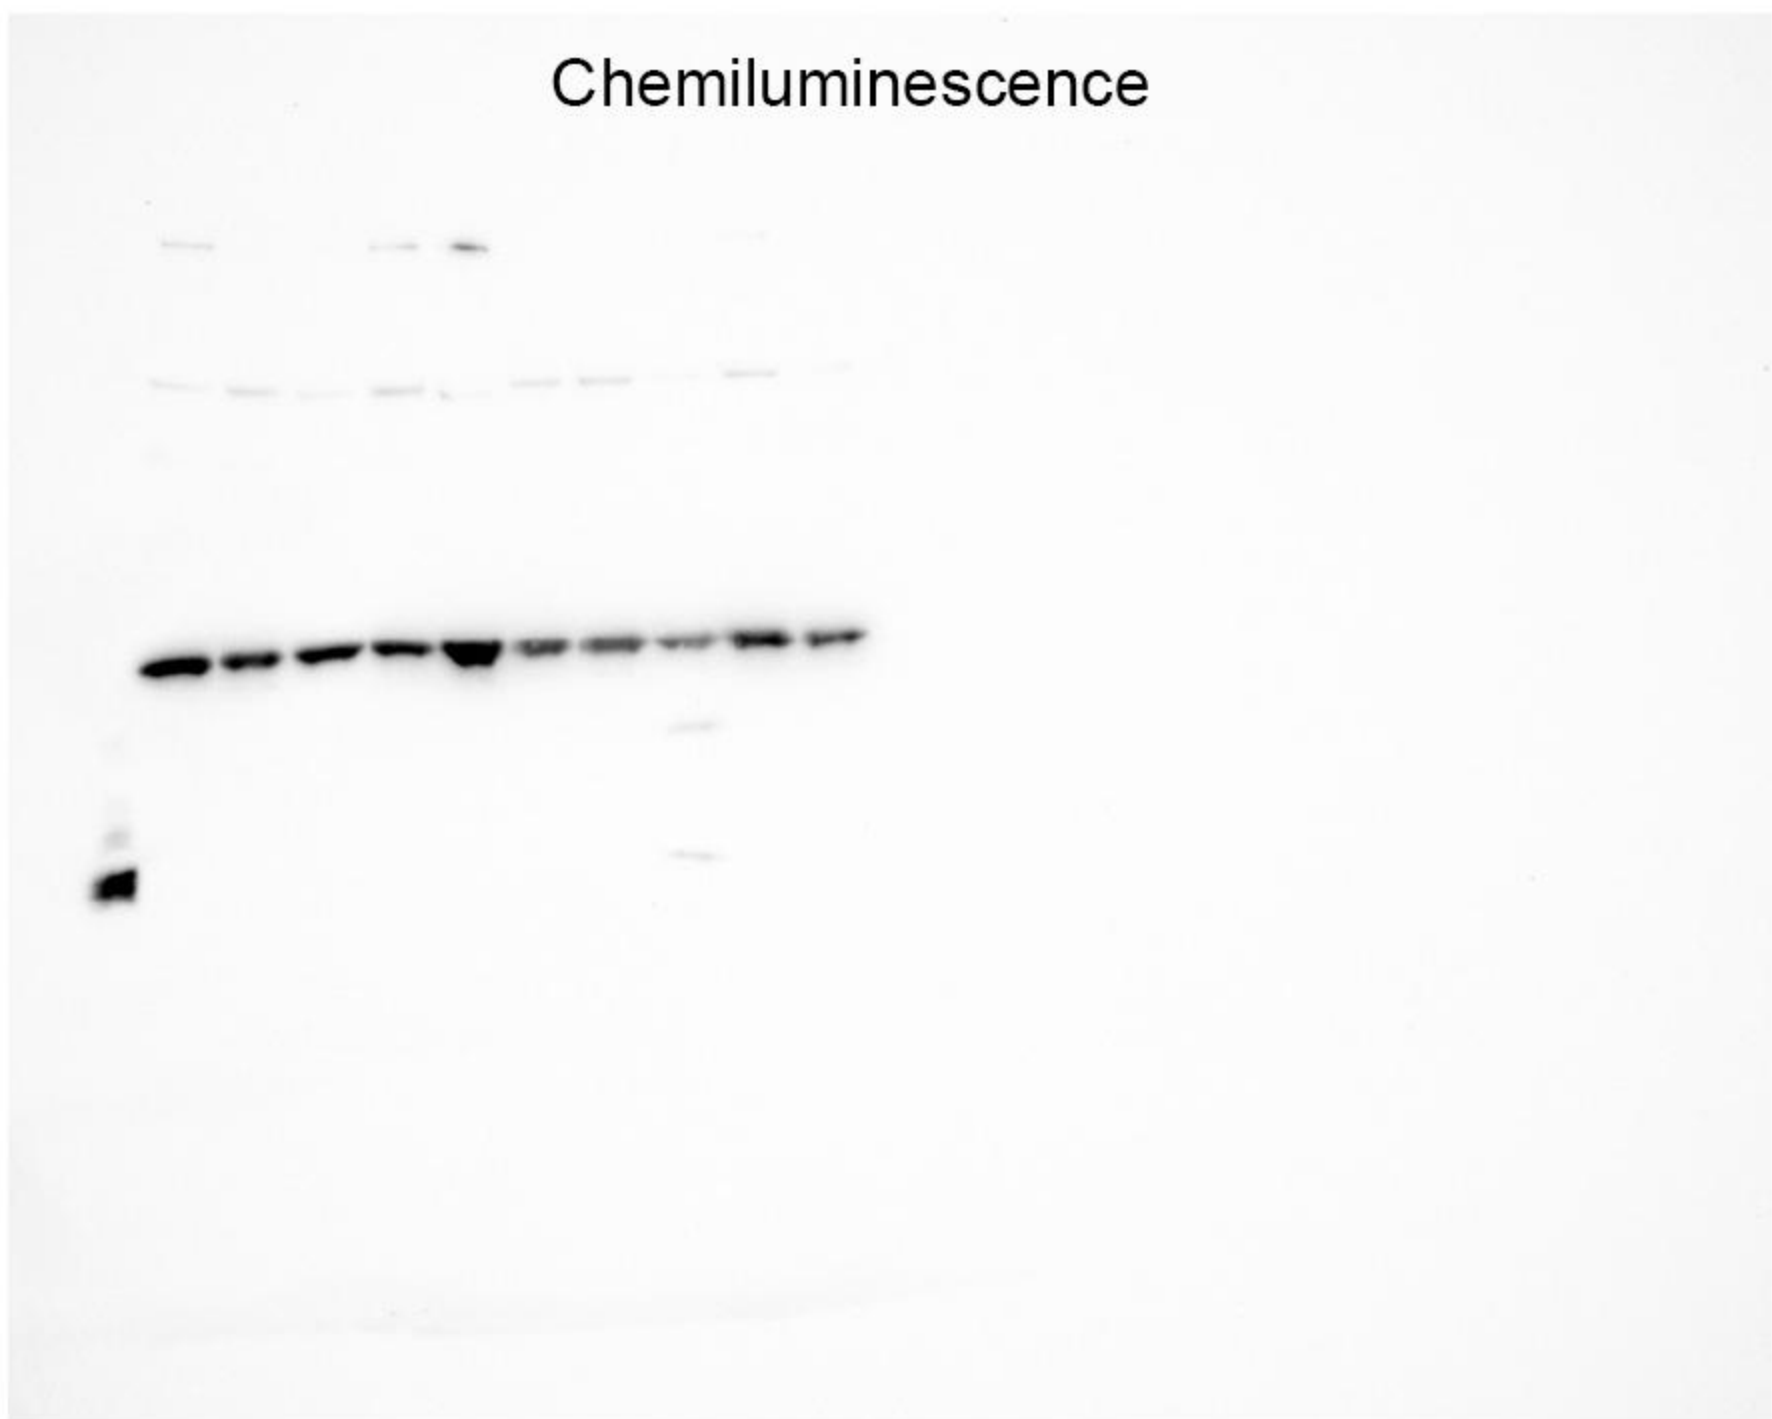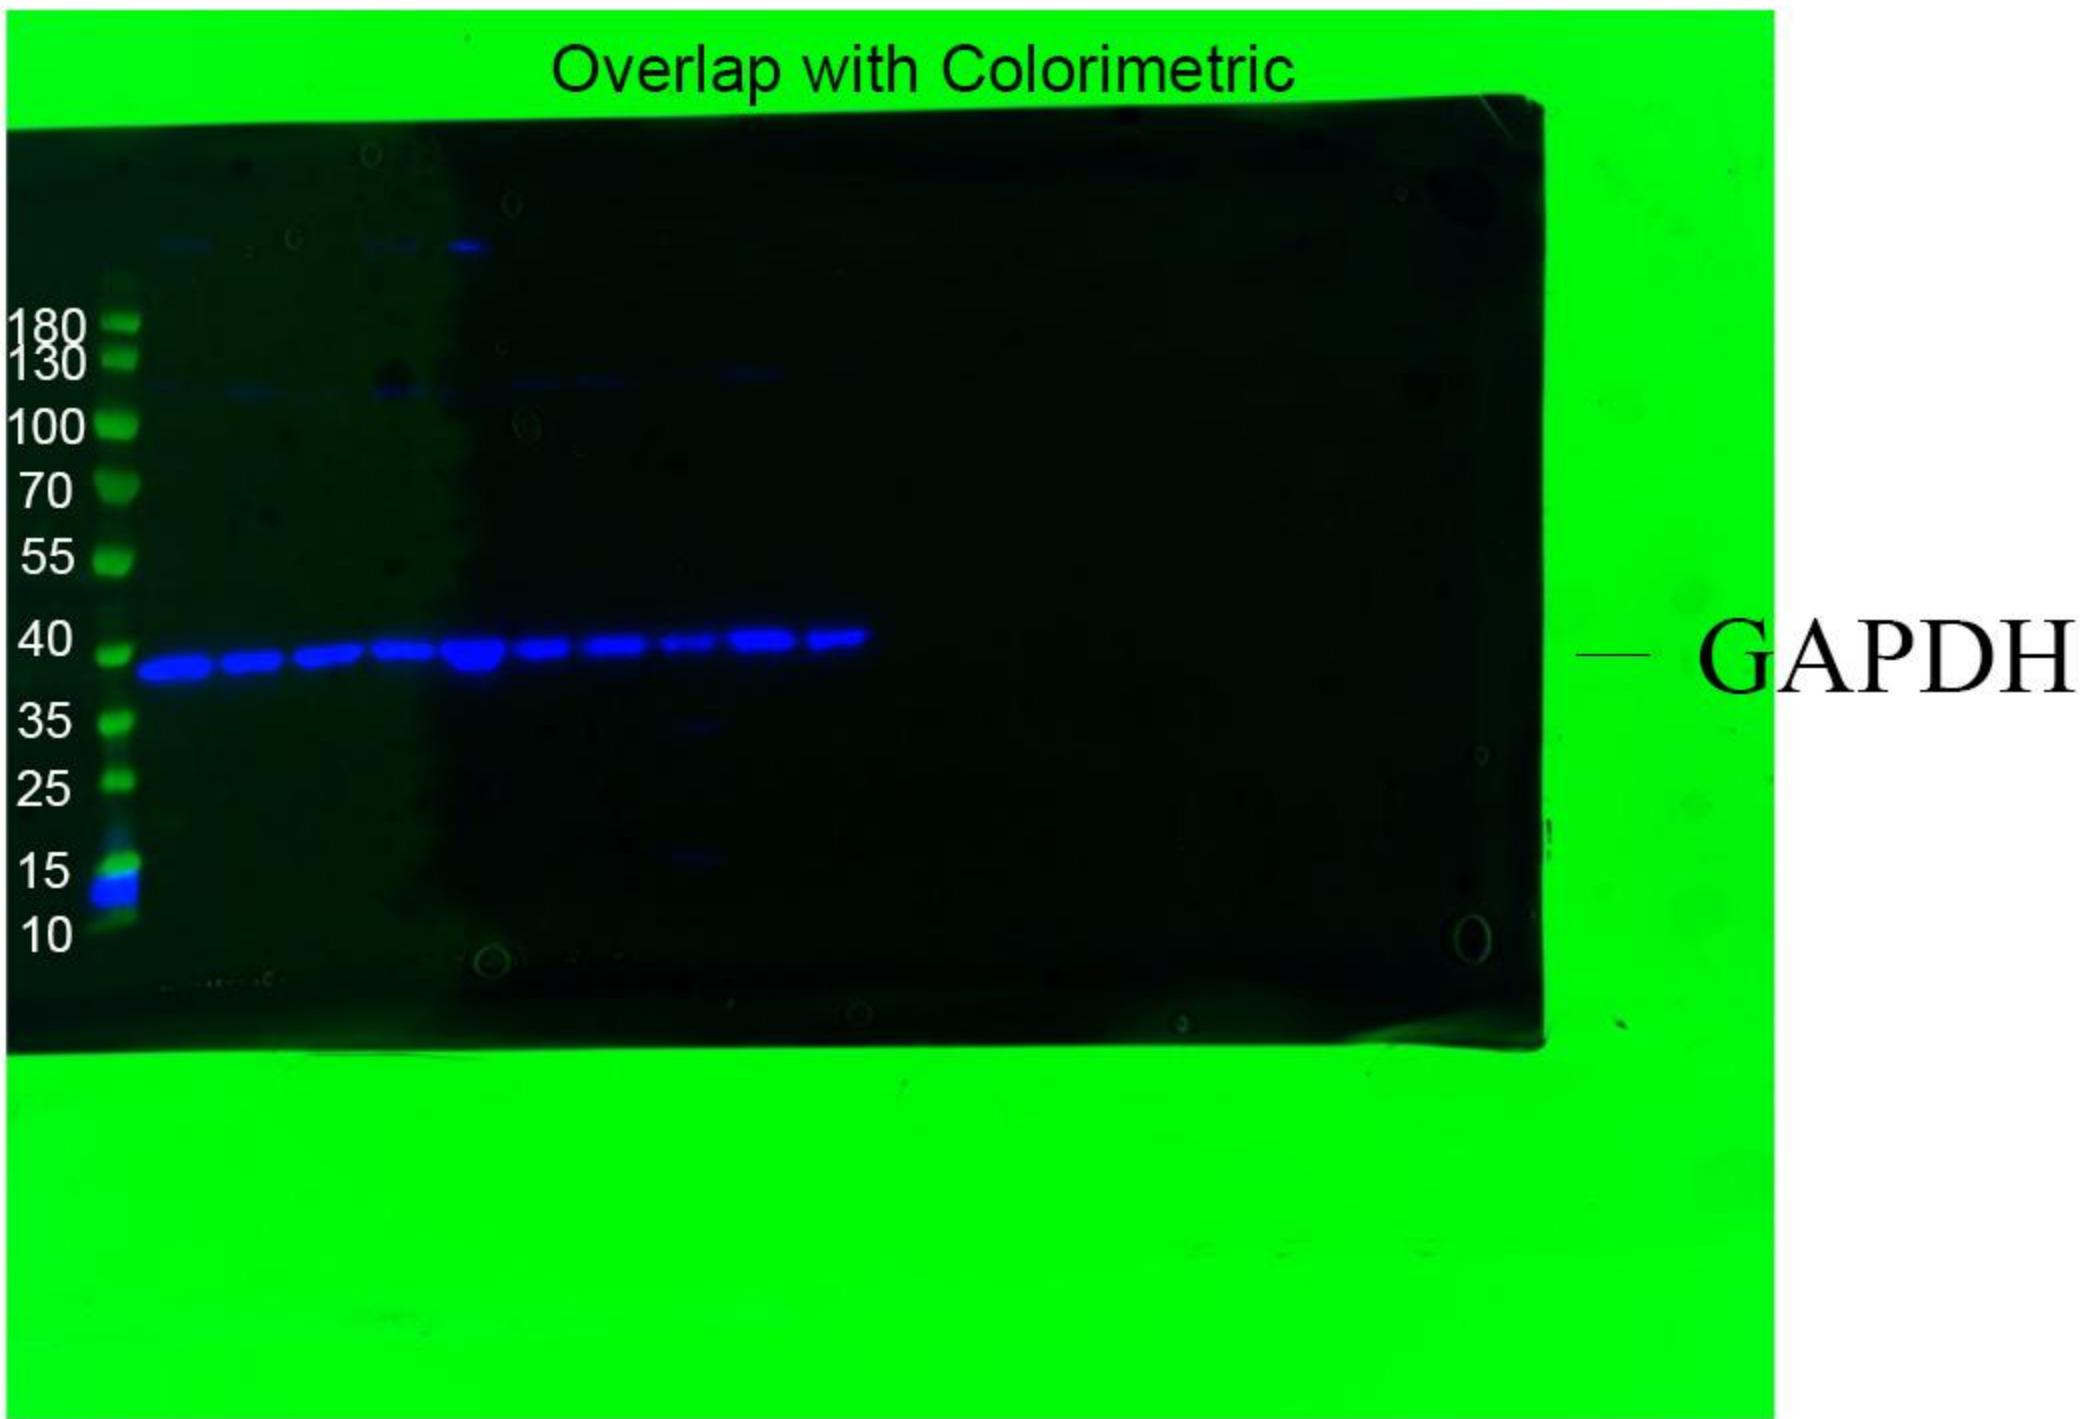

Figure 4C

pERK

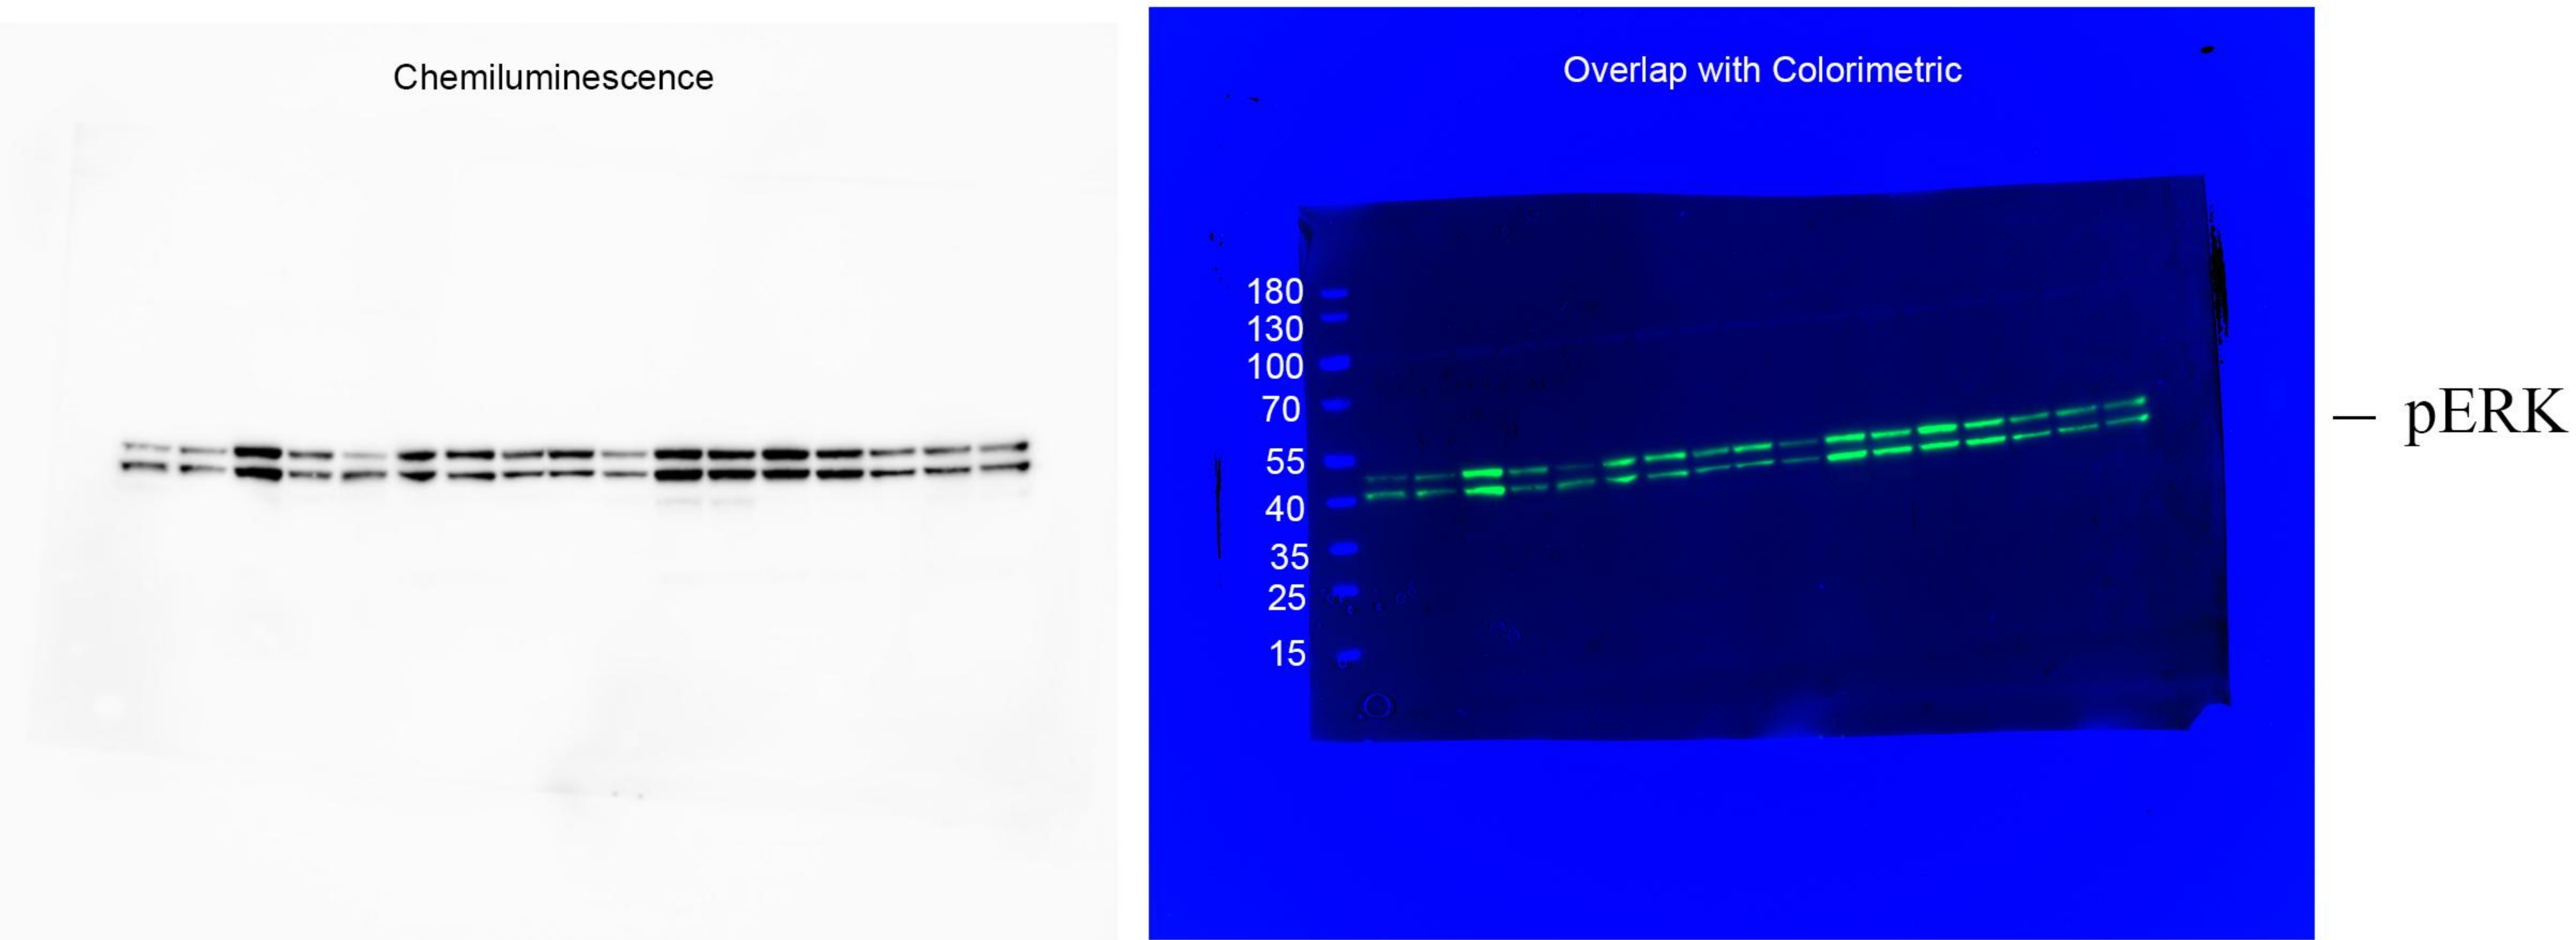

ERK

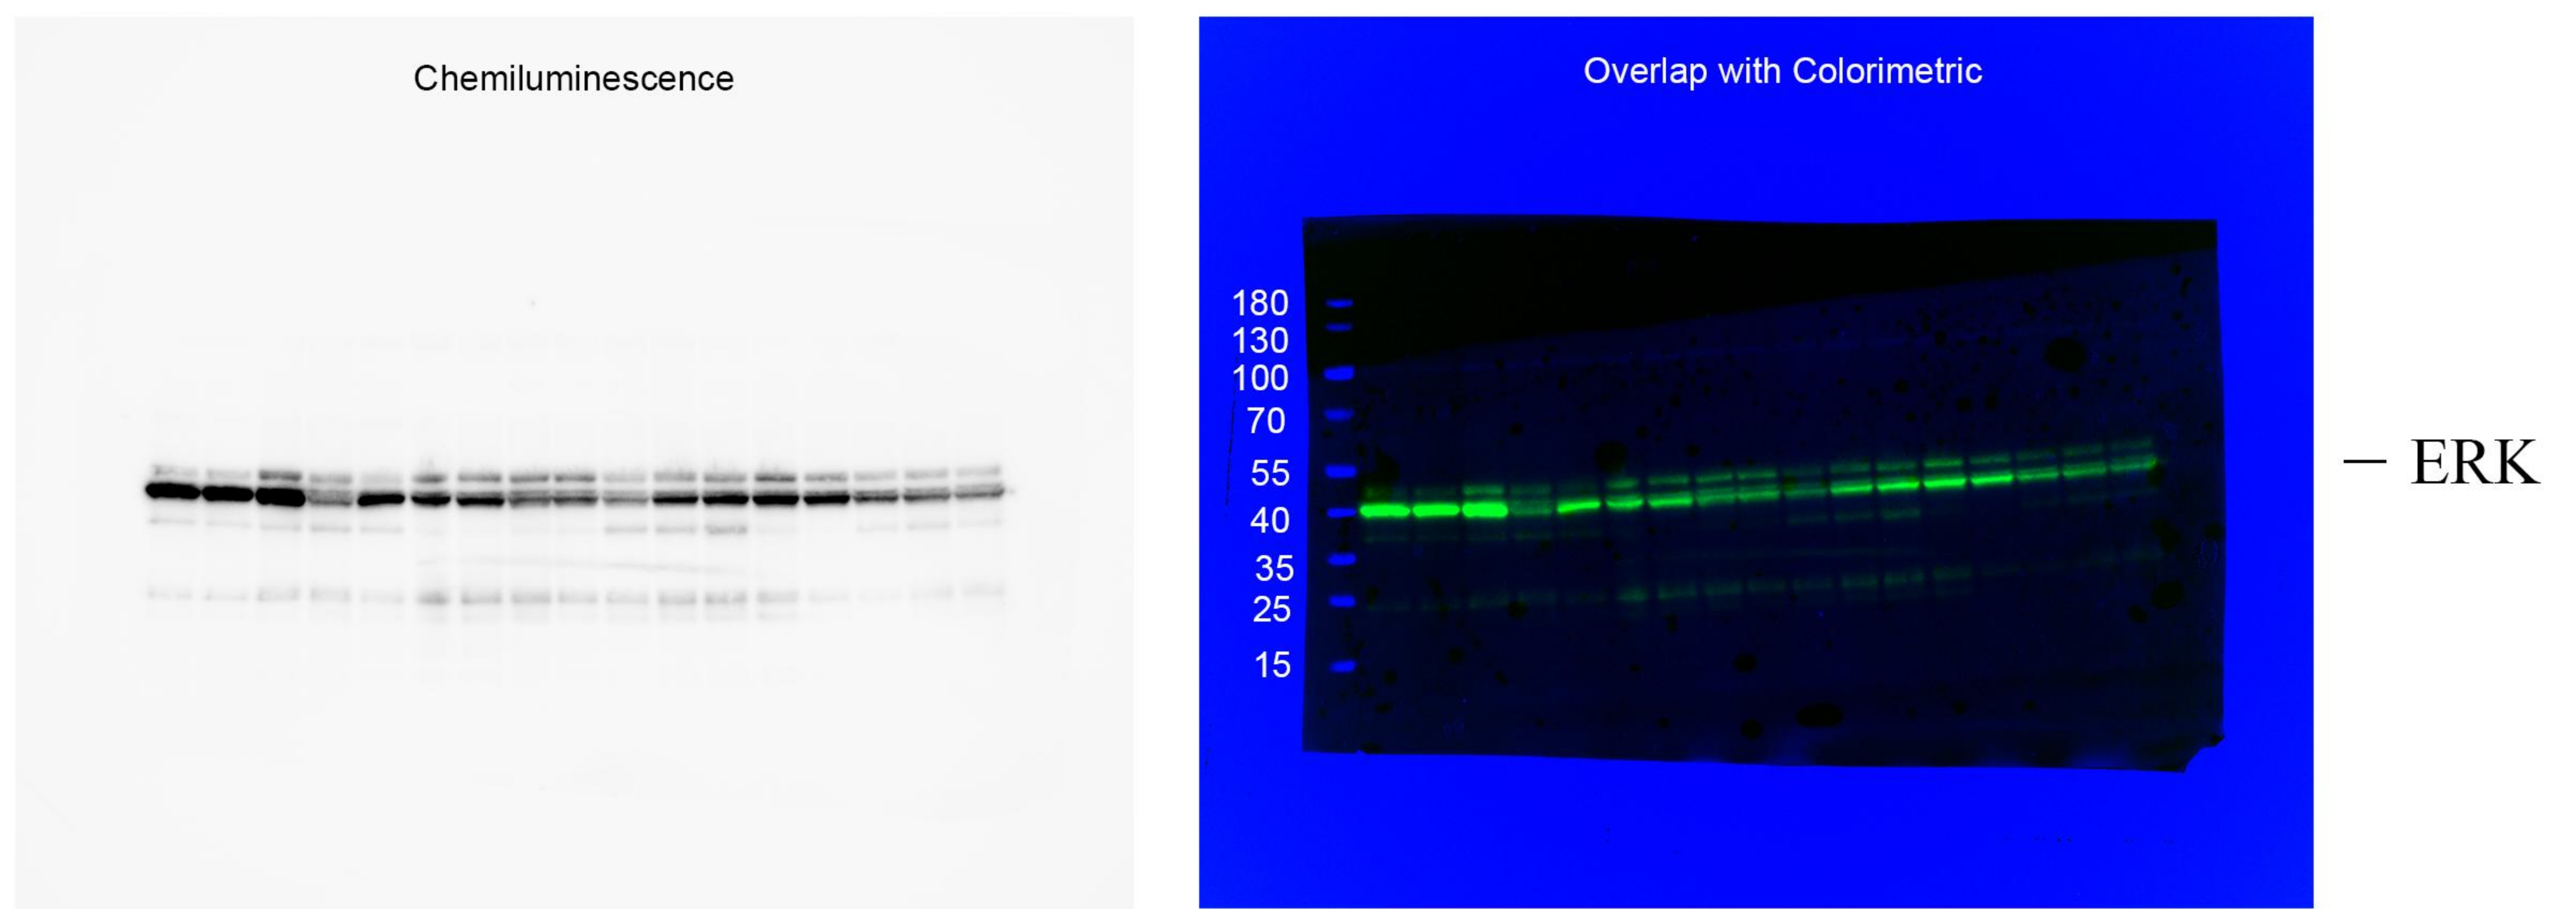

GAPDH

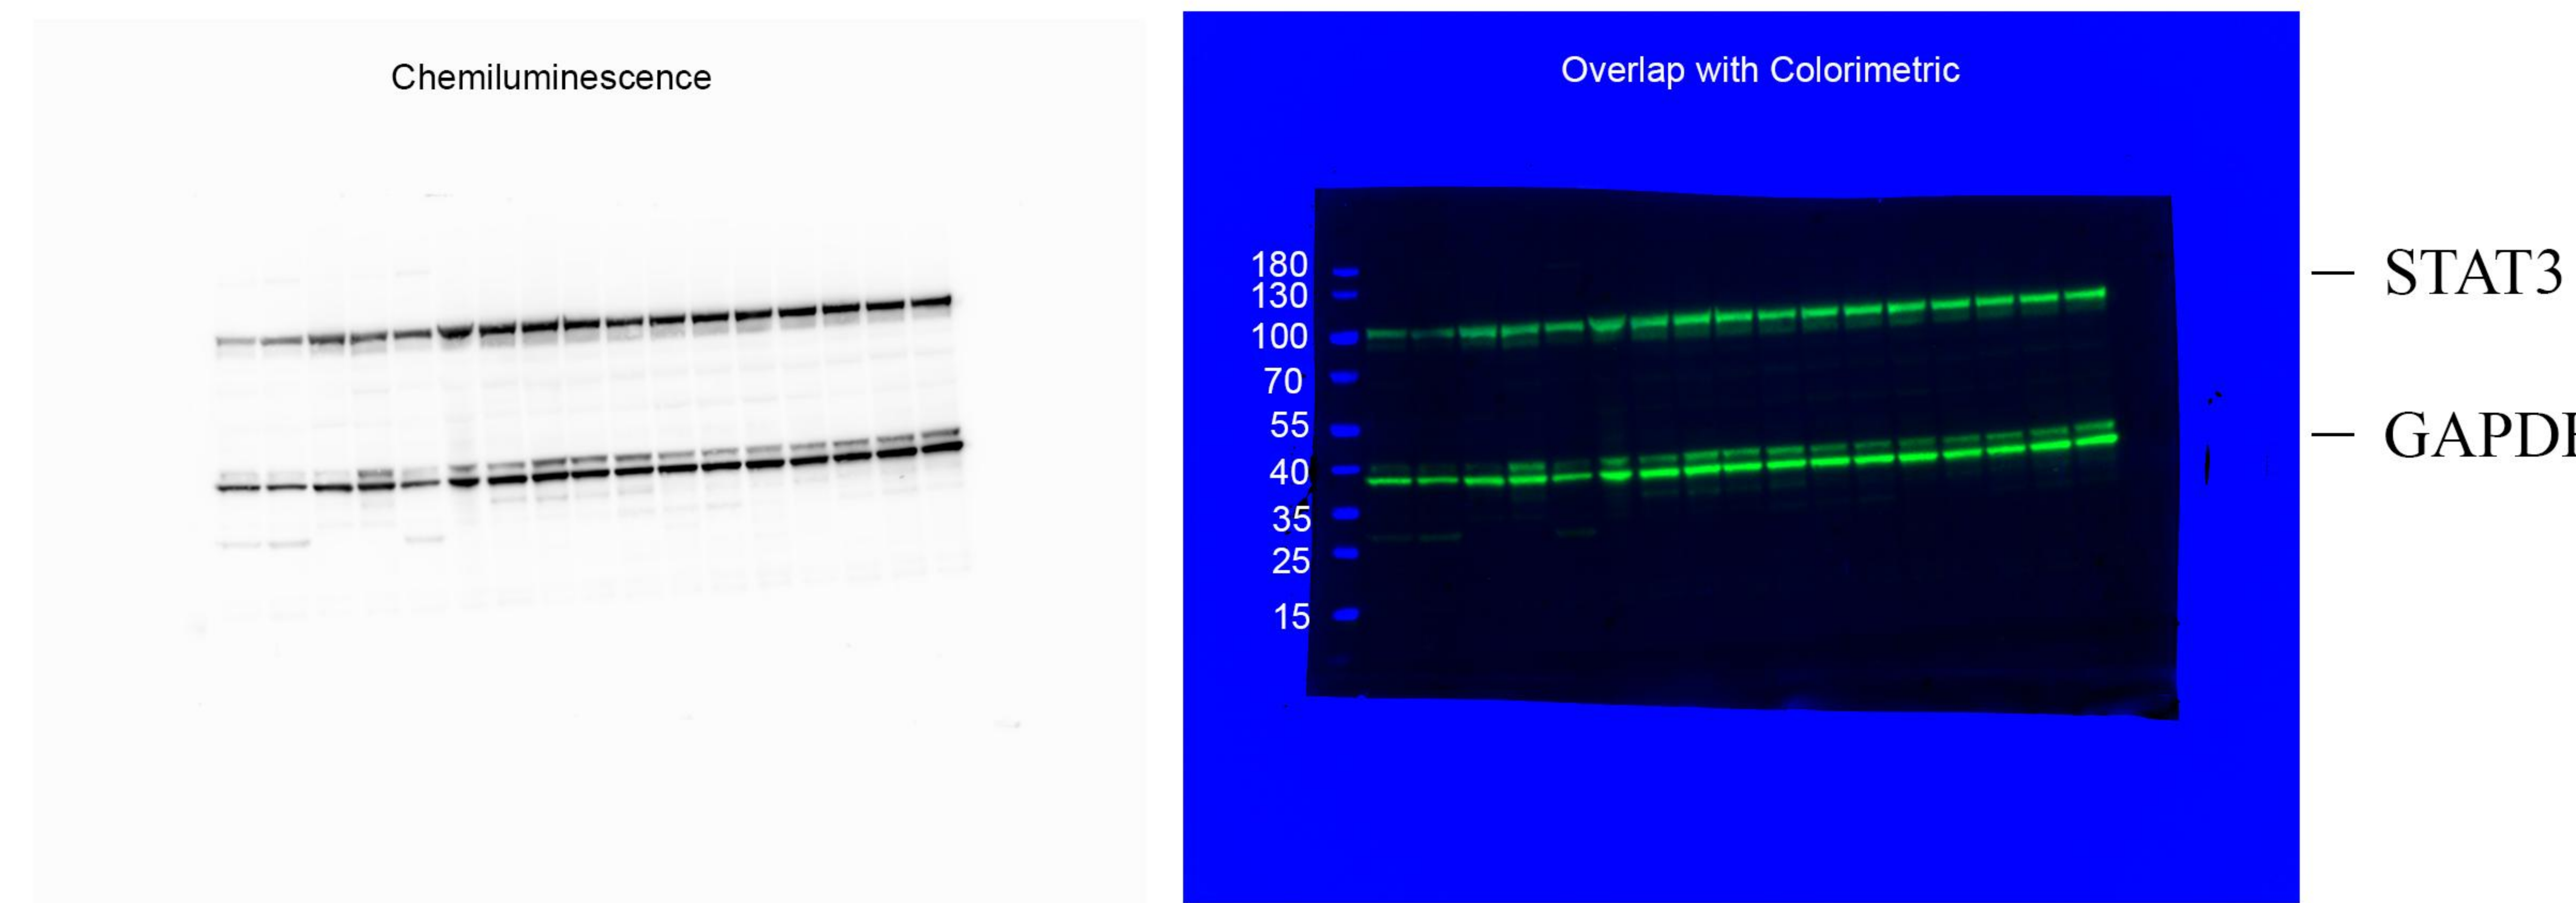

Figure 5J

pSTAT3

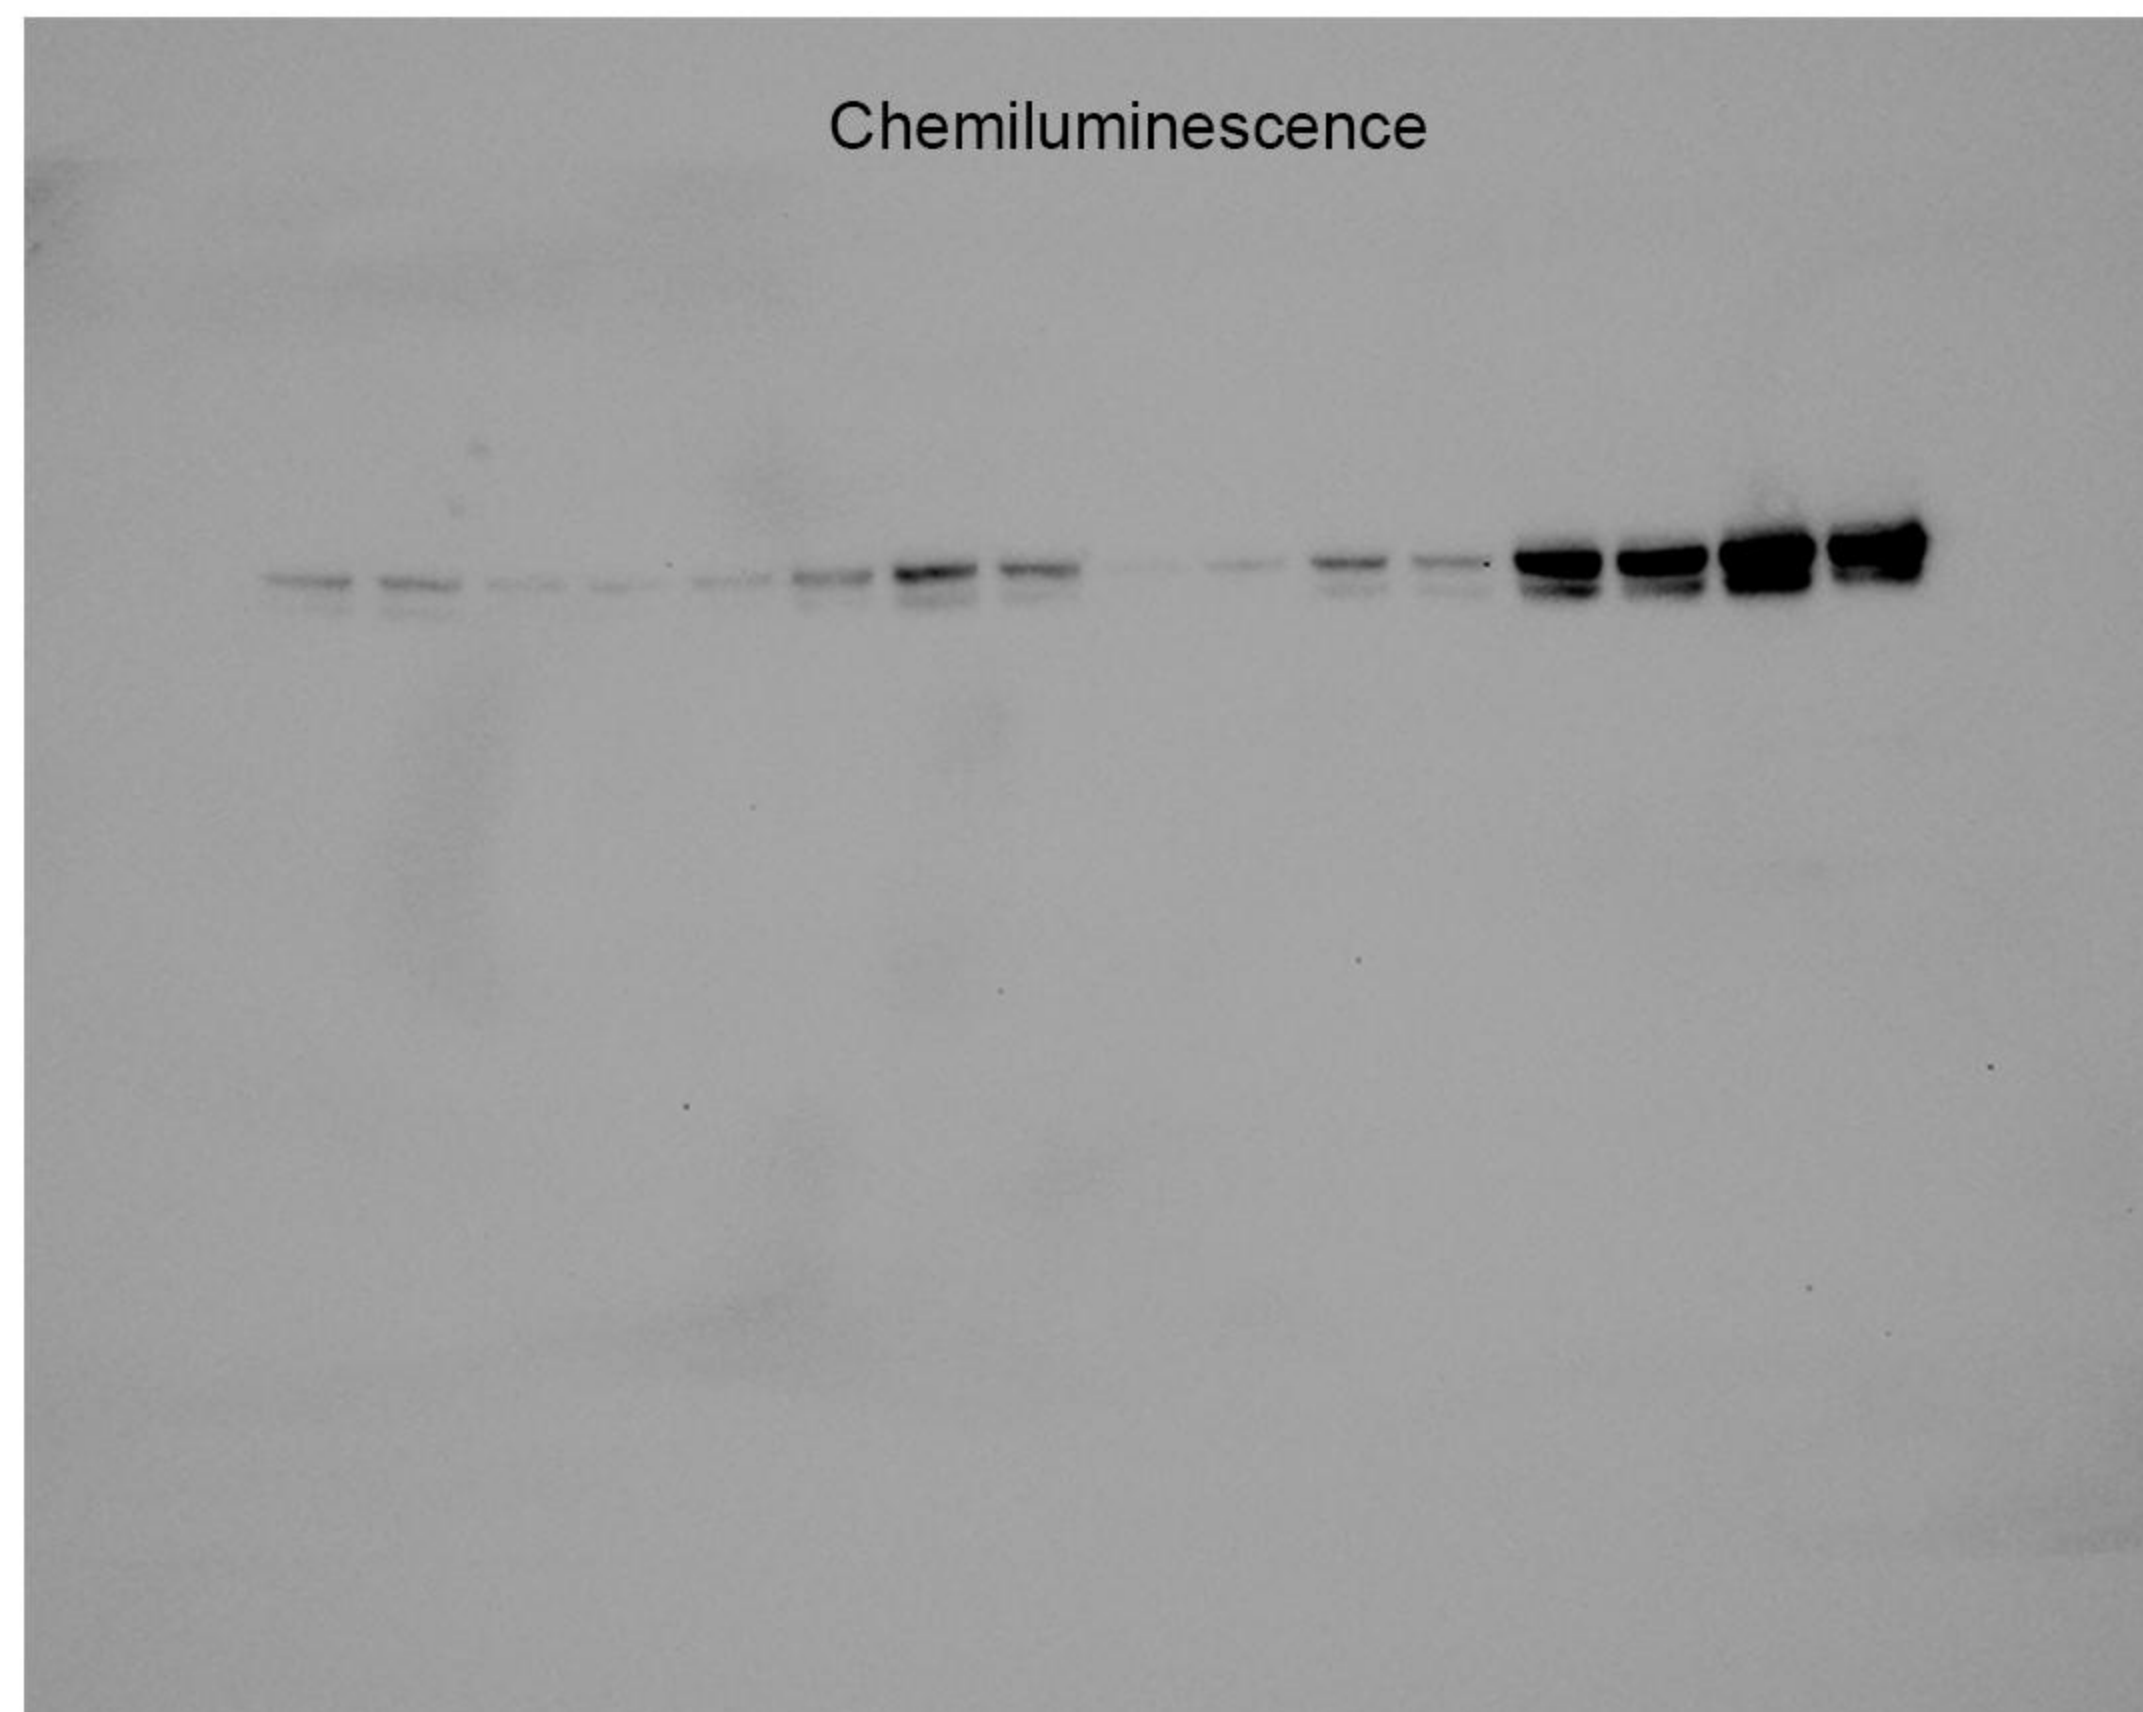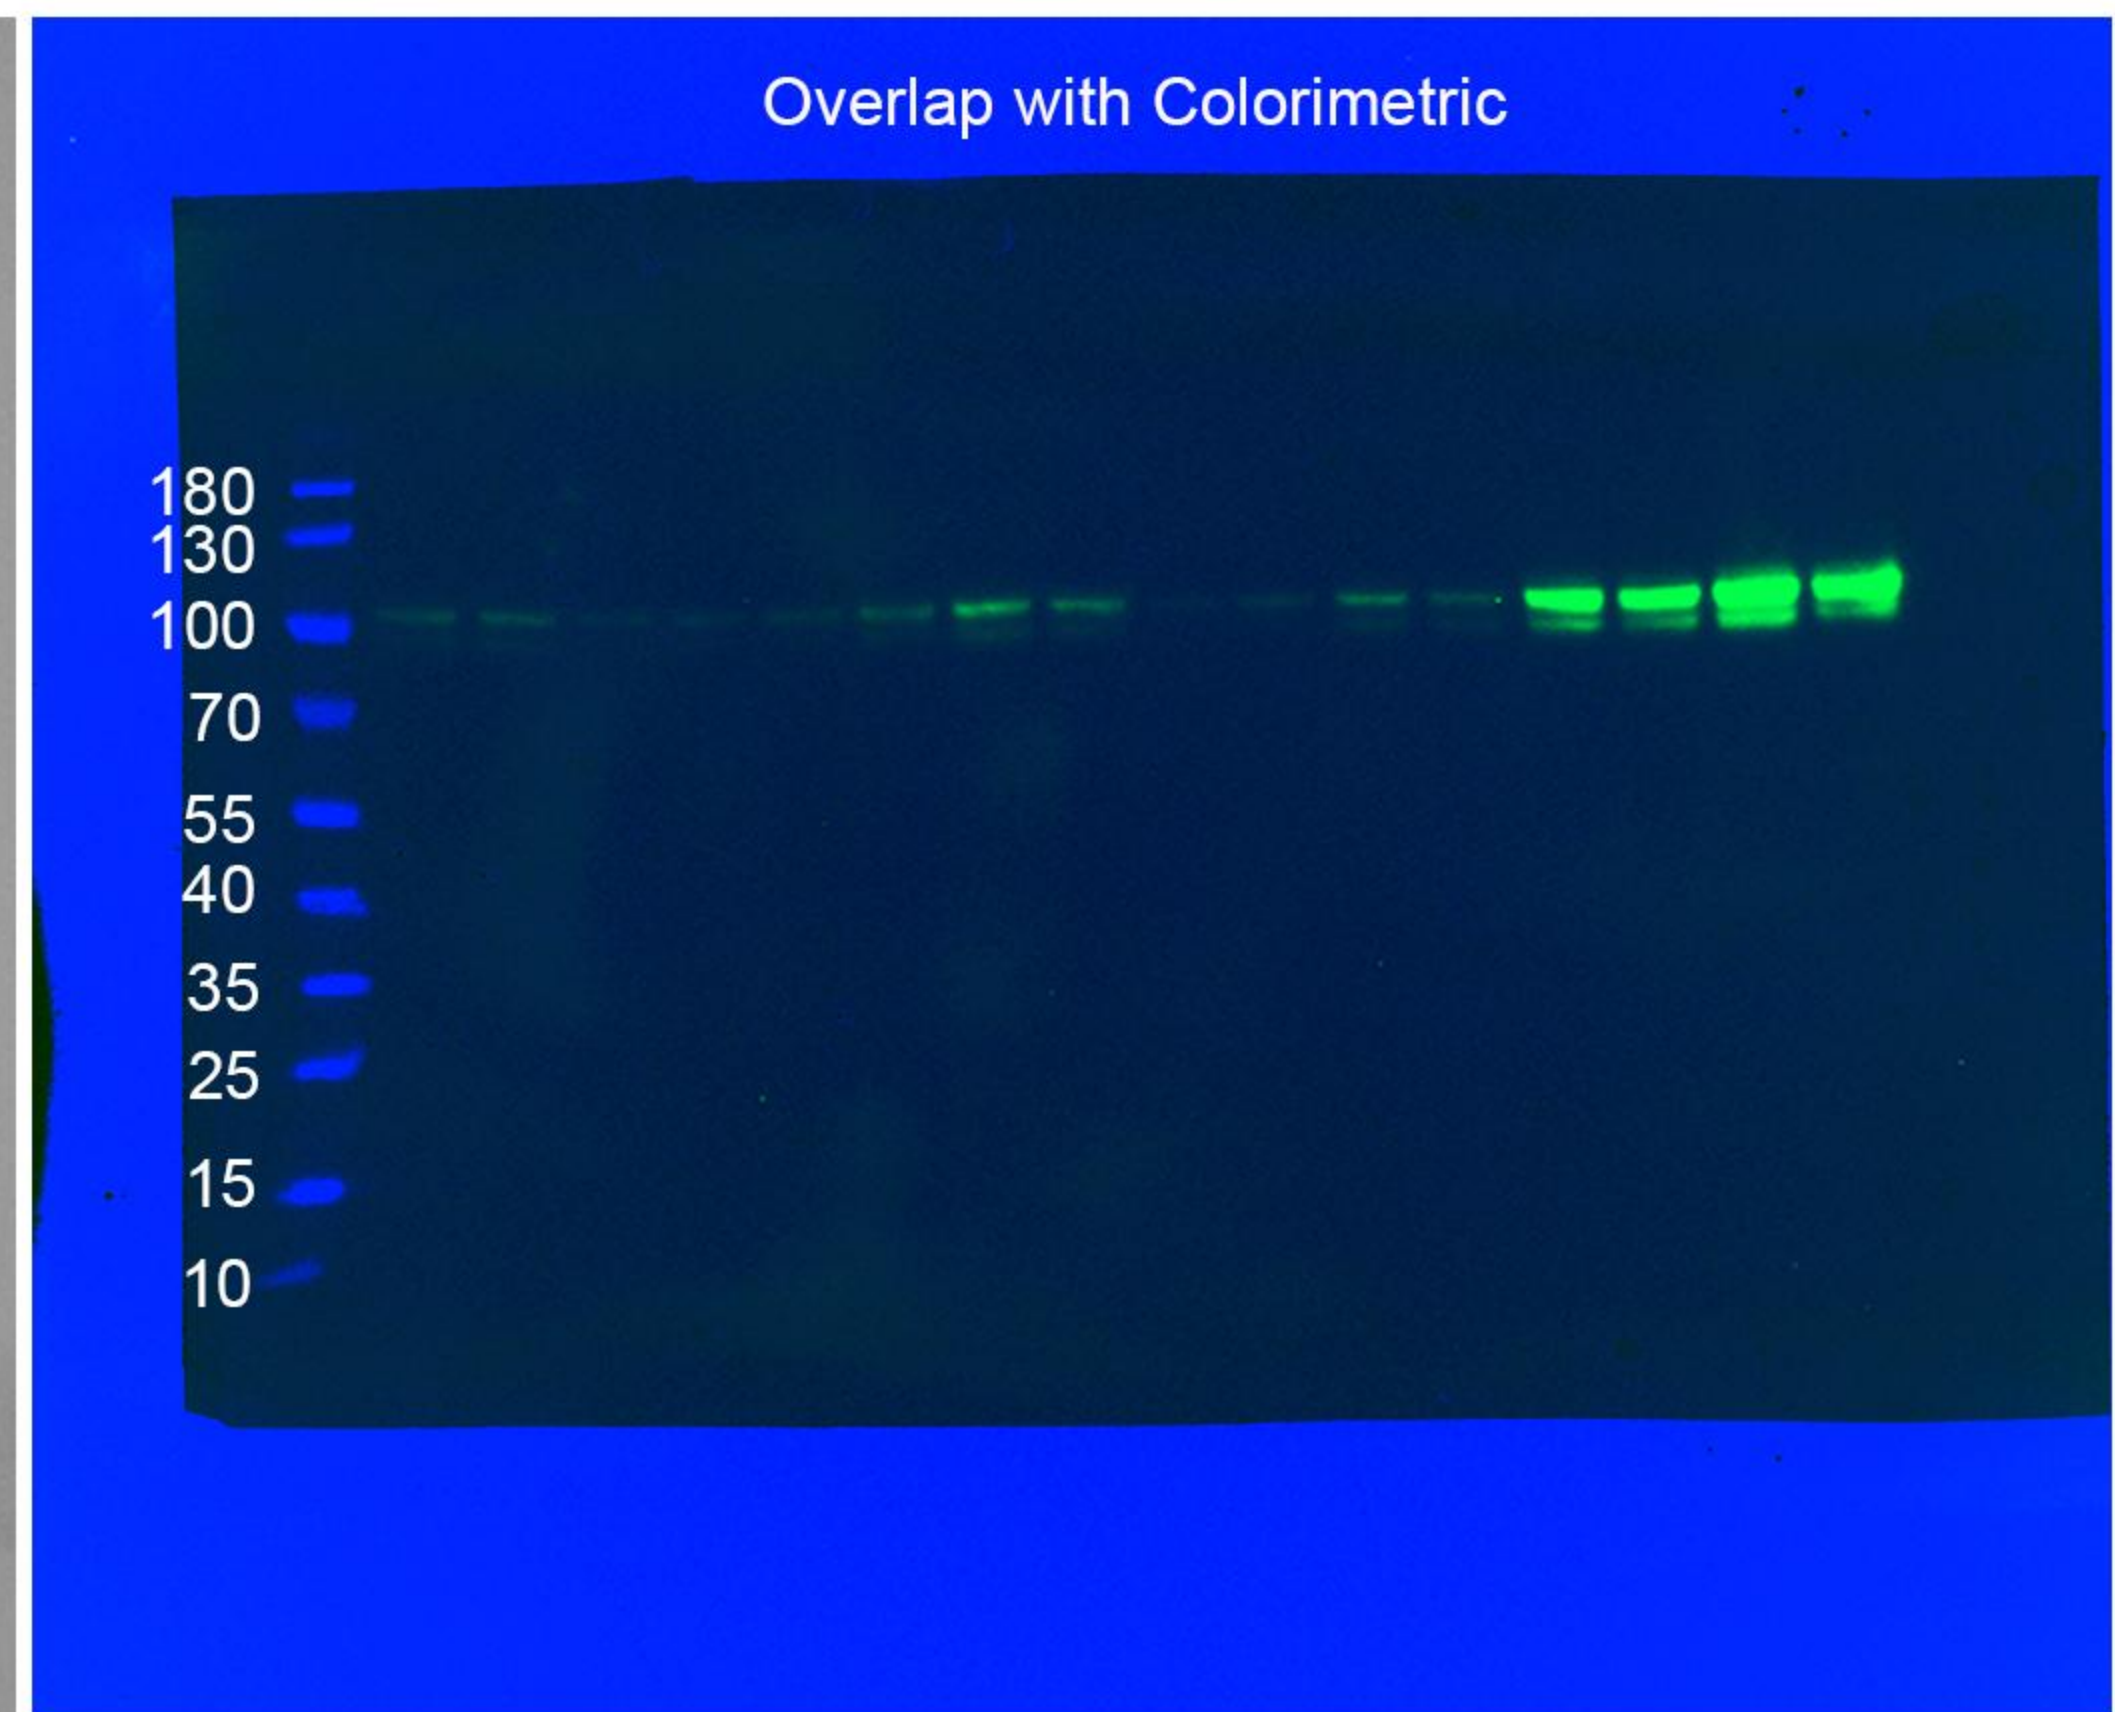

— pSTAT3

STAT3

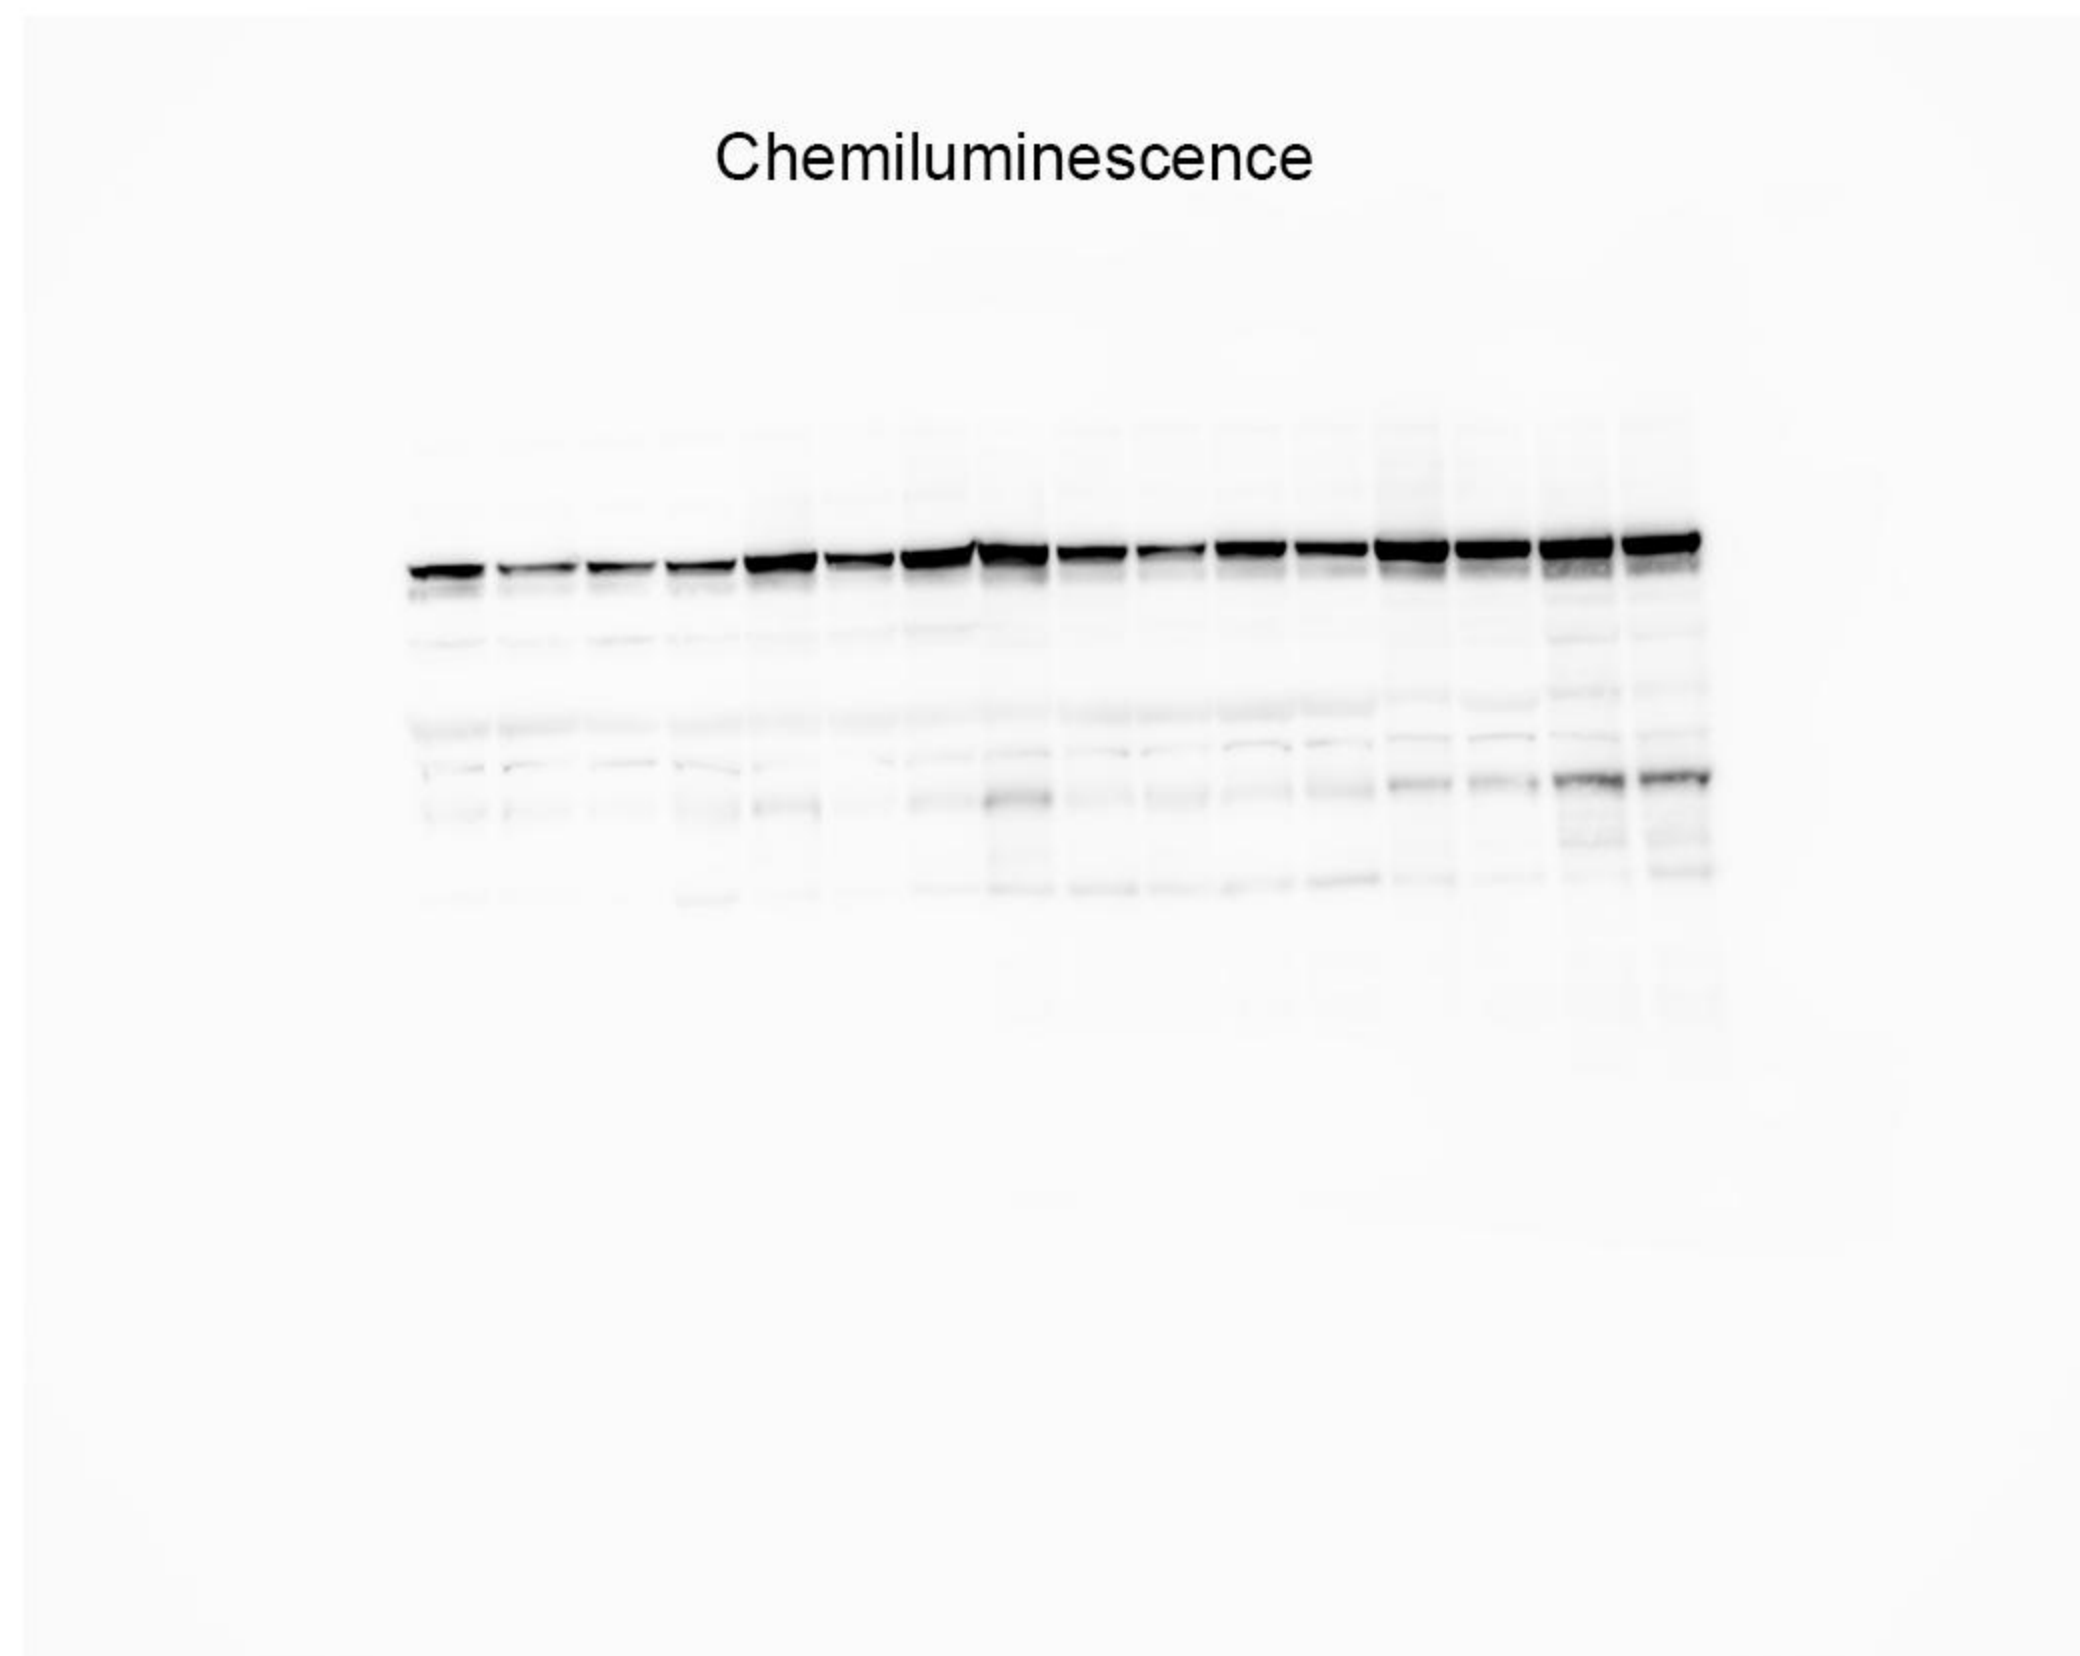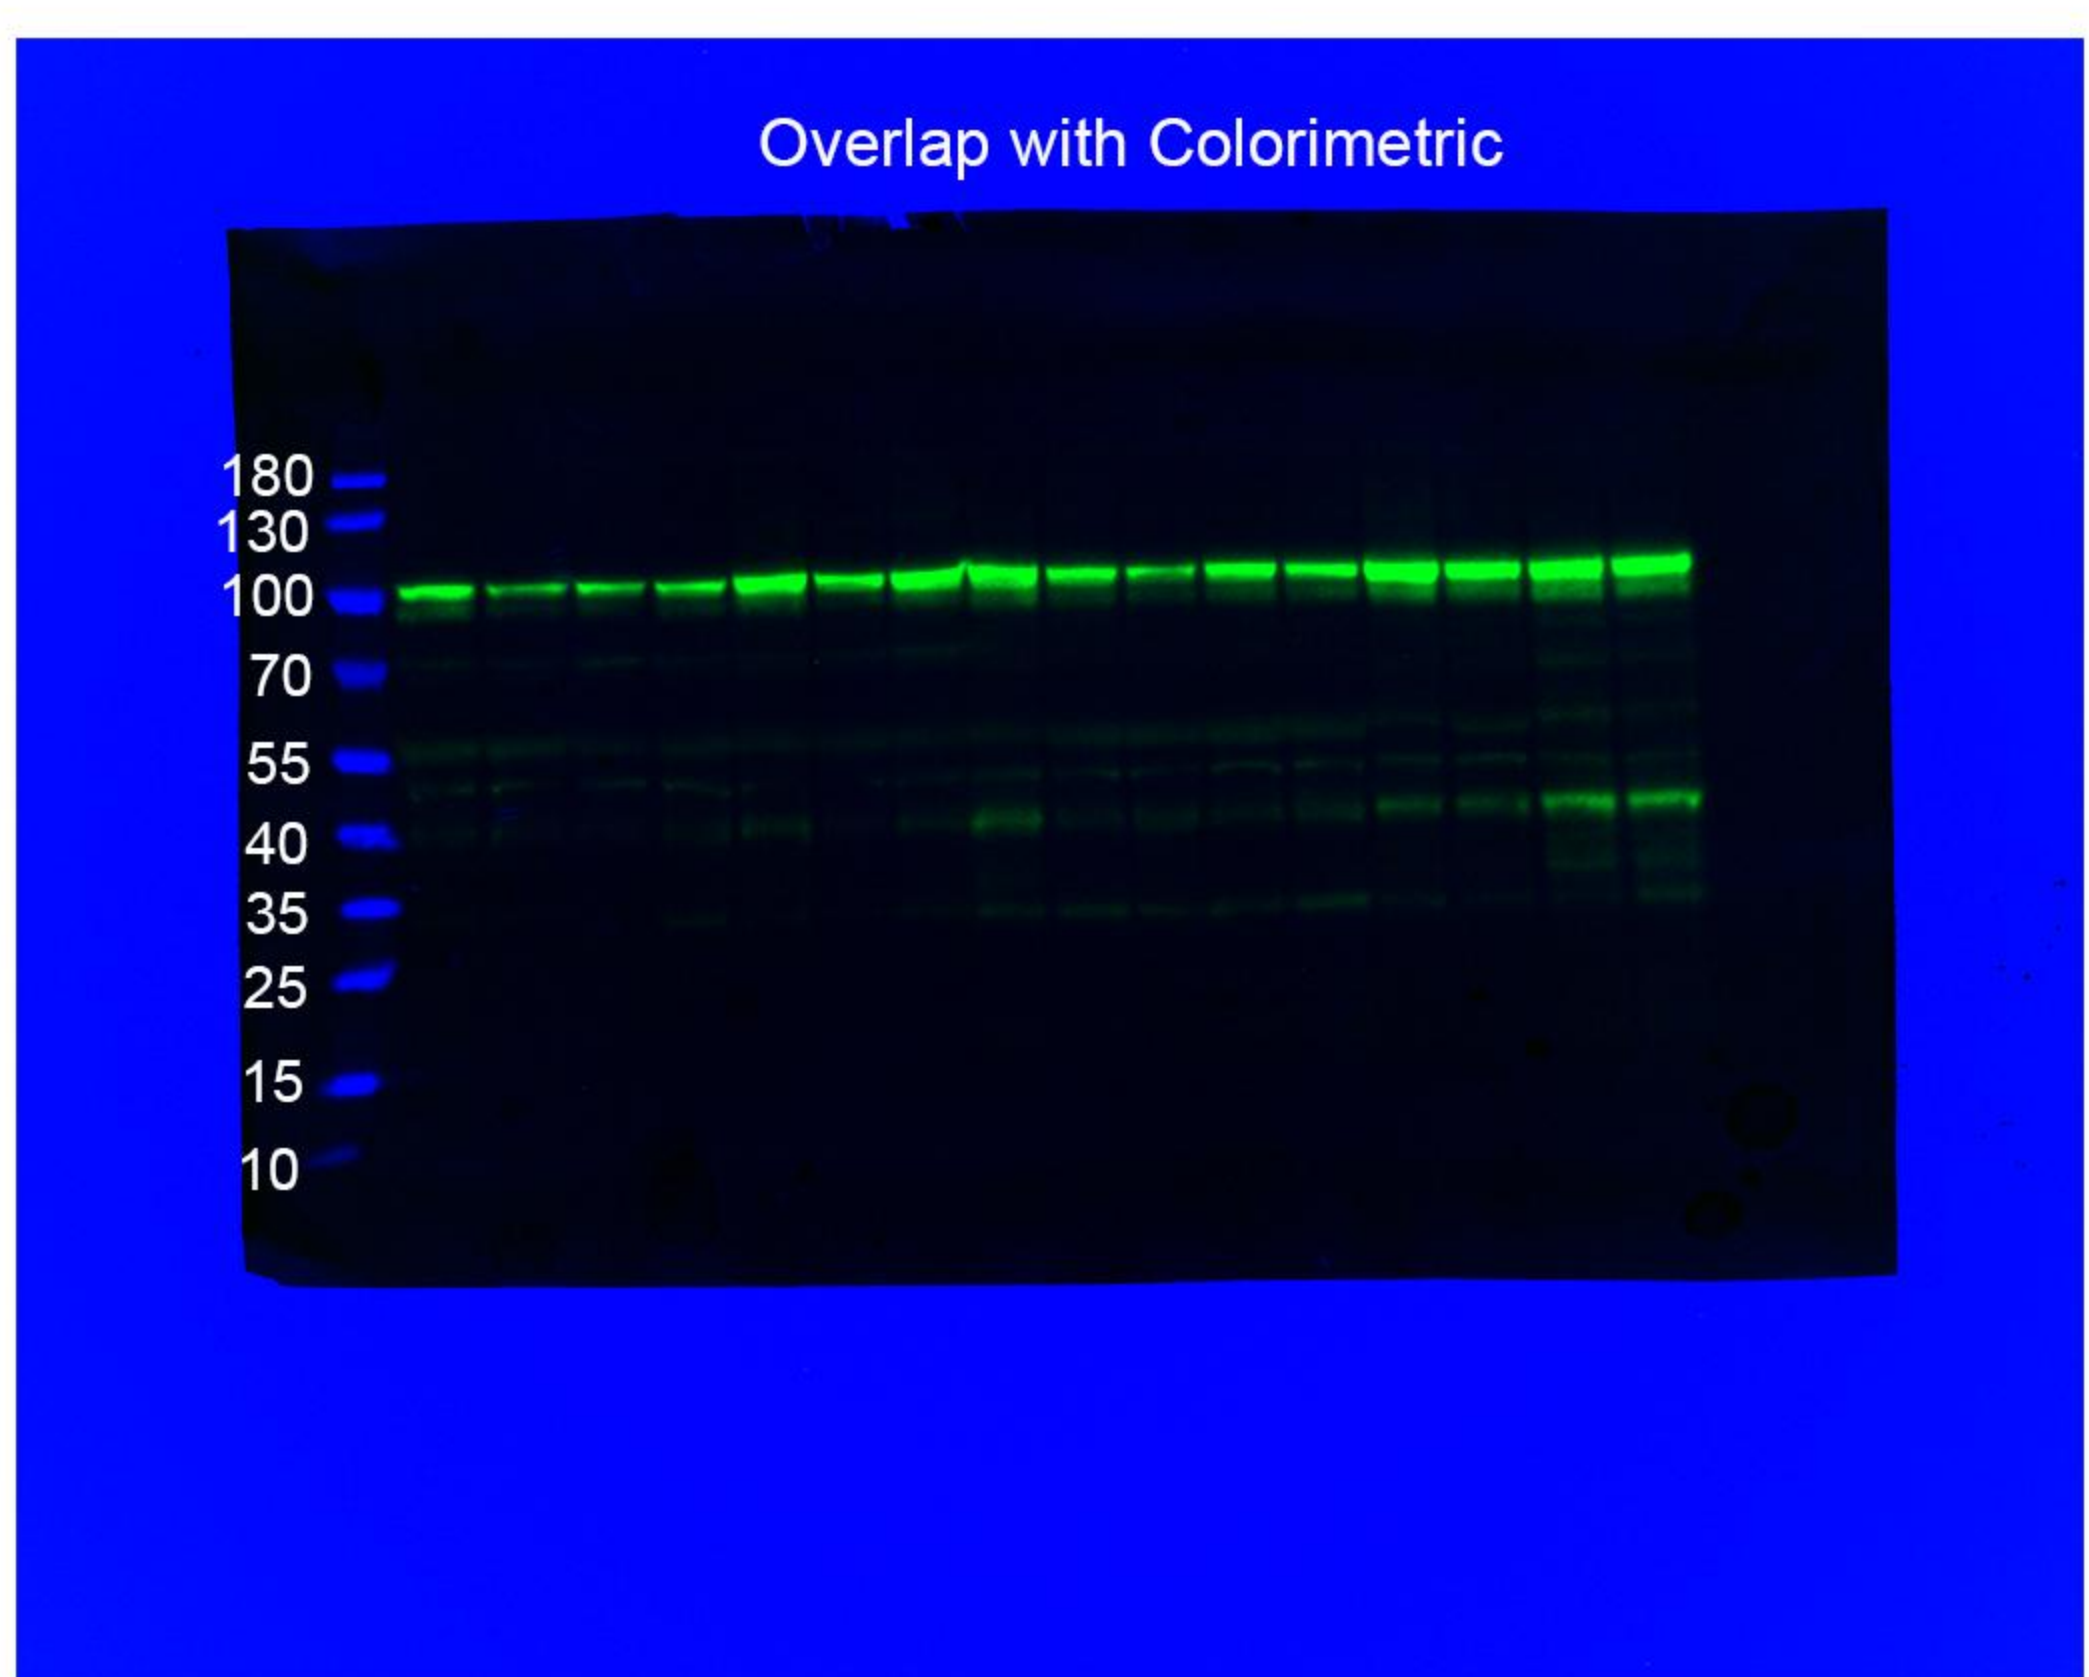

— STAT3

GAPDH

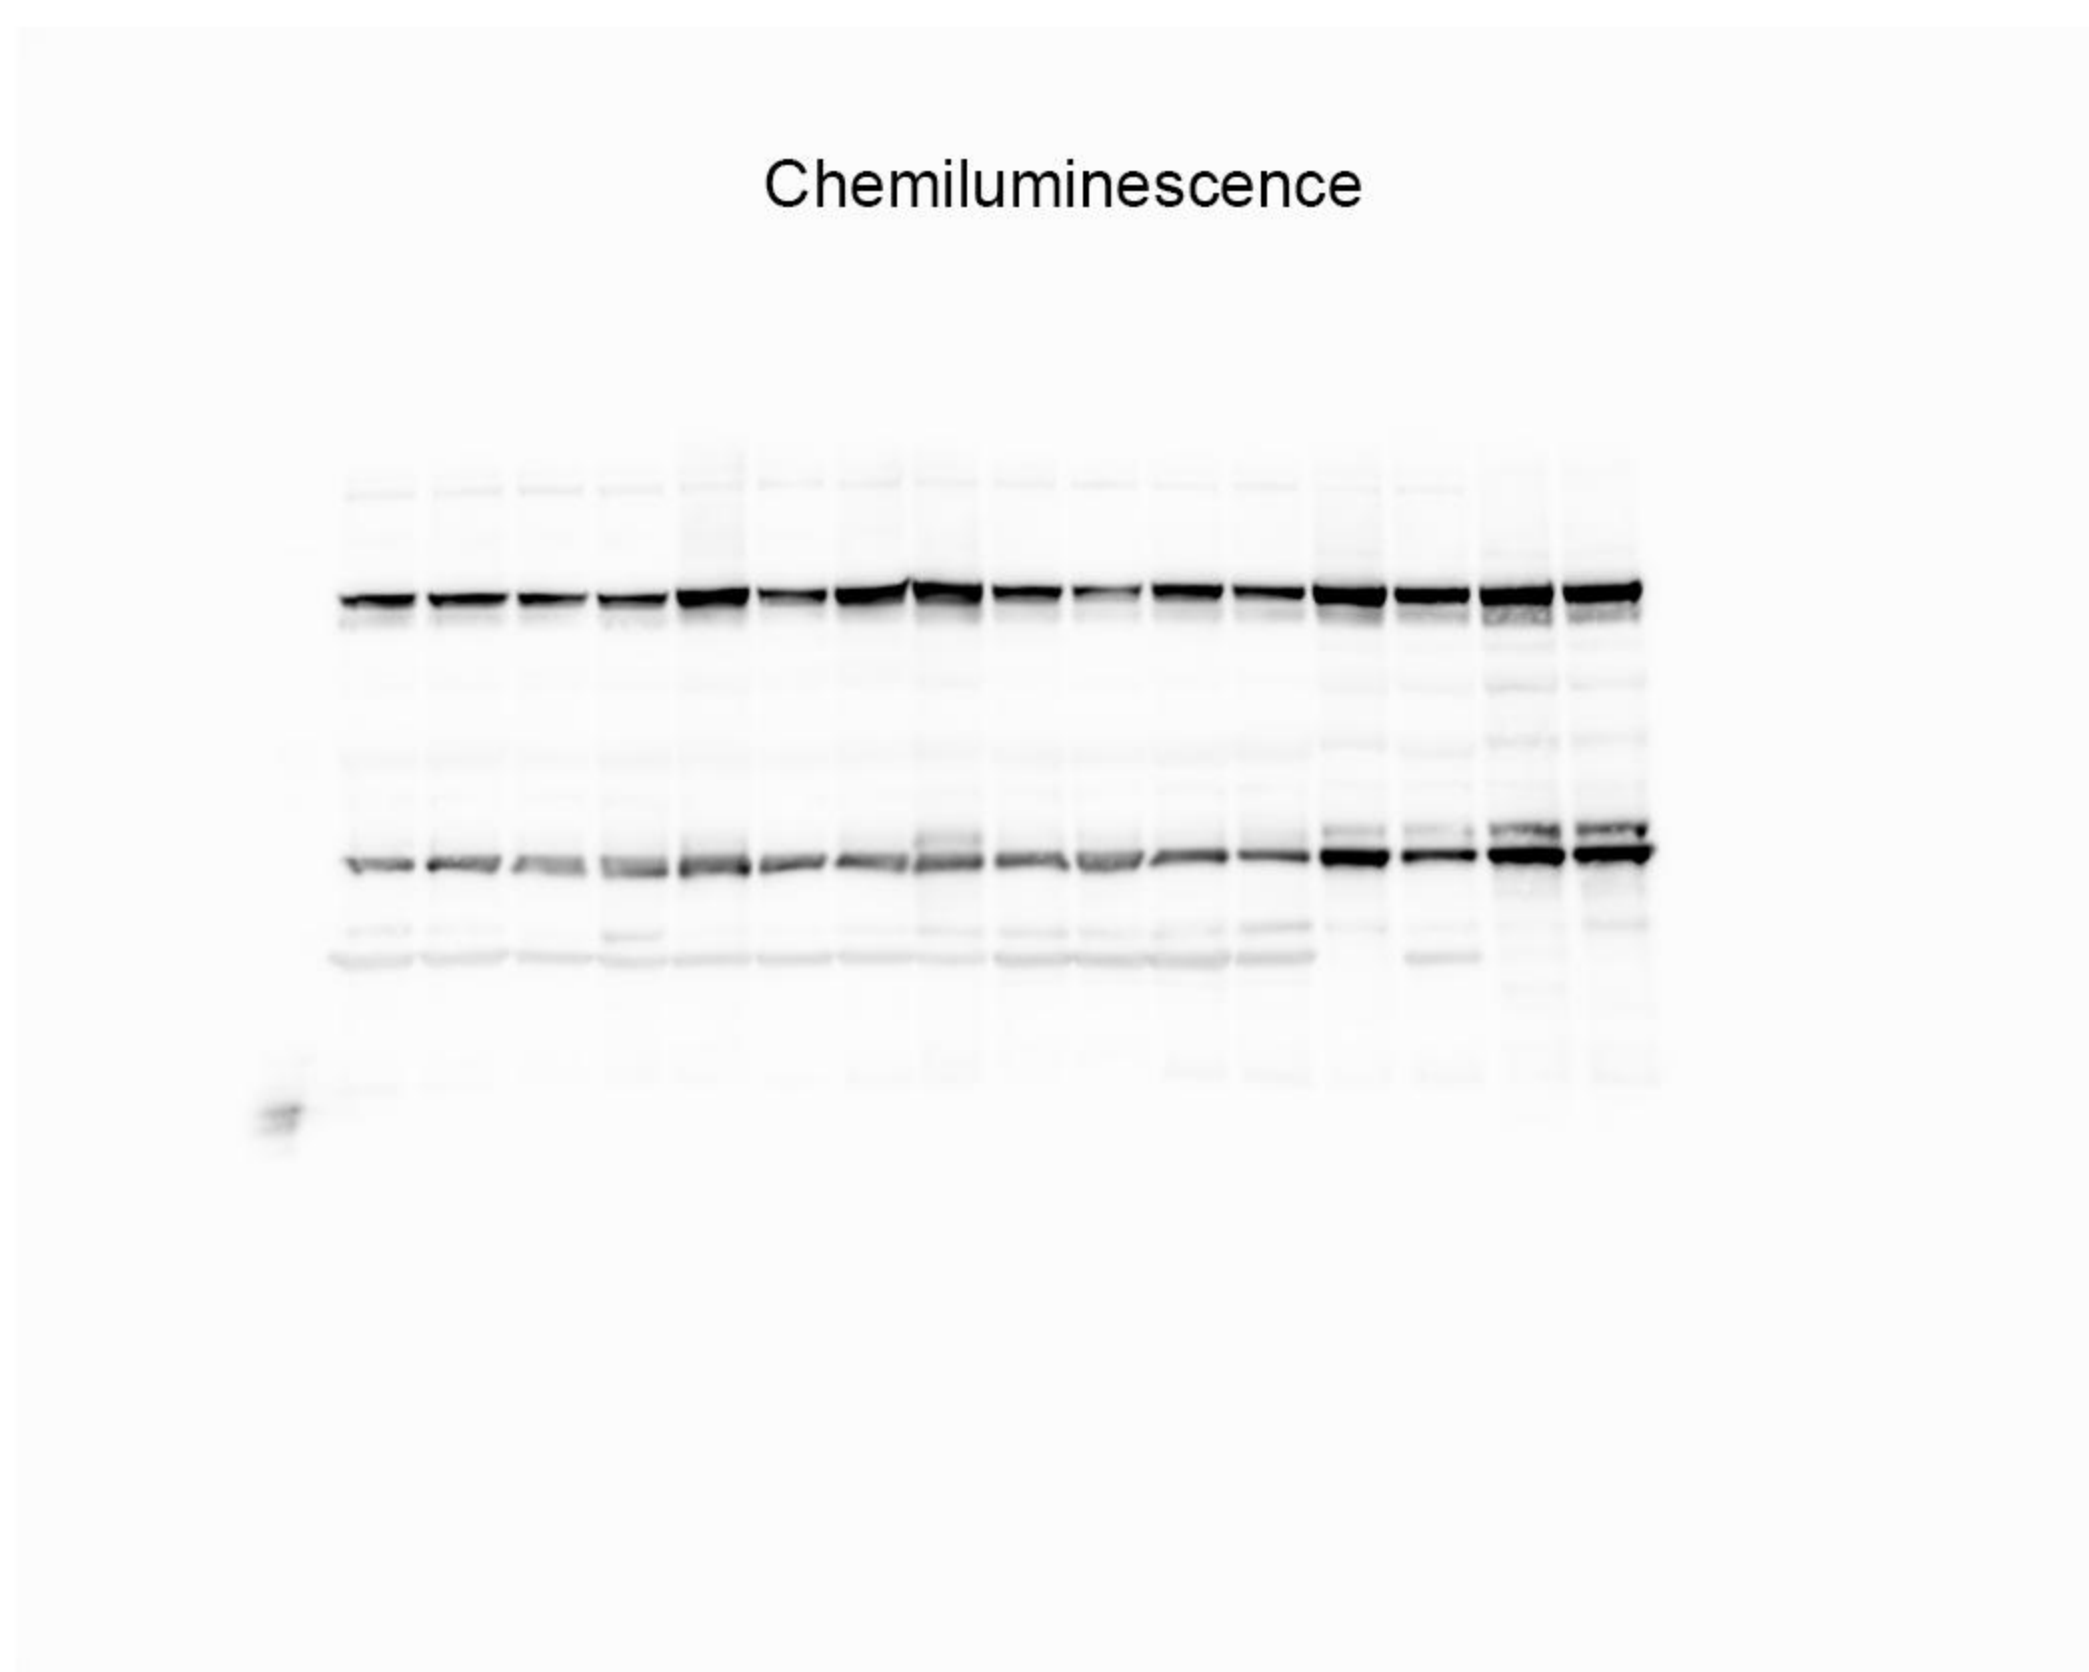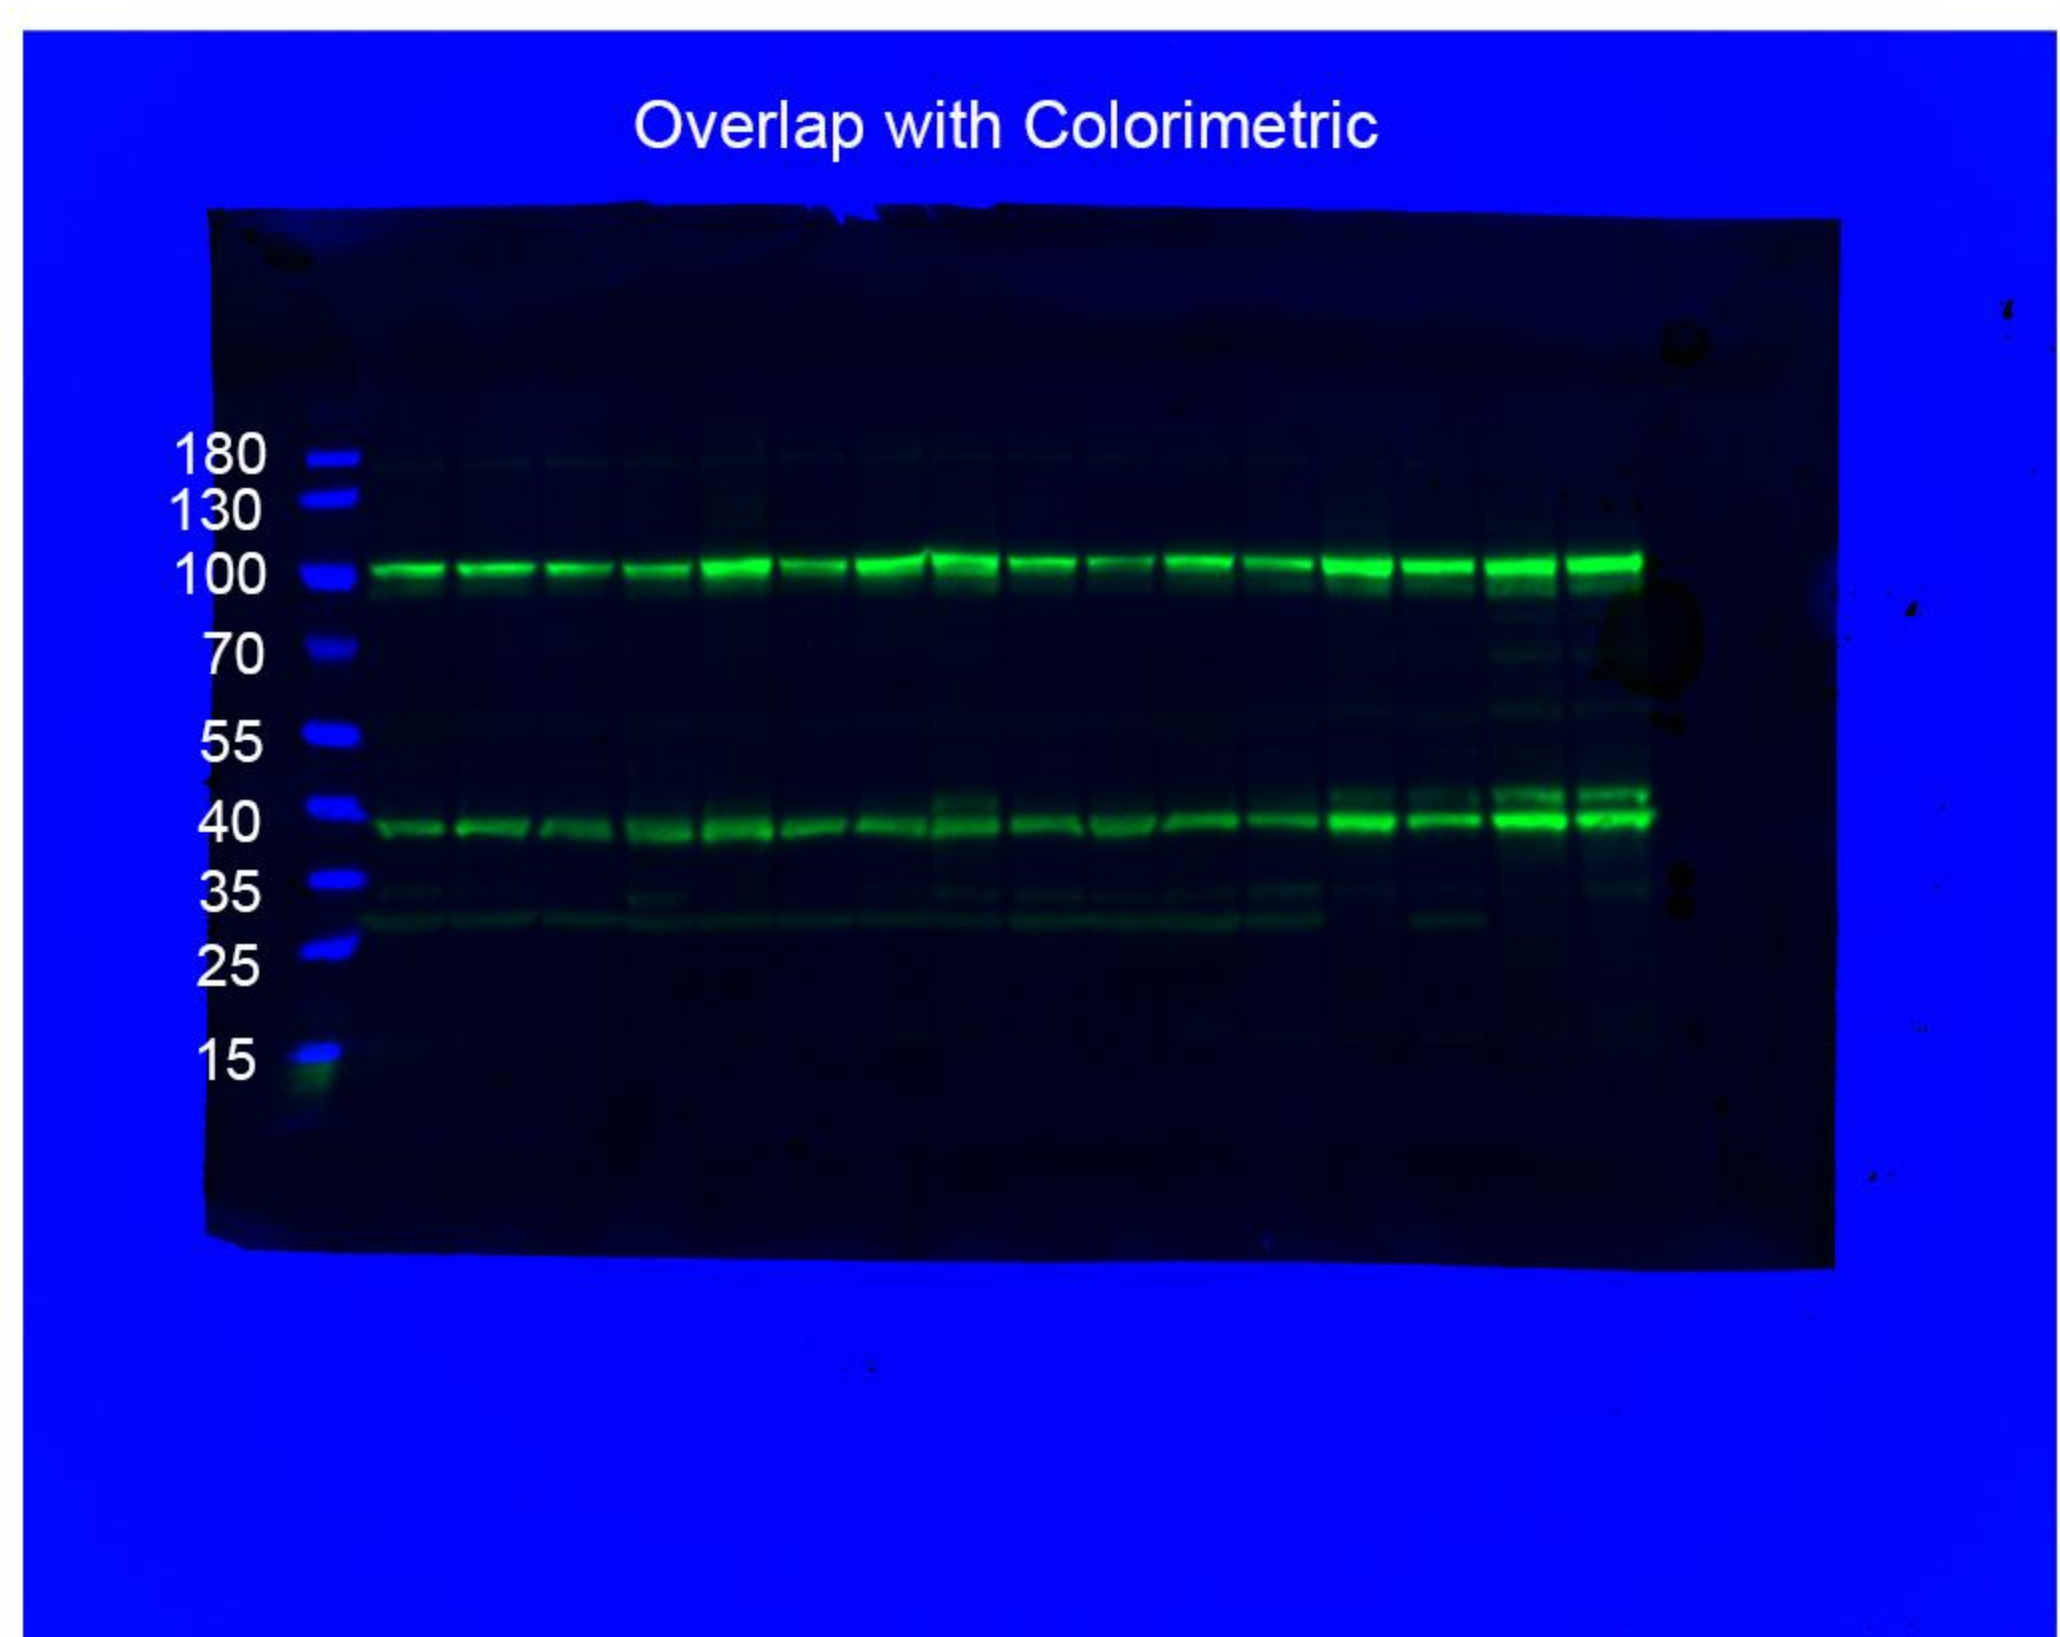

— STAT3

— GAPDH

Figure 5K -- WT vs NiC Quantificaton

pSTAT3

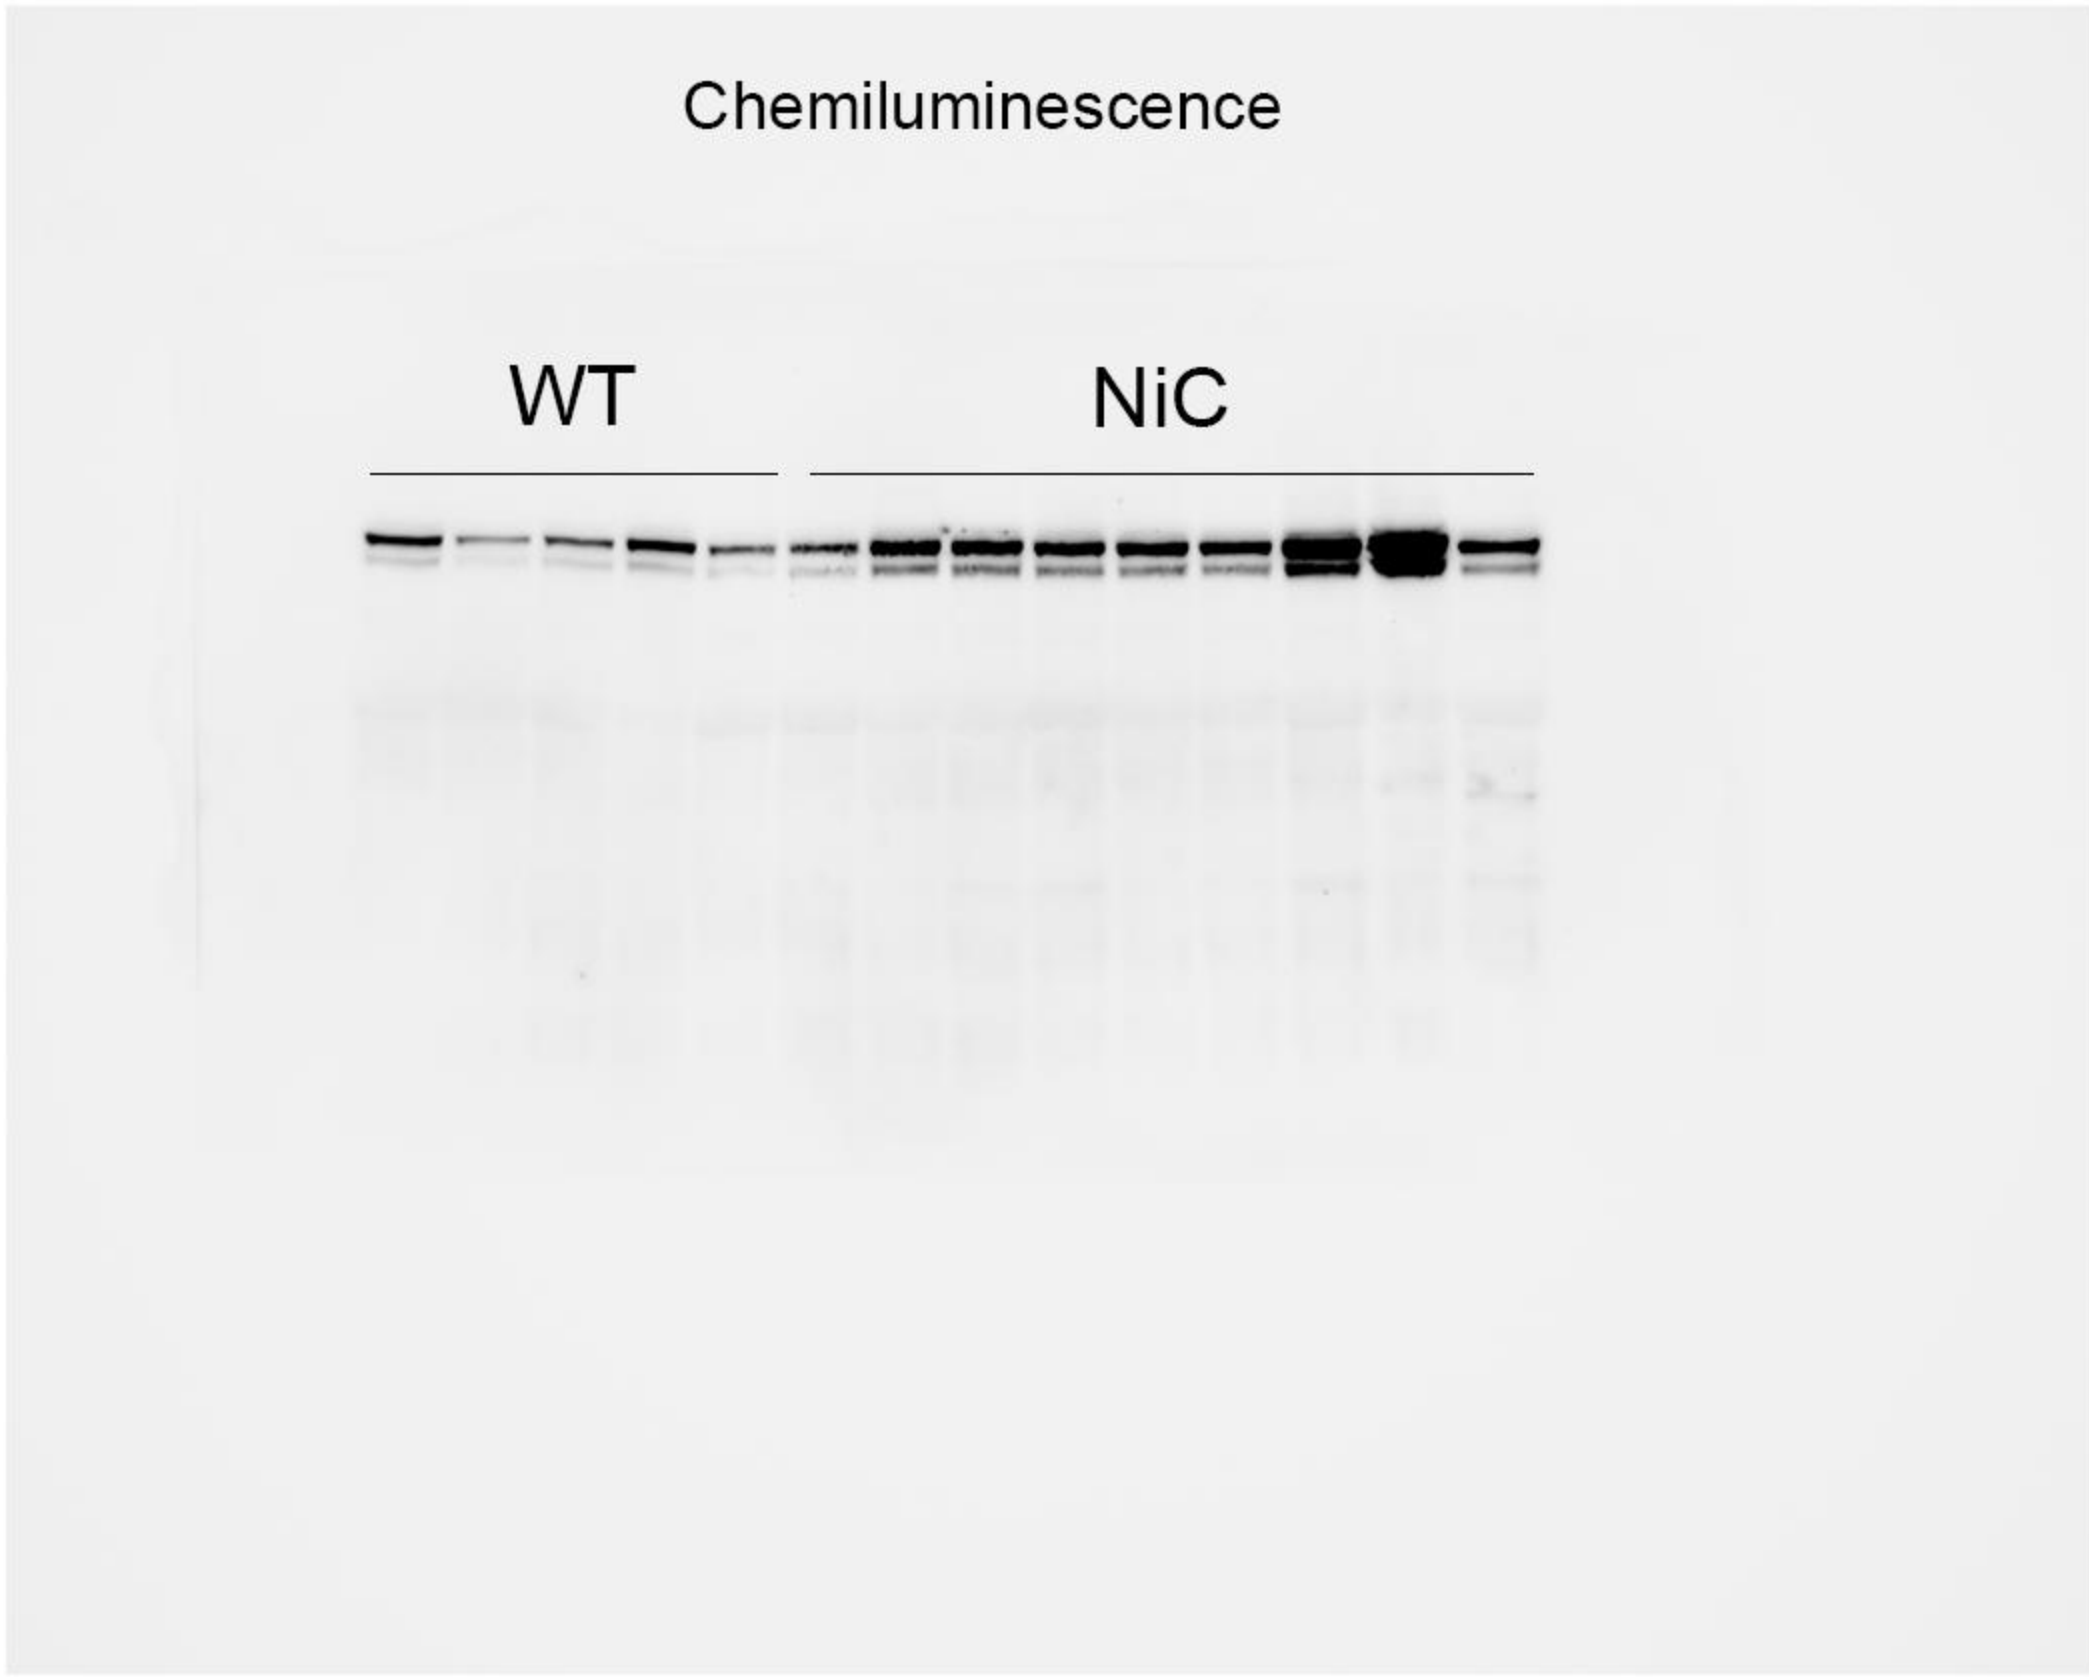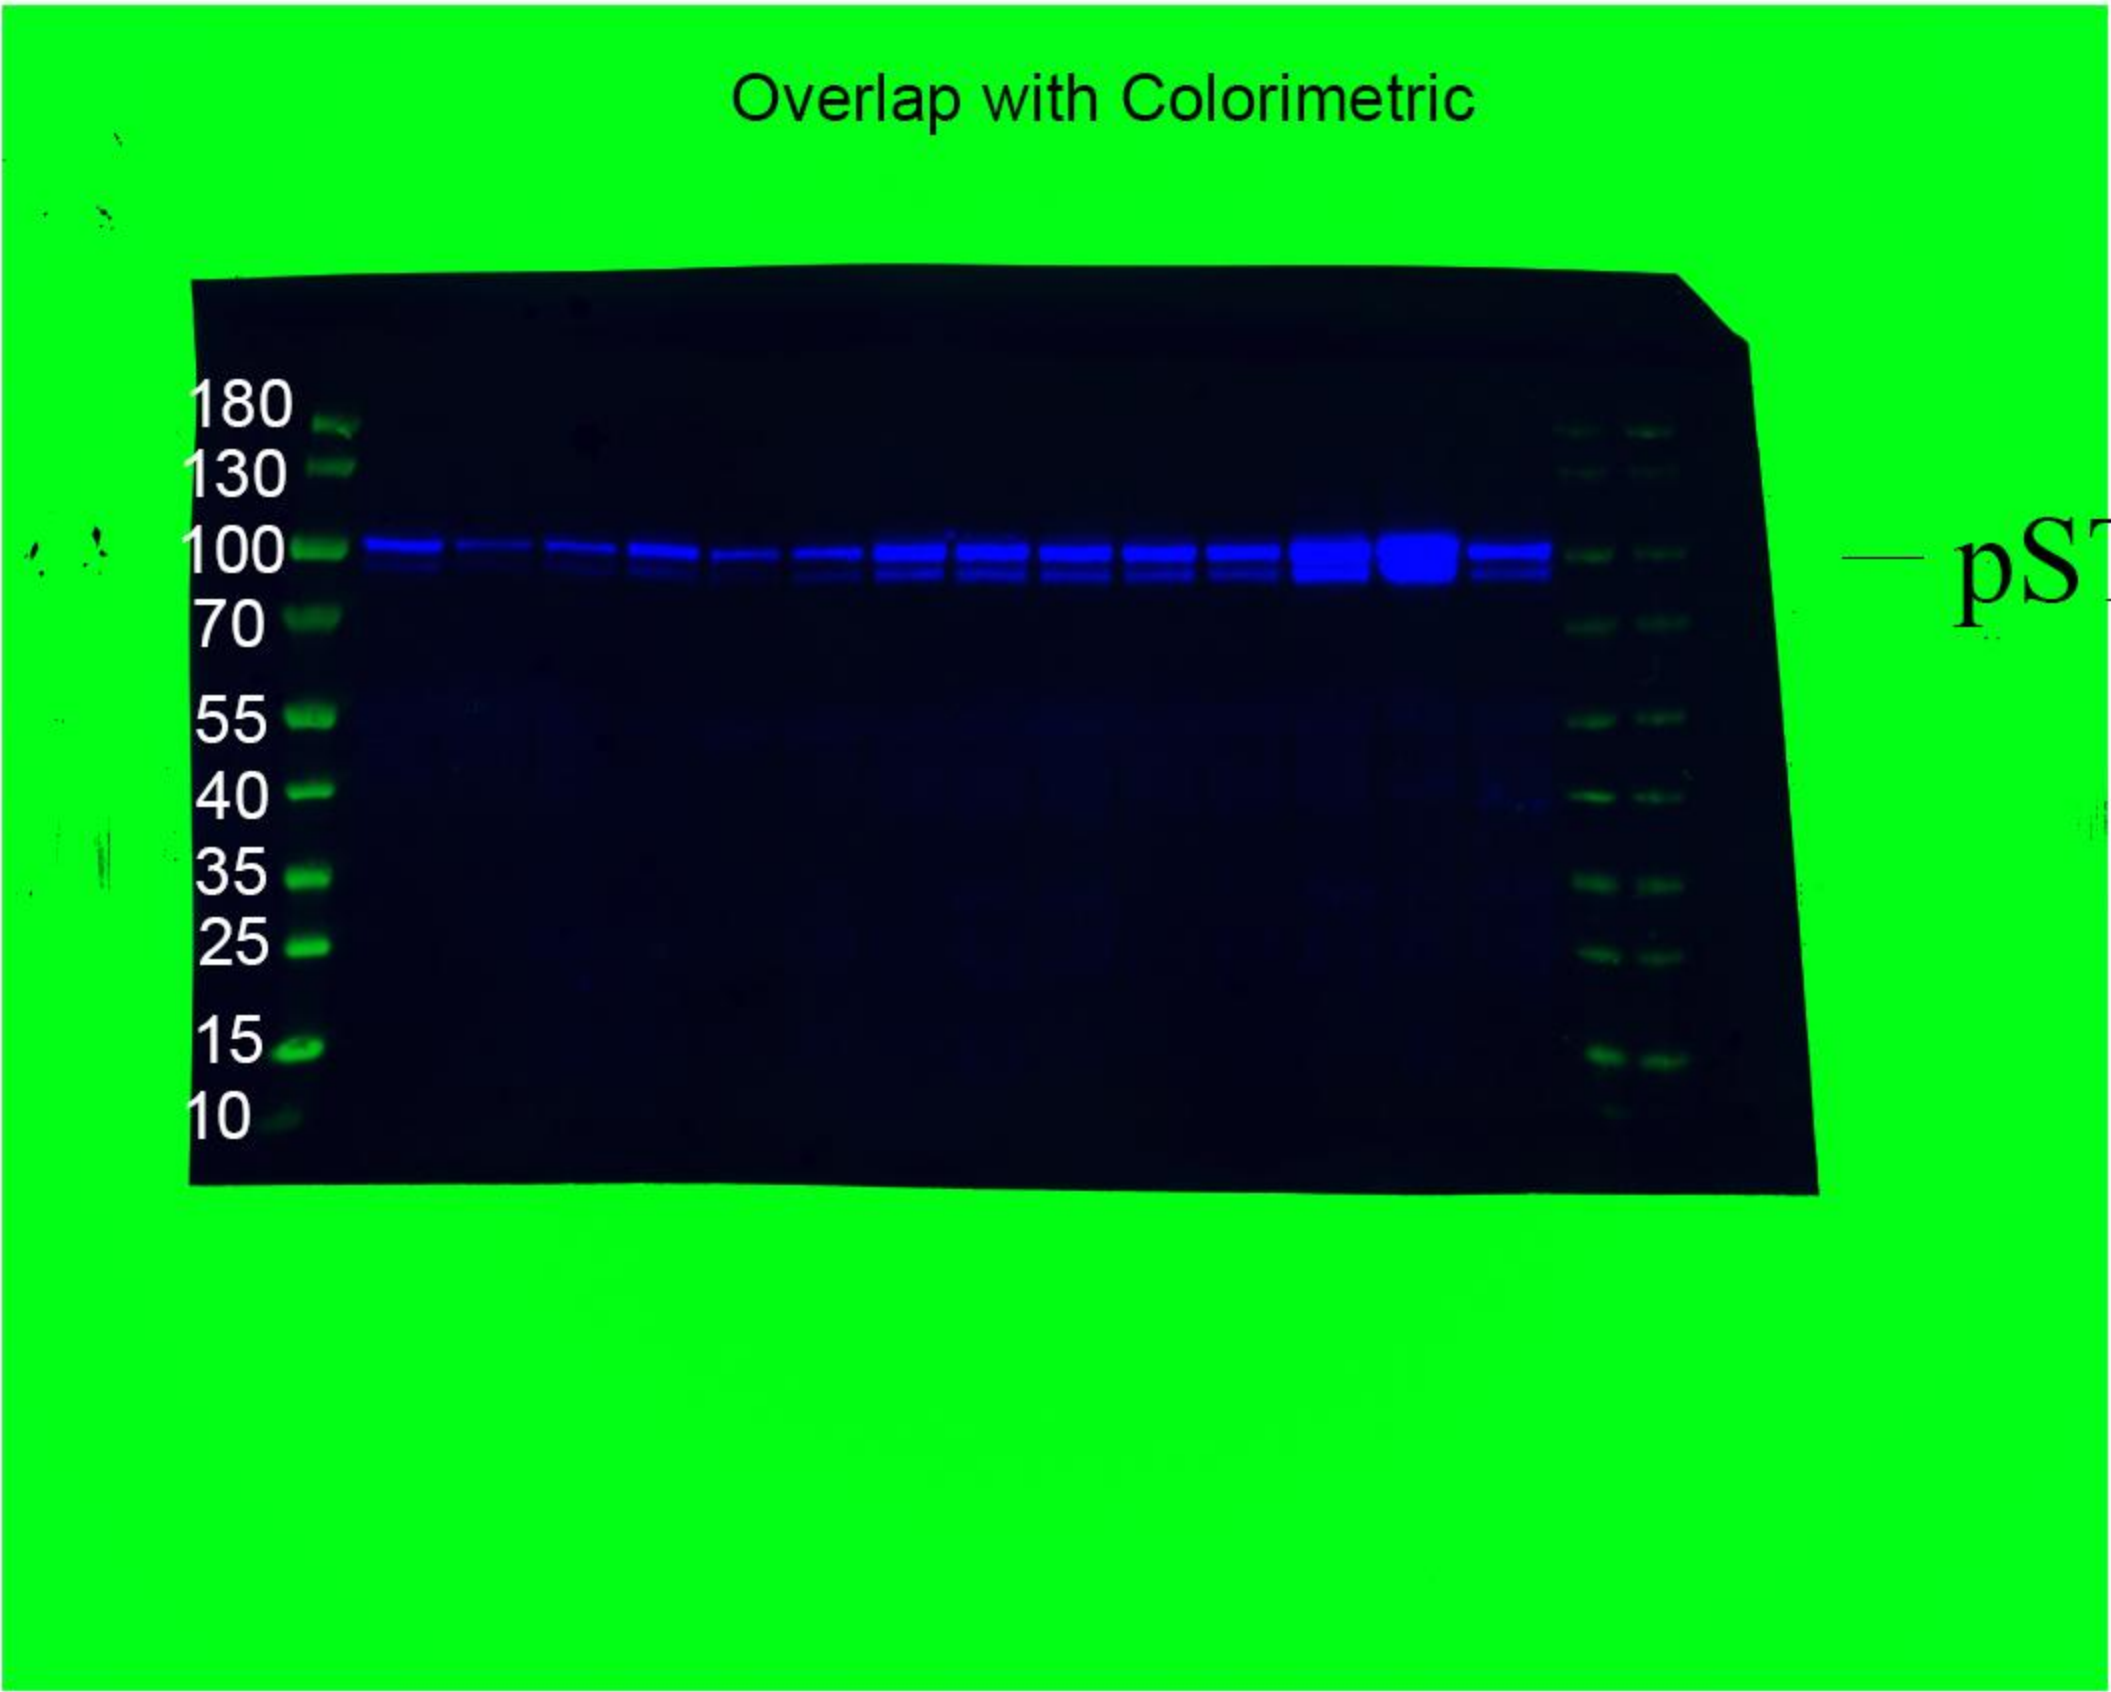

STAT3

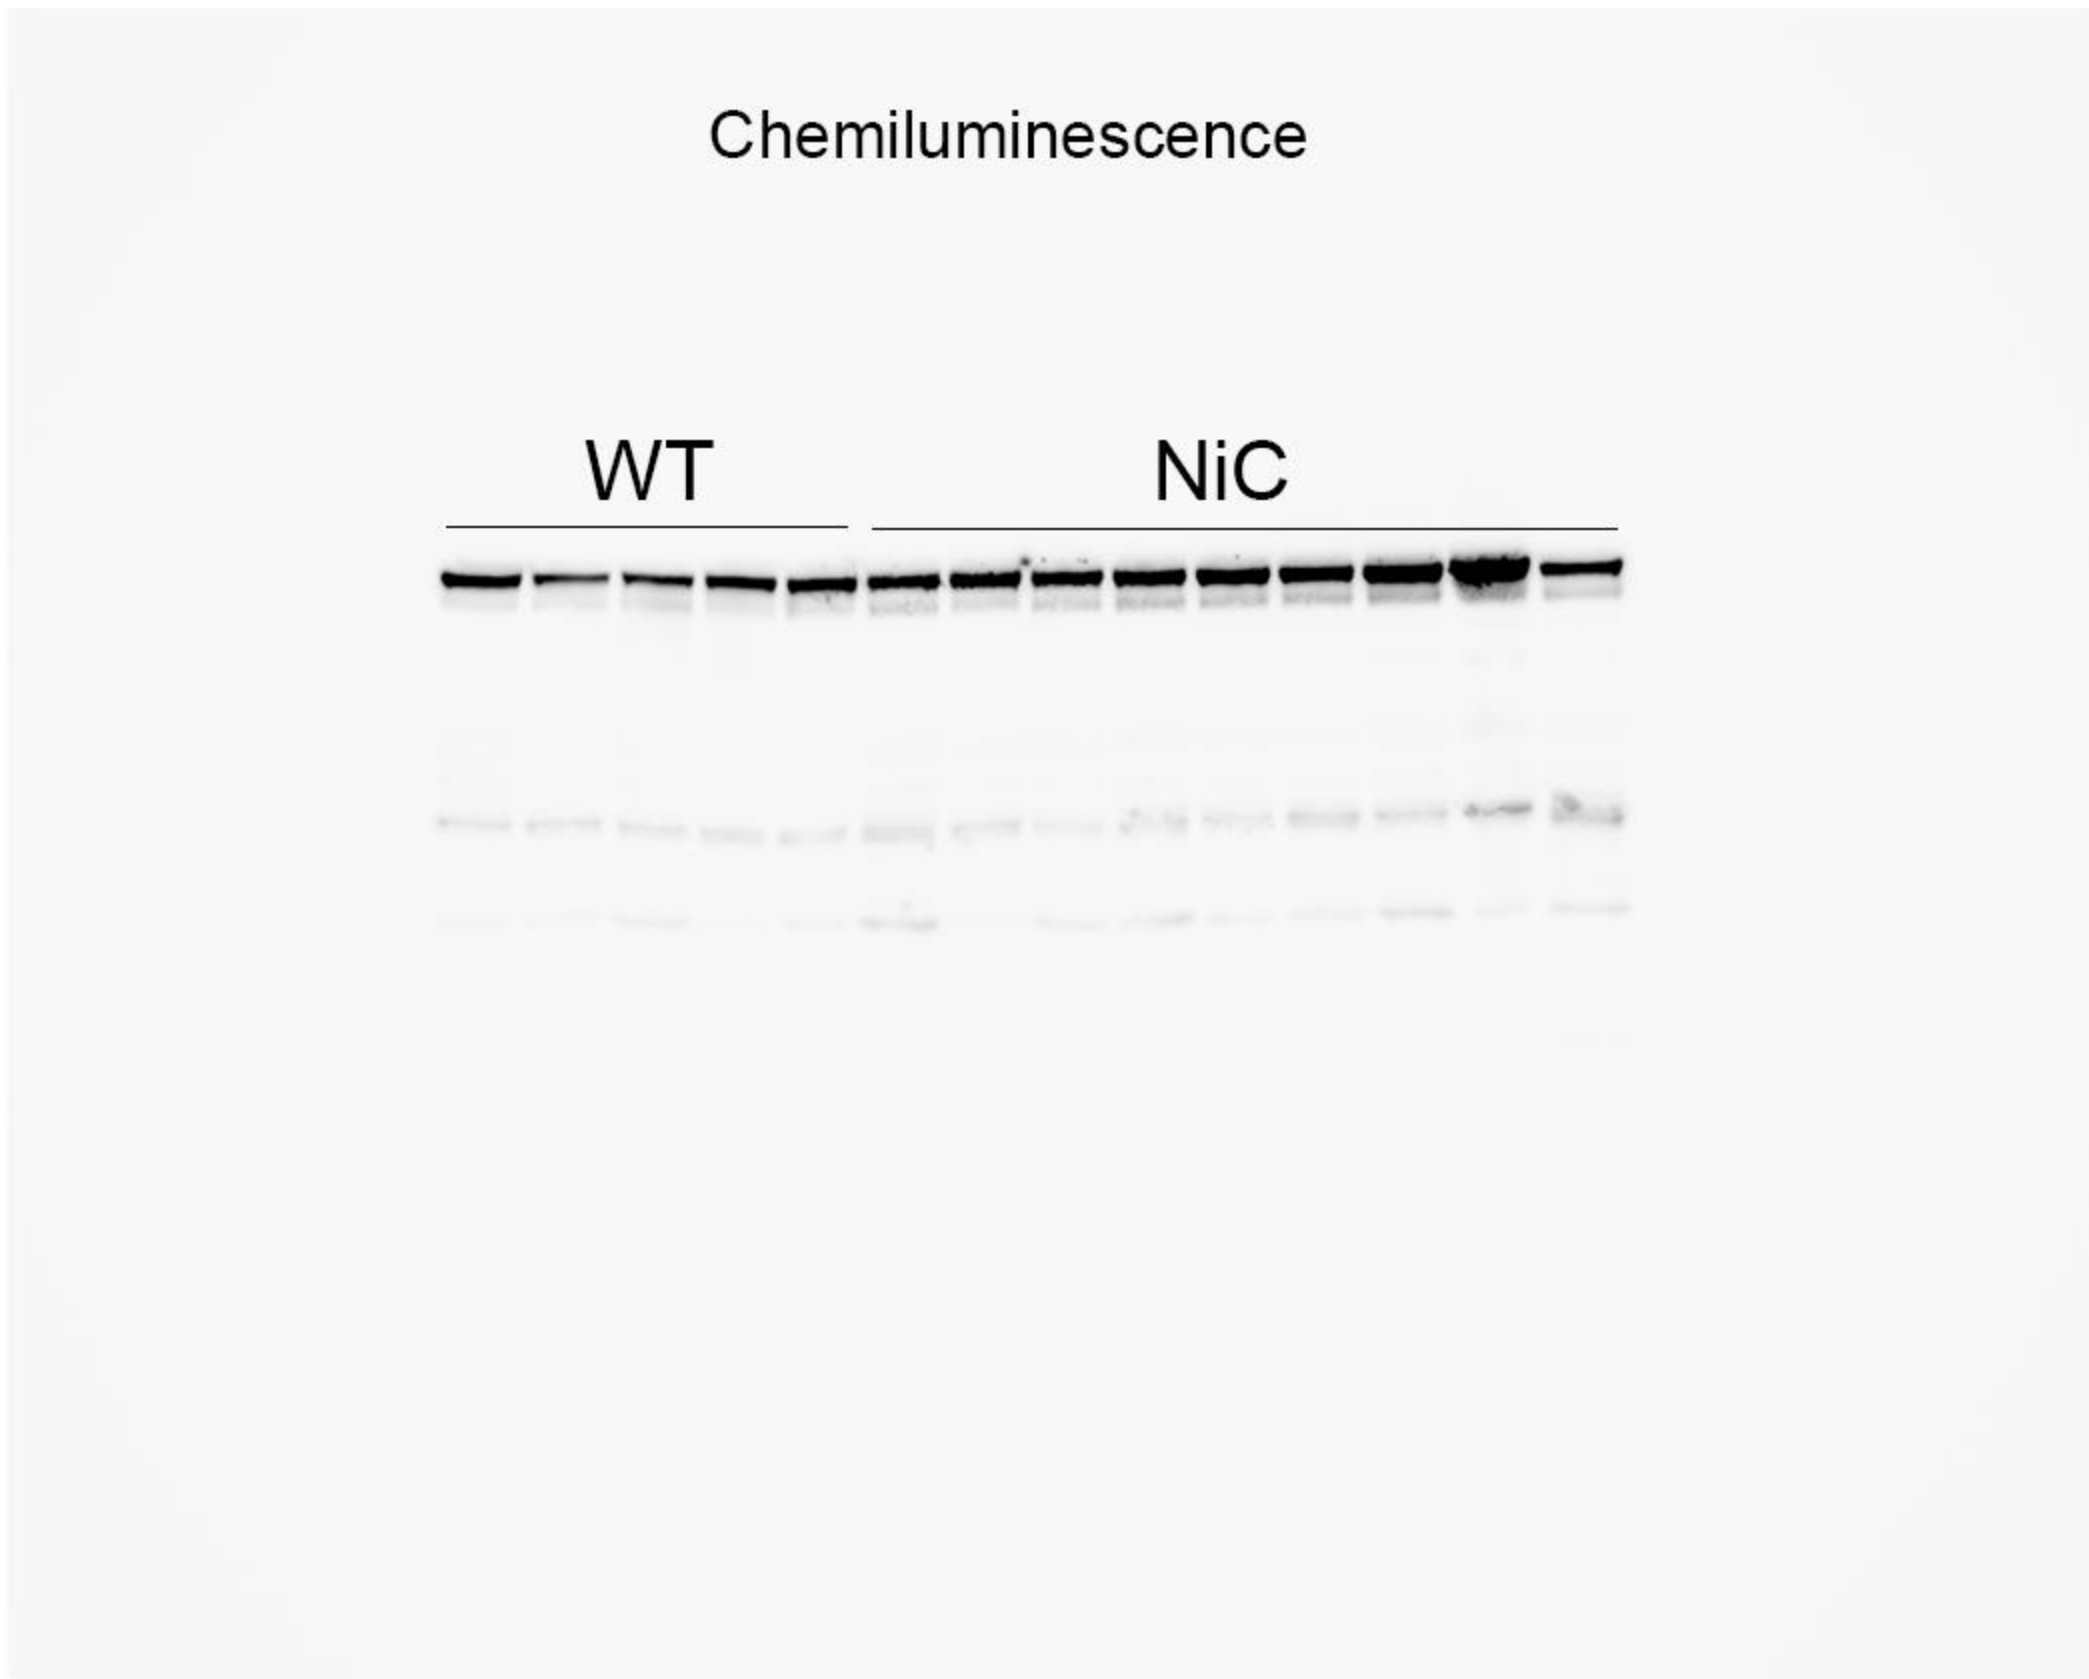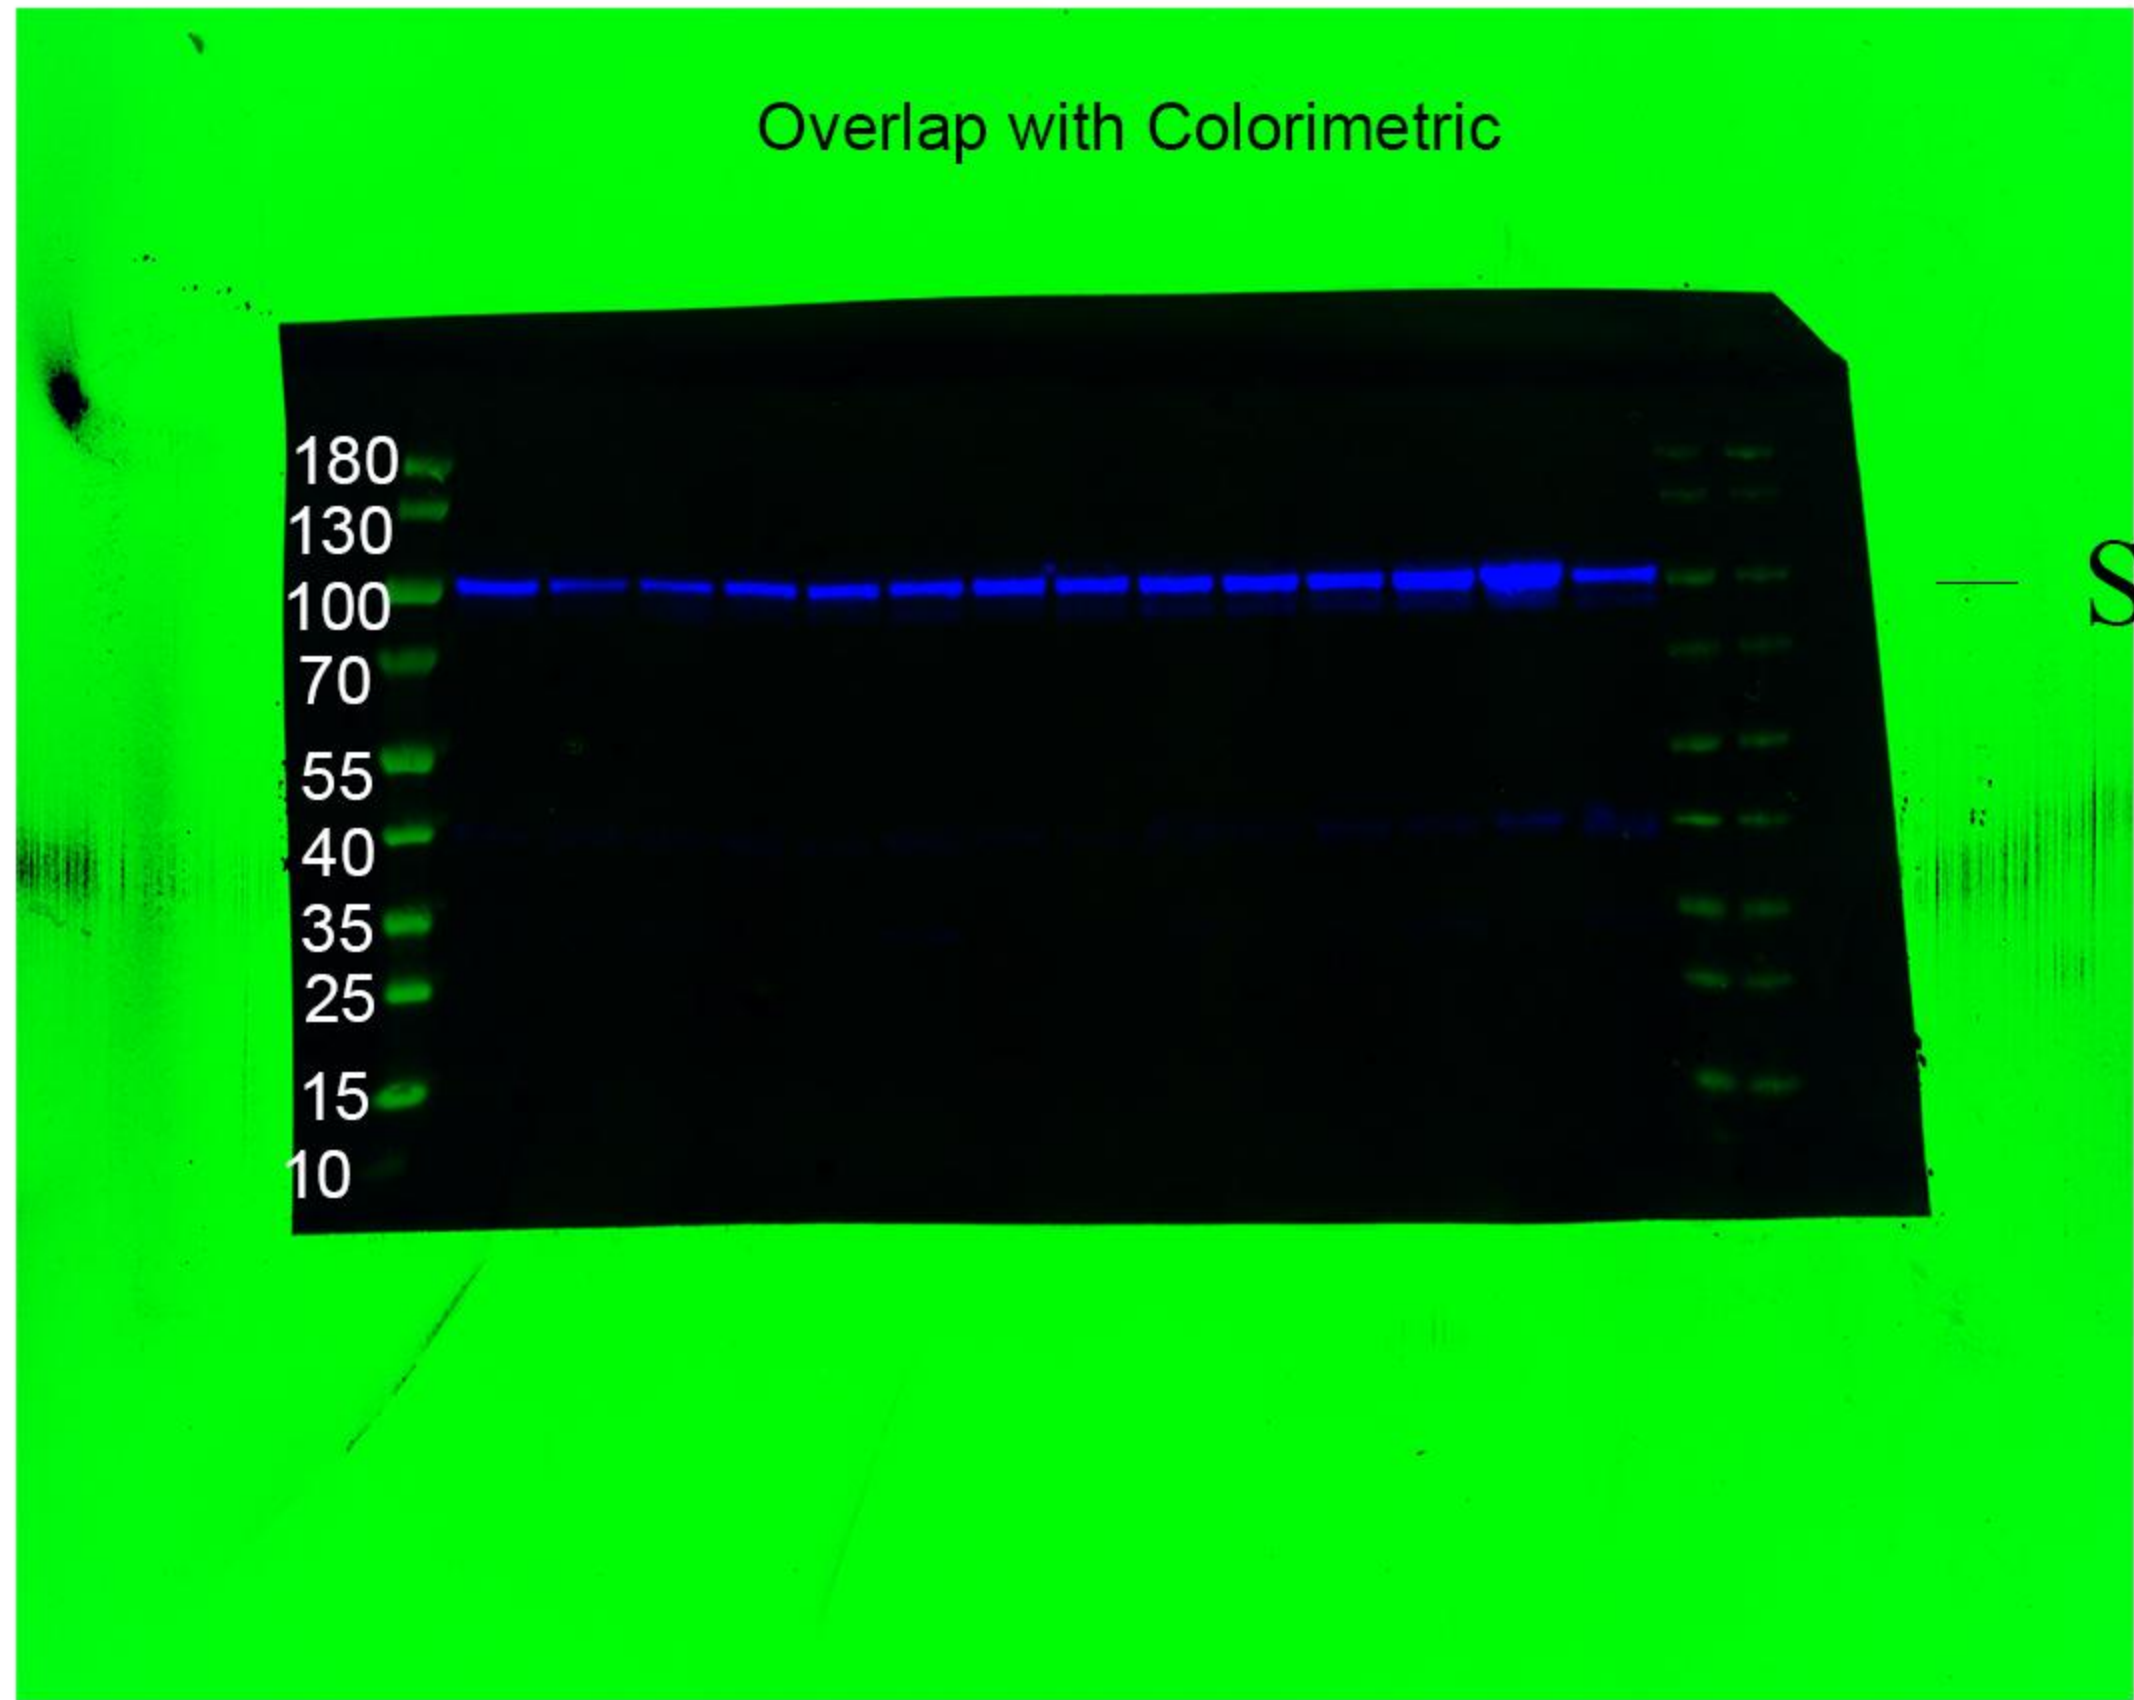

GAPDH

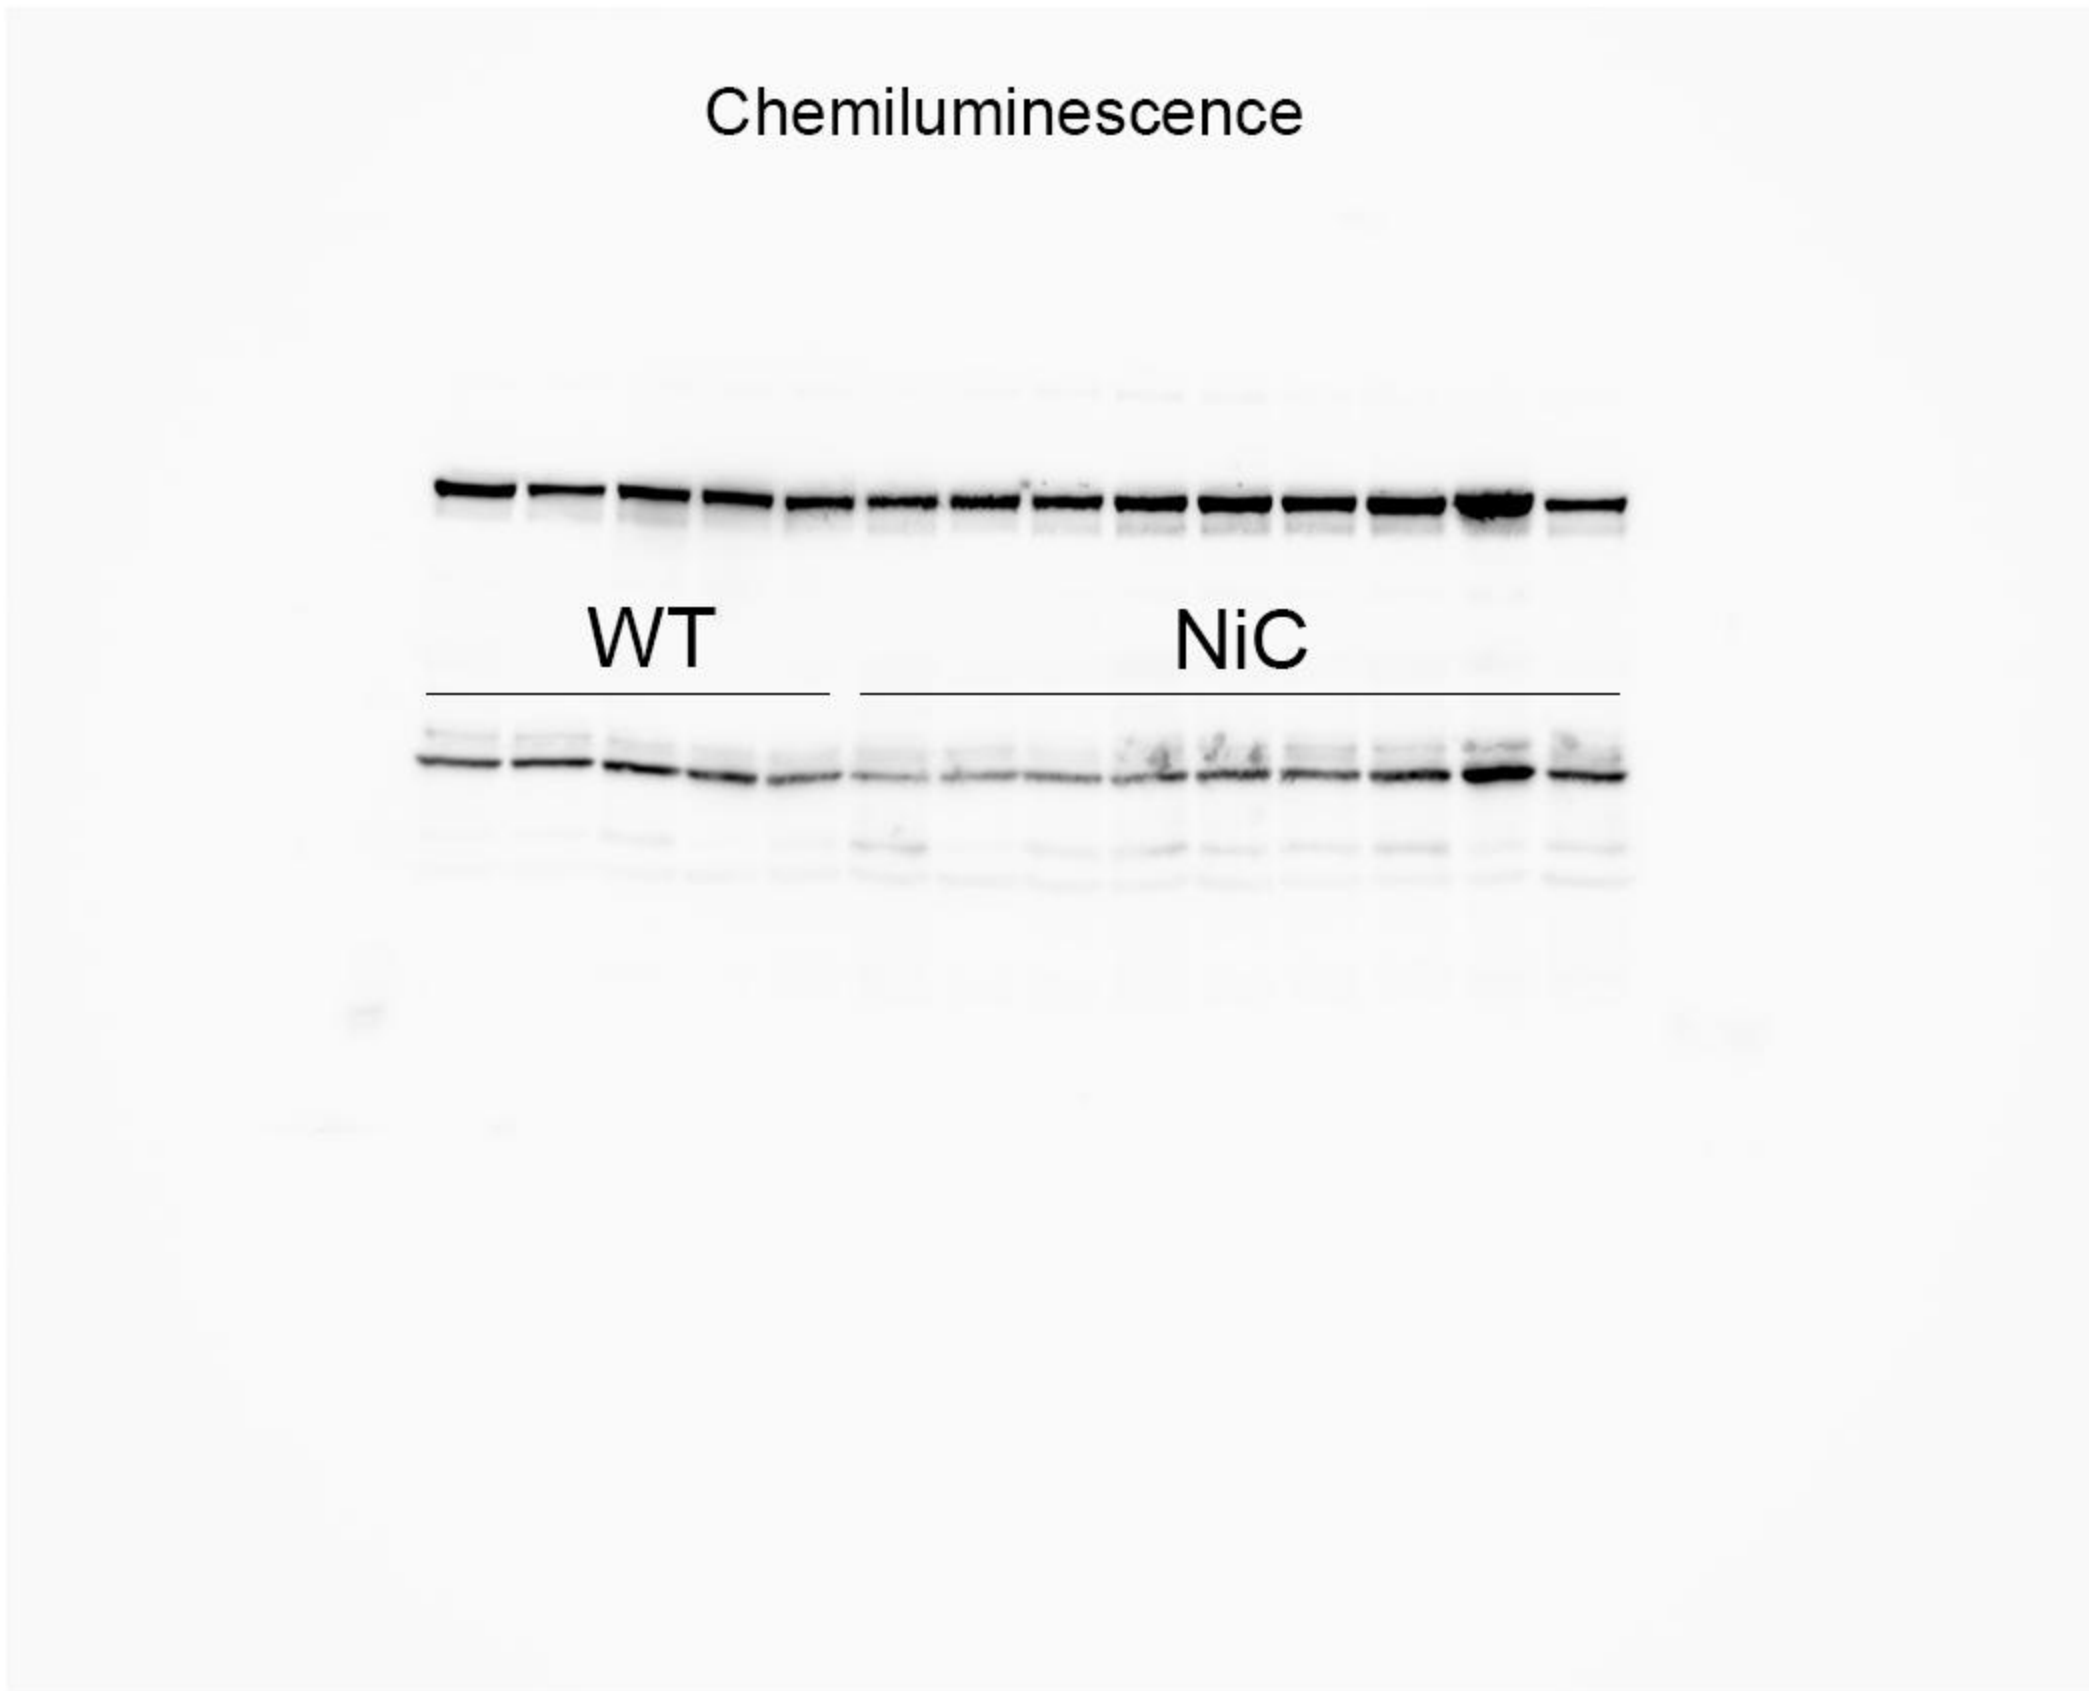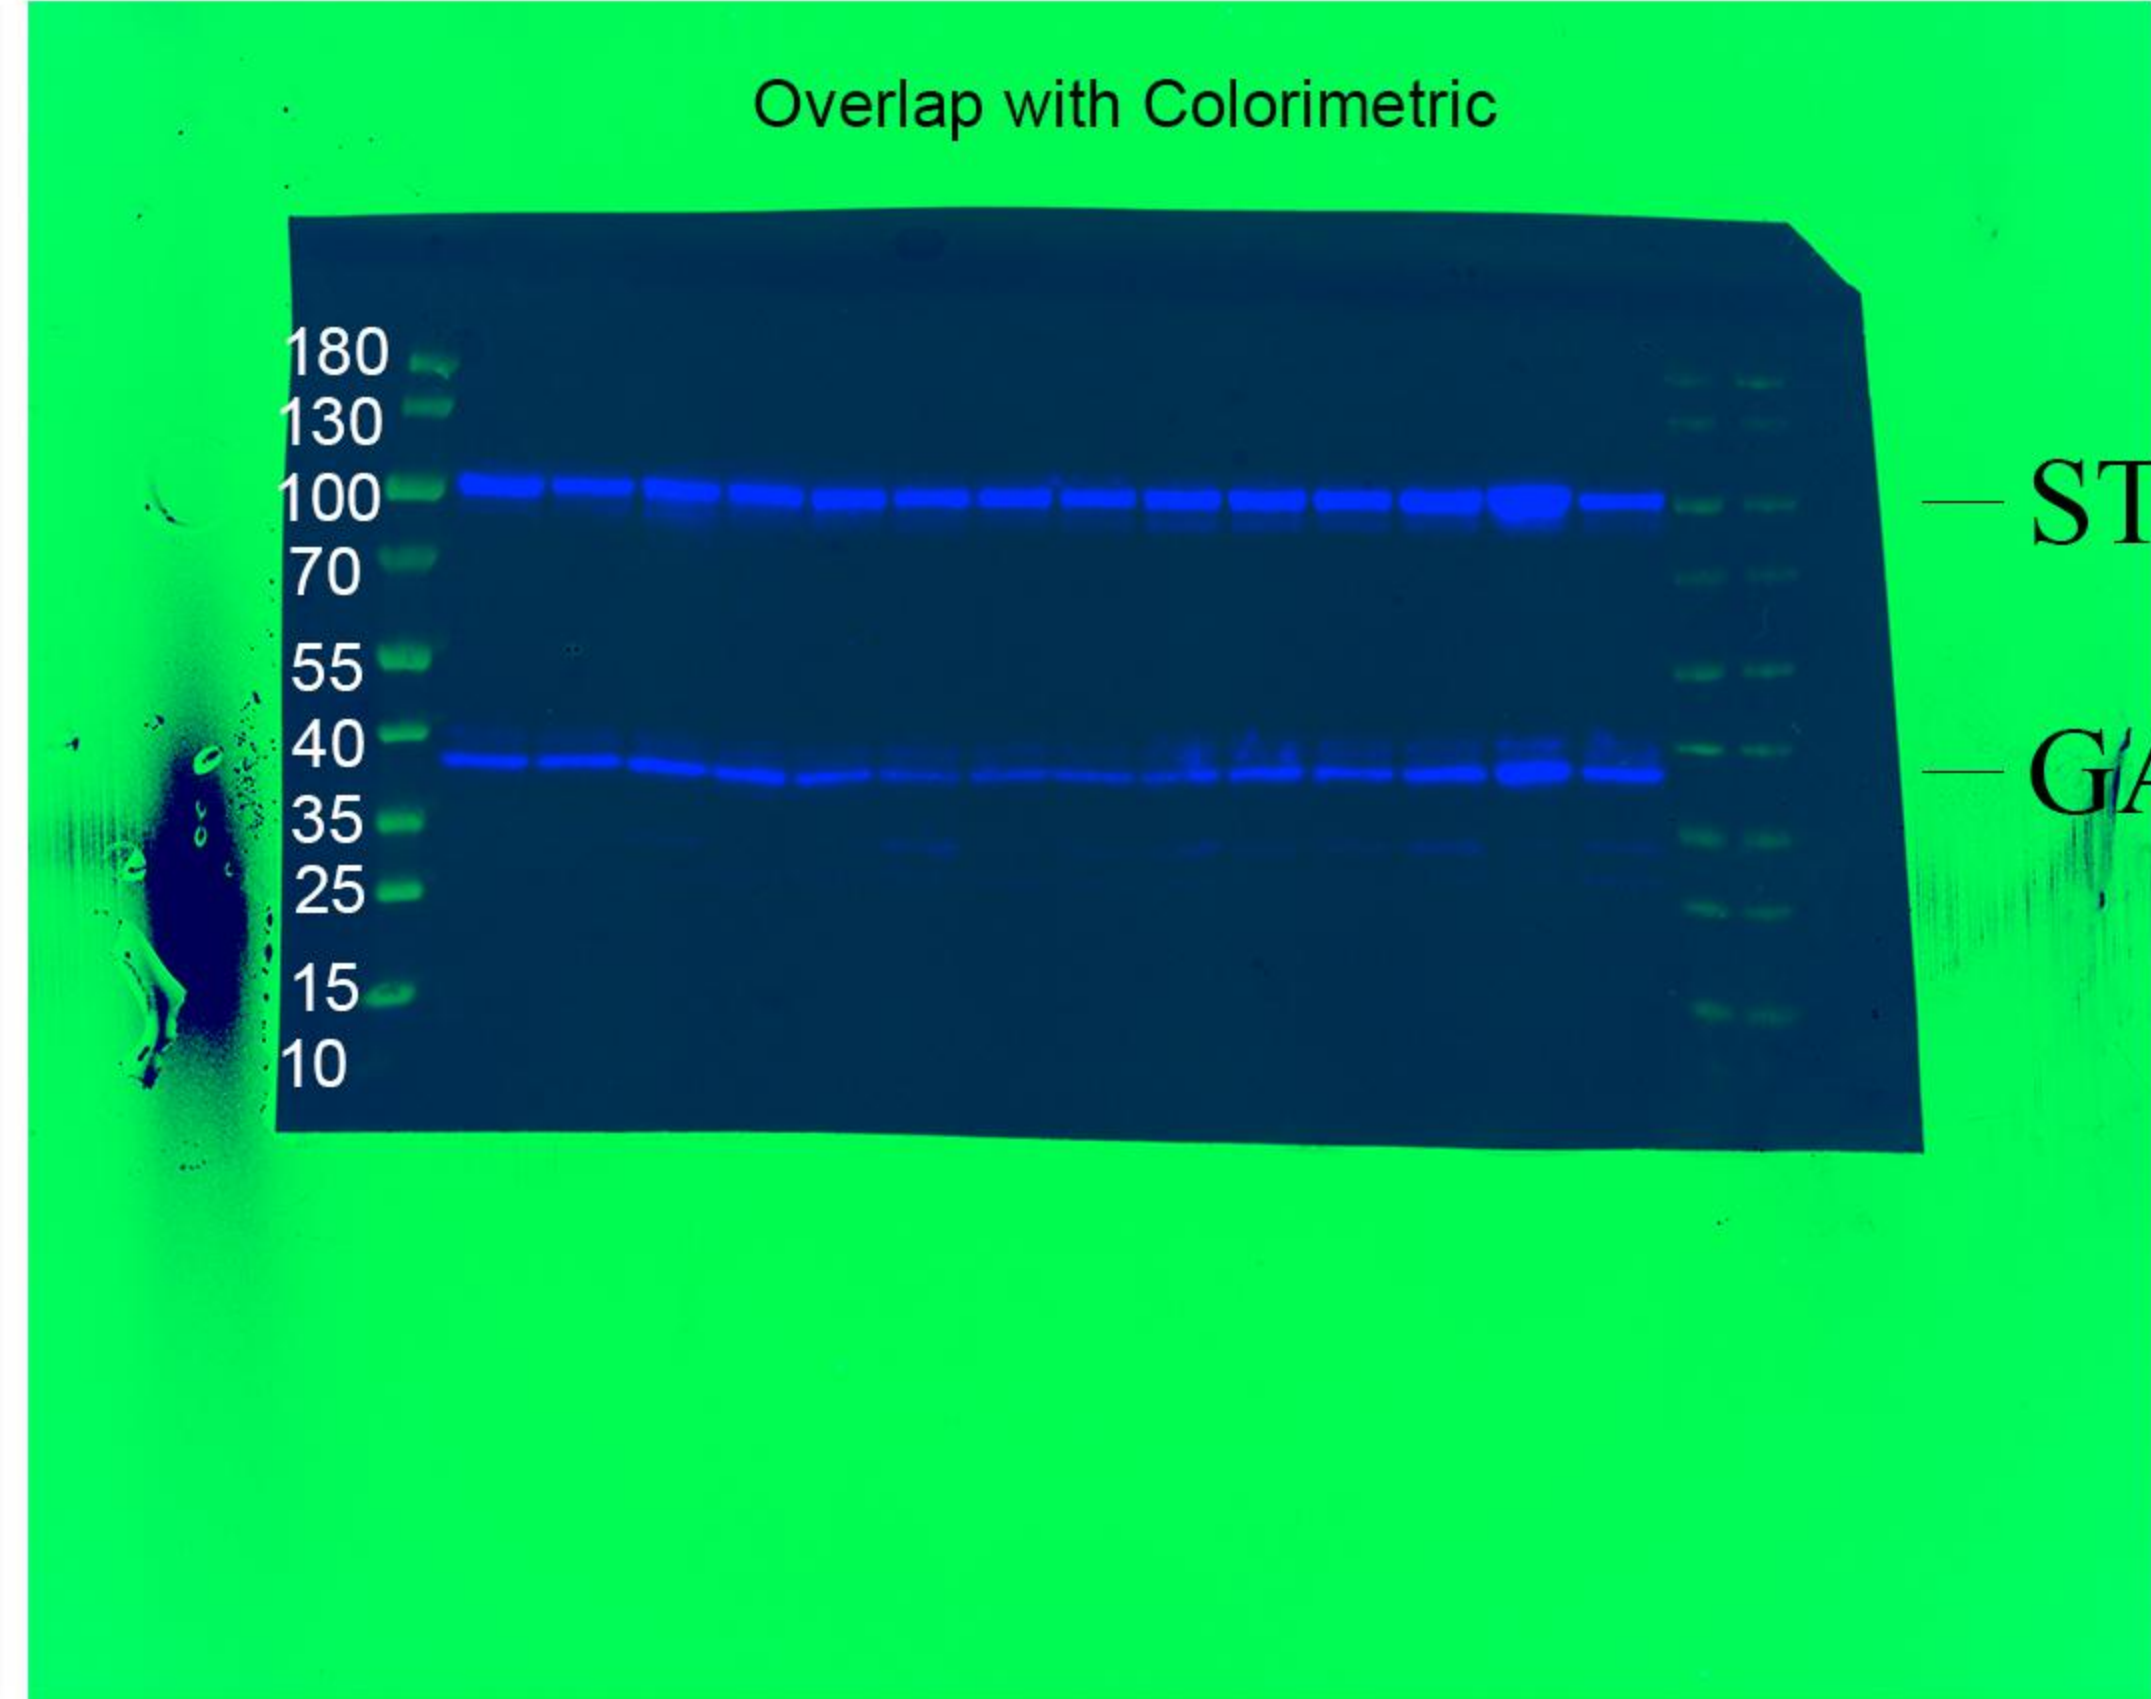

Figure 5K -- KC vs KNiC Quantificaton

pSTAT3

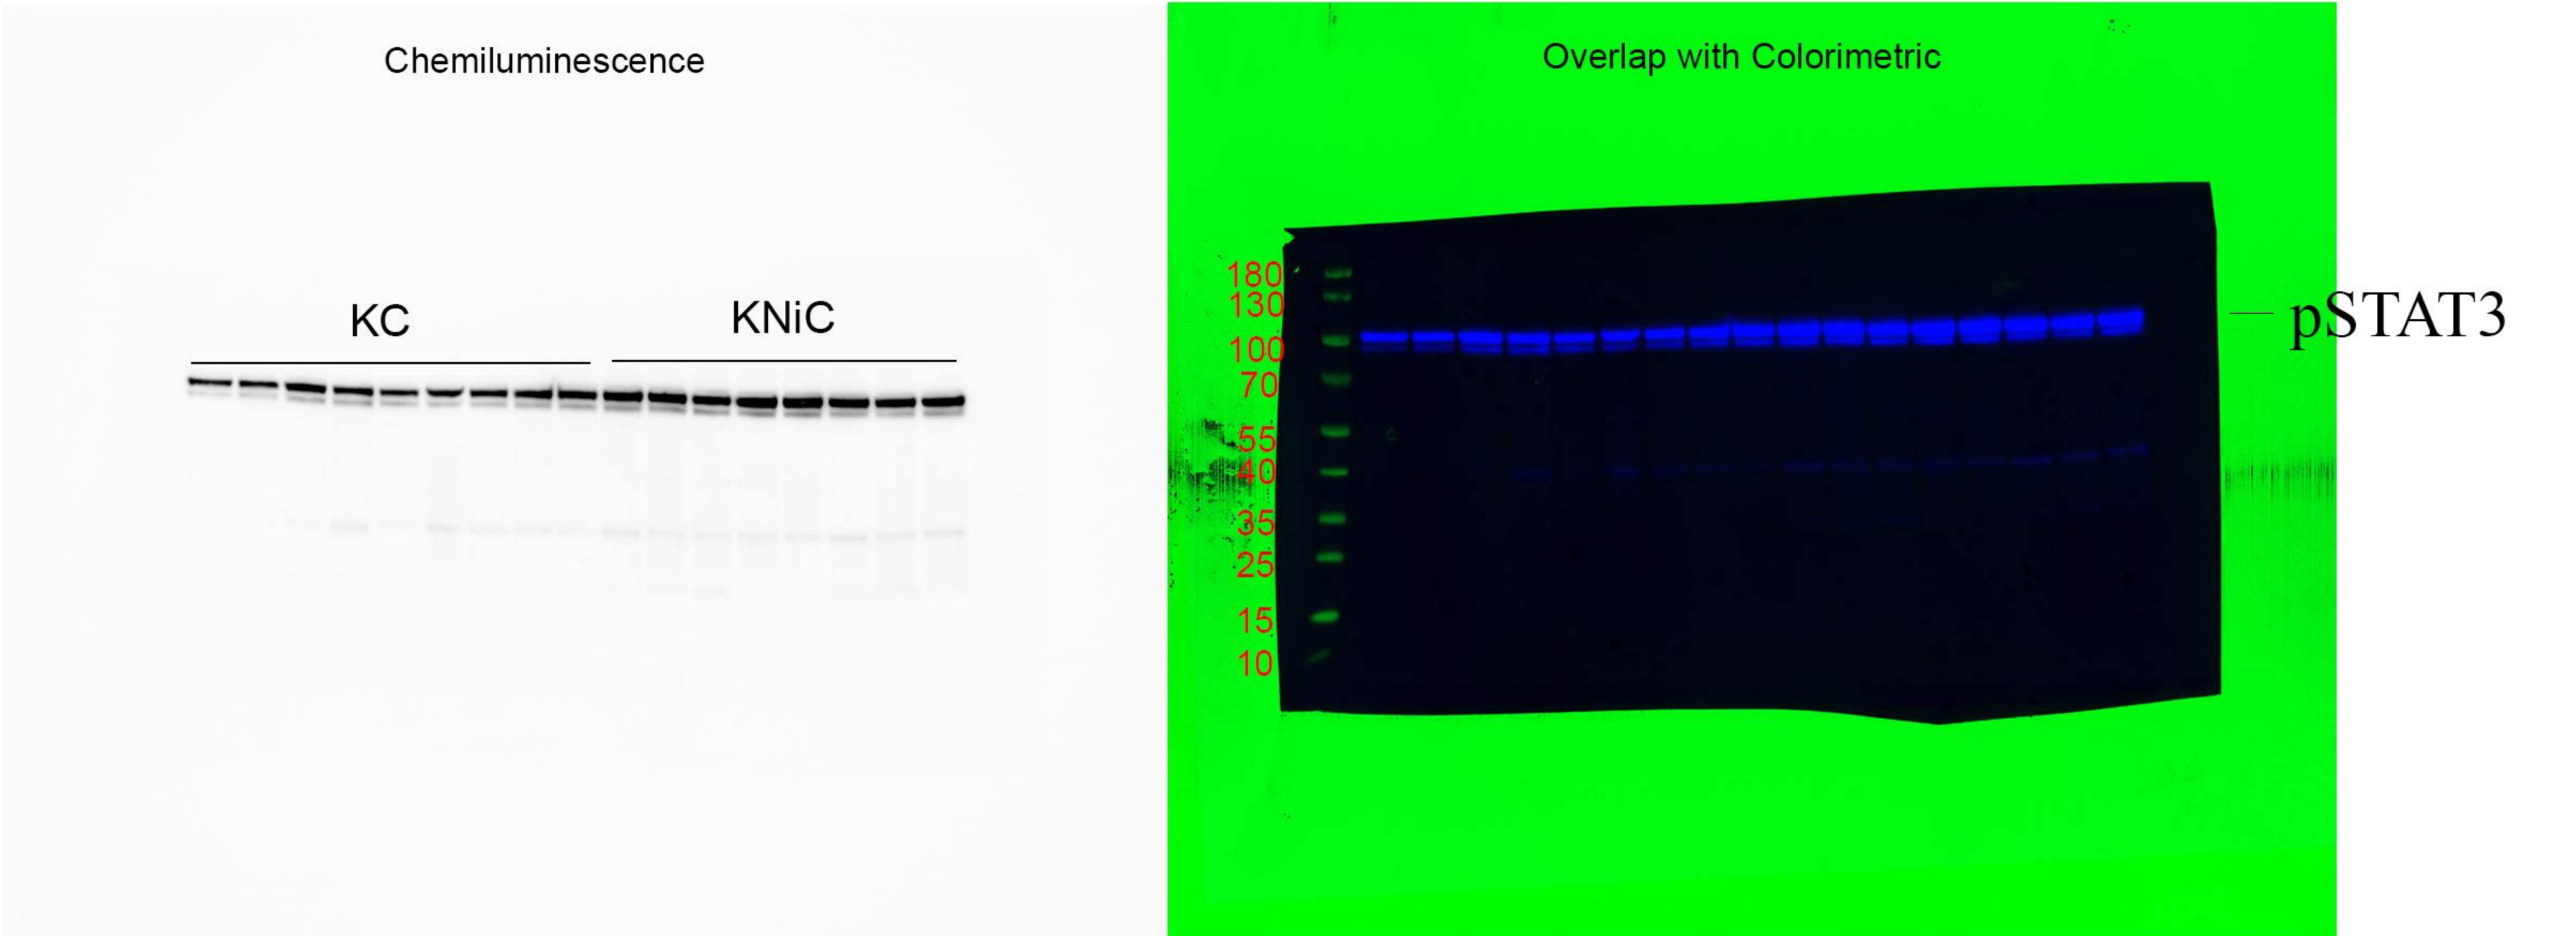

STAT3

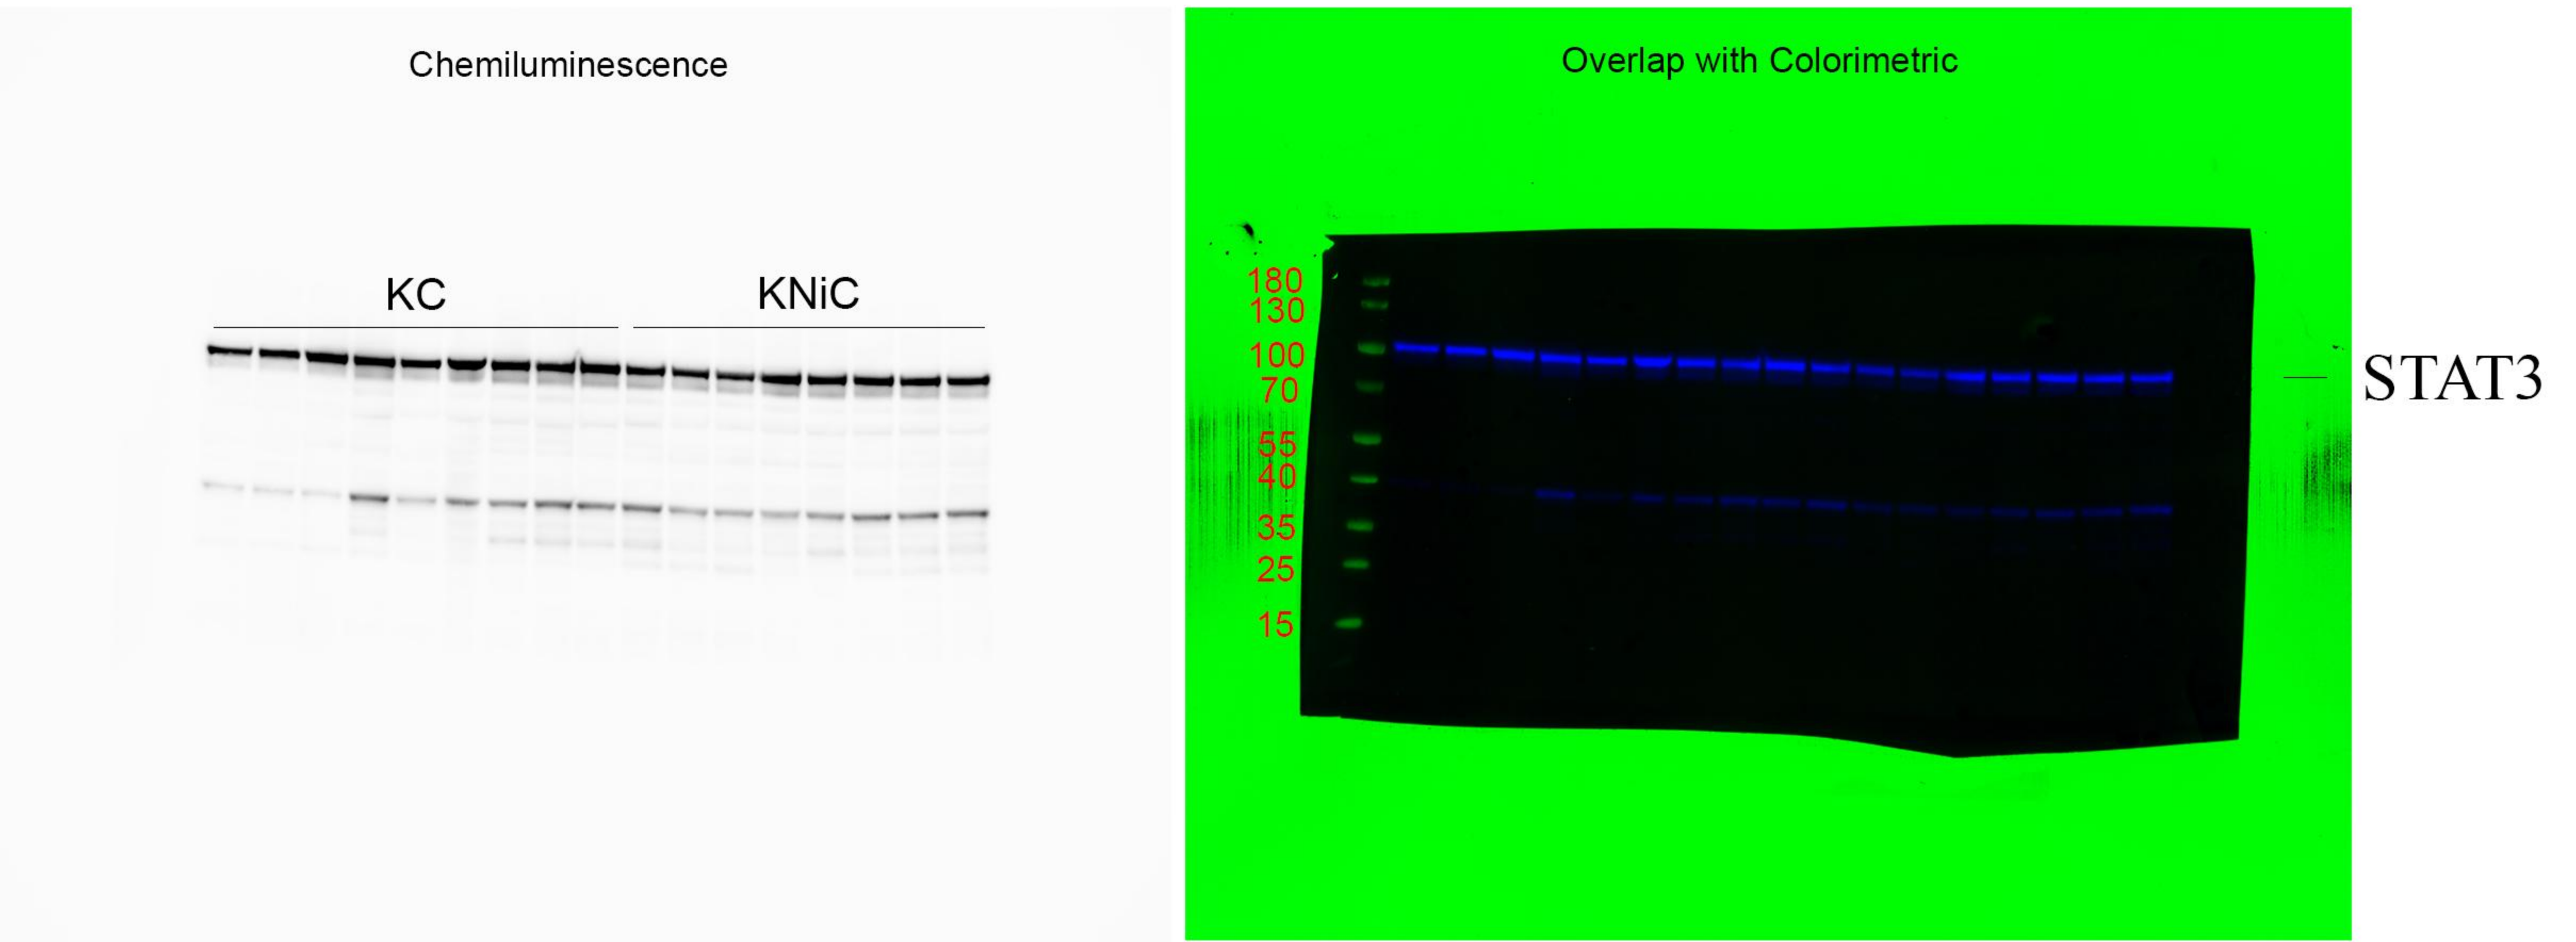

GAPDH

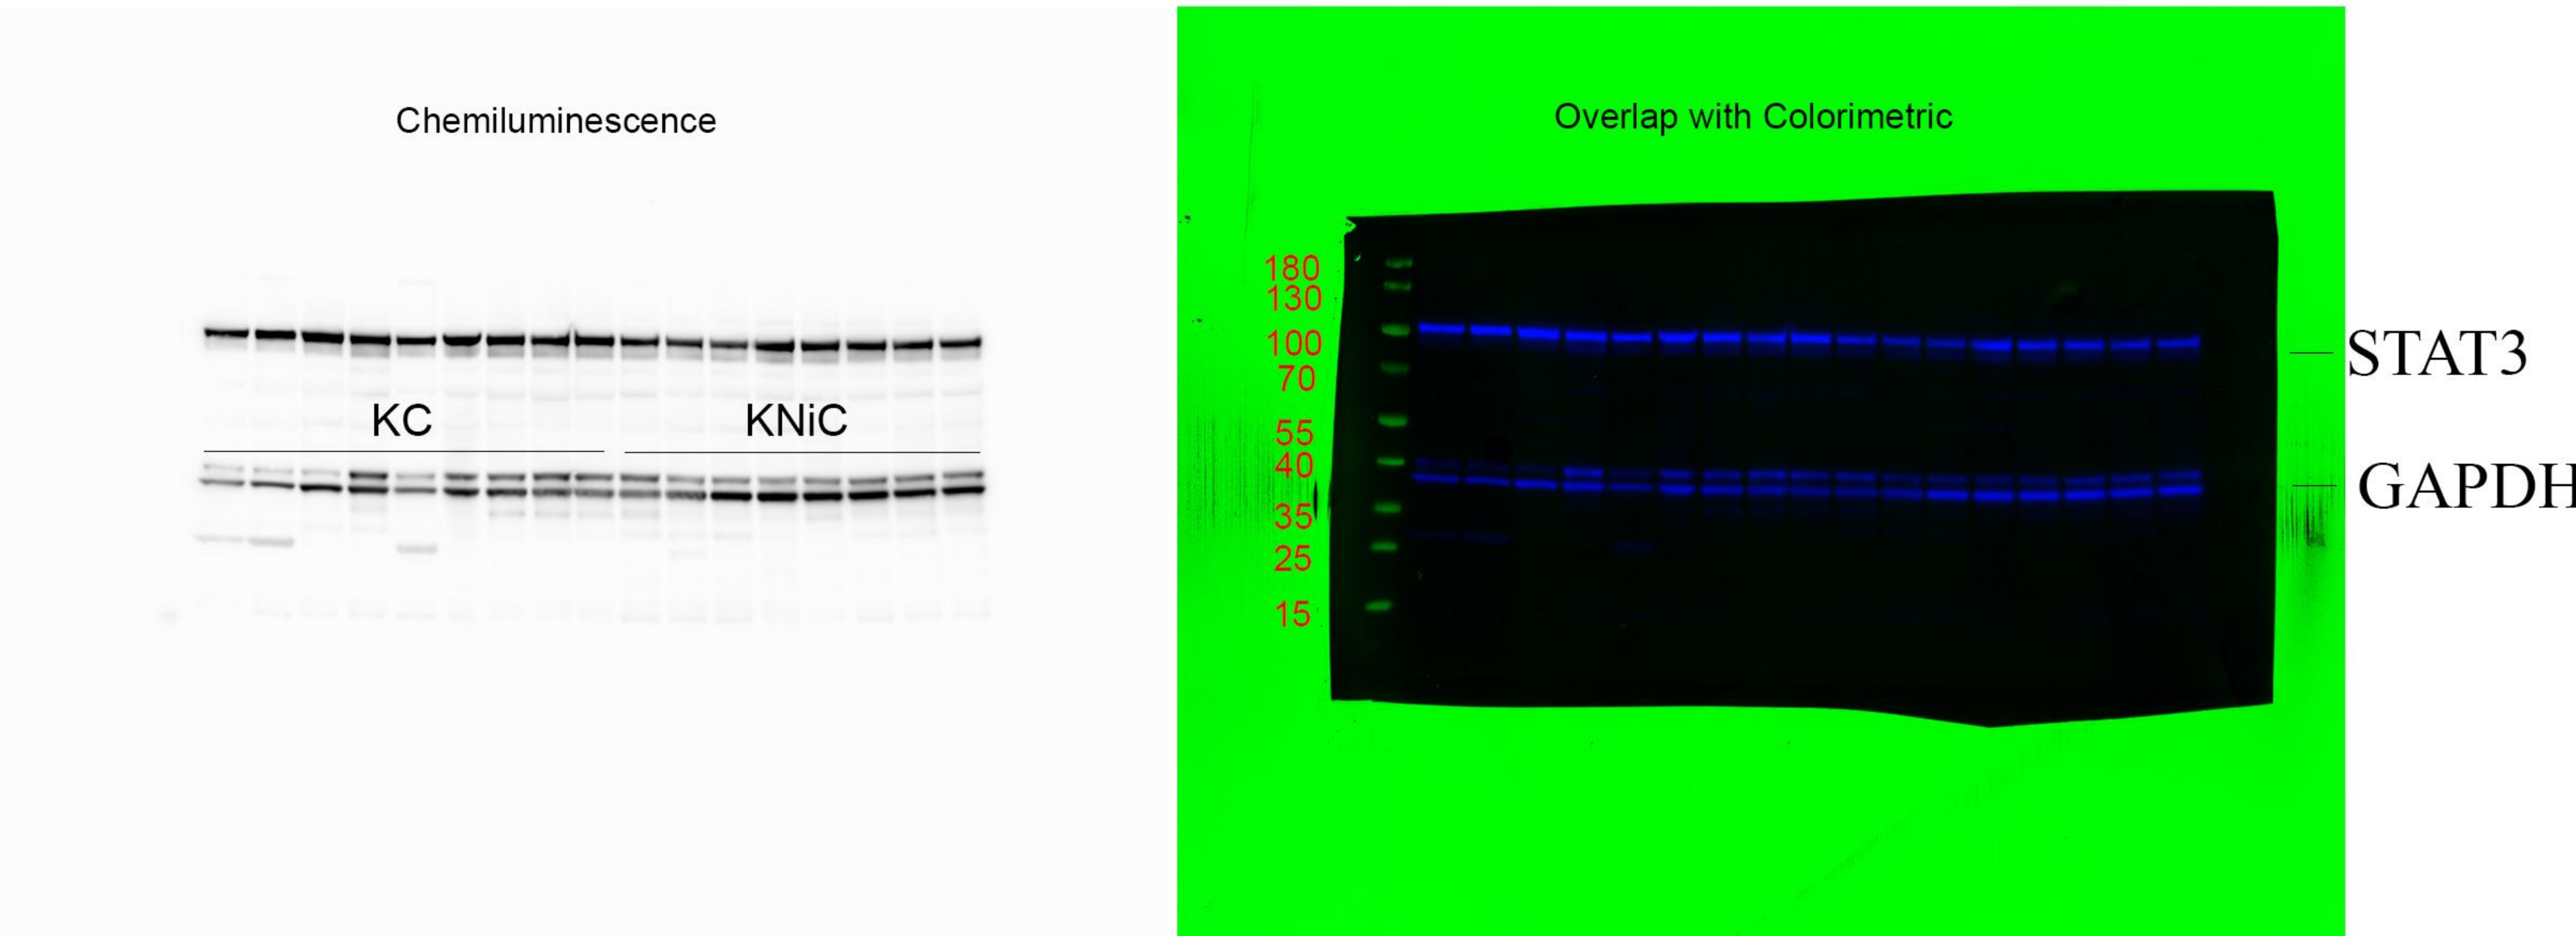

Figure S1B&S3B

RelB

Chemiluminescence

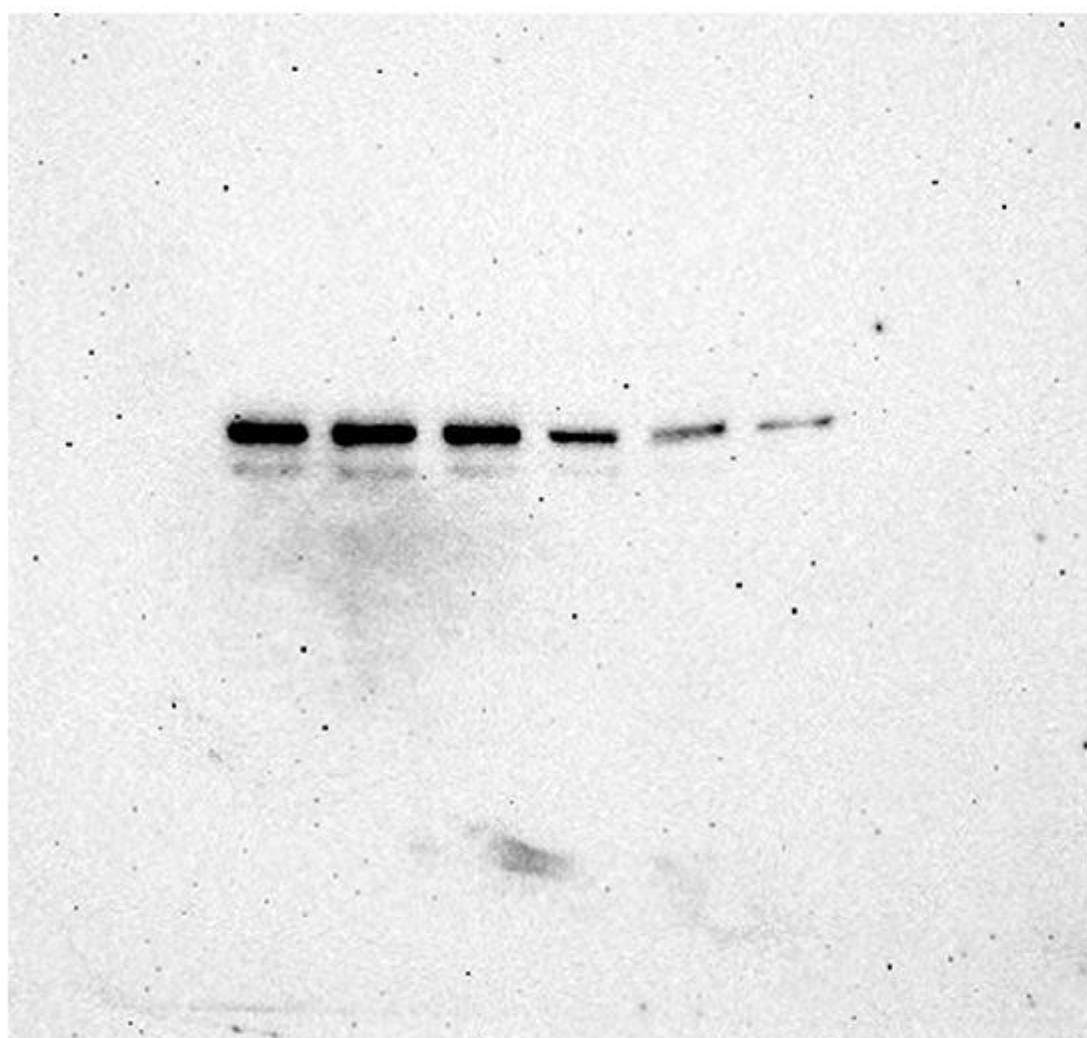

Overlap with Colorimetric

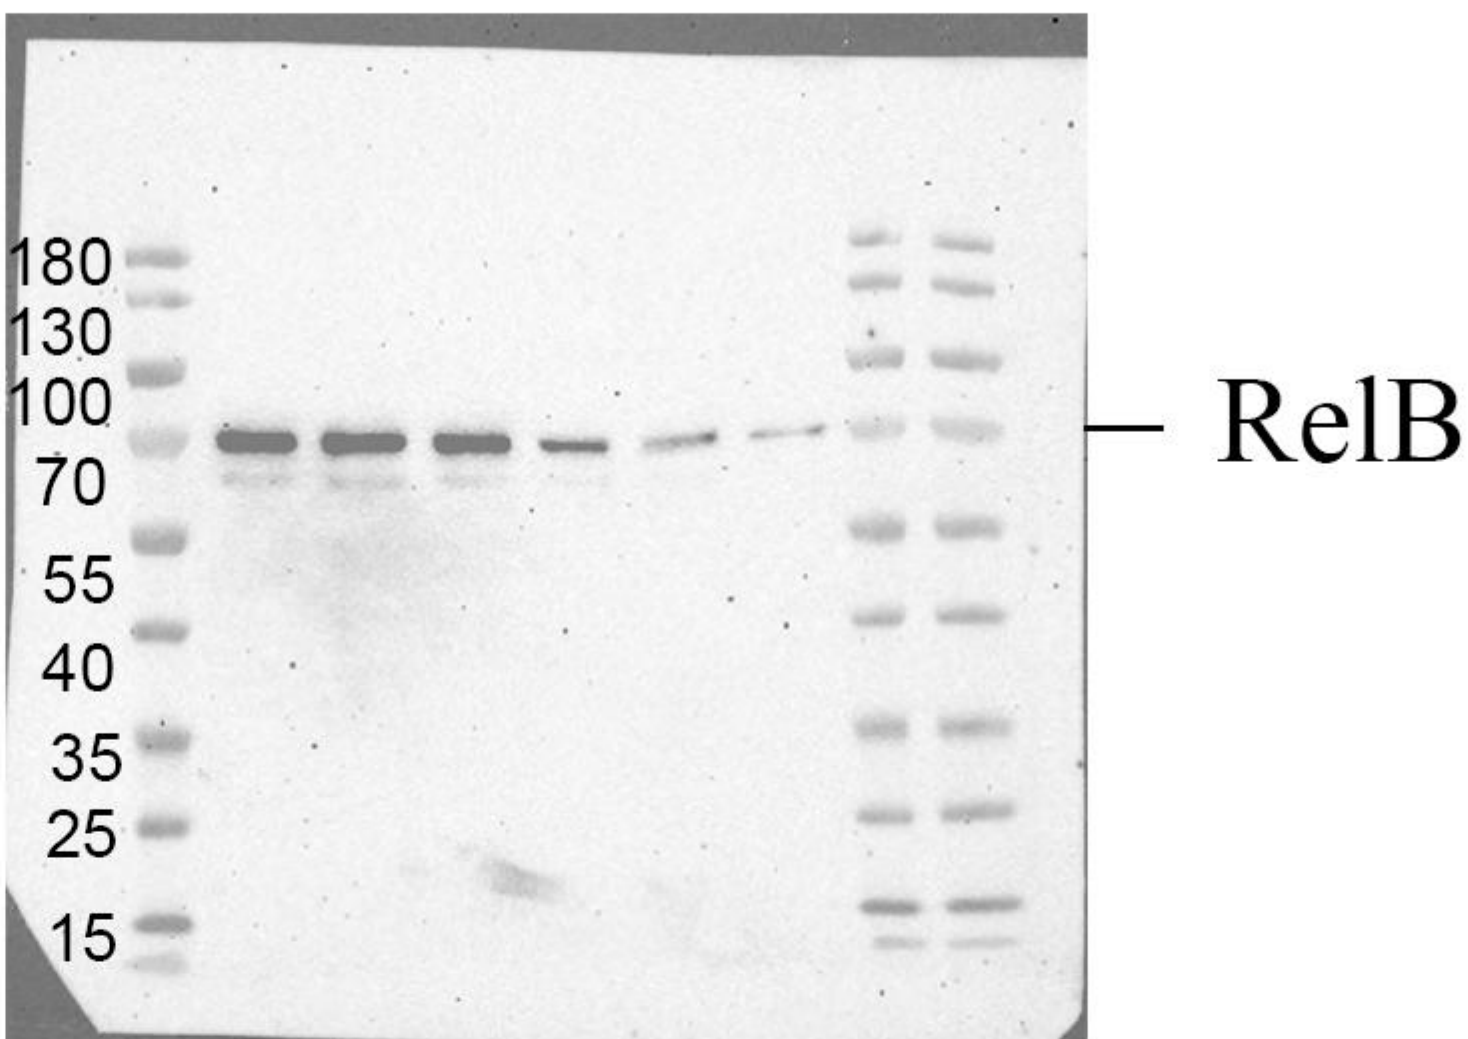

p65

Chemiluminescence

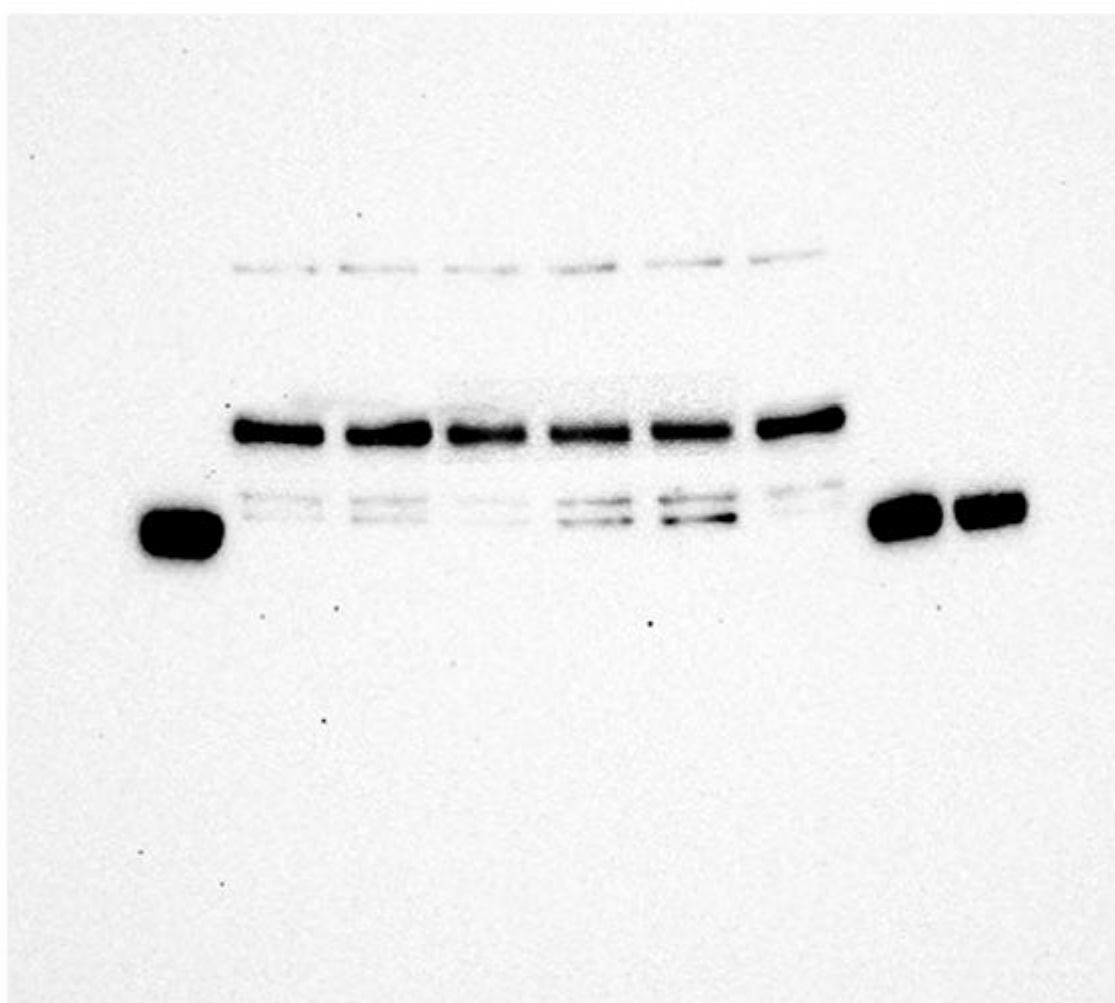

Overlap with Colorimetric

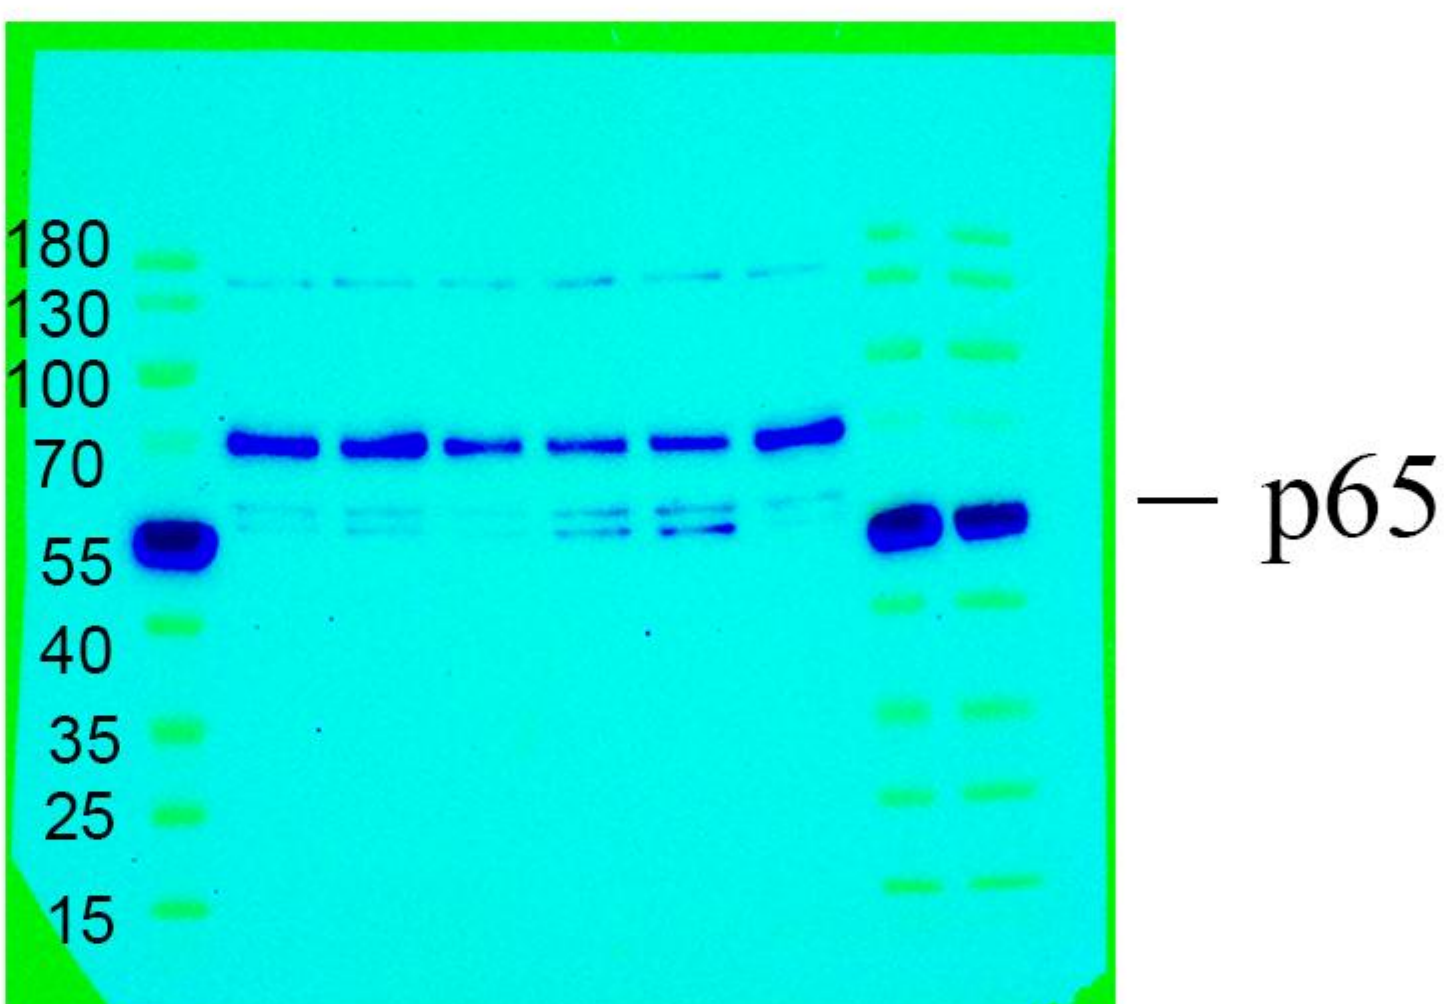

Histone H3

Chemiluminescence

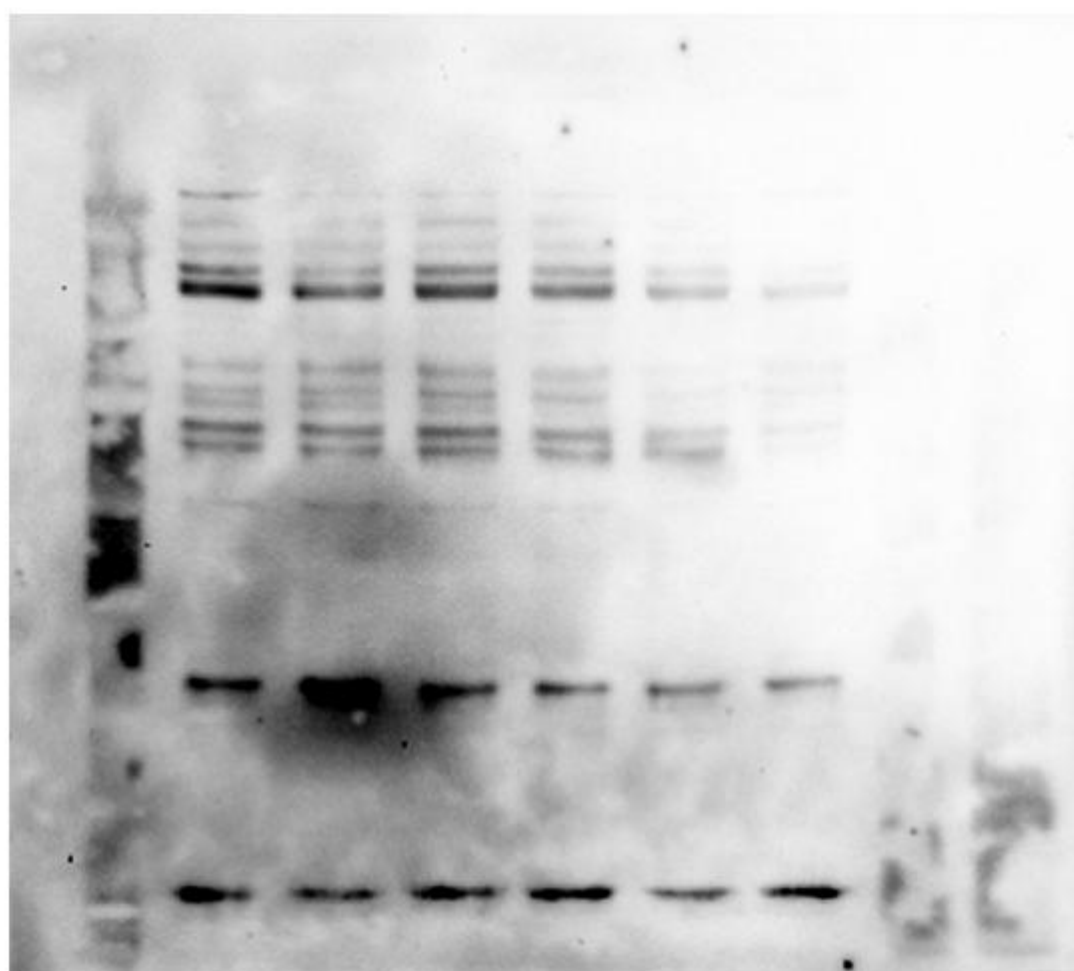

Overlap with Colorimetric

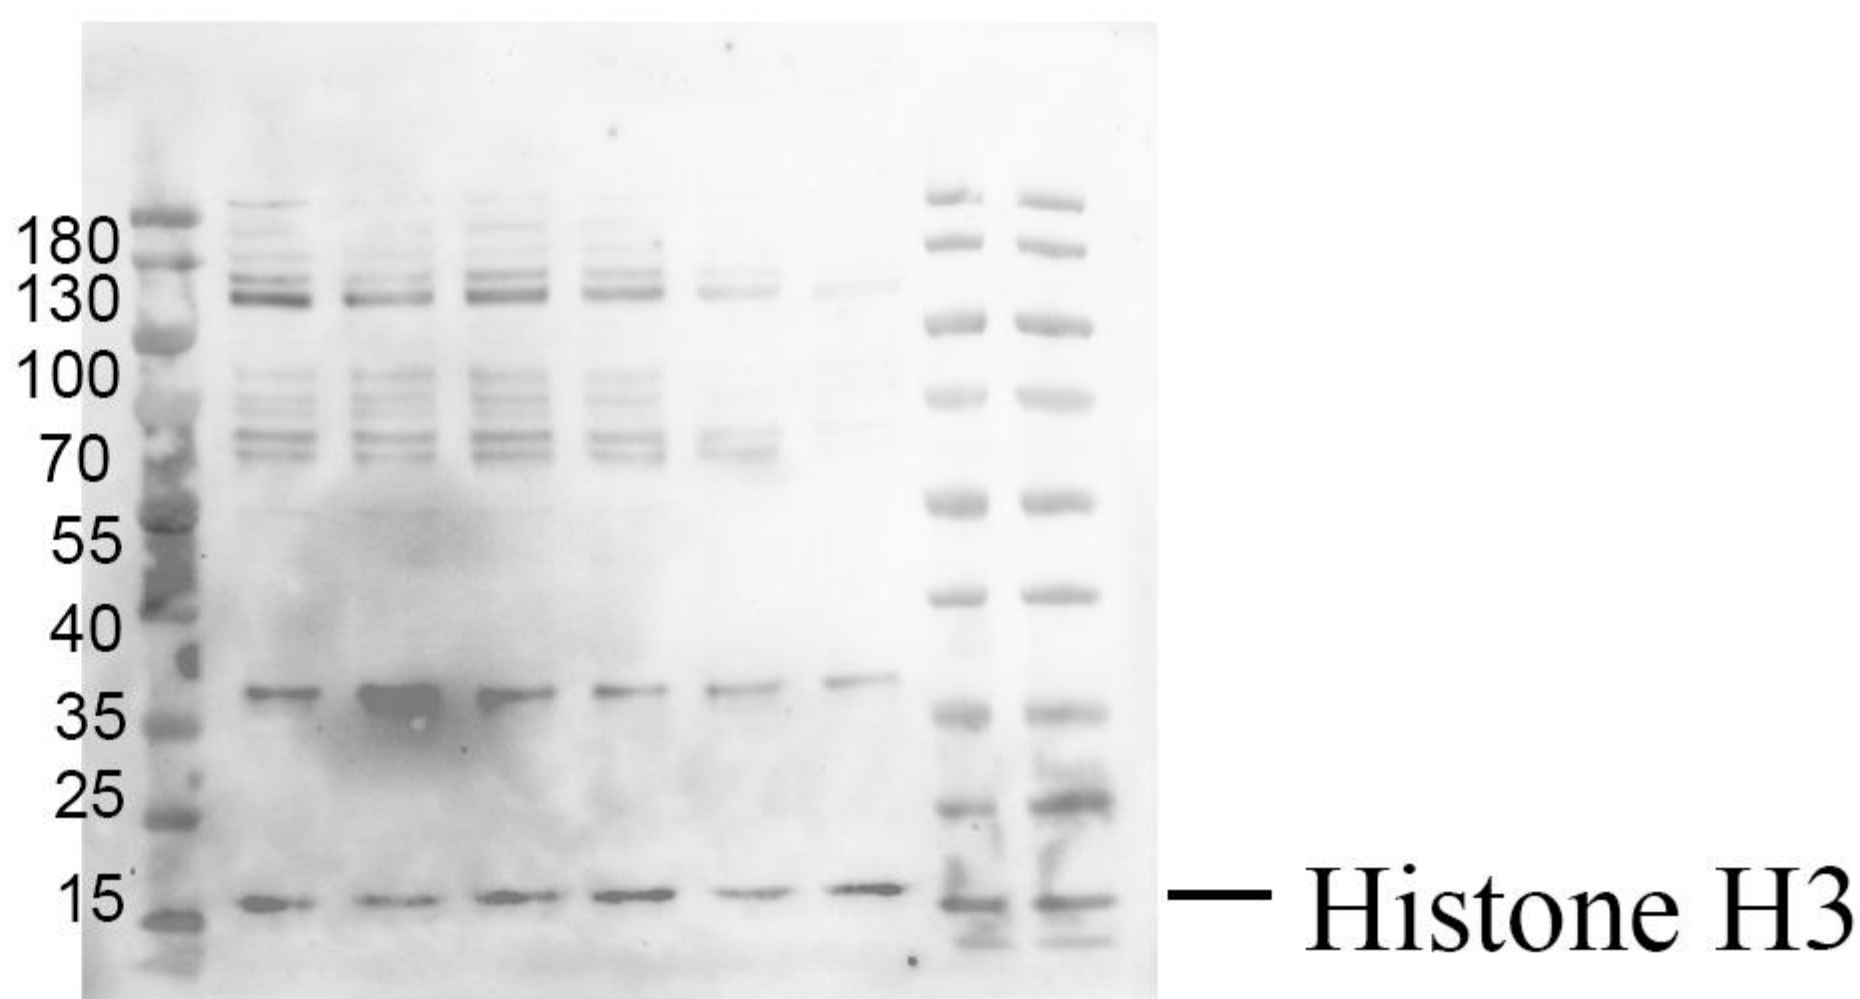

**Supplement:** Supplementary file 2 — uncropped gels and blots

How the deposited data were processed for this re-analysis (not part of the article)

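Gene counts from bulk mRNA sequencing were re-examined for cultured primary tumor cells (3 KPC and 3 KPNiC libraries) and for whole pancreata of 8-week-old mice injected with saline at 6 weeks of age (3 WT, 3 NiC, 3 KC and 4 KNiC libraries). The paper reports on the KPC, KPNiC, KC and KNiC libraries, and the WT and NiC pancreata are deposited beside them. Each library was assigned to its genotype from its label, and 0 columns were left without one. For the tumor cells the names of the count table and the TPM table are exchanged relative to the units in their column headers, and the headers, which the values bear out, were followed.

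The authors filtered the reads with SOAPnuke, aligned them to GRCm39 with HISAT2 2.0.4 and obtained gene-level counts and TPM with RSEM. The deposited tables hold expected counts and TPM for mRNA genes, 15618 genes in the tumor cells, of which 141 had no count in any library, and 15938 genes in the pancreata. Between 4.25% and 4.98% of the counts per library were not whole in the tumor cells, and between 3.12% and 3.85% in the pancreata. The paper gives 23 to 25 M raw read pairs per library, before filtering and alignment, and the counts total 16.2 to 17.2 M in the tumor cells and 20.0 to 20.9 M in the pancreata. Acinar genes took most of the counts in the pancreata, which leaves less depth for every other cell type. Coordinates come from the GENCODE annotation of GRCm39, matched by gene symbol for 16565 of 17332 genes.

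Expected counts were rounded to whole numbers. Genes were kept by filterByExpr (minimum count 10, minimum total count 15), counts were scaled by TMM, and groups were compared by the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, with p adjusted by the Benjamini-Hochberg method over all tested genes and a threshold of 0.05. Every adjusted p of a gene is from this test unless another tool is named. Every adjusted p of a list is from camera in limma 3.58.1, unless fry is named or it is the adjusted p of a normalized enrichment score, which is from fgsea. The 4 comparisons of groups were KPNiC with KPC, KNiC with KC, NiC with WT and KC with WT. The effect of NIK deletion with and without oncogenic KRAS was compared by an interaction term over all 13 pancreata. WT mice lack Cre, so each comparison with WT, and the interaction, also holds any effect of Pdx1-Cre. Sex was not in the model. Levels are CPM scaled by TMM within the comparison, as mean and SD over libraries.

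A total of 44 gene lists were written out from textbook knowledge and the paper's methods, and 15 Reactome sets were taken from the copy in fgsea 1.28.0. Lists of 5 to 500 tested genes entered the list test, camera with a preset correlation of 0.01, and the estimated correlation and fry served as alternatives. Normalized enrichment scores came from fgsea on genes ranked by Signal2Noise, with a smallest SD of 0.2 of the mean and 10000 permutations. Of the gene sets that the paper used only some Reactome sets were available, and its 2 non-canonical NF-κB sets were not. Genes named are the 10 higher and 10 lower genes with the largest log2 fold change among those past the threshold with an average log2 CPM of at least 1 and no overlap between the groups, the genes the paper names, and up to 4 members with the smallest adjusted p in each list described.

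Alternatives were other scaling factors (DESeq2 and upper quartile), DESeq2 1.42.0, no filter beyond 1 count, at least 10 counts in every library, limma-trend on log2(TPM + 1) and log2(TPM + 0.1) for genes with TPM over 1 in 3 libraries and without that filter, a block for the replicate number, an absolute log2 fold change over 1, glmTreat against a fold of 1.5, all 4 groups of pancreata in one model, other rankings for the enrichment scores, and leaving out each library in turn. Leaving out the acinar genes was planned for the numbers of genes in the pancreata and added for the lists after the data were seen, as was using WT in place of KC. Other splits of the same libraries were counted for each comparison.

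The procedure was tested on simulated data with the depth and spread of each comparison and 200 changed genes. Of genes changed 2-fold, 83.3% were recovered for KPNiC with KPC, 77.7% for KNiC with KC, 75.0% for NiC with WT and 76.3% for KC with WT, and of genes changed 4-fold at least 97.9%. Wrong calls made up 3.57%, 4.28%, 8.38% and 7.07% of the calls. A planted set of 25 genes changed 1.5-fold was found in each comparison, and 0 of 40 random sets were called. Each simulated gene was drawn on its own, so this does not show how the list test behaves where genes vary together. For the interaction term 41.4% of 2-fold and 90.9% of 4-fold changes were recovered. The intervals and errors cover the libraries at hand, and the labels give no batch or date.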

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

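The list of clock genes, the tests of acinar scaling and of the time of day for them, of library size for the tumor cells, and of the counts taken by acinar genes, of a lower acinar share and of WT in place of KC for the collagen, fibroblast and duct genes were chosen after the results were seen.

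KNiC 1 stood apart from the other 3 KNiC pancreata in the scores of 7 gene lists, each the mean over the list's genes of log2 CPM centered on all pancreata. These were acinar (0.250), myCAF (-0.0890), fibroblast (-0.0932), smooth muscle and pericyte (0.135), mesenchymal state (-0.127), negative regulation of FGFR1 signaling (-0.0597) and Wnt signaling (-0.0211). KNiC 2 stood apart in the score of Schwann cells and neurons (0.180), KNiC 4 in that of TNF signaling (-0.0590), and KNiC 3 in the CPM of Nr1d2 (8.20). Of 79 groups tested in this way 10 stood out, where chance gives about 1 in 20, and lists that share genes are not independent. The paper does not report the comparison of NiC with WT pancreata, in which 49 of 11604 tested genes passed (32 higher, 17 lower), nor that of KC with WT, in which 26 of 11630 passed (22 higher, 4 lower). The number for NiC with WT was 10 without WT 2, 28 without WT 3, 32 without NiC 3 and 102 without NiC 1, and for KC with WT it was 3 without WT 2, 8 without WT 3, 13 without KC 1 and 11 without KC 2. The effect of NIK deletion differed with and without oncogenic KRAS in 16 gene lists by the list test on the interaction term, and in 0 with an estimated correlation. The paper's WT controls are littermates without Cre. The comparisons of NiC with WT and of KC with WT, and this interaction, therefore also hold any effect of Pdx1-Cre itself. No single gene passed for this interaction by edgeR (0 of 12051, with 510 at an unadjusted p under 0.05), and DESeq2 called 1, Col1a2, while edgeR called 3 genes without NiC 1 and 2 without KNiC 1.

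Of 13 tested genes of the circadian clock, 4 passed in KNiC with KC (Dbp, Tef and Nr1d2 lower, Arntl higher) and 7 of 13 in NiC with WT (the same 4 with Nr1d1, Per2 and Per3, these 3 lower). Tef, a clock output gene whose call held without any 1 library in both, unlike that of Nr1d2 (0.112 without KC 3, 0.0937 without WT 2), had a log2 fold change of -1.63 in KNiC with KC and -1.32 in NiC with WT, and the median of Dbp and the genes that peak with it was -1.52 and -1.32, against -0.07 in KC with WT. With the acinar genes left out of the scaling 12 of the 26 tests of clock genes in both comparisons passed (7 genes, 5 of them in both), which argues against a few abundant genes, and Dbp and the genes that peak with it had a median of 0.23 in KPNiC cells, which argues against an effect that NIK loss has on epithelial cells in culture, although cultured cells are not synchronized. A different time of day at collection may account for the shift, since the medians of genes that peak with Arntl and of genes that peak with Dbp lay at least 2.18 apart in both comparisons, although of the former Arntl alone passed and Cry1 had a log2 fold change of -0.21 and -0.13. It cannot be told apart from an effect of NIK loss in the living animal, because the labels and the paper give no collection times.

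The 3421 genes that differed between KPNiC and KPC cells (2046 without KPC 1, 2263 without KPC 3) are many for 1 deleted gene. Total counts of the genotypes overlapped over 0.325 M, which argues against library size. Chromosome 6 (559 genes) differed most among the autosomes, by 0.35 in the median centered log2 CPM of its genes, averaged over the libraries of each genotype, 4.33 times the largest range within a genotype, which is consistent with the libraries of a genotype being cultures of 1 tumor line each. Once the median of its chromosome was subtracted, 61.8% of the called genes with a known chromosome kept at least 80% of their log2 fold change, so whole-chromosome copy number may account for some of the calls, and how many cannot be told apart by this test. The library names within a genotype share a common stem with a running number. An effect of NIK loss stays open beside a difference between individual lines, which would follow genotype in these 6 libraries.

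The lists of collagen, fibroblast and duct genes were higher in KNiC than in KC pancreata by the list test, each with adjusted p = 0.134 with an estimated correlation. Genes other than acinar held 13.0 to 15.2% of the counts in KC and 12.5 to 13.9% in KNiC, a log2 ratio of at most 0.11 between a KNiC and a KC library, under the lower quartile of the log2 fold changes in each list (0.33, 0.32 and 0.24), which argues against acinar genes taking up the counts, and 2 cell type lists were lower (T cell and B and plasma cell, with adjusted p = 0.344 and 0.134 with an estimated correlation), which argues against a lower acinar share that raises every other cell type alike. KC pancreata that happened to hold little stroma could also give the collagen and fibroblast part, while the duct list was higher than in WT both in KC (adjusted p = 3.85e-10, and 0.338 with an estimated correlation) and in KNiC (adjusted p = 1.02e-28, and 0.0909). The collagen genes were higher in KNiC than in WT (adjusted p = 0.00154, and adjusted p = 0.541 with an estimated correlation), but 1 library decides this call, since the adjusted p was 0.140 without WT 1. Stroma that differs by chance between a few pancreata and stroma that follows NIK deletion in mice with oncogenic KRAS therefore cannot be told apart.

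Other splits of the same libraries were counted for each comparison. For KPNiC with KPC 10 splits are too few for a share under 0.05, with 3421 genes in the real split and 0 in the highest other, and 9 lists against 11. For NiC with WT, also 10 splits, these numbers were 49 genes against 0 and 5 lists against 25, and for KC with WT 26 genes against 22 and 20 lists against 24. For KNiC with KC the real split had the most genes (1 of 35 splits as large, 21 against 17 in the highest other), a share under 0.05. The lead over the next split is narrow, and the shares were not adjusted for the several counts made. The number of genes was 8 without KC 2, 9 without KC 3, 11 without KNiC 4 and 52 without KNiC 1. Chance is therefore not excluded for the number of genes. It cannot be excluded either for the number of lists (10 of 35, 16 against 23), the collagen genes (3 of 35, unadjusted p = 3.50e-17 against 5.01e-33) or the genes induced by KRAS (17 of 35, unadjusted p = 0.0834 against 8.18e-07). The split of the NiC and WT libraries with 25 lists, several times the real number, points to a structure of the samples that was not examined further. For the interaction the real number of genes is 0, so all 100 drawn assignments had to give at least as many (up to 109, in draws that mix the 4 genotypes), and this count decides nothing.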

How the results depend on the processing

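Leaving out the acinar genes in the list tests of KNiC with KC and using WT in place of KC were chosen after the results were seen.

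KPNiC with KPC kept its number of called genes within 1.5 times under other scaling factors, DESeq2, both count filters, limma-trend on TPM and the replicate block (2805 to 3581 genes), and KNiC with KC did so under other scaling factors, at least 10 counts in every library, an absolute log2 fold change over 1 and acinar genes left out (15 to 30 genes), and without KC 1 (20), KNiC 2 (21) or KNiC 3 (22). Replicate numbers did not pair the libraries, so the block has no meaning of its own. For 810 pairs of a named gene and a comparison, 13914 of 14650 values kept their side of the threshold (172 of these changed sign, with neither value passing), 603 no longer passed, 133 newly passed, and 0 changed direction where either value passed. The pancreata have 20.0 to 20.9 M counts per library, most of them from acinar genes, which limits the precision for genes of rarer cell types. Except where the construction of a setting shows it (fewer libraries, a stricter fold), the cause was not tested.

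Genes called. For KPNiC with KPC, an absolute log2 fold change over 1 left 1174 genes and glmTreat against a fold of 1.5 left 969, and leaving out 1 library gave 2046 (without KPC 1; 2263 without KPC 3) to 3894. For KNiC with KC (21 genes), DESeq2 called 48, no filter 49, limma-trend 4 on log2(TPM + 1), 5 on log2(TPM + 0.1) and 3 without a filter, the replicate block 32, glmTreat 2 and all 4 groups in one model 46, and leaving out 1 library gave 8 (without KC 2; 9 without KC 3, 11 without KNiC 4) to 52 (without KNiC 1). For NiC with WT (49 genes), limma-trend without a filter called 1 and glmTreat 14, and leaving out 1 library gave 10 (without WT 2; 28 without WT 3, 32 without NiC 3) to 102 (without NiC 1). For KC with WT (26 genes), limma-trend without a filter called 2, the replicate block 46, glmTreat 7 and all 4 groups in one model 14, and leaving out 1 library gave 3 (without WT 2; 8 without WT 3, 11 without KC 2, 13 without KC 1) to 32. For the interaction DESeq2 called 1 gene, and leaving out 1 library gave 0 to 3 (3 without NiC 1, 2 without KNiC 1).

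Lists. With an estimated correlation 0 lists were called in each of the 4 comparisons. By fry 19 lists were called for KPNiC with KPC and 0 in each of the others. For KPNiC with KPC the adjusted p with an estimated correlation was 0.351 for canonical NF-κB targets, 0.225 for Wnt targets, 0.593 for the IL6-STAT3 response and 0.297 for Signalling to RAS. By fry the lists that newly passed as higher were the TGF-β response (0.00708), FGF ligands and receptors (0.0266), the genes induced by KRAS (0.00504), canonical NF-κB components (0.0113), ERK output (0.0342), mesenchymal state (0.00213) and Schwann and neuron (0.0217), with the Reactome sets Signalling to ERKs and TNF signaling (0.00141 each), and as lower non-canonical NF-κB components (0.0284), collagen genes (0.0266) and p53 targets (0.00878). For KNiC with KC the adjusted p with an estimated correlation and by fry was 0.134 and 0.0925 for the collagen genes and for senescence, 0.154 and 0.0925 for collagen degradation, 0.143 and 0.0731 for the Reactome set Collagen degradation, and 0.142 and 0.0644 for Collagen formation. With WT in place of KC senescence no longer passed (0.123), and 4 lists had the other direction and passed, IL6-STAT3 (0.000858) and islet (2.52e-14) and ER stress (0.0228) higher in KNiC and smooth muscle and pericyte (0.000521) lower, with adjusted p = 0.505, 0.0909, 0.635 and 0.213 with an estimated correlation.

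Leaving out 1 library moved the adjusted p of Wnt targets between 0.0145 (without KPC 3) and 0.0619 (without KPNiC 1; not past the threshold either without KPC 1, 0.0588, KPC 2, 0.0581, or KPNiC 2, 0.0602), that of Signalling to RAS between 0.0113 (without KPNiC 3) and 0.0526 (without KPC 2), and that of the genes induced by KRAS in KNiC with KC between 0.00431 (without KNiC 1) and 0.678 (without KNiC 2; 0.0142 without KC 3). The enrichment score of the latter lay between 1.27 (without KC 2) and 1.899 (without KC 3), and was 1.47 and no longer passed when genes were ranked by the signed square root of F. The enrichment score of the collagen degradation list in KNiC with KC lay between 1.54 (without KNiC 2, no longer past the threshold) and 1.85. For NiC with WT 3 to 9 lists passed by camera and 1 to 6 by enrichment score. For KC with WT 10 to 19 lists passed by enrichment score, and 13 with all genes of at least 1 count. Some results that had passed took the other direction, without passing, when 1 library was left out. The enrichment score of proliferation in KNiC with KC lay between -2.02 (without KC 1) and 0.670 (without KC 2), and that of acinar genes in KC with WT between -0.570 (without KC 1) and 2.03 (without WT 1). The adjusted p of B and plasma cell genes in NiC with WT lay between 2.26e-06 (without NiC 3) and 0.566 (without NiC 2), and that of canonical NF-κB targets in KC with WT between 0.0156 (without WT 1) and 0.937 (without WT 3).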

Differences from the paper's values

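No test in this part was chosen after the values were seen.

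For the Reactome set Collagen degradation the paper's normalized enrichment score in KNiC with KC pancreata is about 2.7 in Fig. S7B, read by eye, and the value here was 2.56. They were compared by the SD over the values without 1 library each (0.0849). These values share most of their libraries, so this SD is smaller than the error of the score. Whether the gap exceeds that error was not tested. Of the alternatives set before the data were examined, ranking by the signed square root of F (2.72) came within the SD of the paper's value. Signal2Noise on TPM (3.25), all genes with at least 1 count (2.19) and leaving out any 1 library (2.37 to 2.59) did not.

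For the Reactome set on DNA damage and telomere stress induced senescence the paper's score is about 0.88 in Fig. S6B, read by eye, and the value here was 1.17 (SD over the values without 1 library 0.149). Signal2Noise on TPM (0.743), leaving out KC 2 (0.907) and leaving out KNiC 2 (0.923) came within that SD. Ranking by the signed square root of F (1.11), all genes with at least 1 count (1.40) and leaving out any other library did not. Whether this gap exceeds the error of the score was not tested either. Neither score passed its threshold. The Reactome sets here are a copy that may differ in members from the MSigDB release that the paper used, which is a limit and not a tested cause. The same copy gave scores within the same kind of SD of the paper's for Collagen formation (2.73) and Signalling to RAS (1.92).

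The paper reports depletion of non-canonical NF-κB gene sets in KNiC pancreata. The 2 Reactome sets it tested (Fig. S5A) were not available here, so other lists stand in for them, and a list that did not pass is not a test of those sets. The component list did not pass (adjusted p = 0.511, normalized enrichment score -1.21), nor did the Reactome set for Dectin-1 mediated non-canonical signaling (adjusted p = 0.177), which passed without KNiC 4 (0.0491) and with the replicate block (0.0444). The list of target genes was lower, as the paper has it (adjusted p = 7.34e-05, and 0.346 with an estimated correlation). It was also lower in KC than in WT pancreata, which both keep NIK (normalized enrichment score -1.78, adjusted p = 0.0143). By camera that call ended without WT 3 (0.489) or KC 1 (0.0703). A fall of this list was therefore not seen in NIK-deleted pancreata alone. The target list shares Fcer2a with the B and plasma cell list, which was lower in KNiC as well (adjusted p = 1.25e-17, and 0.134 with an estimated correlation), as was the T cell list (adjusted p = 3.97e-10, and 0.344).

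In KPNiC cells the paper reports enrichment of TGF-β, Wnt, FGF, MAPK and IL6/STAT3 gene sets. Apart from Signalling to RAS and Signalling to ERKs, the sets it shows (Fig. S3C to S3F) were not available here, so other lists stand in for them. A list that did not pass is not a test of those sets. Wnt targets (adjusted p = 0.0155), Signalling to RAS (0.0287) and the IL6-STAT3 response (0.00922) were higher by camera, as the paper has it, with adjusted p = 0.225, 0.297 and 0.593 with an estimated correlation. By enrichment score Signalling to RAS passed (1.92, adjusted p = 0.00341), and Wnt targets (1.59, adjusted p = 0.135) and the IL6-STAT3 response (1.40, adjusted p = 0.199) did not. The call of Wnt targets ended without KPC 1 (0.0588), KPC 2 (0.0581), KPNiC 1 (0.0619) or KPNiC 2 (0.0602), and that of Signalling to RAS without KPC 2 (0.0526). The TGF-β response (0.196), FGF ligands and receptors (0.349), FGF feedback inhibitors (0.732), ERK output (0.323) and the genes induced by KRAS (0.196) did not pass by camera. By fry, which does not compare a list with other genes, the TGF-β response (0.00708), FGF ligands and receptors (0.0266), ERK output (0.0342) and the genes induced by KRAS (0.00504) were higher. Signalling to ERKs did not pass by camera (0.0683), passed without KPNiC 3 (0.0324), and passed by fry (0.00141) and by its enrichment score of 1.88 (adjusted p = 0.00341).

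The paper reports enrichment of a KRAS signaling set in KNiC pancreata. That set was not available here either, and the list of genes induced by KRAS stands in for it. The list of genes induced by KRAS did not pass by camera (adjusted p = 0.146), and passed without KC 3 (0.0142) or KNiC 1 (0.00431) and by its enrichment score of 1.59 (adjusted p = 0.0351), which did not pass without KC 1 (0.0558), KC 2 (0.244), KNiC 2 (0.168), KNiC 3 (0.201) or KNiC 4 (0.0519).

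The paper reports no significant difference in senescence between KC and KNiC pancreata by X-Gal staining and GSEA, and minor variations of some transcripts by qPCR. Its X-Gal and qPCR mice had received cerulein (Fig. S6A and S6C), whereas the libraries are from mice injected with saline. The 3 Reactome senescence sets did not pass here either. The list of senescence and secretory phenotype genes was higher in KNiC (adjusted p = 0.00537, and 0.134 with an estimated correlation), and so was Cdkn1a (log2 fold change 1.23, adjusted p = 0.0199, and 0.0622 without KC 2). Fibroblast markers rose between the same libraries (normalized enrichment score 2.64), and which cells hold the senescence transcripts was not tested. For untreated tumor cells the paper reports no significant difference in senescence markers by qPCR (Fig. S6E). In the KPNiC libraries Ccl2, Tnf, Cxcl1 and Il1a were higher than in KPC (log2 fold change 4.96, 4.58, 1.04 and 1.46), and Cdkn1a and Trp53 did not pass. The qPCR had 3 biological replicates per group, whereas the libraries of a genotype may be cultures of the same line. The figure's caption does not name the genes measured.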

Other observations

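The comparison of KNiC with WT pancreata and the sums of Y-linked genes were chosen after the results were seen.

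Interferon-induced genes were lower in KPNiC than in KPC cells. Of 20 tested genes 16 were lower, 2 were higher and 2 did not pass (17 lower and 2 higher when adjusted over the list alone). Ddx58, which encodes the RNA sensor RIG-I, fell from 22.5 ± 1.40 to 5.396 ± 1.10 CPM (SD, n = 3 each), and Oasl1, which encodes an oligoadenylate synthetase-like protein, fell from 36.8 ± 2.93 to 13.1 ± 1.54 CPM. Oas1a was at 6.57 ± 1.14 CPM in KPC and 0.0194 ± 0.0337 CPM in KPNiC cells. The list test gave adjusted p = 9.55e-20, and adjusted p = 0.110 with an estimated correlation. Of 6 mesothelial marker genes, 5 were lower, among them Upk1b (83.4 ± 8.52 to 20.2 ± 2.36 CPM) and Msln (932 ± 46.5 to 610 ± 25.6 CPM), also when adjusted over the list alone (adjusted p = 9.17e-12, and adjusted p = 0.0621 with an estimated correlation). Of 12 chemokine genes 7 were higher and 2 lower, also when adjusted over the list alone (adjusted p = 0.00297, and adjusted p = 0.351 with an estimated correlation), among them Ccl20, which rose from 4.65 ± 0.582 to 11.7 ± 2.55 CPM. Of 7 tested iCAF markers 4 were higher, also when adjusted over the list alone (adjusted p = 0.000190, and adjusted p = 0.159 with an estimated correlation), and C3, which encodes complement C3, rose from 0.278 ± 0.0312 to 6.24 ± 2.05 CPM. The libraries are of cultured tumor cells, so this list does not describe fibroblasts here. Of 23 genes of senescence and its secretory phenotype 8 were higher and 1 was lower, also when adjusted over the list alone (adjusted p = 0.00847, and adjusted p = 0.180 with an estimated correlation). Of 6 tested genes of the paper's senescence qPCR, 4 were higher, Ccl2, Tnf, Cxcl1 and Il1a, also when adjusted over the list alone (adjusted p = 0.000269, and adjusted p = 0.157 with an estimated correlation). The chemokine, iCAF, senescence and qPCR lists all hold Ccl2 and Cxcl1, as does the list of canonical NF-κB targets. Their calls are therefore not independent. The call of Il1a ended without KPC 1 (0.0677) or KPC 2 (0.0564). By qPCR of senescence markers in untreated tumor cells, the paper reports no significant difference between the genotypes (Fig. S6E). That figure has 3 biological replicates per group and its caption names no genes, whereas the libraries of a genotype may be cultures of the same line. Of 20 p53 targets 5 were lower and none higher (adjusted p = 0.488, and adjusted p = 0.00878 by fry). Cdkn1a had a log2 fold change of 0.21 (adjusted p = 0.554), Mki67 -0.11 (adjusted p = 0.671), Cdh1 -0.11 (adjusted p = 0.438) and Zeb1 -0.04 (adjusted p = 0.772), and none of these 4 passed.

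In the pancreata further lists passed between KNiC and KC. T-cell genes were lower in KNiC, with 0 of 16 genes over all genes and Lck and Cd3e when adjusted over the list alone (adjusted p = 3.97e-10, and adjusted p = 0.344 with an estimated correlation), as were interferon-induced genes (adjusted p = 0.00228, and adjusted p = 0.577 with an estimated correlation), a call that ended without KC 3 (0.257) or KNiC 1 (0.0670). Lists for the epithelial state (adjusted p = 9.74e-07) and the mesenchymal state (adjusted p = 1.57e-07) were both higher, each with adjusted p = 0.134 with an estimated correlation. Wnt ligands and receptors (adjusted p = 0.000180, and adjusted p = 0.154 with an estimated correlation), acinar genes (adjusted p = 0.000290, and adjusted p = 0.577 with an estimated correlation) and the TGF-β response (adjusted p = 0.00581, and adjusted p = 0.356 with an estimated correlation) were higher as well. The call of the acinar genes ended without KC 2 (0.0840) or KNiC 1 (0.0643), and that of the TGF-β response without KC 2 (0.0541). None of their genes passed over all genes.

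Between KC and WT pancreata the acute-phase lectin genes of acinar cells were higher, Reg3b from 13.6 ± 5.16 to 150.5 ± 89.6 CPM and Reg3a from 4.76 ± 3.10 to 37.6 ± 22.4 CPM (SD, n = 3 each). The call of Reg3b ended without WT 2 (0.175), and that of Reg3a without WT 1 (0.0574), WT 2 (0.397), WT 3 (0.0568), KC 1 (0.0676) or KC 2 (0.146). Of 24 genes of ducts and PanIN lesions 5 were higher and none lower (adjusted p = 3.85e-10, and adjusted p = 0.338 with an estimated correlation), and of 22 islet genes 4 were higher over all genes and 12 when adjusted over the list alone (adjusted p = 8.12e-27, and adjusted p = 0.109 with an estimated correlation), among them Scg2 (4.65 ± 0.818 to 10.7 ± 0.693 CPM). Smooth muscle and pericyte genes were lower (1 of 12 over all genes, 5 when adjusted over the list alone, adjusted p = 1.91e-13, and adjusted p = 0.109 with an estimated correlation), as were fibroblast (adjusted p = 1.18e-07), myCAF (adjusted p = 7.32e-10) and collagen genes (adjusted p = 1.45e-06), each with adjusted p = 0.338 with an estimated correlation. In all, 8 lists were higher and 12 lower by camera in this comparison. Between NiC and WT pancreata 2 lists were higher, acinar (adjusted p = 7.44e-05) and macrophage (adjusted p = 0.0325), and 3 were lower, proliferation (adjusted p = 0.000165), non-canonical NF-κB targets (adjusted p = 0.0139) and B and plasma cell (adjusted p = 0.0211), each with adjusted p = 0.982 with an estimated correlation. The call of proliferation ended without WT 2 (0.111), that of macrophage genes without WT 2 (0.231) or NiC 1 (0.935), that of non-canonical NF-κB targets without WT 3 (0.498) or NiC 2 (0.566), and that of B and plasma cell genes without WT 3 (0.326) or NiC 2 (0.566). In saline-injected mice the paper reports more Ki67-positive acinar cells in NiC than in WT (Fig. 4A), the other direction from the proliferation list. The staining counts protein in acinar cells alone, whereas the list is RNA of the whole pancreas. Mki67 had a log2 fold change of -0.59 in NiC with WT (adjusted p = 0.584) and did not pass. Me1, which encodes the malic enzyme, rose from 3.99 ± 0.359 CPM in WT to 11.8 ± 2.89 CPM in NiC, and Rnf125, a ubiquitin ligase gene, rose from 1.28 ± 0.120 to 3.95 ± 0.555 CPM.

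Between KNiC and WT pancreata 420 of 11650 tested genes passed, 219 higher and 201 lower. The adjusted p of the collagen genes in this comparison was 2.69e-07 without KNiC 1 and 0.140 without WT 1.

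Map3k14 had 1.55 ± 0.130 CPM of all counts in WT (SD, n = 3), 1.38 ± 0.696 in NiC (SD, n = 3), 1.74 ± 0.617 in KC (SD, n = 3) and 0.983 ± 0.393 in KNiC (SD, n = 4). The sum of 4 Y-linked genes was 312 to 373 CPM in KPC and 155 to 191 CPM in KPNiC cells. In the pancreata it was 8.01 to 13.3 CPM in WT 1, KC 1, KC 2, KNiC 1 and KNiC 4, and at most 0.0980 CPM in the others. These sums follow the sex of the animal, and the paper used both sexes. Sex was therefore uneven between the genotypes, with no NiC pancreas among those with the higher sums, and it was not in the model. WT 1 and KNiC 1, which moved calls above when left out, are among those with the higher sums.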
